# Widespread natural variation of DNA methylation within angiosperms

**DOI:** 10.1186/s13059-016-1059-0

**Published:** 2016-09-27

**Authors:** Chad E. Niederhuth, Adam J. Bewick, Lexiang Ji, Magdy S. Alabady, Kyung Do Kim, Qing Li, Nicholas A. Rohr, Aditi Rambani, John M. Burke, Joshua A. Udall, Chiedozie Egesi, Jeremy Schmutz, Jane Grimwood, Scott A. Jackson, Nathan M. Springer, Robert J. Schmitz

## Abstract

**Background:**

DNA methylation is an important feature of plant epigenomes, involved in the formation of heterochromatin and affecting gene expression. Extensive variation of DNA methylation patterns within a species has been uncovered from studies of natural variation. However, the extent to which DNA methylation varies between flowering plant species is still unclear. To understand the variation in genomic patterning of DNA methylation across flowering plant species, we compared single base resolution DNA methylomes of 34 diverse angiosperm species.

**Results:**

By analyzing whole-genome bisulfite sequencing data in a phylogenetic context, it becomes clear that there is extensive variation throughout angiosperms in gene body DNA methylation, euchromatic silencing of transposons and repeats, as well as silencing of heterochromatic transposons. The Brassicaceae have reduced CHG methylation levels and also reduced or loss of CG gene body methylation. The Poaceae are characterized by a lack or reduction of heterochromatic CHH methylation and enrichment of CHH methylation in genic regions. Furthermore, low levels of CHH methylation are observed in a number of species, especially in clonally propagated species.

**Conclusions:**

These results reveal the extent of variation in DNA methylation in angiosperms and show that DNA methylation patterns are broadly a reflection of the evolutionary and life histories of plant species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1059-0) contains supplementary material, which is available to authorized users.

## Background

Biological diversity is established at multiple levels. Historically this has focused on studying the contribution of genetic variation. However, epigenetic variations manifested in the form of DNA methylation [1–3], histones and histone modifications [4], which together make up the epigenome, might also contribute to biological diversity. These components are integral to proper regulation of many aspects of the genome; including chromatin structure, transposon silencing, regulation of gene expression, and recombination [5–8]. Significant amounts of epigenomic diversity are explained by genetic variation [2, 3, 9–13], however, a large portion remains unexplained and in some cases these variants arise independently of genetic variation and are thus defined as “epigenetic” [2, 10–12, 14, 15]. Moreover, epigenetic variants can be heritable and also lead to phenotypic variation [16–19]. To date, most studies of epigenomic variation in plants are based on a handful of model systems. Current knowledge is, in particular, based upon studies in *Arabidopsis thaliana*, which is tolerant to significant reductions in DNA methylation, a feature that enabled the discovery of many of the underlying mechanisms. However, *A. thaliana* has a particularly compact genome, when most plant genomes are much larger [20, 21]. The extent of natural variation of mechanisms that lead to epigenomic variation in plants, such as cytosine DNA methylation, is unknown and understanding this diversity is important to understanding the potential of epigenetic variation to contribute to phenotypic variation [22].

In plants, cytosine methylation occurs in three sequence contexts; CG, CHG, and CHH (H = A, T, or C), and are under control by distinct mechanisms [23]. Methylation at CG (mCG) and CHG (mCHG) sites is typically symmetrical across the Watson and Crick strands [24]. mCG is maintained by methyltransferase 1 (MET1), which is recruited to hemi-methylated CG sites and methylates the opposing strand [25, 26], whereas mCHG is maintained by the plant specific chromomethylase 3 (CMT3) [27], and is strongly associated with dimethylation of lysine 9 on histone 3 (H3K9me2) [28]. The BAH and CHROMO domains of CMT3 bind to H3K9me2, leading to methylation of CHG sites [28]. In turn, the histone methyltransferases kryptonite (KYP), and Su(var)3-9 homologue 5 (SUVH5) and SUVH6 recognize methylated DNA and methylate H3K9 [29], leading to a self-reinforcing loop [30]. Asymmetrical methylation of CHH sites (mCHH) is established and maintained by another member of the CMT family, CMT2 [31, 32]. CMT2, like CMT3, also contains BAH and CHROMO domains and methylates CHH in H3K9me2 regions [31, 32]. Additionally, all three sequence contexts are methylated de novo via RNA-directed DNA methylation (RdDM) [33]. Short-interfering 24 nucleotide (nt) RNAs (siRNAs) guide the de novo methyltransferase domains rearranged methyltransferase 2 (DRM2) to target sites [34, 35]. The targets of CMT2 and RdDM are often complementary, as CMT2 in *A. thaliana* primarily methylate regions of deep heterochromatin, such as transposons bodies [31]. RdDM regions, on the other hand, often have the highest levels of mCHH methylation and primarily target the edges of transposons and the more recently identified mCHH islands [31, 32, 36] The mCHH islands in *Zea mays* are associated with upstream and downstream of more highly expressed genes where they might function to prevent transcription of neighboring transposons [36, 37]. The establishment, maintenance, and consequences of DNA methylation are therefore highly dependent upon the species and upon the particular context in which it is found.

Sequencing and array-based methods allow for studying DNA methylation across entire genomes and within species [1, 3, 13, 15, 38]. Whole-genome bisulfite sequencing (WGBS) is particularly powerful, as it reveals genome-wide single nucleotide resolution of DNA methylation [39–41]. WGBS has been used to sequence an increasing number of plant methylomes, ranging from model plants like *A. thaliana* [39, 40] to economically important crops like *Z. mays* [2, 11, 36, 42]. This has enabled a new field of comparative epigenomics, which places DNA methylation within an evolutionary context [43–46]. The use of WGBS together with de novo transcript assemblies has provided an opportunity to monitor the changes in DNA methylation of gene bodies among species [47] but does not provide a full view of changes in the patterns of context-specific DNA methylation at different types of genomic regions [48].

Here, we report a comparative epigenomics study of 34 angiosperms (flowering plants). Differences in mCG and mCHG are in part driven by repetitive DNA and genome size, whereas in the Brassicaceae there are lower mCHG levels and lower numbers or even losses of CG gene body methylation (gbM) when compared to other species. The Poaceae are distinct from other lineages, having low mCHH levels and a lineage-specific distribution of mCHH in the genome. Additionally, species that have been clonally propagated often have low levels of mCHH. Although some features, such as mCHH islands, are found in all species, their association with effects on gene expression is not universal. The extensive variation found suggests that both genomic, life history, and mechanistic differences between species contribute to this variation.

## Results

### Genome-wide DNA methylation variation across angiosperms

We compared single-base resolution methylomes from the leaves of 34 angiosperm species that have genome assemblies [49–52] (Additional file 1: Table S1). MethylC-seq [40, 53] was used to sequence 26 species and an additional eight species with previously published methylomes were downloaded and reanalyzed [12, 15, 36, 48, 54–56]. Different metrics were used to make comparisons at a whole-genome level. The genome-wide weighted DNA methylation level [57] combines data from the number of instances of methylated cytosine sites relative to all sequenced cytosine sites, giving a single value for each context that can be compared across species (Fig. 1a–c). The proportion that each DNA methylation context makes up of all DNA methylation indicates the predominance of specific DNA methylation pathways (Fig. 1d). The per-site DNA methylation level is the distribution of DNA methylation levels at individual methylated sites and indicates within a population of cells, the proportion that are methylated (Fig. 1e–g, Additional file 1: Figure S1). Symmetry is a comparison of per-site DNA methylation levels at cytosines on the Watson versus the Crick strand for the symmetrical CG and CHG contexts (Additional file 1: Figures S2 and S3). As CMT3 is responsible for maintaining the symmetrical DNA methylation of CHG sites [27], we can use *A. thaliana cmt3* mutants to establish thresholds with which to identify sites as symmetrical or asymmetrical and [58] quantify the asymmetry of mCHG sites (Additional file 1: Figure S4). Per-site DNA methylation and symmetry provide information into how well DNA methylation is maintained and how ubiquitously the sites are methylated across cell types within sequenced tissues [59].

**Fig. 1:**
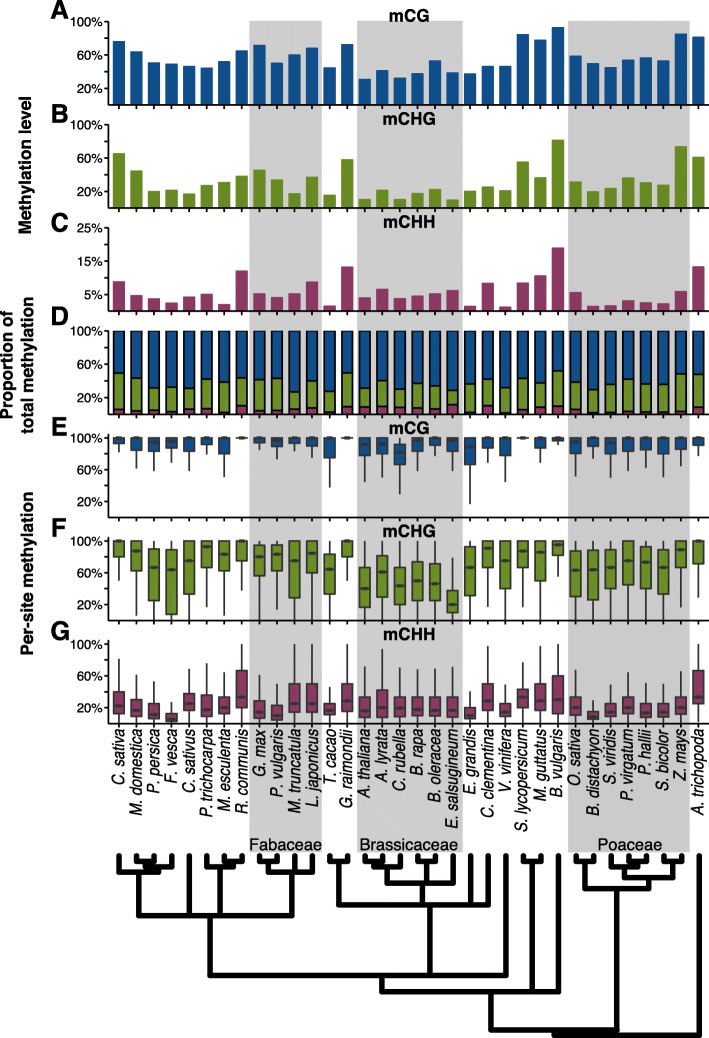
Genome-wide methylation levels for **a** mCG, **b** mCHG, and **c** mCHH. **d** Using the genome-wide methylation levels, the proportion that each context contributes towards the total methylation (mC) was calculated. **e** The distribution of per-site methylation levels for mCG, **f** mCHG, and **g** mCHH. Species are organized according to their phylogenetic relationship

There is extensive variation between species. Within each species, mCG had the highest levels of DNA methylation genome-wide (Fig. 1a, Additional file 2: Table S2). Between species, levels ranged as much as three-fold, from a low of ~30.5 % in *A. thaliana* to a high of ~92.5 % in *Beta vulgaris*. Levels of mCHG varied as much as approximately eight-fold between species, from only ~9.3 % in *Eutrema salsugineum* to ~81.2 % in *B. vulgaris* (Fig. 1b, Additional file 2: Table S2). mCHH levels were universally the lowest, but also the most variable with as much as an ~16-fold difference, the highest being ~18.8 % is in *B. vulgaris*. This was unusually high, as 85 % of species had less than 10 % mCHH and half had less than 5 % mCHH (Fig. 1c, Additional file 2: Table S2). The lowest mCHH level was found in *Vitis vinifera* with only ~1.1 % mCHH. mCG is the most predominant type of DNA methylation making up the largest proportion of the total DNA methylation in all examined species (Fig. 1d). *B. vulgaris* was a notable outlier, having the highest levels of DNA methylation in all contexts and having particularly high mCHH levels. The between-species variation observed was much greater than within species variation, when compared to *A. thaliana* accessions from the 1001 Epigenomes Project (Additional file 1: Figure S5) [60]. Multiple factors may be contributing to the differences between species observed, ranging from genome size and architecture, to differences in the activity of DNA methylation targeting pathways.

We examined these methylomes in a phylogenetic framework, which led to several novel findings and hypotheses regarding the evolution of DNA methylation pathways across flowering plants. In general, the Brassicaceae (mustard) family, which includes *A. thaliana*, has lower median levels of per-site mCHG methylation when compared to other species (Fig. 1f). Furthermore, symmetrical mCHG sites have a wider range of DNA methylation levels and increased asymmetry, whereas non-Brassicaceae species have very highly methylated symmetrical sites (Additional file 1: Figures S3 and S4b), suggesting that the CMT3 pathway is less effective in Brassicaceae genomes or that it operates in a cell-specific manner. This is further evidenced by *E. salsugineum*, with the lowest mCHG levels (Fig. 1b), which is a natural *cmt3* mutant, whereas *CMT3* is under relaxed selection in other Brassicaceae [61, 62]. Methylation of CG sites is also less well maintained in the Brassicaceae, with *Capsella rubella* showing the lower levels of per-site mCG methylation (Fig. 1e, Additional file 1: Figure S1).

Within the Fabaceae (legume) family, *Glycine max* and *Phaseolus vulgaris*, show considerably lower per-site mCHH levels as compared to *Medicago truncatula* and *Lotus japonicus*, even though they have equivalent levels of genome-wide mCHH (Fig. 1c and g). The Poaceae (grass) family, in general, have much lower levels of mCHH (~1.4–5.8 %), both in terms of total DNA methylation level and as a proportion of total methylated sites across the genome. Per-site mCHH level distributions varied, with species like *Brachypodium distachyon* having some of the lowest of all species, whereas others like *Oryza sativa* and *Z. mays* have levels comparable to *A. thaliana*. In *Z. mays*, CMT2 has been lost [31], and it may be that in other Poaceae, mCHH pathways are less efficient even though CMT2 is present. Collectively, these results indicate that different DNA methylation pathways may predominate in different lineages, with ensuing genome-wide consequences.

Several dicot species showed very low levels of mCHH (<2 %): *V. vinifera*, *Theobroma cacao*, *Manihot esculenta*, *Eucalyptus grandis*. No causal factor based on examined genomic features or examined DNA methylation pathways was identified; however, these plants are commonly propagated via clonal methods [63]. Among non-Poaceae species, the six lowest mCHH levels were found in species with histories of clonal propagation (Additional file 1: Figure S6). Effects of micropropagation on DNA methylation in *M. esculenta* using DNA methylation-sensitive amplified polymorphisms have been observed before [64], so has altered expression of methyltransferases due to micropropagation in *Fragaria* x *ananassa* (common garden strawberry) [65]. If repeated rounds of clonal propagation were responsible for low mCHH, we hypothesized that going through a single round of sexual reproduction might result in increased mCHH levels, as work in *A. thaliana* suggests that mCHH is re-established during reproduction [66, 67]. To test this hypothesis, we examined a DNA methylome of a parental *M. esculenta* plant that had previously undergone clonal propagation and a DNA methylome of its offspring that was germinated from seed. Additionally, the original *F. vesca* plant used for this study had been micro-propagated for four generations. We germinated seeds from these plants, as they would have undergone sexual reproduction and examined these as well. Differences were slight, showing little substantial evidence of genome-wide changes in a single generation of sexual reproduction (Additional file 1: Figure S7). As both of these results are based on one generation of sexual reproduction, it may be that this is insufficient to fully restore DNA methylation or that clonal propagation is not causal for the low levels of mCHH observed. This will require further studies of samples collected over multiple generations from matching lines that have been either clonally propagated or propagated through seed for numerous generations.

### Genome architecture of DNA methylation

DNA methylation is often associated with heterochromatin. Two factors can drive increases in genome size, whole genome duplication (WGD) events, and in the copy number for repetitive elements. The majority of changes in genome size among the species we examined are due to changes in repeat content as the total gene number in these species only varies two-fold, whereas the genome size exhibits ~8.5-fold change. As genomes increase in size due to increased repeat content, it is expected that DNA methylation levels will increase as well. This was tested using phylogenetic generalized least squares (PGLS) [68] which takes into account the phylogenetic relationship and non-independence of species as more closely related species are more alike (Additional file 1: Table S3). Phylogenetic relationships were inferred from a species tree constructed using 50 single copy loci for use in PGLS (Additional file 1: Figure S8) [69]. A previous report had found a relationship between total methylation and genome size, but did not take into account the sequence context of that methylation [70]. Positive correlations were found between mCG and genome size (*p* value = 2.9 × 10^–3^) and between mCHG and genome size (*p* value = 2.2 × 10^–6^) (Fig. 2a), but no correlation was found with mCHH and genome size (Fig. 2a). This dataset was limited to one larger genome greater than 2 Gb, *Z. mays*, so we tested the effect that this had on the results. After removal of *Z. mays*, genome-wide mCHG methylation remained correlated with genome size, whereas mCG and mCHH showed no correlation (Additional file 1: Figure S9).

**Fig. 2:**
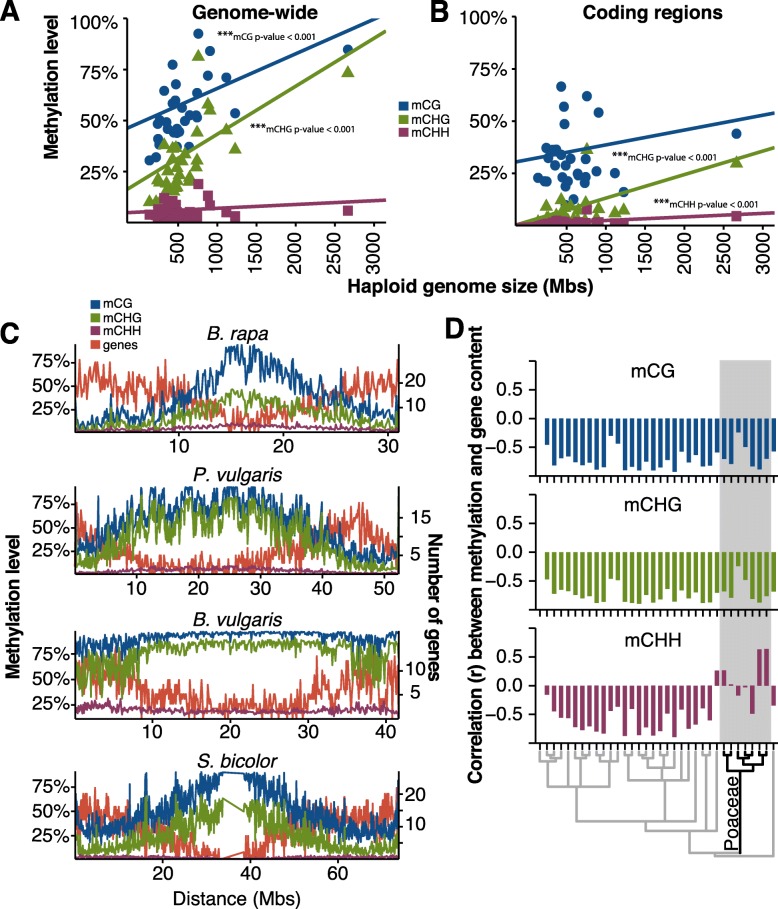
**a** Genome-wide methylation levels are correlated to genome size for mCG (*blue*) and mCHG (*green*), but not for mCHH (*maroon*). Significant relationships are indicated. **b** Coding region (CDS) methylation levels is not correlated to genome size for mCG (*blue*), but is for mCHG (*green*) and mCHH (*maroon*). Significant relationships are indicated. **c** *Chromosome plots* show the distribution of mCG (*blue*), mCHG (*green*), and mCHH (*maroon*) across the chromosome (100 kb windows) in relationship to genes. **d** For each species, the correlation (Pearson’s correlation) in 100 kb windows between gene number and mCG (*blue*), mCHG (*green*), and mCHH (*maroon*)

Similarly, a relationship between genic methylation level and genome size in plants has also been previously reported [47]. We found that within coding sequences (CDS) methylation levels were correlated with genome size for both mCHG (*p* value = 5 × 10^–6^) and mCHH (*p* value = 1.4 × 10^–5^), but in contrast found no correlation for mCG (*p* value > 0.18) (Fig. 2b). This prior study included many non-Angiosperm species and a limited set of Angiosperms and had also found that the correlation with mCG disappeared after removal of non-Angiosperm species [47]. Our observed correlations between CDS methylation and genome size were strongly driven by the large genome of *Z. mays*, and after its removal, no correlation was observed for any methylation context (Additional file 1: Figure S9). These results and those others [47, 70] suggest that the relationship between DNA methylation, both across the genome and within genes, and genome size is still not fully resolved and will require more extensive studies to resolve.

The highest levels of DNA methylation are typically found in centromeres and pericentromeric regions [39, 40, 48]. The distributions of DNA methylation at chromosomal levels were examined in 100 kb sliding windows (Fig. 2c, Additional file 1: Figure S10). The number of genes per window was used as a proxy to differentiate euchromatin and heterochromatin. Both mCG and mCHG have negative correlations between DNA methylation level and gene number, indicating that these two DNA methylation types are mostly found in gene-poor heterochromatic regions (Fig. 2d). Most species also show a negative correlation between mCHH and gene number, even in species with very low mCHH levels like *V. vinifera*. However, several Poaceae species show no correlation or even positive correlations between gene number and mCHH levels. Only two grass species showed negative correlations, *Setaria viridis* and *Panicum hallii*, which fall in the same clade (Fig. 2d). This suggests that heterochromatic mCHH is significantly reduced in many lineages of the Poaceae.

The methylome will be a composite of methylated and unmethylated regions. We implemented an approach (see “Methods”) to identify methylated regions within a single sample to discern the average size of methylated regions and their level of DNA methylation for each species in each sequence context (Additional file 3: Figure S11). 

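Regions methylated in the CHH context (mCHH regions) were analysed here for 6 of these species, each from leaf tissue with 1 file of regions: cucumber (*C. sativus*), a eucalypt (*E. grandis*), the halophyte relative of *A. thaliana* *E. salsugineum*, castor bean (*R. communis*), the grass *P. hallii*, and the model legume *M. truncatula*. Regions of mCG and mCHG, and the mCHH regions of the other species, were not analysed here. MethylC-seq is whole-genome sequencing after bisulfite conversion, which turns unmethylated cytosines into uracil, so that a cytosine read as cytosine is taken as methylated. The authors called methylated sites, merged nearby windows that held them and moved the borders to the outermost methylated cytosines. Regions with at least 5 methylated cytosines were kept, and each was deposited with its position and its mCHH level, a fraction between 0 and 1. The files hold no read or site counts, so the depth behind the level of a single region is unknown. Table S1 lists a mean methylome coverage of 4.5 in *C. sativus*, 5.6 in *E. grandis*, 10.7 in *E. salsugineum*, 3.3 in *R. communis*, 6.0 in *P. hallii* and 4.0 in *M. truncatula*. For *C. sativus* it lists a second methylome with a coverage of 10.8, which was not analysed here, and the files do not say from which of them the regions come. It lists non-conversion rates from 0.40% in *E. salsugineum* to 0.50% in *E. grandis*, apart from 1.95% in *R. communis*. The rate of *R. communis* was measured on the chloroplast genome and the others on the lambda genome, so it is not a like measure. The files held 73737 regions in *C. sativus*, 103724 in *E. grandis*, 96175 in *E. salsugineum*, 136325 in *R. communis*, 242892 in *P. hallii* and 156394 in *M. truncatula*. Together the regions of a species covered 24.3 Mb in *C. sativus*, 26.1 Mb in *E. grandis*, 99.8 Mb in *E. salsugineum*, 97.1 Mb in *R. communis*, 88.4 Mb in *P. hallii* and 37.6 Mb in *M. truncatula*. The length of a region was taken as its end minus its start, and regions were placed in the groups of the paper by their level (below 5%, 5 to 15%, 15 to 25%, and above 25%). A region needs called sites, which need coverage, and the coverage differs between the species. With 1 set of regions per species there is no replicate error, and differences between species were compared by an exact sign test over the species, whose smallest two-sided p over 6 species is 0.03125.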

For most species, regions of higher DNA methylation are often smaller in size, with regions of low or intermediate DNA methylation being larger (Additional file 3: Figure S12). 

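The median length of mCHH regions above 25% mCHH was below that of regions of 5 to 15% in 6 of 6 species (exact two-sided sign test, p = 0.03125). It was 139 bp against 326 bp in *C. sativus*, 102 bp against 193 bp in *E. grandis*, 237 bp against 507 bp in *E. salsugineum*, 228 bp against 355 bp in *R. communis*, and 101 bp against 229 bp in *M. truncatula*. In *P. hallii* the medians lay close together, at 202 bp and 213 bp, and the regions of 15 to 25% were the shortest of its groups, with a median of 176 bp. The regions of intermediate level, 15 to 25%, were the longest group in *R. communis*, with a median of 397 bp. The lowest group, below 5%, was longest in *E. grandis* (299 bp), *P. hallii* (327 bp) and *M. truncatula* (244 bp), and shorter than the regions of 5 to 15% in *C. sativus* (293 bp), *E. salsugineum* (295 bp) and *R. communis* (292 bp). Few regions were in that group in *M. truncatula* (0.740% of its regions), *C. sativus* (0.845%) and *R. communis* (41 regions). Across regions, which are not independent replicates, Spearman's rho of length and level was negative in all 6 species, from -0.491 in *E. grandis* to -0.175 in *E. salsugineum*. Means in place of medians moved *R. communis* most: its regions above 25% were then the longer ones, with a ratio of 1.36 to those of 5 to 15%, which left 5 of 6 species with shorter regions (exact two-sided sign test, p = 0.219). With regions under 100 bp left out, the ratio of medians was 1.03 in *P. hallii* and below 1 in the 5 other species. It was 0.627 in *C. sativus*, 0.821 in *E. grandis*, 0.654 in *E. salsugineum*, 0.934 in *R. communis* and 0.703 in *M. truncatula*. A region had to hold at least 5 methylated cytosines, which a short region can only do if they are packed closely. This rule favours high levels in short regions, and the sign test cannot separate the pattern from it.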

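Small RNAs from leaves of the same 6 species were sequenced, with 1 library per species. Small interfering RNAs (siRNAs) of 24 nt guide RNA-directed DNA methylation (RdDM), and those of 21 and 22 nt are the other common size classes in plants. The authors trimmed and cleaned the reads, aligned them without mismatches, and deposited, for every mCHH region and each read length of 20, 21, 22, 24, 25 and 26 nt, the fraction of all mapped hits that overlapped the region. These fractions are not divided by the length of the region. In each library 100% of the values were whole multiples of the smallest one, and that step equalled 1 over the mapped hits listed in Table S1 in 5 of 6 libraries, so each value was turned back into a number of mapped hits. A read that matches several places gives several hits, and the hits are called reads by their length here. The libraries held 17979983 mapped hits in *C. sativus*, 2614647 in *E. grandis*, 132271615 in *E. salsugineum*, 160311702 in *P. hallii* and 73438007 in *M. truncatula*. The step in *R. communis* gave 27088740 mapped hits, where Table S1 lists 27346090, and the number from the step was used. Table S1 lists more hits than mapped reads, from 2.26 hits per read in *C. sativus* to 27.3 in *R. communis* by its step. The mCHH regions held 2754622 reads of 24 nt in *C. sativus*, 38503 in *E. grandis*, 39035069 in *E. salsugineum*, 682398 in *R. communis*, 20644684 in *P. hallii* and 8080476 in *M. truncatula*. The number in *E. salsugineum* is above its 36907790 raw reads in Table S1, so reads were counted at more than one place. At least 1 such read was found in 82.5% of the regions of *C. sativus*, 7.60% in *E. grandis*, 95.6% in *E. salsugineum*, 47.3% in *R. communis*, 83.6% in *P. hallii* and 76.5% in *M. truncatula*. The level of siRNAs in a group of regions was computed as reads per kb, the sum of reads over the sum of lengths.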

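In regions above 25% mCHH, 24 nt siRNAs were denser than in regions of 5 to 15% in 6 of 6 species (exact two-sided sign test over species, p = 0.03125). The ratio of 24 nt reads per kb between these groups was 11.4 in *P. hallii*, 10.3 in *M. truncatula*, 7.86 in *C. sativus*, 5.12 in *E. salsugineum*, 1.57 in *R. communis* and 1.30 in *E. grandis*. As a check along the genome, the regions of each species were split in order of position into 20 blocks, a description chosen after the data were seen. The ratio was above 1 in 20 of 20 blocks in *C. sativus*, *E. salsugineum*, *P. hallii* and *M. truncatula*, in 19 blocks in *R. communis*, and in 9 blocks in *E. grandis*. Against regions below 5%, the ratio was 0.908 in *M. truncatula*, where 1 region holds 98.1% of the 24 nt reads of that group, and above 1 in the 5 other species. Counted as reads per region without division by length, the ratio fell to 0.770 in *E. grandis* and stayed above 1 in the 5 others (exact two-sided sign test, p = 0.219). Leaving out the 1% of regions with the most 24 nt reads per kb lowered the ratio in every species, to 4.93 in *P. hallii* and 1.18 in *R. communis*. Across regions, which are not independent replicates, Spearman's rho of 24 nt reads per kb and mCHH level was 0.43 in *C. sativus* and *M. truncatula*, 0.32 in *E. salsugineum*, 0.25 in *P. hallii*, 0.041 in *R. communis* and -0.030 in *E. grandis*, positive in 5 of 6 species (exact two-sided sign test, p = 0.219). In *E. grandis*, with a mean of 0.371 such reads per region, reads spread at a flat density over its regions gave a rho of -0.128. Those draws place reads one by one, so they do not copy how unevenly its reads lie. The ratio between these groups was larger for 24 nt than for 21 nt siRNAs in 5 of 6 species (exact two-sided sign test, p = 0.219), by a factor of 3.64 in *E. salsugineum*, 2.06 in *E. grandis*, 1.73 in *P. hallii*, 1.41 in *M. truncatula* and 1.38 in *R. communis*. In *E. grandis* the 21 nt siRNAs fell, from 0.959 to 0.608 reads per kb. In *C. sativus* the factor was 0.376, and 1.42 without the 1% of regions with the most 21 nt reads per kb, which was chosen after seeing the data. The same setting lowered the factor to 1.42 in *E. salsugineum*, 1.19 in *E. grandis*, 1.02 in *R. communis* and 1.55 in *P. hallii*, and raised it to 1.59 in *M. truncatula*. The size of the factor thus rests on a few regions in other species too. Without the 1% with the most 24 nt reads per kb, the factor was 1.40 in *C. sativus* and fell below 1 in *M. truncatula*, to 0.819. The 24 nt share of all 20 to 26 nt reads in regions above 25% mCHH was 76.9% in *E. salsugineum* (95% Wilson interval 76.8% to 76.9%, counting error only, with hits taken as independent), 70.2% in *M. truncatula* (70.2% to 70.2%), 62.5% in *E. grandis* (61.2% to 63.8%), 58.2% in *P. hallii* (58.2% to 58.2%), 47.5% in *R. communis* (47.4% to 47.6%) and 24.1% in *C. sativus* (24.0% to 24.1%).

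**Figure D1:**
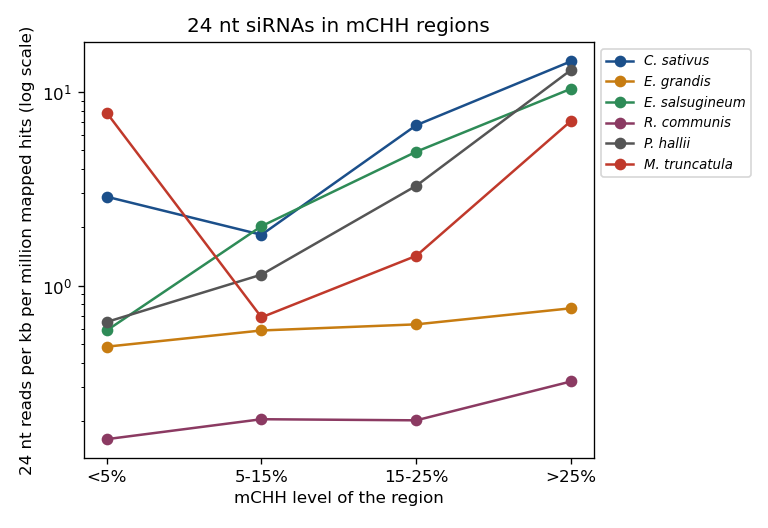
Reads of 24 nt per kb of mCHH region, scaled to the mapped hits of each library (log scale), in the 4 groups of mCHH level, with a line per species and 1 library each. The lines of *C. sativus*, *E. salsugineum*, *P. hallii* and *M. truncatula* climb from 5-15% to above 25%, those of *E. grandis* and *R. communis* are nearly flat, and the point of *M. truncatula* below 5% stands at 7.80, above its other groups.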

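Among regions of at least 100 bp with more than 25% mCHH, the one with the most 24 nt reads per kb was taken from each species. Positions are those of the genome versions in Table S1, as the files give them. In *E. salsugineum* it lay on scaffold_12 from 4120789 to 4120898, with 39.1% mCHH and 18480 reads of 24 nt. In *M. truncatula* it lay on chromosome 2 from 31784351 to 31784452, with 30.1% mCHH and 7056 reads. In *E. grandis* it lay on scaffold_6 from 9783295 to 9783433, with 28.2% mCHH and 104 reads. The files of the other species place all regions on one sequence, named 1, whose positions run further than a chromosome would. There the region was at 82568533 to 82568635 in *P. hallii* (50.3% mCHH and 7345 reads), at 192409875 to 192410055 in *C. sativus* (60.6% mCHH and 12871 reads) and at 74257825 to 74258543 in *R. communis* (34.9% mCHH and 13238 reads). Reads of 24 nt made up 84.5% of the 20 to 26 nt reads of the region in *E. salsugineum* and 83.9% in *M. truncatula*, but 14.8% in *C. sativus* and 26.1% in *R. communis*. What is annotated at these positions was not analysed here.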

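To set region size against siRNAs, regions with at least 1 read of 24 nt were ranked by their 24 nt reads per length and split into quartiles. The median length in the highest quartile was below that in the lowest in 6 of 6 species (exact two-sided sign test over species, p = 0.03125). From the lowest to the highest quartile it went from 328 to 191 bp in *C. sativus*, from 448 to 179 bp in *E. grandis*, from 417 to 313 bp in *E. salsugineum*, from 351 to 259 bp in *P. hallii*, from 249 to 116 bp in *M. truncatula*, and from 1360 to 201 bp in *R. communis*. In *E. salsugineum* the quartiles between them were longer, with medians of 494 and 488 bp. Ranked by reads per region, without division by length, the highest quartile was the longer one in 6 of 6 species (exact two-sided sign test, p = 0.03125), with medians of 391 bp against 168 bp in *C. sativus*, 303 bp against 255 bp in *E. grandis*, 960 bp against 202 bp in *E. salsugineum*, 645 bp against 349 bp in *R. communis*, 369 bp against 228 bp in *P. hallii* and 190 bp against 136 bp in *M. truncatula*. Longer regions catch more reads, and reads placed at a flat density over the regions gave a larger ratio by this ranking than measured in 6 of 6 species, from 1.51 in *E. grandis* to 17.8 in *E. salsugineum*. With all regions ranked by reads per length and those without a read placed lowest, the highest quartile was shorter in 1 of 6 species, but in *E. grandis* 69.6% of the highest quartile were regions without a read, whose order is arbitrary. Dividing by length favours short regions where reads are few: by reads per length, a flat density gave a ratio of median lengths of 0.261 in *E. grandis*, below the measured 0.400. In *R. communis* it gave 0.414 against a measured 0.148. The sign test takes a ratio of 1 as no change, so it cannot separate the pattern from this effect in these species. In the remaining species a flat density gave from 1.03 in *P. hallii* to 1.07 in *C. sativus*, above the measured ratios. Those draws leave few regions without a read, so they do not test leaving such regions out.

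**Figure D2:**
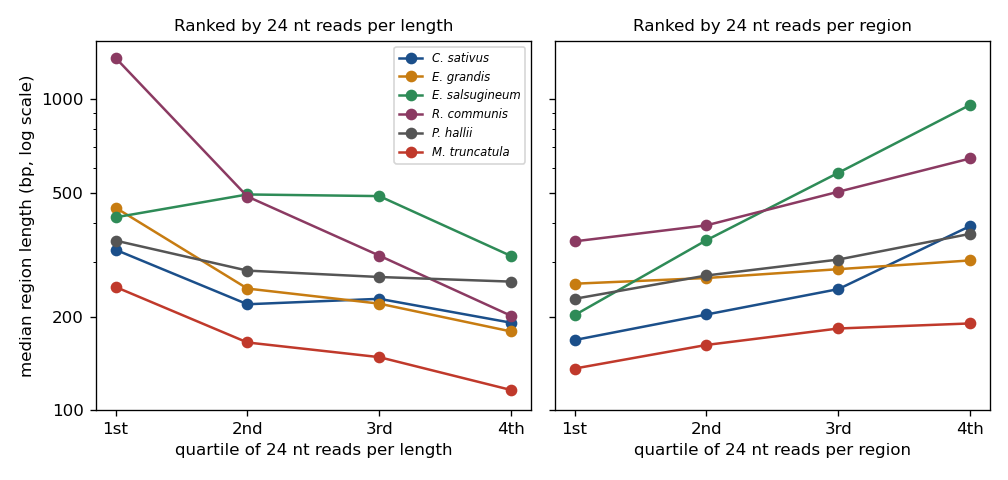
Median length of mCHH regions (bp, log scale) in quartiles of 24 nt siRNAs, with a line per species and 1 library each, over regions with at least 1 read of 24 nt. Ranked by reads per length (left) every line ends lower than it starts, and ranked by reads per region (right) every line ends higher.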

More small RNAs, in particular 24 nt siRNAs map to regions of higher mCHH methylation (Additional file 3: Figure S13) and these regions of high 24 nt siRNAs tend to be smaller in size (Additional file 3: Figure S14). This may be because RdDM is primarily found on the edges of transposons whereas other mechanisms predominate in regions of deep heterochromatin [31]. Using these results, we can make inferences into the architecture of the methylome.

mCHG and mCHH regions are more variable in both size and DNA methylation levels than mCG regions, as little variability in mCG regions was found between species (Additional file 3: Figure S11). For mCHG regions, the Brassicaceae differed the most having lower DNA methylation levels and *E. salsugineum* the lowest. This fits with *E. salsugineum* being a *cmt3* mutant and RdDM likely being responsible for residual mCHG [62]. However, the sizes of these regions are similar to other species, indicating that this has not resulted in fragmentation of these regions (Additional file 3: Figure S11). 

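The level of mCHH regions was spread differently in each of the 6 species analysed here. The middle 50% of regions had levels from 12.5 to 34.1% in *C. sativus*, 4.58 to 16.0% in *E. grandis*, 10.3 to 17.8% in *E. salsugineum*, 19.8 to 31.4% in *R. communis*, 3.69 to 9.43% in *P. hallii* and 15.3 to 40.7% in *M. truncatula*. Their median length was 210 bp in *C. sativus*, 205 bp in *E. grandis*, 391 bp in *E. salsugineum*, 308 bp in *R. communis*, 265 bp in *P. hallii* and 149 bp in *M. truncatula*, and the longest region was 38909 bp, in *E. salsugineum*. Each species has 1 set of regions here, so the differences have no replicate check. Across the 6 species the median level fell as coverage rose, with a Spearman's rho of -0.829 (exact permutation test over pairings, two-sided p = 0.0583, and 0.308 after Benjamini-Hochberg adjustment over 6 relations) and a Pearson's r of -0.504 (exact permutation test, p = 0.321, adjusted p = 0.48). Without *E. salsugineum* and *R. communis*, the species farthest from the median coverage, r was -0.995 over 4 species. With the coverage of the second *C. sativus* methylome, chosen after seeing the data, Spearman's rho was -0.486 (exact permutation test, p = 0.356). The median level rose with the genome-wide mCHH level of the species, with a Spearman's rho of 0.771 (exact permutation test, p = 0.103, adjusted p = 0.308) and a Pearson's r of 0.717 (exact permutation test, p = 0.0889, adjusted p = 0.408), and r was 0.539 without *E. grandis* and *R. communis*. With the non-conversion rate, rho was 0.257 (exact permutation test, p = 0.658, adjusted p = 0.79) and r was 0.519 (exact permutation test, p = 0.26, adjusted p = 0.48), and r was -0.226 without *E. salsugineum* and *R. communis*. None of these relations passed the adjustment. The non-conversion rate of *R. communis* comes from the chloroplast genome and the others from the lambda genome, so that relation mixes unlike measures. The variability of mCG and mCHG regions was not analysed here.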

The most variability was found in mCHH regions. 

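Of the Fabaceae, *M. truncatula* is the one whose regions were analysed here. Of its mCHH regions, 47.6% were above 25% mCHH, 28.5% were of 15 to 25%, 23.1% of 5 to 15% and 0.740% below 5%. By length the groups were more even, with 30.0% of the length of all its mCHH regions in those above 25%, 35.1% in those of 15 to 25% and 34.0% in those of 5 to 15%. Its methylome has no replicate.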

Within the Fabaceae, the bulk of mCHH regions in *G. max* and *P. vulgaris* are of lower DNA methylation in contrast to *M. truncatula* and *L. japonicus* (Additional file 3: Figure S11). As these lower methylated mCHH regions are larger in size (Additional file 3: Figure S12) and less targeted by 24 nt siRNAs (Additional file 3: Figure S13), it would appear that deep heterochromatin mechanisms, like those mediated by CMT2, are more predominant than RdDM in these species as compared to *M. truncatula* and *L. japonicus*. Indeed, the genomes of *G. max* and *P. vulgaris* are also larger than *M. truncatula* and *L. japonicus* (Additional file 2: Table S2). In the Poaceae, we also find that mCHH regions are more highly methylated, even though genome-wide, mCHH levels are lower (Additional file 3: Figure S11). This indicates that much of the mCHH in these genomes comes from smaller regions targeted by RdDM (Additional file 3: Figures S12 and S13), which is supported by RdDM mutants in *Z. mays* [42]. In contrast, previously discussed species like *M. esculenta*, *T. cacao*, and *V. vinifera* had mCHH regions of both low DNA methylation and small size which could indicate that effect of all mCHH pathways have been limited in these species (Additional file 3: Figure S12 and S13).

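Of the 6 species analysed here, *P. hallii* is the only grass. Its mCHH regions had a median level of 5.37%, the lowest of the 6, against 8.55% in *E. grandis*, 13.7% in *E. salsugineum*, 21.1% in *C. sativus*, 23.9% in *M. truncatula* and 25.2% in *R. communis*. It stayed the lowest by the mean over regions (8.73%), by the mean weighted by length (7.33%) and among regions of at least 100 bp (a median of 4.94%). The genome-wide mCHH level in Table S2 is 2.43% for *P. hallii*, 1.36% for *E. grandis*, 4.13% for *C. sativus*, 5.10% for *M. truncatula*, 6.12% for *E. salsugineum* and 12.0% for *R. communis*. A single grass with 1 methylome cannot be tested against 5 eudicots, and the other grasses were not analysed here. In the paper, *P. hallii* and *S. viridis* were the only grasses whose mCHH fell with gene number, so *P. hallii* may not stand for the family.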

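In *P. hallii*, regions above 25% mCHH made up 6.13% of the mCHH regions and 3.97% of their length, and held 20.7% of the mCHH in regions, measured as level times length because the files hold no read counts. With regions above 15% the share was 34.4%, in 9.26% of the length. In the eudicots, regions above 25% held 58.5% of the mCHH in regions in *R. communis*, 54.1% in *M. truncatula*, 49.8% in *C. sativus*, 23.5% in *E. grandis* and 9.21% in *E. salsugineum*. Regions below 5% held 26.0% of it in *P. hallii* and covered 54.2% of the length. The 24 nt reads per kb of *P. hallii* rose from 104.0 in regions below 5% to 183 in those of 5 to 15%, 525 in those of 15 to 25% and 2080.4 in those above 25%. From mCHH regions that are more highly methylated in the Poaceae while genome-wide mCHH is lower, the paper reasons that much of the mCHH of these genomes comes from smaller regions targeted by RdDM, with reference to the sizes of the regions, their small RNAs and RdDM mutants of *Z. mays*.

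**Figure D3:**
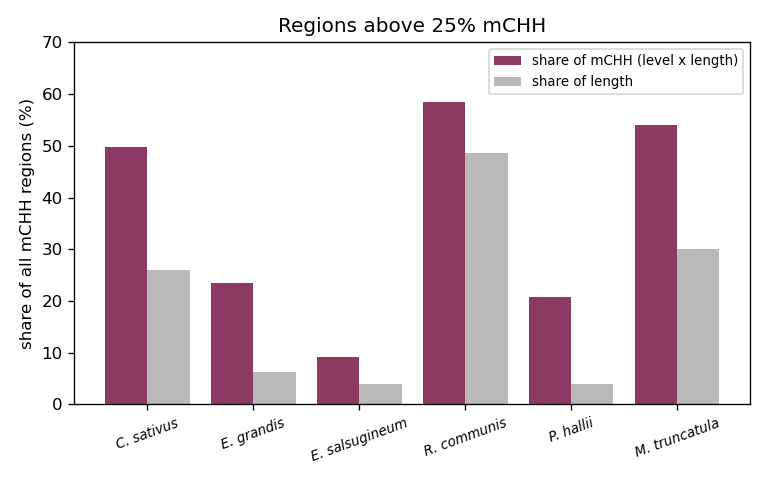
Regions above 25% mCHH in each of the 6 species, as their share (%) of level times length summed over all mCHH regions (dark bars) and of the length of all mCHH regions (light bars), from 1 set of regions per species. The dark bar of *P. hallii* stands at 20.7% and its light bar at 3.97%. The dark bar is the taller one in every species, which is fixed by the measure, since these regions have the highest levels.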

### DNA methylation of repeats

Genome-wide mCG and mCHG levels are related to the proliferation of repetitive elements. The extent which heterochromatin and repeats are represented among the genomes studied does vary with the completeness of the assembled genomes. Despite this, however, correlations were found between repeat number and mCG (*p* value = 3.0 × 10^–2^) and mCHG levels (*p* value = 4.9 × 10^–4^) (Fig. 3a, Additional file 1: Table S3). This likely explains the correlation of DNA methylation with genome size, as large genomes often have more repetitive elements [71, 72]. No such correlation between mCHH levels and repeat numbers was found (*p* value = 1) (Fig. 3a). This was unexpected given that mCHH is generally associated with repetitive sequences in many plant species [32, 73]. Both CDS mCHG and mCHH correlated with the total number of repeats (*p* value = 8.7 × 10^–3^, *p* value = 1.5 × 10^–2^, respectively), but CDS mCG did not (*p* value = 1) (Additional file 3: Figure S15A). CDS mCHG and mCHH were also correlated with the presence of repeats within gene bodies (exons, introns, and untranslated regions: mCHG *p* value = 1.6 × 10^–3^, mCHH *p* value = 2.0 × 10^–3^), whereas mCG was not (*p* value = 1) (Additional files 1 and 3: Table S3 and Figure S15b). Plotting the percentage of genes containing repeats against the total number of repeats showed a relationship between the percentage of repeat content in genes and total number of repeats (*p* value = 2.4 × 10^–6^) (Additional file 3: Figure S15C). After *Z. mays*, *B. vulgaris* has the highest percentage of genes containing repeats, much more so than expected given the total repeat content. This may explain in part why it has the highest CDS methylation levels.

**Fig. 3:**
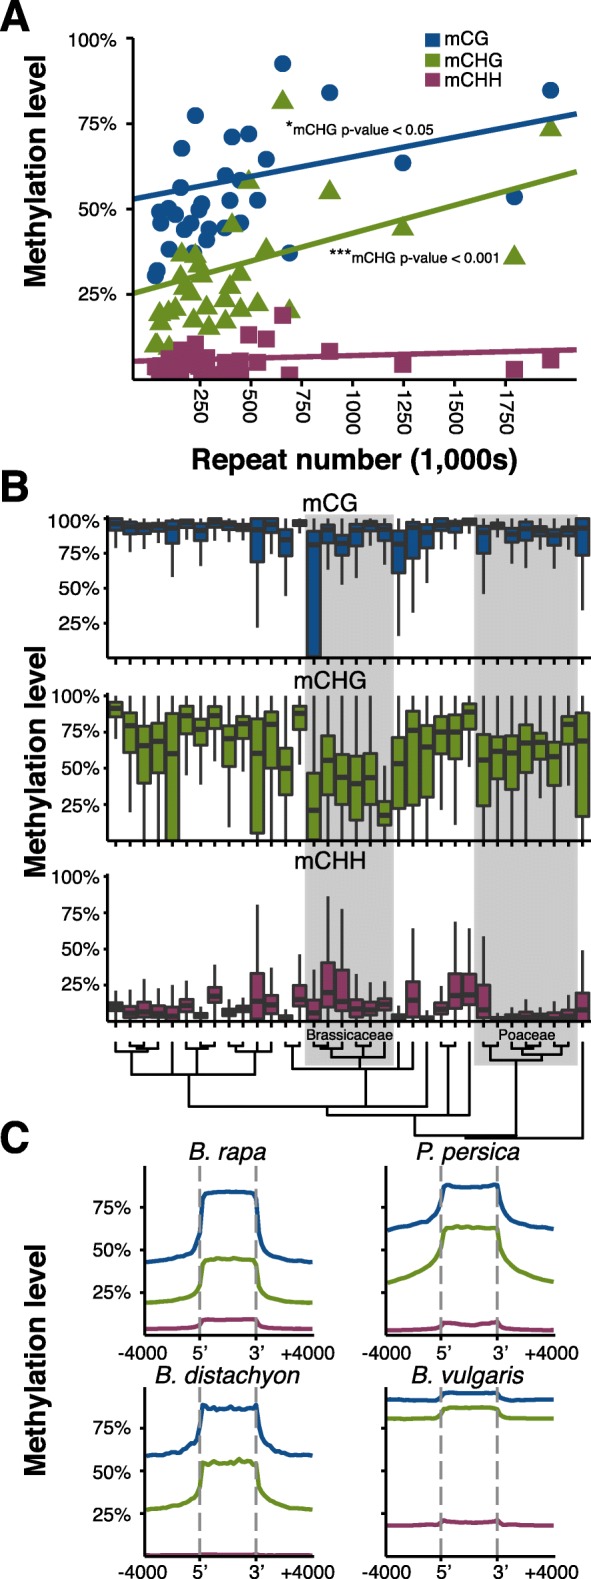
**a** Genome-wide methylation levels were correlated with repeat numbers for mCG (*blue*) and mCHG (*green*), but not for mCHH (*maroon*). Significant relationships are indicated. **b** Distribution of methylation levels for repeats in each species. **c** Patterns of methylation upstream, across, and downstream of repeats for mCG (*blue*), mCHG (*green*), and mCHH (*maroon*)

Considerable variation exists in DNA methylation patterns within repeats. Across all species, repeats were heavily methylated at CG sequences, but were more variable in CHG and CHH methylation (Fig. 3b). mCHG was typically high at repeats in most species, with the exception of the Brassicaceae, in particular *E. salsugineum*. Similarly, low levels of mCHH were found in most Poaceae. Across the body of the repeat, most species show elevated levels in all three DNA methylation sequence contexts as compared to outside the repeat (Fig. 3c, Additional file 3: S16). Again, several Poaceae species stood out, as *B. distachyon* and *Z. mays* showed little change in mCHH within repeats, fitting with the observation that mCHH is depleted in deep heterochromatic regions of the Poaceae.

### CG gene body methylation

DNA methylation within genes in all three contexts is associated with suppressed gene expression [33], whereas genes that are only mCG methylated within the gene body are often constitutively expressed genes [74–76]. We classified genes using a modified version of the binomial test described by Takuno and Gaut [45] into one of four categories: CG gene body methylated (hereafter gbM), mCHG, mCHH, and unmethylated (UM) (Additional files 3, 4, and 5: Figure S17 and Table S4). This approach enables a consistent and statistically based classification of genes, but cannot fully capture finer details such as the pattern of methylation. GbM genes are methylated at CG sites, but not at CHG or CHH. Non-CG contexts are often coincident with mCG, for example RdDM regions are methylated in all three contexts. We further classified non-CG methylated genes as mCHG genes (mCHG and mCG, no mCHH) or mCHH genes (mCHH, mCHG, and mCG). Genes with insignificant amounts of DNA methylation were classified as unmethylated.

Between species, the DNA methylation status of gbM can be conserved across orthologs [46]. The DNA methylation state of orthologous genes across all species was compared using *A. thaliana* as an anchor (Fig. 4a). *A. lyrata* and *C. rubella* are the most closely related to *A. thaliana* and also have the greatest conservation of DNA methylation status, with many *A. thaliana* gbM gene orthologs also being gbM genes in these species (~86.3 % and ~79.8 % of *A. thaliana* gbM genes, respectively). However, they also had many gbM genes that had unmethylated *A. thaliana* orthologs (~18.6 % and ~13.9 % of *A. thaliana* genes, respectively). Although gbM is generally “conserved” between species, this conservation breaks down over evolutionary distance with gains and losses of gbM in different lineages. In terms of total number of gbM genes, *M. truncatula* and *Mimulus guttatus* had the greatest number (Additional file 2: Table S2). However, when the percentage of gbM genes in the genome is taken into account (Fig. 4b), *M. truncatula* appeared similar to other species, whereas *M. guttatus* remained an outlier with ~60.7 % of all genes classified as gbM genes. The reason why *M. guttatus* has unusually large numbers of gbM loci is unknown and will require further investigation. In contrast, there has been considerable loss of gbM genes in *Brassica rapa* and *Brassica oleracea*, and a complete loss in *E. salsugineum*. This suggests that over longer evolutionary distance, the DNA methylation status of gbM varies considerably and is dispensable as it is lost entirely in *E. salsugineum*.

**Fig. 4:**
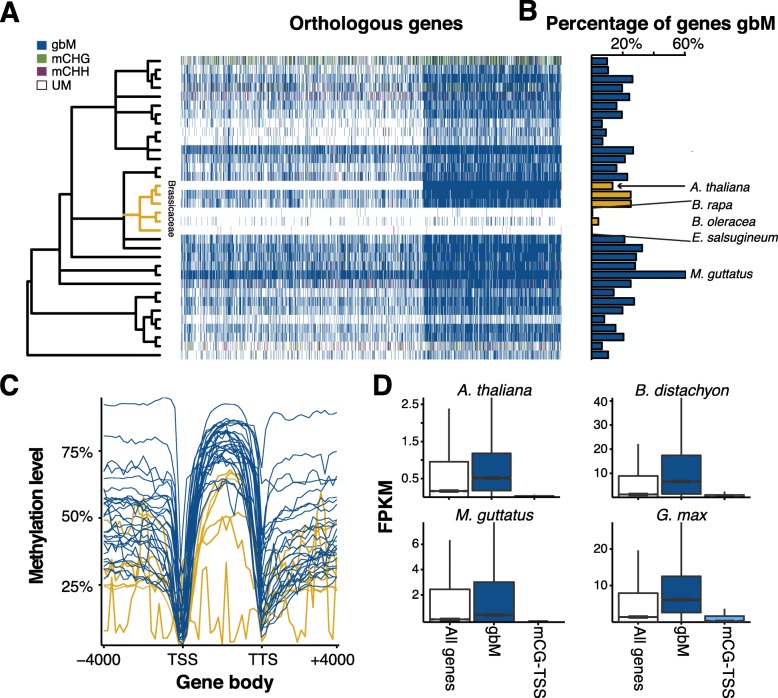
**a** *Heatmap* showing methylation state of orthologous genes (horizontal axis) to *A. thaliana* for each species (*vertical axis*). Species are organized according to phylogenetic relationship. **b** Percentage of genes in each species that are gbM (mCG only in coding sequences). The Brassicaceae are highlighted in *gold*. **c** The levels of mCG in upstream, across, and downstream of gbM genes for all species. Species in *gold* belong to the Brassicaceae and illustrate the decreased levels and loss of mCG. **d** gbM genes are more highly expressed, whereas mCG over the TSS (mCG-TSS) has reduced gene expression

GbM is characterized by a sharp decrease of DNA methylation around the transcriptional start site (TSS), increasing mCG throughout the gene body and a sharp decrease at the transcriptional termination site (TTS) [75, 76]. GbM genes identified in most species show this same trend and even have comparable levels of DNA methylation (Fig. 4c, Additional file 3: Figure S18). Here, too, the decay and loss of gbM in the Brassicaceae is observed as *B. rapa* and *B. oleracea* have the second and third lowest DNA methylation levels, respectively, in gbM genes; and *E. salsugineum* shows no canonical gbM having only a few genes that passed statistical tests for having enrichment of mCG in gene bodies. 

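Expression was analysed here in leaves of the grass *B. distachyon*, *B. rapa* and *C. sativus*, with 1 RNA-seq library each. The authors aligned the reads with Tophat, quantified transcripts with Cufflinks, and deposited a value in FPKM (fragments scaled to the length of the transcript and to the mapped fragments of the library) for every gene. Table S1 lists 25869724 reads for *B. distachyon*, 26046712 for *B. rapa* and 22455762 for *C. sativus*. FPKM values carry no fragment counts, so the precision of a single gene is unknown. The files list 31694 genes in *B. distachyon*, with a median of 1.23 FPKM and 71.5% of the genes above 0, 40492 in *B. rapa*, with a median of 0.655 FPKM and 70.5% above 0, and 21503 in *C. sativus*, with a median of 1.63 FPKM and 75.3% above 0. The 10 genes with the highest values took 32.8% of the summed FPKM in *C. sativus*, 19.4% in *B. distachyon* and 16.6% in *B. rapa*. Gene classes were taken from the part of Table S4 that was used here, 1999 genes of *B. distachyon* and 1999 of *B. rapa*, all of which have an FPKM value. They come from the start of each sheet, so they are not a random draw from the genome. The classes of *C. sativus* were not used here. Classes were compared by the difference of mean log2(FPKM + 1), which understates changes of low genes. Genes of one library are not replicates, so the difference was placed among those of 10000 random lists of the same size, as a description of these libraries.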

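In *B. distachyon*, the 566 gbM genes had a mean log2(FPKM + 1) of 3.03 and a median of 7.01 FPKM, and the 1256 UM genes a mean of 2.04 and a median of 1.67 FPKM. The difference of the means, 0.99, was above that of all 10000 random lists. An FPKM of at least 1 was reached by 80.9% of the gbM genes and 54.4% of the UM genes. The choice that moved the difference most was a pseudocount of 0.1, which gave 1.67. Genes above 0 FPKM alone gave a smaller difference, 0.641, also above that of all 10000 random lists. The gbM gene with the highest value was Bradi1g15290, with 11557 FPKM. In *B. rapa* the part of Table S4 used here holds 3 gbM genes and 1920 UM genes. The gbM genes had a mean log2(FPKM + 1) of 2.47 and a median of 3.53 FPKM, and the UM genes a mean of 1.91 and a median of 1.07 FPKM. The difference, 0.56, lay at percentile 70.9 of the random lists, so 3 genes do not stand apart from UM genes at this size. Among genes above 0 FPKM it was -0.0062. Of the gbM genes in *B. rapa*, Brara.A01980 had the highest value, 21.3 FPKM.

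**Figure D4:**
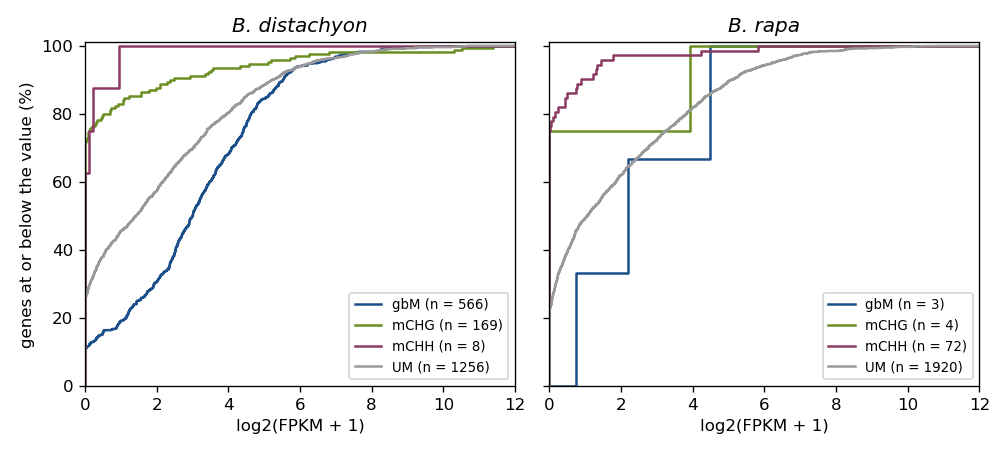
Cumulative share (%) of genes at or below each log2(FPKM + 1), by methylation class, in *B. distachyon* (left) and *B. rapa* (right), from 1 library each and the part of Table S4 used here. In *B. distachyon* the line of the gbM genes lies to the right of the line of the UM genes over most of the range, and in both species the lines of genes with non-CG methylation start higher at 0, with 71.6% of mCHG genes at 0 FPKM in *B. distachyon* and 75.0% of mCHH genes in *B. rapa*.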

As has previously been found [75, 76], gbM genes are more highly expressed as compared to UM and non-CG (mCHG and mCHH) genes (Fig. 4d, Additional file 3: Figure S19). The exception to this is *E. salsugineum* where the few genes that showed statistically significant amounts of mCG have almost no expression, supporting that they are not truly gbM genes but instead statistical anomalies associated with high numbers of statistical tests. A subset of unexpressed genes with mCG methylation was found, and in some cases, had higher mCG methylation around the TSS (mCG-TSS). Using previously identified mCG regions we identified genes with mCG overlapping the TSS, but lacking either mCHG or mCHH regions within or near genes. These genes had suppressed expression (Fig. 4d, Additional file 3: Figure S19) showing that although mCG is not repressive in gene-bodies, it can be when found around the TSS.

GbM genes are known to have many distinct features in comparison to UM genes. They are typically longer, have more exons, the observed number of CG dinucleotides in a gene are lower than expected given the GC content of the gene ([O/E]), and have previously been reported to evolve more slowly [45, 46]. We compared gbM genes to UM genes for each of these characteristics, using *A. thaliana* as the base for pairwise comparison for all species except the Poaceae where *O. sativa* was used (Additional files 3 and 6: Tables S5 and S6). With the exception of *E. salsugineum*, which lacks canonical gbM, these genes were longer and had more exons than UM genes (Additional files 3 and 6: Tables S5 and S6). Most gbM genes also had a lower CG [O/E] than UM genes, except for six species, four of which had a greater CG [O/E]. These included both *M. guttatus* and *M. truncatula*, which had the greatest number of gbM genes of any species. Recent conversion of previously UM genes to a gbM status could in part explain this effect. Previous studies have shown that gbM orthologs between *A. thaliana* and *A. lyrata* [45] and between *B. distachyon* and *O. sativa* [46] are more slowly evolving than UM orthologs. We verified this result for *A. thaliana* and *A. lyrata*. Within dicots, this result remains over short evolutionary distances, but it breaks down over greater distances with gbM genes typically evolving at equivalent rates as UM and, in some cases, faster rates (Additional files 3 and 6: Tables S5 and S6). Between *B. distachyon* and *O. sativa*, and across the Poaceae, we found the opposite result. GbM genes typically were evolving at faster rates (Additional files 3 and 6: Tables S5 and S6). To increase the robustness of our analyses across such diverse species, we incorporated several differences in our methods and choice of molecular evolution model, which could account for these discrepancies (see “Methods”). Why gbM genes are evolving at faster rates in the Poaceae is unknown and future studies will be needed to resolve this.

### Non-CG methylated genes

Non-CG methylation exists within genes and is known to suppress gene expression [16, 18, 77–79]. Differences in annotation quality could lead to some transposons being misannotated as genes and thus as targets of non-CG methylation. However, work in both *A. thaliana* and *G. max* have shown that some percentage of protein-coding genes do indeed contain non-CG methylation [3, 12]. In many species there were genes with significant amounts of mCHG and little to no mCHH. High levels of mCHG within *Z. mays* genes is known to occur, especially in intronic sequences due in part to the presence of transposons [80]. Based on this difference in DNA methylation, mCHG and mCHH genes were maintained as separate categories (Additional files 4 and 5: Table S4). The DNA methylation profiles of mCHG and mCHH genes often resembled that of repeats (Fig. 5a, Additional file 3: Figure S18). Both mCHG and mCHH genes are associated with reduced expression levels (Fig. 5b, Additional file 3: Figure S19). 

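In *B. distachyon*, the 169 mCHG genes had a mean log2(FPKM + 1) of 0.72, which was 1.61 below the mean of the other classified genes and below that of all 10000 random lists. An FPKM of at least 1 was reached by 17.2% of them. The 8 mCHH genes had a mean of 0.16, a difference of -2.05 that 2 of the 10000 random lists went below, and none of them reached 1 FPKM. In *B. rapa*, the 72 mCHH genes had a mean of 0.30, a difference of -1.61 from the other classified genes and lower than in all 10000 random lists, and 9.72% of them reached 1 FPKM. The 4 mCHG genes of *B. rapa* had a mean of 0.98, and their difference of -0.87 lay at percentile 23.4 of the random lists, so they do not stand apart at this size. With genes above 0 FPKM only, the difference of the mCHG genes in *B. distachyon* was -0.44 (48 genes, percentile 8.04, within the central 95% of the lists), that of the mCHH genes in *B. rapa* was -1.28 (18 genes, percentile 0.25), and that of the mCHH genes in *B. distachyon* was -2.56 (3 genes, percentile 0.34). Single genes departed from their class: Bradi1g05750, an mCHG gene of *B. distachyon*, had 2666 FPKM, and Brara.A01740, an mCHH gene of *B. rapa*, had 55.3 FPKM. The highest values in the smaller classes were 0.924 FPKM for Bradi1g12475 among the mCHH genes of *B. distachyon* and 14.3 FPKM for Brara.A00172 among the mCHG genes of *B. rapa*. The paper states from the plots of these classes against all genes that both are associated with lower expression.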

As mCHG methylation is present in mCHH genes, this may indicate that mCHG alone is sufficient for reduced gene expression. It was also observed that *Cucumis sativus* has an unusual pattern of mCHH in many highly expressed genes, although this pattern was not observed in a second *C. sativus* sample and will require further study to understand the basis for this difference (Additional file 3: Figure S20). The number of genes possessing non-CG types of DNA methylation ranged from as low as ~3 % of genes (*M. esculenta*) to as high as ~32 % of genes (*F. vesca*) (Fig. 5c). In all the Poaceae, mCHG genes made up at least ~5 % of genes and typically more. In contrast, mCHG genes were relatively rare in the Brassicaceae where mCHH genes were the predominant type of non-CG genes.

**Fig. 5:**
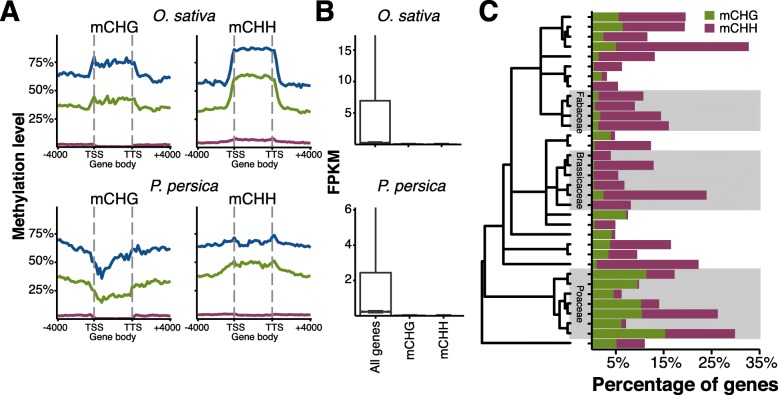
**a** Methylation levels for mCG (*blue*) (mCG only in coding sequences), mCHG (*green*) (mCG and mCHG in coding sequences), and mCHH (*maroon*) (mCG, mCHG, and mCHH in coding sequences) were plotted upstream, across, and downstream of mCHG and mCHH genes. **b** Gene expression of mCHG and mCHH genes vs. all genes. **c** The percentage of mCHG and mCHH genes per species. Species are arranged by phylogenetic relationship

Unlike gbM genes, there was no conservation of DNA methylation status across orthologs of mCHG and mCHH genes (Additional file 3: Figure S21). For many non-CG methylated genes, orthologs were not identified based on our approach of reciprocal best BLAST hit. For example, orthologs were found for only 488 of 999 of *A. thaliana* mCHH genes across all species. Previous comparisons of *A. thaliana*, *A. lyrata*, and *C. rubella* have shown no conservation of non-CG methylation between orthologs within the Brassicaceae [48]. However, we did observe some conservation based on gene ontology (GO). The same GO terms were often enriched in multiple species (Additional files 3 and 7: Figure S22 and Table S7). The most commonly enriched terms were involved in proteolysis, cell death, and defense responses; these processes could have profound effects on normal growth and development and may be developmentally or environmentally regulated. There was also enrichment in many species for genes related to electron-transport chain processes, photosynthetic activity, and other metabolic processes. Further investigation of these genes revealed that many are orthologs to chloroplast or mitochondrial genes, suggesting that they may be recent transfers from the organellar genome. The transfer of organellar genes to the nucleus is a frequent and ongoing process [81, 82]. Although DNA methylation is not found in chloroplast genomes, transfer to the nucleus places them in a context where they can be methylated, contributing to the mutational decay of these genes via deamination of methylated cytosines [83].

Transposable element insertions near or within genes can be one cause of non-CG methylated genes. To test this, we looked for enrichment of TEs upstream, within, and downstream of gbM, mCHG, and mCHH genes (Additional file 3: Figure S23). For the majority of species, TEs were indeed enriched near or within non-CG methylated genes. There were exceptions, however, as in both *S. lycopersicum* and *Z. mays*, there was no enrichment of TEs associated with these genes. Surprisingly, there was enrichment for TEs associated with gbM genes in many species. In large genomes like *Z. mays*, nearly every gene is associated with a TE in some way, indicating that the presence of an associated TE alone is not the only cause of non-CG methylation within genes.

### Non-coding sequences and regulatory regions

Outside of the gene body, DNA methylation might have an impact on gene expression through the DNA methylation of neighboring transcription factor binding sites (TFBS) or other regulatory elements. To date, there is limited in vivo evidence of such effects in plants, although the recent example of *repressor of silencing 1* (*ROS1*) hints at this possibility [84, 85]. In vitro evidence also supports the possibility of DNA methylation inhibiting and in some cases, promoting, transcription factor binding [86]. Conserved non-coding sequences contain many important regulatory elements, including TFBS [87, 88]. We identified CNS regions for a sample of species across the phylogeny and plotted DNA methylation levels (Fig. 6a, Additional file 3: Figure S24). DNA methylation in all three contexts was depleted across these regions, compared to outside. Locations of CNS regions were defined as either proximal (within 1 kbps), distal (>1 kbps), within untranslated regions (UTR), or within introns. Similar patterns were observed for CNS regions whether they were located proximally or distally to a gene (Additional file 3: Figure S24). UTR and intronic CNS sequences do show elevated levels of mCG in comparison, which might result from elevated mCG levels across the gene bodies of gbM genes. In *Z. mays*, high mCHH is enriched in the upstream and downstream regions of highly expressed genes and are termed mCHH islands [36, 37]. We identified mCHH islands 2 kb upstream and downstream of annotated genes for each species, finding that the percentage of genes with such regions varied considerably across species (Fig. 6b). Although some species other than *Z. mays* also show an association between mCHH islands and gene expression, many showed no such association, indicating no universal causal relationship between the two (Fig. 6c, Additional file 3: Figure S25). As has been observed previously in *Z. mays*, mCG and mCHG levels are generally higher on the distal side of the mCHH island to the gene (Fig. 6d, Additional file 3: Figure S26) [37]. However, this difference in DNA methylation level is much less pronounced in most other species as compared to *Z. mays* (Additional file 3: Figure S26). It is thought that these differences in DNA methylation on proximal versus distal sides of mCHH islands mark euchromatin-heterochromatin boundaries [37]. Indeed, mCHH islands are often associated with transposons [36, 37], however, there was no correlation found between the total number of repeats in the genome and the number of genes with mCHH islands (Additional files 1 and 3: Table S3 and Figure S27a). When correlated to the percentage of genes with repeats 2 kb upstream or downstream, both upstream and downstream mCHH islands are correlated (upstream *p* value = 4.5 × 10^–5^, downstream *p* value = 9.3 × 10^–4^) (Additional files 1 and 3: Table S3 and Figure S27b). While there was a correlation between the total repeat content and the percentage of upstream and downstream repeats (upstream *p* value = 1.3 × 10^–2^, downstream *p* value = 1.6 × 10^–3^), there were numerous outlying species which may explain the lack of correlation between mCHH islands and total repeat content (Additional files 1 and 3: Table S3 and Figure S27c). This supports a hypothesis that transposon distribution as opposed to transposon load alone is critical in shaping the epigenome.

**Fig. 6:**
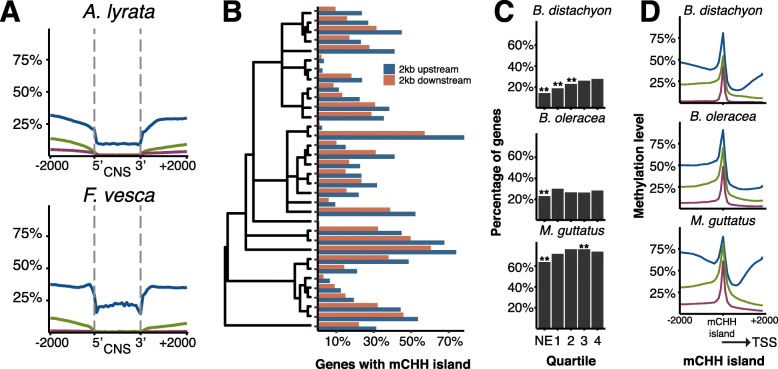
**a** Patterns of methylation across conserved non-coding sequences (CNS) for mCG (*blue*), mCHG (*green*), and mCHH (*maroon*). **b** Percentage of genes with mCHH islands 2 kb upstream or downstream. **c** Association of upstream mCHH islands with gene expression. Genes are divided into not-expressed (NE) and quartiles of increasing expression. ** indicates a difference in proportion from the fourth quartile at *p* < 0.01. **d** Patterns of upstream mCHH islands for mCG (*blue*), mCHG (*green*), and mCHH (*maroon*)

## Discussion and conclusions

We present the methylomes of 34 angiosperm species in a phylogenetic framework using comparative epigenomics, which enables the study of DNA methylation in an evolutionary context. Extensive variation was found between species, both in levels of DNA methylation and distribution of DNA methylation, with the greatest variation being observed in non-CG contexts. The Brassicaceae show overall lower mCHG levels and reduced numbers of gbM genes, leading to a complete loss in *E. salsugineum*, that is associated with loss of CMT3 [62]. Whereas in the Poaceae, mCHH levels are typically lower than that in other species. The Poaceae have a distinct epigenomic architecture compared to eudicots, with mCHH often depleted in deep heterochromatin and enriched in genic regions. We also observed that many species with a history of clonal propagation tend to have lower mCHH levels, suggesting a potential effect. Epigenetic variation induced by propagation techniques can be of agricultural and economic importance [89], and understanding the effects of clonal propagation will require future studies over multiple generations. Evaluation of per-site DNA methylation levels, methylated regions, their structure, and association with small RNAs suggests that there are differences in the predominance of various molecular pathways.

Variation exists within features of the genome. Repeats and transposons show variation in their DNA methylation level and distribution with impacts on DNA methylation within genes and regulatory regions. Although gbM genes do show many conserved features, this breaks down with increasing evolutionary distance and as gbM is gained or lost in some species. GbM is known to be absent in the basal plant species *Selaginella moellendorffii* (lycophyte) [44], *Physcomitrella patens* (moss) [44], and *Marchantia polymorpha* (liverwort) [47]. That it has also been lost in the angiosperm *E. salsugineum* indicates that it is dispensable over evolutionary time [58]. Non-CG methylation shows no conservation at the level of individual genes, which indicates that it is gained and lost in a lineage specific manner. It is an open question as to the evolutionary origins of non-CG methylation within genes. This type of DNA methylation within in genes is typically associated with the presence of upstream or downstream TEs. However, species like *Z. mays* are an exception, with nearly every gene associated with TEs, suggesting that other causes might also exist. Many non-CG genes lack orthologous genes, which could indicate a preferential targeting of de novo genes, as in the case of the *qua-quine starch* (*QQS*) gene in *A. thaliana* [19]. At a higher order level, there appears to be a commonality in what categories of genes are targeted, as many of the similar functions are enriched across species. Other features, such as conserved non-coding sequences, and mCHH islands are also examined. CNS regions show depletion of all type of DNA methylation, hinting that DNA methylation may have an inhibitory role at regulatory regions. While mCHH islands are not conserved and show extensive variation that is associated with the distribution of repeats upstream and downstream of genes.

This study demonstrates that widespread variation in DNA methylation exists between flowering plant species. For many species, this is the first reported methylome and methylome browsers for each species have been made available to serve as a resource (http://schmitzlab.genetics.uga.edu/plantmethylomes). Historically, our understanding has come primarily from *A. thaliana*, which has served as a great model for studying the mechanistic nature of DNA methylation. However, the extent of variation observed previously [47, 48] and now shows that there is still much to be learned about underlying causes of variation in this molecular trait. Due to its role in gene expression and its potential to vary independently of genetic variation, understanding these causes will be necessary to a more complete understanding of the role of DNA methylation underlying biological diversity.

## Methods

### MethylC-seq and analysis

In plants, DNA methylation is highly stable between tissues and across generations [15, 48], showing little variation between replicates. DNA was isolated from leaf tissue and MethylC-seq libraries for each species were prepared as previously described [53]. Previously published datasets were obtained from public databases and reanalyzed [12, 15, 36, 48, 54–56, 62, 90]. Genome sequences and annotations for most species were downloaded from Phytozome 10.1 (http://phytozome.jgi.doe.gov/pz/portal.html) [51]. The *L. japonicus* genome was downloaded from the *Lotus japonicus* Sequencing Project (http://www.kazusa.or.jp/lotus/) [49], the *B. vulgaris* genome was downloaded from the *Beta vulgaris* Resource (bvseq.molgen.mpg.de/) [52], and the *C. sativa* genome from the *C. sativa* (*Cannabis*) Genome Browser Gateway (http://genome.ccbr.utoronto.ca/cgi-bin/hgGateway) [50]. As gene annotations for *S. viridis* were not available, gene models from the closely related *S. italica* were mapped onto the *S. viridis* genome using Exonerate [91] and the best hits retained. As repeat annotations were unavailable for 12 of the species studied, RepeatMasker [92] was used to annotate repetitive elements and transposons using plant repetitive element sequences downloaded from Repbase [93] and *A. thaliana* transposable element sequences [20].

Sequencing data for each species was aligned to their respective genome (Additional file 1: Table S1) [20, 49–52, 54, 94–116] and methylated sites called using previously described methods [117]. In brief, reads were trimmed for adapters and quality using Cutadapt [118] and then mapped to both a converted forward strand (all cytosines to thymines) and converted reverse strand (all guanines to adenines) using bowtie [119]. Reads that mapped to multiple locations and clonal reads were removed. The non-conversion rate (rate at which unmethylated cytosines failed to be converted to uracil) was calculated by using reads mapping to the lambda genome or the chloroplast genome if available (Additional file 1: Table S1). Cytosines were called as methylated using a binomial test using the non-conversion rate as the expected probability followed by multiple testing correction using Benjamini–Hochberg false discovery rate (FDR). A minimum of three reads mapping to a site was required to call a site as methylated. Data are available at the Plant Methylome DB http://schmitzlab.genetics.uga.edu/plantmethylomes.

### Phylogenetic tree

A species tree was constructed using BEAST2 [120] on a set of 50 previously identified single copy loci [69]. Protein sequences were aligned using PASTA [121] and converted into codon alignments using custom Perl scripts. Gblocks [122] was used to identify conserved stretches of amino acids and then passed to JModelTest2 [123, 124] to assign the most likely nucleotide substitution model.

### Genome-wide analyses

Genome-wide weighted methylation was calculated from all aligned data by dividing the total number of aligned methylated reads to the genome by the total number of methylated plus unmethylated reads [57]. To determine per-site methylation levels, the weighted methylation for each cytosine with at least 3 reads of coverage was calculated and this distribution plotted. Symmetry plots were constructed by identifying paired symmetrical cytosines with sequencing coverage and plotting the per-site methylation level of the cytosine on the Watson strand against the per-site methylation level of the Crick strand. An *A. thaliana cmt3* mutant was used to empirically determine the per-site methylation level at which symmetrical methylation disappeared [62] at 40 %. Methylated symmetrical pairs above this level were considered to be symmetrically methylated, while those below as asymmetrical. Correlations between methylation levels, genome sizes, and gene numbers were done in R and corrected for phylogenetic signal using the APE [125], phytools [126], and NLME packages assuming a model of Brownian motion. In total, 22 comparisons were conducted (Additional file 1: Table S3) and a *p* value < 0.05 after Bonferroni correction. Distribution of methylation levels and genes across chromosomes was conducted by dividing the genome into 100 kb windows, sliding every 50 kb using BedTools [127] and custom scripts. Pearson’s correlation between gene number and methylation level in each window was conducted in R. Weighted methylation levels for each repeat were calculated using custom python and R scripts.

### Methylated regions

Methylated regions were defined independent of genomic feature by methylation context (CG, CHG, or CHH) using BEDTools [127] and custom scripts. For each context, only methylated sites in that respective context were considered and used to define the region. The genome was divided into 25 bp windows and all windows that contained at least one methylated cytosine in the context of interest were retained. Windows were merged if they were within 100 bp of each other. The merged windows were then refined so that the first methylated cytosine became the new start position and the last methylated cytosine new end position. Number of methylated sites and methylation levels for that region was then recalculated for the refined regions. A region was retained if it contained at least five methylated cytosines and then split into one of four groups based on the methylation levels of that region: group 1, < 0.05 %; group 2, 5–15 %; group 3, 15–25 %; group 4, > 25 %. Size of methylated regions were determined using BedTools.

### Small RNA (sRNA) cleaning and filtering

Libraries for *B. distachyon*, *C. sativus*, *E. grandis*, *E. salsugineum*, *M. truncatula*, *P. hallii*, and *R. communis* were constructed using the TruSeq Small RNA Library Preparation Kit (Illumina Inc). Small RNA-sequencing (RNA-seq) datasets for additional species were downloaded from GEO and the SRA and reanalyzed [15, 54, 55, 101, 128, 129]. The small RNA toolkit from the UEA computational Biology lab was used to trim and clean the reads [130]. For trimming, 8 bp of the 3’ adapter was trimmed. Trimmed and cleaned reads were aligned using PatMan allowing for zero mismatches [131]. BedTools [127] and custom scripts were used to calculate overlap with mCHH regions.

### Gene-level analyses

Genes were classified as gbM, mCHG, or mCHH by applying a binomial test to the number of methylated sites in a gene [45] (Additional files 3, 4 and 5: Figure S17 and Table S4). The total number of cytosines and the methylated cytosines were counted for each context for the coding sequences (CDS) of the primary transcript for each gene. A single expected methylation rate was estimated for all species by calculating the percentage of methylated sites for each context from all sites in all coding regions from all species. We restricted the expected methylation rate to only coding sequences as the species study differ greatly in genome size, repeat content, and other factors that impact genome-wide methylation. Furthermore, it is known that some species have an abundance of transposons in UTRs and intronic sequences, which could lead to misclassification of a gene. A single value was calculated for all species to facilitate comparisons between species and to prevent setting the expected methylation level to low, as in the case of *E. salsugineum*, or to high, as in the case of *B. vulgaris*, which would further lead to misclassifications.

A binomial test was applied to each gene for each sequence context and *q*-values calculated by adjusting *p* values by Benjamini–Hochberg FDR. Genes were classified as gbM if they had reads mapping to at least 20 CG sites and has *q*-value < 0.05 for mCG and a *q*-value > 0.05 for mCHG and mCHH. Genes were classified as mCHG if they had reads mapping to at least 20 CHGs, a mCHG *q*-value < 0.05, and a mCHH *q*-value > 0.05. As mCG is commonly associated with mCHG, the *q*-value for mCG was allowed to be significant or insignificant in mCHG genes. Genes were classified as mCHH if they had reads mapping to at least 20 mCHH sites and a mCHH *q*-value < 0.05. *Q*-values for mCG and mCHG were allowed to be anything as both types of methylation are associated with mCHH. mCG-TSS genes were identified by overlap of mCG regions with the TSS of each gene and the absence of any mCHG or mCHH regions within the gene or 1000 bp upstream or downstream.

TEs mapping to within 2000 bp upstream, within, or 2000 bp downstream of a gene were identified using BedTools. GbM, mCHG, and mCHH genes were then tested for enrichment of TEs upstream, within, or downstream using Fisher’s exact test against the background of all the genes in a genome. GO terms for each gene were downloaded from phytozome 10.1 (http://phytozome.jgi.doe.gov/pz/portal.html) [51]. GO term enrichment was performed using the parentCHILD algorithm [132] with the F-statistic as implemented in the topGO module in R. Multiple testing correction was then applied using the Benjamini–Hochberg procedure. GO terms were considered significant with a *q*-value < 0.05.

### Exon number, gene length, and [O/E]

For each species, the general feature format 3 (gff3) file from phytozome 10.1 [51] was used to determine exon number and coding sequence length (base pairs, bp) for each annotated gene (hereafter referred to as CDS). Additionally, for each full length CDS (starting with the start codon ATG and ending with one of the three stop codons TAA/TGA/TAG), from the phytozome 10.1 [51] primary CDS fasta file, the CG [O/E] ratio was calculated, which is the observed number of CG dinucleotides relative to that expected given the overall G + C content of a gene. Differences for these genic features between gbM and UM genes were assessed using permutation tests (100,000 replicates) in R, with the null hypothesis being no difference between the gbM and UM methylated genes.

### Identifying orthologs and estimating evolutionary rates

Substitution rates were calculated between CDS pairs of monocots to *O. sativa* and dicots to *A. thaliana*. Reciprocal best BLAST with an e-value cutoff of ≤ 1E-08 was used to identify orthologs between dicot-*A. thaliana* and monocot-*O. sativa* pairs. Individual CDS pairs were aligned using MUSCLE [133], insertion-deletion (indel) sites were removed from both sequences, and the remaining sequence fragments were shifted into frame and concatenated into a contiguous sequence. A ≥ 30 bp and ≥ 300 bp cutoff for retained fragment length after indel removal and concatenated sequence length was implemented, respectively. Coding sequence pairs were separated into each combination of methylation (i.e. gbM-gbM and UM-UM). The *yn00* (Yang-Neilsen) [134] model in the program PAML for pairwise sequence comparison was used to estimate synonymous substitution rates, non-synonymous substitution rates, and adaptive evolution (*dS*, *dN*, and ω, respectively) [135]. Differences in rates of evolution between methylated and unmethylated pairs were assessed using permutation tests (100,000 replicates) in R, with the null hypothesis being no difference between the gbM and UM methylated genes.

### RNA-seq mapping and analysis

RNA-seq datasets [12, 15, 48, 54, 62, 101, 109, 129, 136–140] were downloaded from the Gene Expression Omnibus (GEO) and the NCBI Short Read Archive (SRA) for reanalysis. *B. distachyon* and *C. sativus* RNA-seq libraries were constructed using Illumina TruSeq Stranded mRNA Library Preparation Kit (Illumina Inc.) and sequenced on a NextSeq500 at the Georgia Genomics Facility. Reads were aligned using Tophat v2.0.13 [141] supplied with a reference genome feature file (GFF) with the following arguments -I 50000 --b2-very-sensitive --b2-D 50 (Additional file 1: Table S1). Transcripts were then quantified using Cufflinks v2.2.1 [142] supplied with a reference GFF.

### Conserved non-coding sequences

The CNS Discovery Pipeline 3.0 [88] was used to call conserved non-coding sequences through pair-wise comparison of closely related species (*A. lyrata-A. thaliana*, *B. distachyon-O. sativa*, *F. vesca-P. persica*, *G. raimondii-T. cacao*, *M. esculenta-P. trichocarpa*). As the genomes of some species analyzed here are as yet unpublished, we restricted our analysis to a representative subset of species with published genomes taken from across the phylogeny. CNS regions were defined as 5’ distal, 5’ proximal, intronic, 3’ proximal, and 3’ distal by the CNS Discovery Pipeline 3.0. Coordinates for CNS regions were extracted and methylation levels calculated across 2 kb upstream, across the CNS, and 2 kb downstream. BED files of called CNS regions are available at GitHub (https://github.com/chadn737/Widespread-natural-variation-of-DNA-methylation-within-angiosperms).

### mCHH islands

mCHH islands were identified for both upstream and downstream regions as previously described [37]. Briefly, methylation levels were determined for 100 bp windows across the genome. Windows of 25 % or greater mCHH with at least five methylated CHH sites, were identified 2 kb upstream and downstream of genes. Genes with more missing data in more than half the neighboring windows were removed. Methylation levels were then plotted centered on the window of highest mCHH, extending 2 kb in both directions. Genes associated with mCHH islands were categorized as non-expressed (NE) or divided into one of four quartiles based on their expression level. Differences in the proportions of each expression quartiles were determined in a pair-wise manner using prop.test in R with *p* value < 0.01 [37].

## Additional files

Additional file 1: Supplemental Tables and Figures. **Table S1**, **Table S3**, and **Figures S1**–**10**. (PDF 16677 kb) Additional file 2: Table S2. Trait and feature information for each species. (XLSX 15 kb) Additional file 3: Supplemental Table and Figures. **Table S5** and **Figures S11**-**27**
Additional file 4: Table S4. Classification of gene methylation status: part A species *A. thaliana* through *L. japonicus*. (XLSX 10029 kb) Additional file 5: Table S4. Classification of gene methylation status: part B species *M. domestica* through *Z. mays*. (XLSX 10996 kb) Additional file 6: Table S6. Summary statistics for evolutionary analysis of gbM genes. (XLSX 31 kb) Additional file 7: Table S7. GO term enrichment for each gene class and the species for which that GO term is enriched in.

# Supplementary material for: Widespread natural variation of DNA methylation within angiosperms
**Source:** Genome Biol. 2016 Sep 27;17:194. doi: 10.1186/s13059-016-1059-0
**Supplement:** Additional file 1: — Supplemental Tables and Figures. Table S1, Table S3, and Figures S1–10.

| Table S1: Sample descriptions and alignment statistics |                      |                                                               |                            |                            |                          |
|--------------------------------------------------------|----------------------|---------------------------------------------------------------|----------------------------|----------------------------|--------------------------|
| Methylomes                                             |                      |                                                               |                            |                            |                          |
| Sample<br>(*previously published)                      | Accession            | Genome version<br>(Ref chr, C = chloro-<br>plast, L = lambda) | Non-clonal<br>unique reads | Non-conversion<br>rate (%) | Coverage<br>(per-strand) |
| <i>A. lyrata</i> *                                     | MN47                 | v1.0 (L)                                                      | 44,841,137                 | 0.32                       | 10.9                     |
| <i>A. thaliana</i> *                                   | Col-0                | TAIR10 (C)                                                    | 47,350,526                 | 0.49                       | 17.5                     |
| <i>A. trichopoda</i> *                                 | Santa Cruz 75        | v1.0 (L)                                                      | 49,237,779                 | 1.64                       | 1.7                      |
| <i>B. distachyon</i>                                   | Bd21                 | v2.1 (C)                                                      | 64,662,118                 | 0.57                       | 11.9                     |
| <i>B. oleracea</i>                                     | TO1000               | v1.0 (L)                                                      | 70,770,309                 | 0.34                       | 7.2                      |
| <i>B. rapa</i>                                         | FPsc                 | FPsc V1.3 (C)                                                 | 43,120,536                 | 0.33                       | 7.6                      |
| <i>B. vulgaris</i>                                     | KWS2320              | v1.1 (L)                                                      | 33,057,401                 | 0.51                       | 4.4                      |
| <i>C. clementina</i>                                   | Clemenules (haploid) | v1.0 (L)                                                      | 34,028,800                 | 0.47                       | 5.6                      |
| <i>C. rubella</i> *                                    | MTE                  | v1.0 (L)                                                      | 28,247,233                 | 0.35                       | 10.6                     |
| <i>C. sativa</i>                                       | Purple Kush          | canSat3 (L)                                                   | 94,348,984                 | 0.51                       | 8.8                      |
| <i>C. sativus</i>                                      | Gy14                 | v1.0 (L)                                                      | 18,452,977                 | 0.49                       | 4.5                      |
| <i>E. grandis</i>                                      | BRAZUS1              | v1.1 (L)                                                      | 77,856,975                 | 0.50                       | 5.6                      |
| <i>E. salsugineum</i>                                  | Shandong             | v1.0 (L)                                                      | 52,132,901                 | 0.40                       | 10.7                     |
| <i>F. vesca</i>                                        | Hawaii 4             | v1.1 (C)                                                      | 134,885,832                | 0.31                       | 28.1                     |
| <i>G. max</i> *                                        | LD                   | w82.a2.v1 (C)                                                 | 134,770,631                | 0.61                       | 6.9                      |
| <i>G. raimondii</i>                                    | Ulbrich JFW          | v2.1 (L)                                                      | 164,295,534                | 0.34                       | 10.8                     |
| <i>L. japonicus</i>                                    | Gifu                 | v2.5 (L)                                                      | 34,194,946                 | 0.45                       | 5.4                      |
| <i>M. domestica</i>                                    | Borkh                | v1.0 (L)                                                      | 78,811,790                 | 0.29                       | 4.5                      |
| <i>M. esculenta</i>                                    | AM560-2              | v4.1 (L)                                                      | 38,260,723                 | 0.48                       | 3.3                      |
| <i>M. guttatus</i>                                     | IM62                 | v2.0 (L)                                                      | 26,280,831                 | 0.34                       | 4.1                      |
| <i>M. truncatula</i>                                   | R108                 | Mt4.0v1 (L)                                                   | 28,692,412                 | 0.45                       | 4.0                      |
| <i>O. sativa</i> *                                     | Nipponbare           | v7.0 (C)                                                      | 105,357,143                | 3.78                       | 14.2                     |
| <i>P. hallii</i>                                       | FIL2                 | v0.5 (L)                                                      | 66,499,977                 | 0.46                       | 6.0                      |
| <i>P. persica</i>                                      | Lovell               | v1.0 (C)                                                      | 59,995,728                 | 0.46                       | 13.2                     |
| <i>P. trichocarpa</i>                                  | Nisquilly            | v3.0 (L)                                                      | 92,546,206                 | 0.35                       | 10.9                     |
| <i>P. virgatum</i>                                     | Kanlow               | v1.1 (C)                                                      | 70,817,983                 | 0.53                       | 2.9                      |
| <i>P. vulgaris</i> *                                   | G19833               | v1.0 (C)                                                      | 182,535,499                | 0.53                       | 17.5                     |
| <i>R. communis</i>                                     | –                    | v0.1 (C)                                                      | 26,157,232                 | 1.95                       | 3.3                      |
| <i>S. bicolor</i>                                      | Btx623               | v2.1 (C)                                                      | 98,950,391                 | 0.32                       | 6.8                      |
| <i>S. lyscopersicum</i> *                              | Ailsa Craig          | iTAG2.3 (C)                                                   | 43,901,067                 | 0.39                       | 2.4                      |
| <i>S. viridis</i>                                      | A10                  | *unpublished (L)                                              | 70,720,073                 | 0.44                       | 9.0                      |
| <i>T. cacao</i>                                        | Matina               | V1.1 (L)                                                      | 35,260,841                 | 0.39                       | 5.1                      |
| <i>V. vinifera</i>                                     | Pinot Noir           | GENOSCOPE.12X (L)                                             | 68,430,347                 | 0.45                       | 7.0                      |
| <i>Z. mays</i> *                                       | B73                  | AGPv3.21 6a (C)                                               | 58,603,275                 | 1.99                       | 1.4                      |
| Other Methylomes                                       |                      |                                                               |                            |                            |                          |
| <i>C. sativus</i> (rep 2)                              | Gy14                 | V1.0 (L)                                                      | 58,567,429                 | 0.14                       | 10.8                     |
| <i>F. vesca</i> from seed                              | Hawaii 4             | V1.1 (C)                                                      | 21,045,198                 | 0.28                       | 6.6                      |
| <i>M. esculenta</i> clonal parent                      | –                    | V4.1 (L)                                                      | 41,544,847                 | 0.20                       | 5.4                      |
| <i>M. esculenta</i> from seed                          | –                    | V4.1 (L)                                                      | 32,771,281                 | 0.22                       | 4.2                      |

| RNA-seq                |             |                |             |                |              |
|------------------------|-------------|----------------|-------------|----------------|--------------|
| Sample                 | Left reads  | Percent mapped | Right reads | Percent mapped | Accession    |
| <i>A. lyrata</i>       | 6,919,759   | 96.5           | NA          | NA             | ERX534148    |
| <i>A. thaliana</i>     | 136,916,207 | 96.1           | 136,916,207 | 94.3           | SRX540755    |
| <i>A. trichopoda</i>   | 37,466,208  | 95.5           | 37,466,208  | 94.3           | PRJNA212863* |
| <i>B. distachyon</i>   | 25,869,724  | 80.8           | NA          | NA             | This study   |
| <i>B. oleracea</i>     | 10,744,753  | 78.4           | 10,744,753  | 85.1           | SRX423924    |
| <i>B. rapa</i>         | 26,046,712  | 89.8           | NA          | NA             | This study   |
| <i>C. rubella</i>      | 7,336,100   | 96.3           | NA          | NA             | ERX534160    |
| <i>C. sativus</i>      | 22,455,762  | 90.7           | NA          | NA             | This study   |
| <i>E. salsugineum</i>  | 48,362,506  | 96.6           | NA          | NA             | This study   |
| <i>G. max</i>          | 71,477,958  | 95.2           | NA          | NA             | SRX216871    |
| <i>G. raimondii</i>    | 34,233,729  | 94.1           | 34,233,729  | 93.5           | SRX111367    |
| <i>M. guttatus</i>     | 68,433,843  | 61.3           | 68,433,843  | 59.2           | SRX125342    |
| <i>O. sativa</i>       | 70,167,065  | 98.3           | NA          | NA             | SRX151644    |
| <i>P. persica</i>      | 21,018,886  | 89.4           | 21,018,886  | 82.8           | SRX173254    |
| <i>P. trichocarpa</i>  | 65,387,890  | 94.1           | 65,387,890  | 92.9           | SRX377987    |
| <i>R. communis</i>     | 17,968,366  | 90.9           | 17,968,366  | 86.3           | ERX021378    |
| <i>S. lycopersicum</i> | 22,136,306  | 96.4           | NA          | NA             | SRX118613    |
| <i>T. cacao</i>        | 132,298,128 | 88.5           | 132,298,128 | 83.0           | SRX278006    |
| <i>V. vinifera</i>     | 20,165,610  | 81.1           | 20,165,610  | 81.3           | SRX155385    |
| <i>Z. mays</i>         | 24,525,101  | 92.0           | NA          | NA             | SRX151744    |

| small RNA-seq          |             |              |             |            |
|------------------------|-------------|--------------|-------------|------------|
| Sample                 | Raw Reads   | Mapped reads | Mapped hits | Accession  |
| <i>A. thaliana</i>     | 7,514,197   | 2,971,154    | 10,137,546  | SRX096398  |
| <i>A. trichopoda</i>   | 20,551,508  | 6,373,751    | 30,632,050  | SRX201184  |
| <i>B. distachyon</i>   | 29,356,604  | 5,137,721    | 27,346,090  | This study |
| <i>C. sativus</i>      | 111,071,989 | 7,954,356    | 17,979,983  | This study |
| <i>E. grandis</i>      | 943,145     | 253,050      | 2,614,647   | This study |
| <i>E. salsugineum</i>  | 36,907,790  | 8,866,995    | 132,271,615 | This study |
| <i>G. max</i>          | 6,098,005   | 444,785      | 241,709,144 | SRX020503  |
| <i>G. raimondii</i>    | 14,852,027  | 2,624,609    | 48,884,484  | SRX203410  |
| <i>M. truncatula</i>   | 34,526,436  | 7,357,566    | 73,438,007  | This study |
| <i>O. sativa</i>       | 20,075,564  | 5,820,101    | 73,059,577  | SRX235848  |
| <i>P. hallii</i>       | 41,217,064  | 11,004,696   | 160,311,702 | This study |
| <i>P. persica</i>      | 1,263,170   | 416,949      | 10,638,008  | SRX155591  |
| <i>P. trichocarpa</i>  | 4,472,811   | 2,297,172    | 31,865,340  | GSM717875  |
| <i>R. communis</i>     | 3,016,878   | 991,552      | 27,346,090  | This study |
| <i>S. bicolor</i>      | 5,979,996   | 2,873,154    | 259,177,389 | GSM803128  |
| <i>S. lycopersicum</i> | 4,763,701   | 3,298,255    | 34,986,792  | GSM803579  |
| <i>V. vinifera</i>     | 3,810,622   | 1,931,228    | 10,597,523  | GSM803800  |
| <i>Z. mays</i>         | 3,796,402   | 1,875,523    | 376,581,742 | GSM433620  |

**Figure S1:** Distribution of per-site methylation levels for mCG (blue), mCHG (green), and mCHH (maroon) for each species.

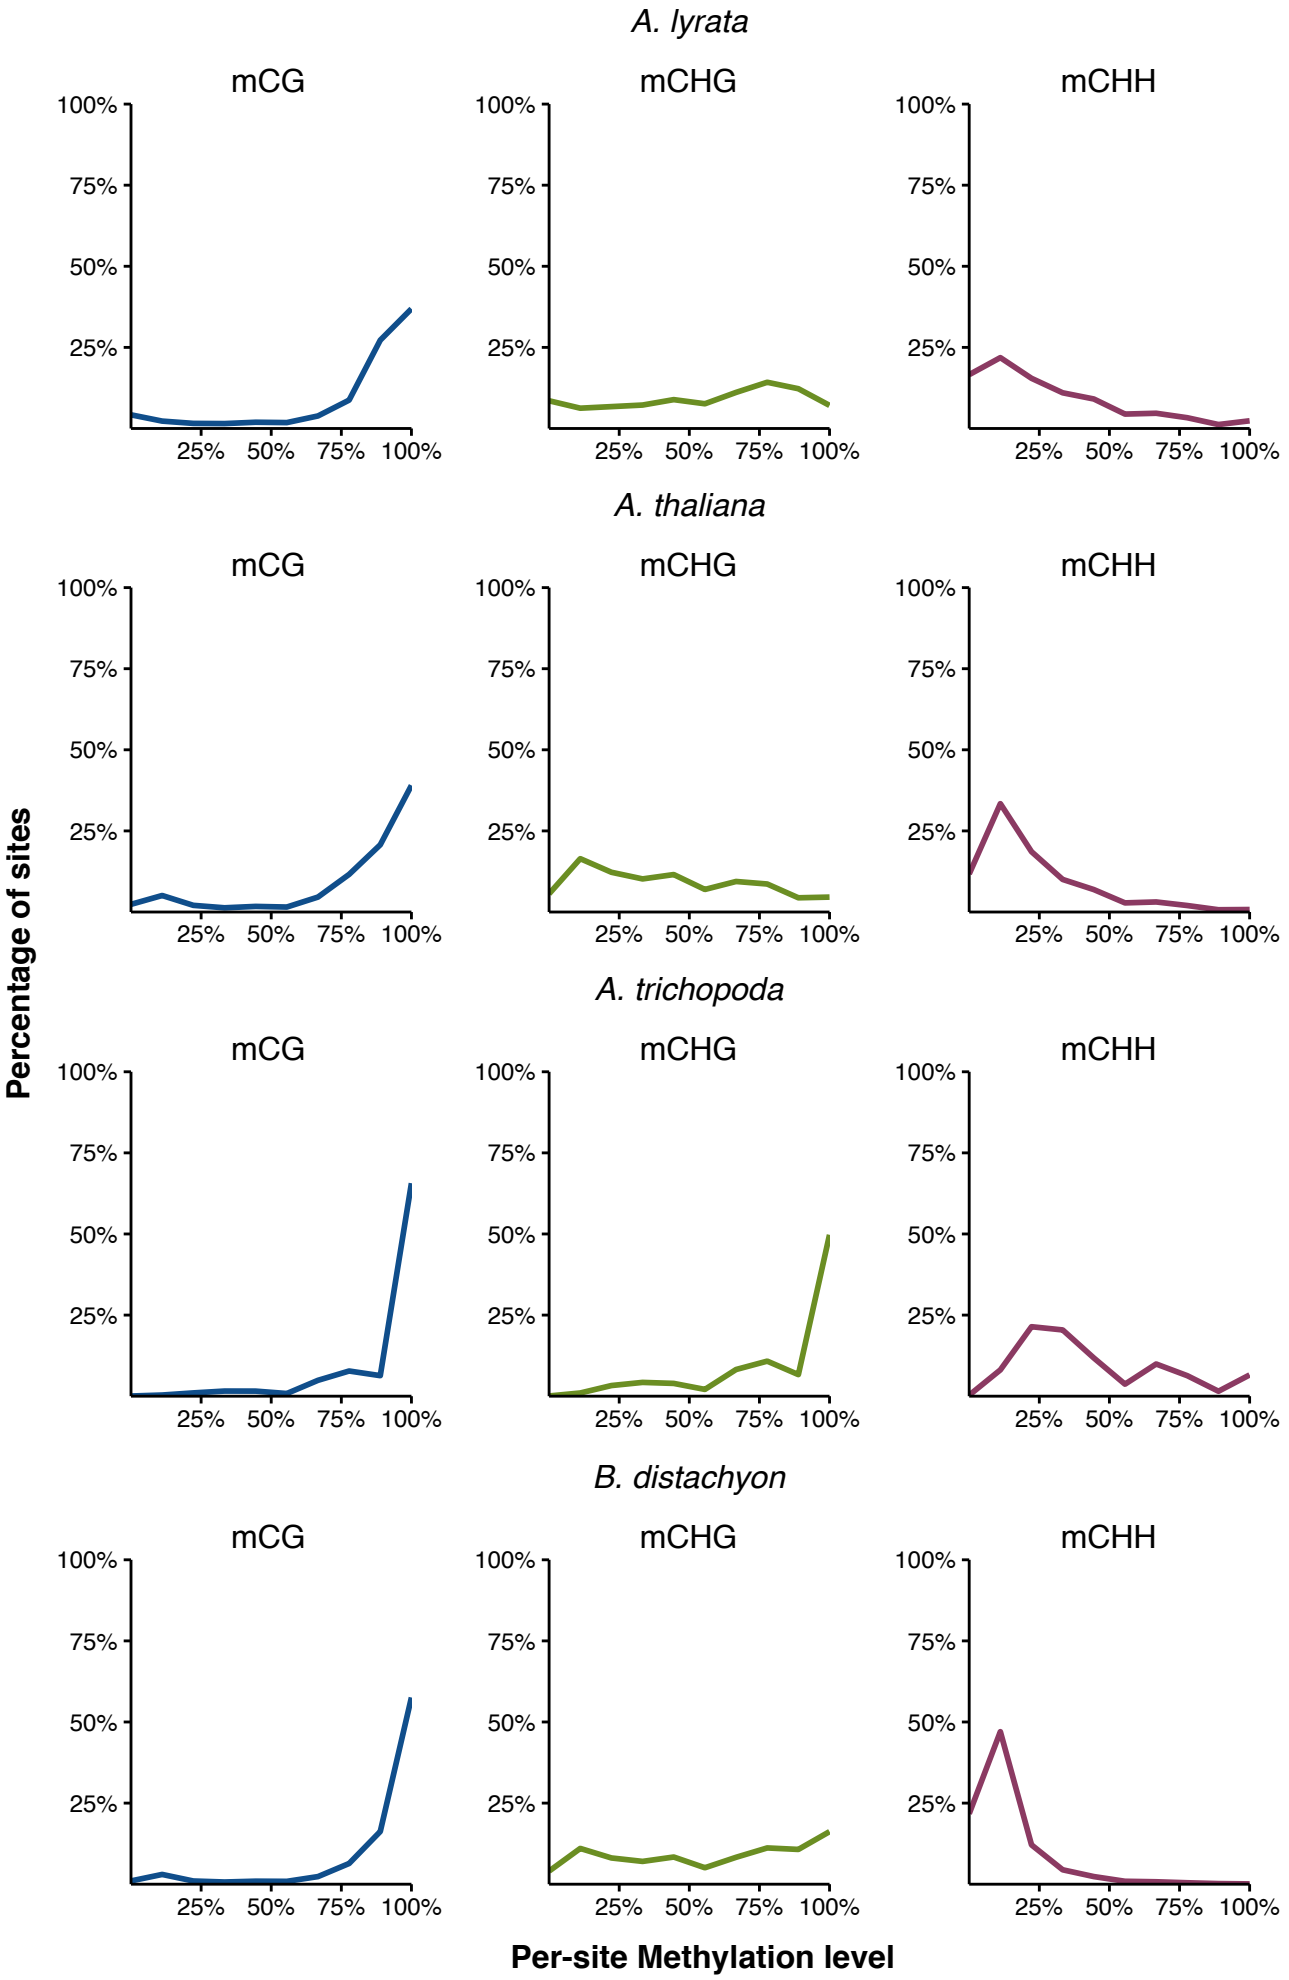

*B. oleracea*

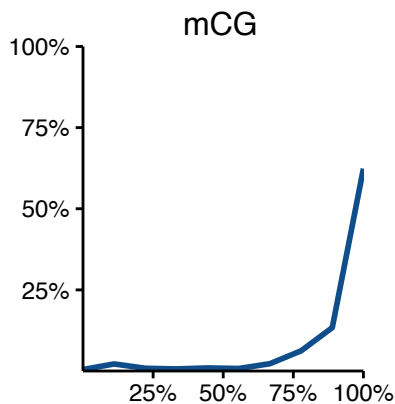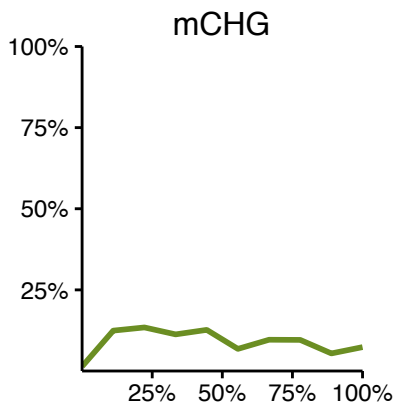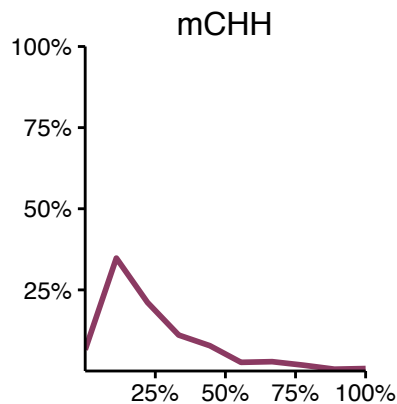

*B. rapa*

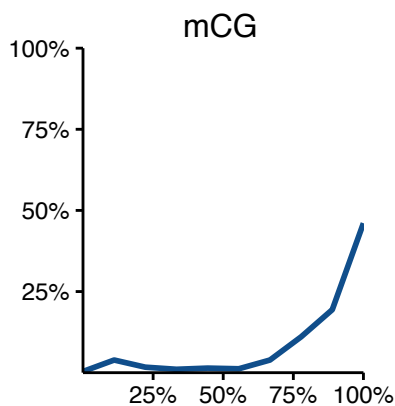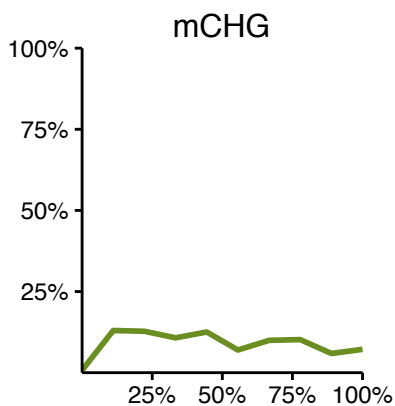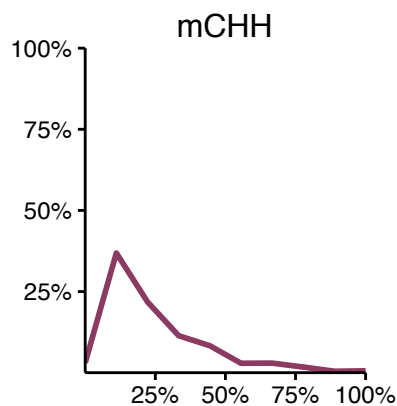

*B. vulgaris*

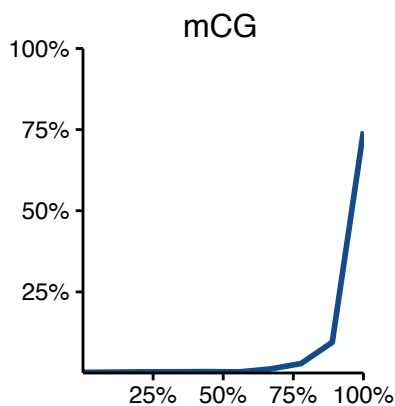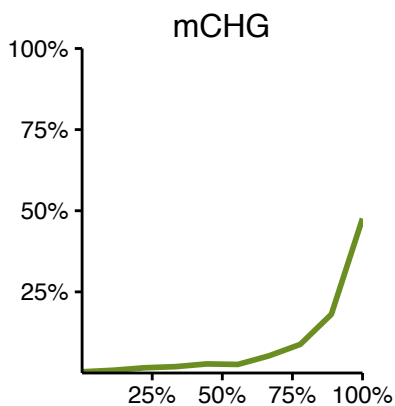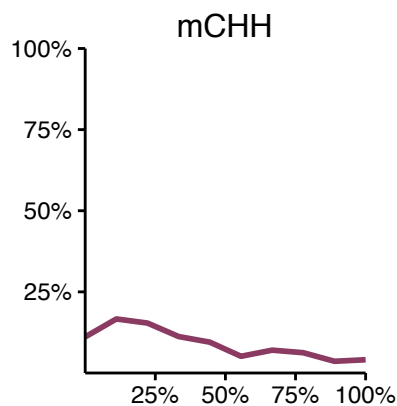

*C. clementina*

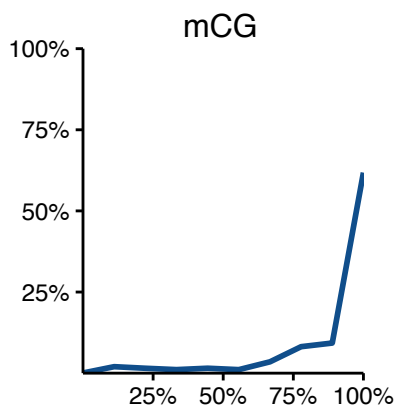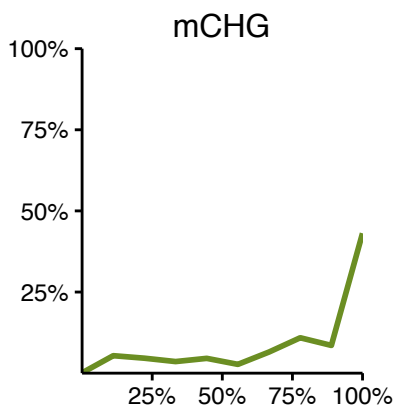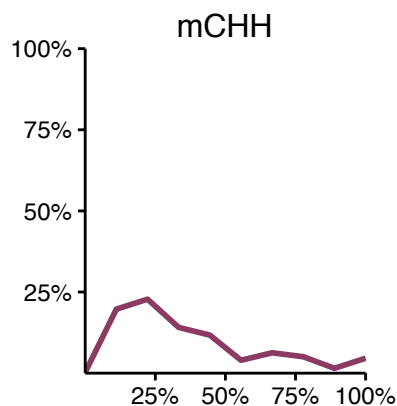

Per-site Methylation level

*C. rubella*

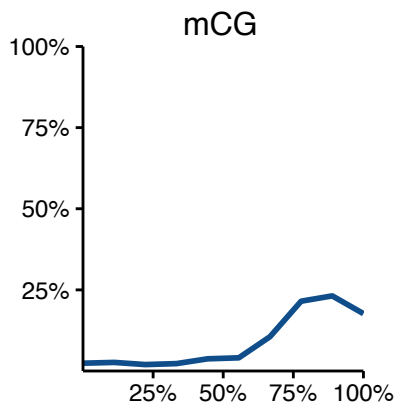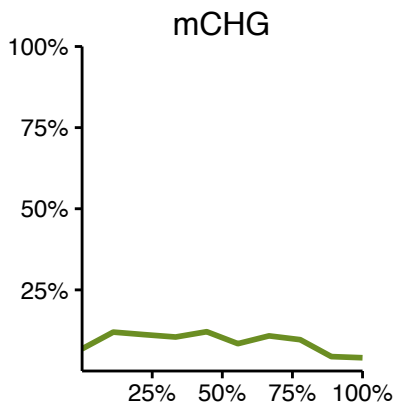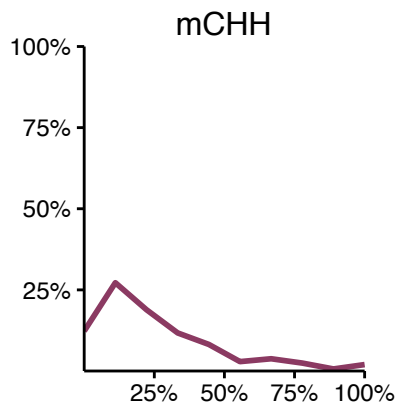

*C. sativa*

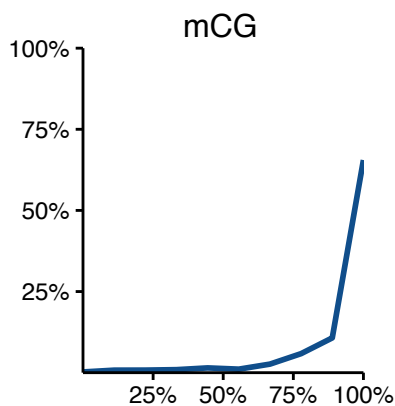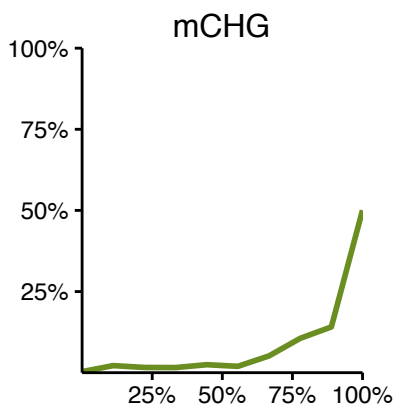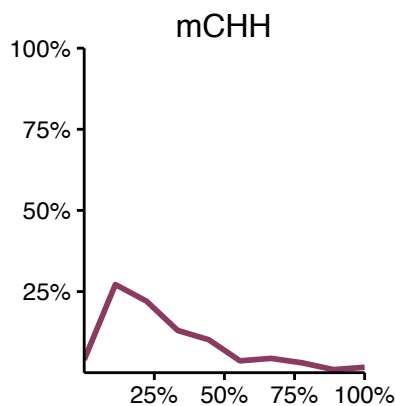

*C. sativus*

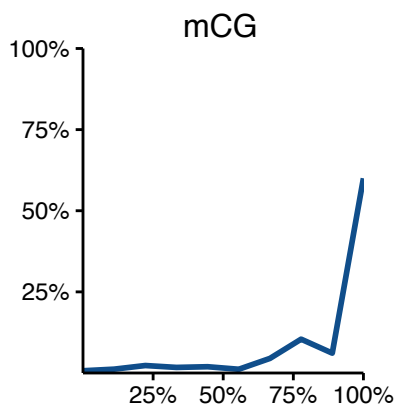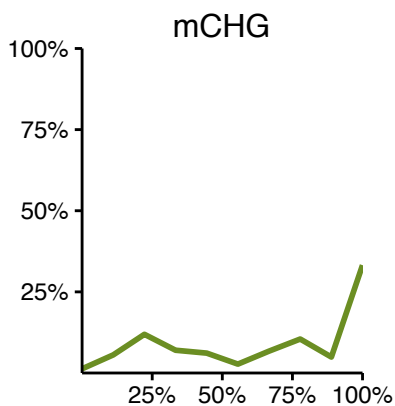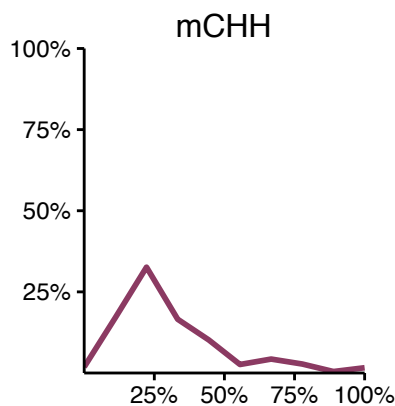

*E. grandis*

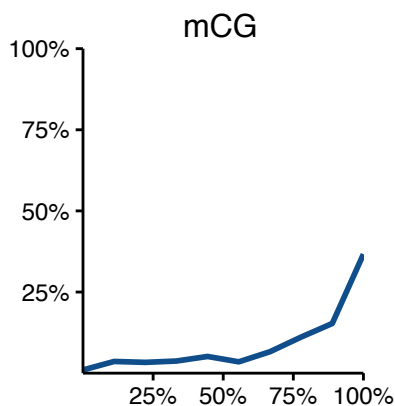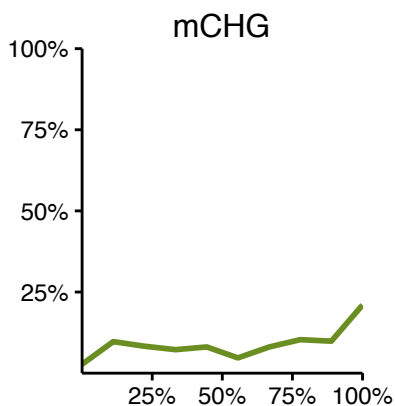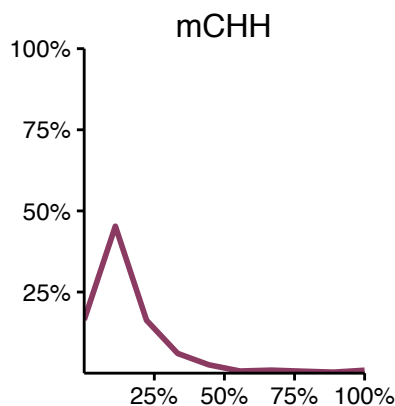

Per-site Methylation level

*E. salsgineum*

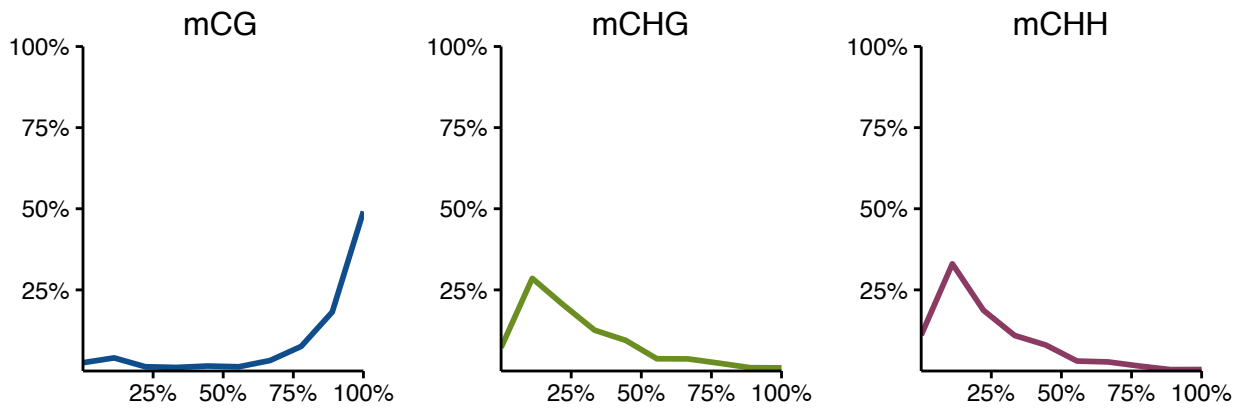

*F. vesca*

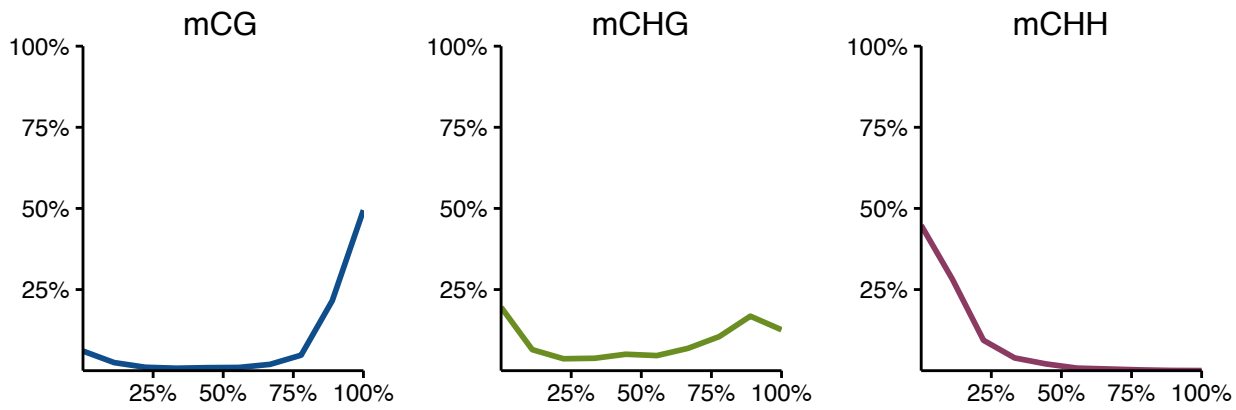

*G. max*

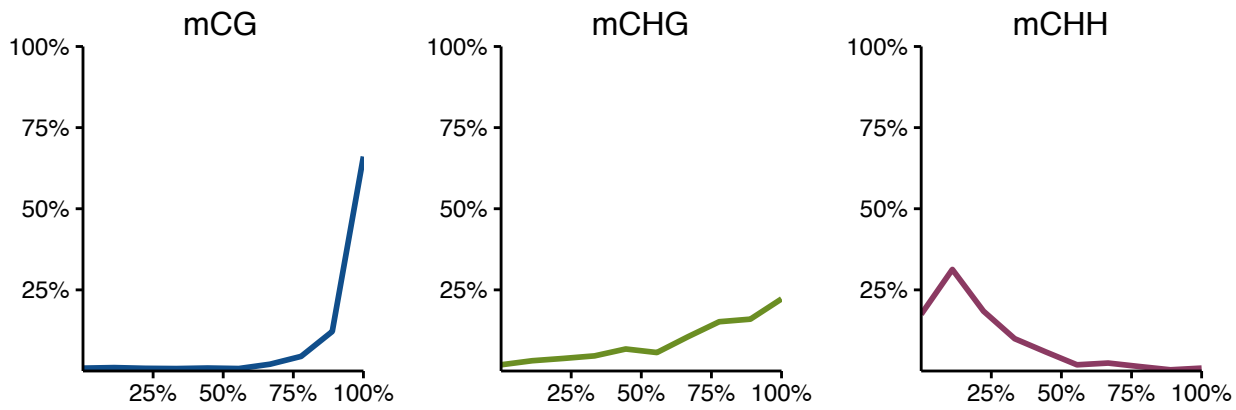

*G. raimondii*

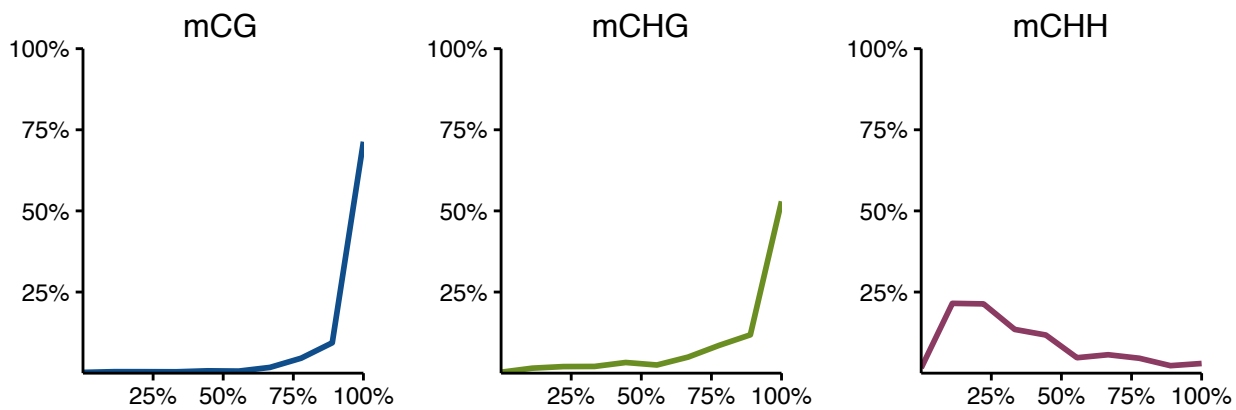

Per-site Methylation level

*L. japonicus*

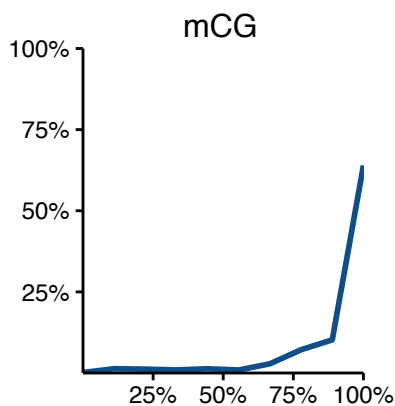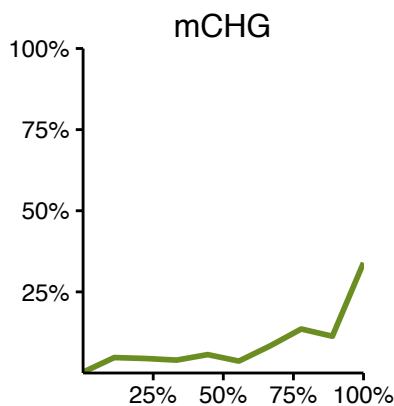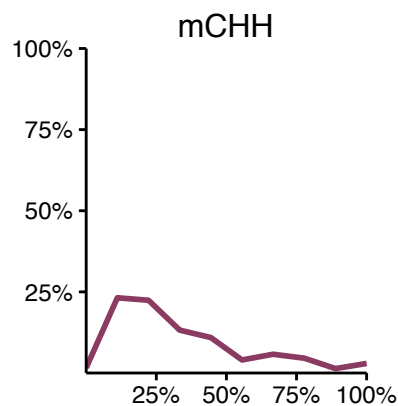

*M. domestica*

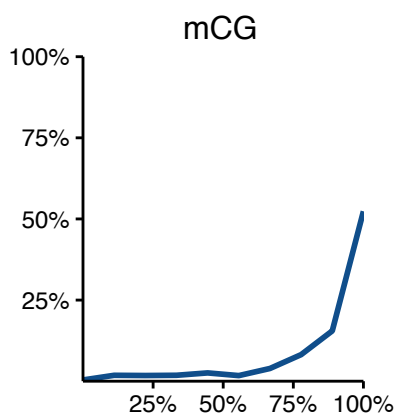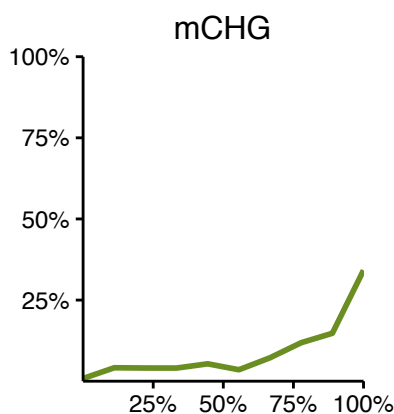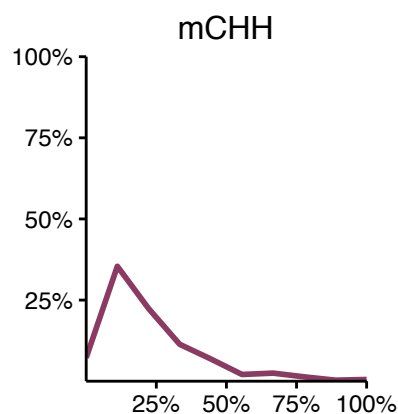

*M. esculenta*

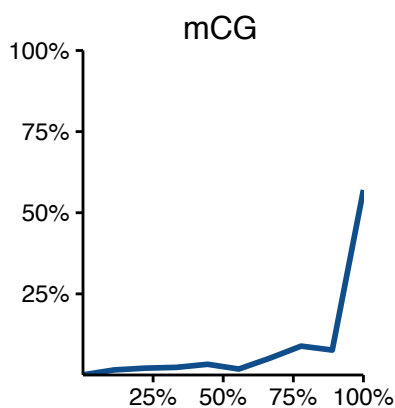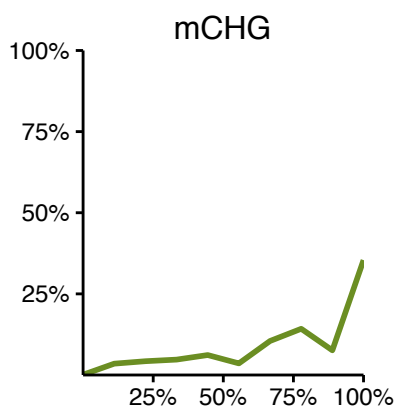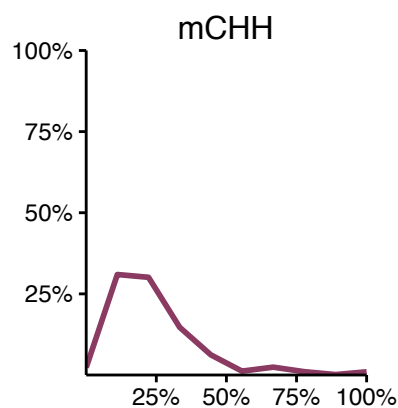

*M. guttatus*

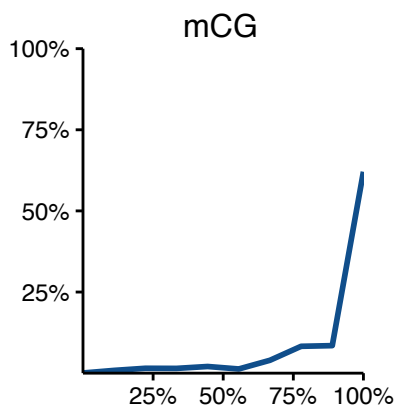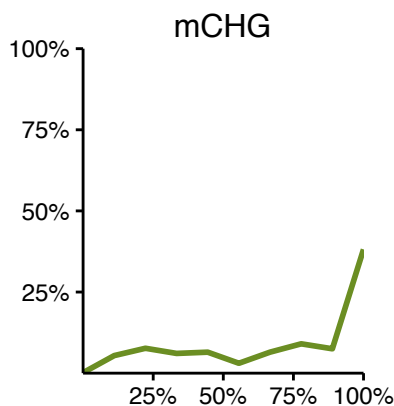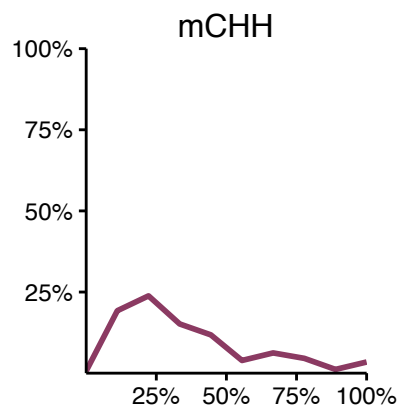

Per-site Methylation level

*M. truncatula*

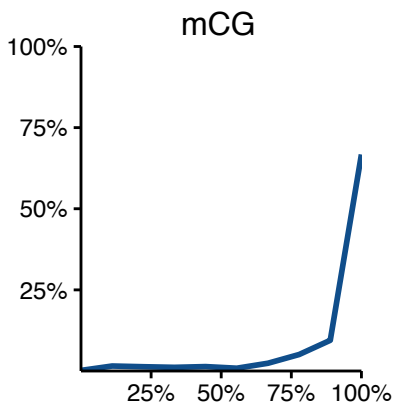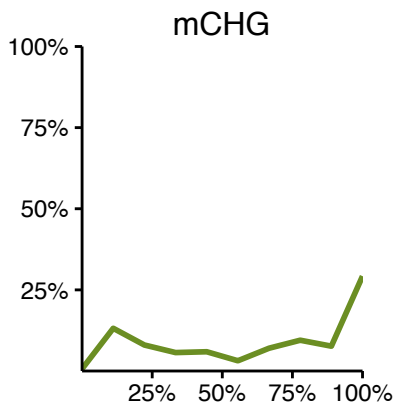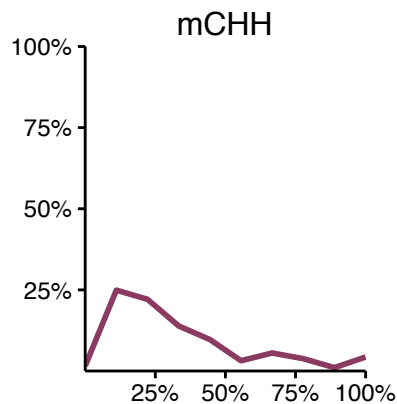

*O. sativa*

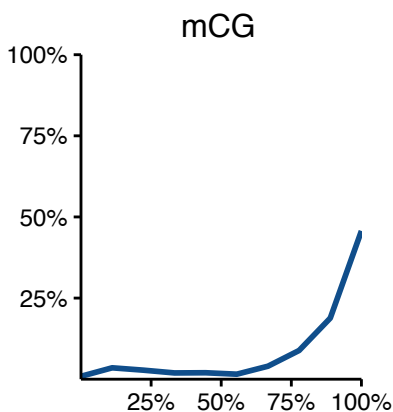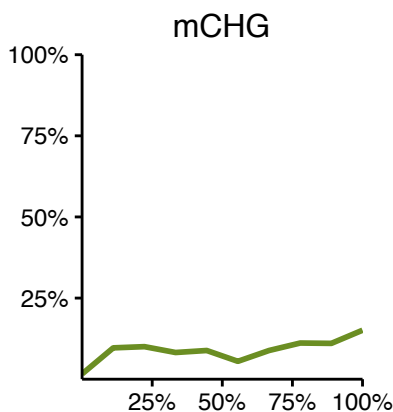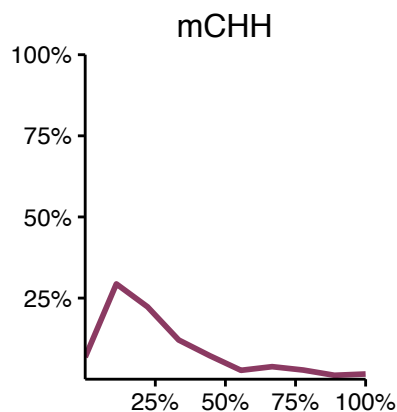

*P. hallii*

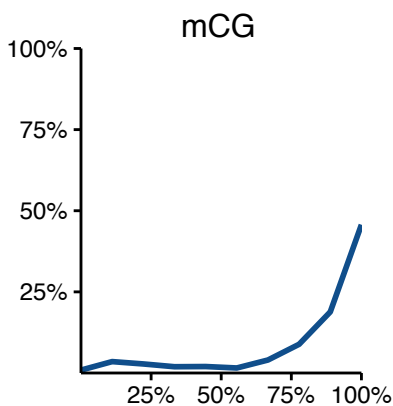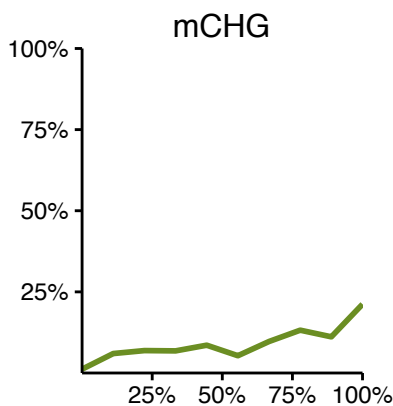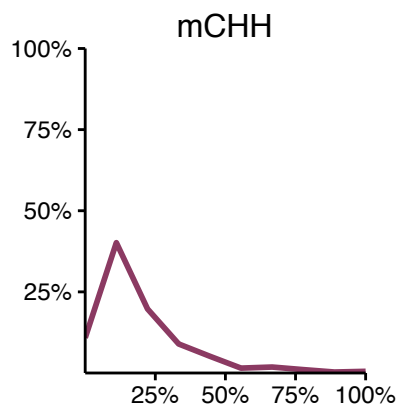

*P. persica*

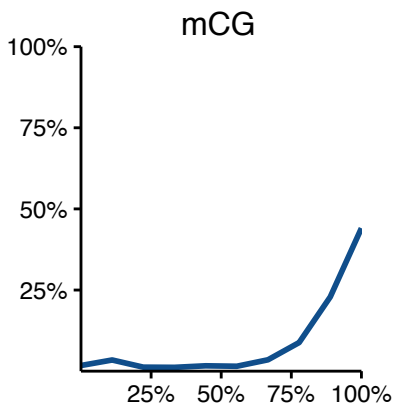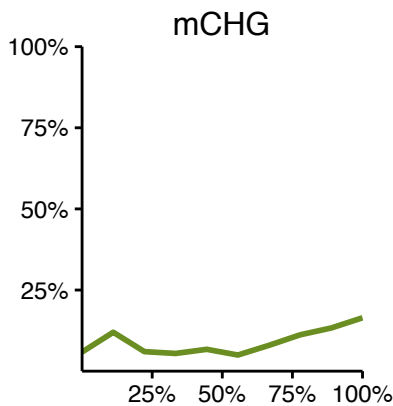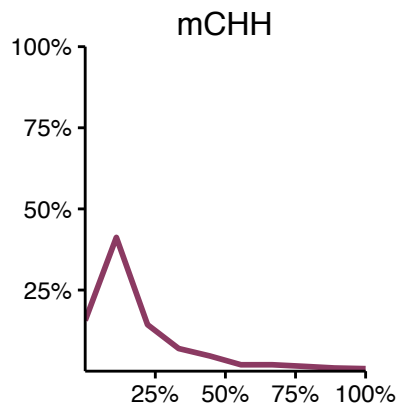

Per-site Methylation level

*P. trichocarpa*

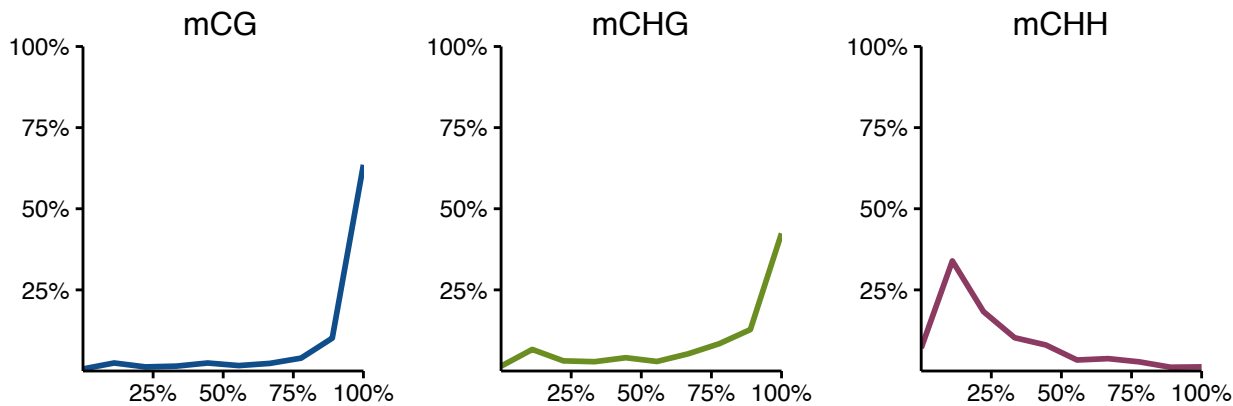

*P. virgatum*

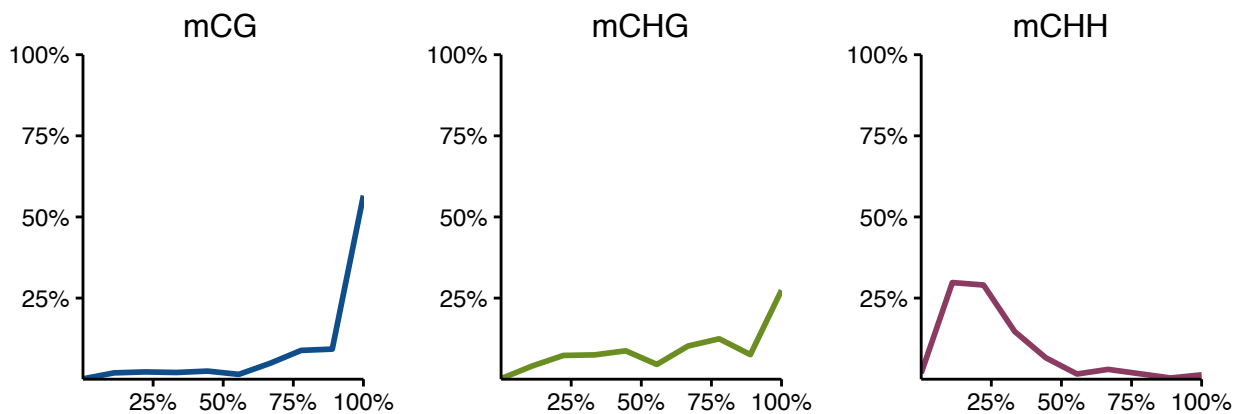

*P. vulgaris*

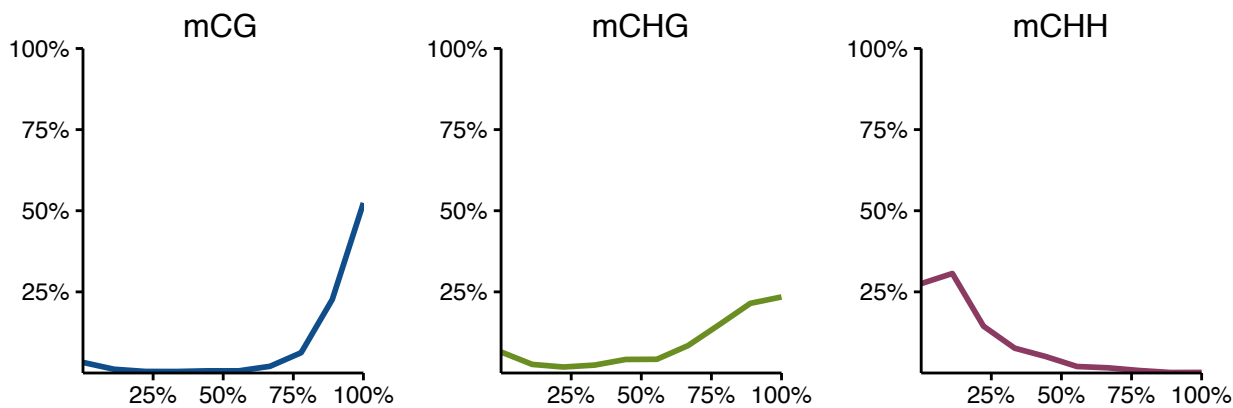

*R. communis*

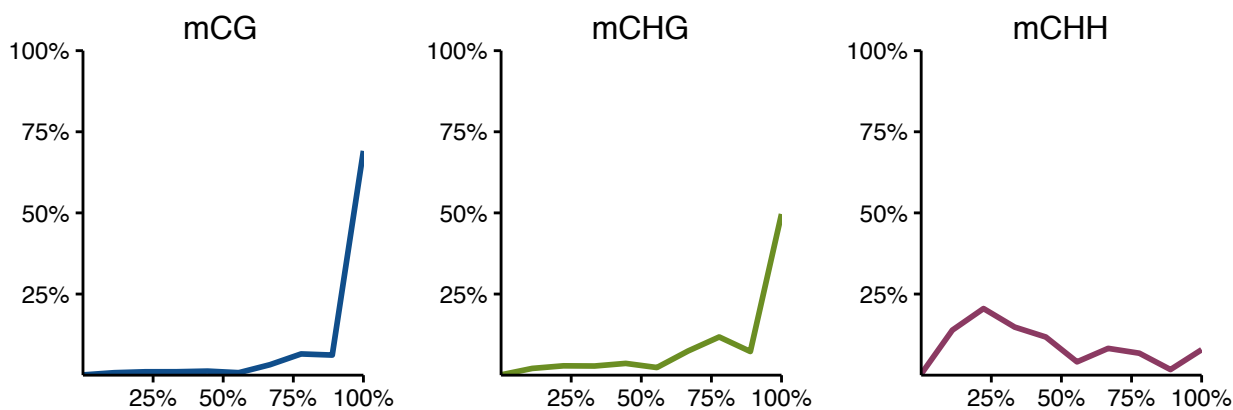

Per-site Methylation level

*S. bicolor*

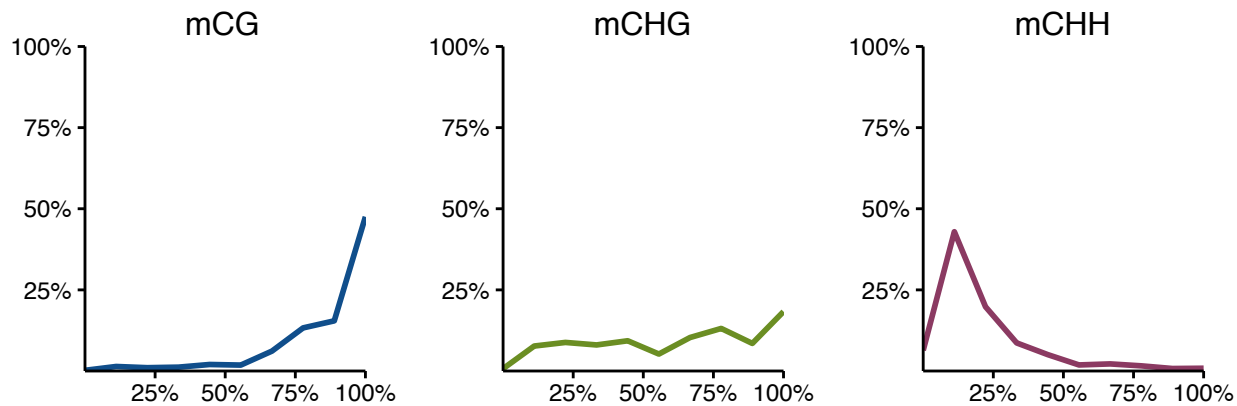

*S. lycopersicum*

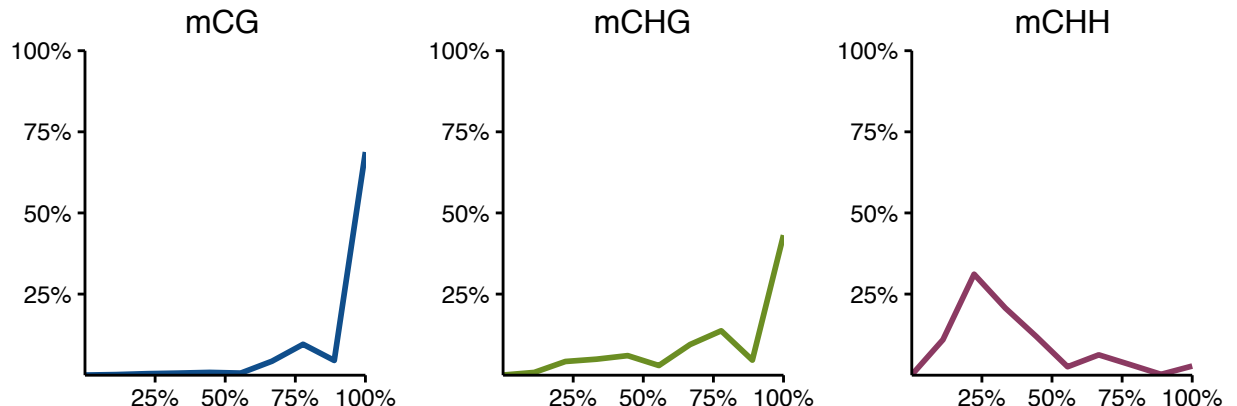

*S. viridis*

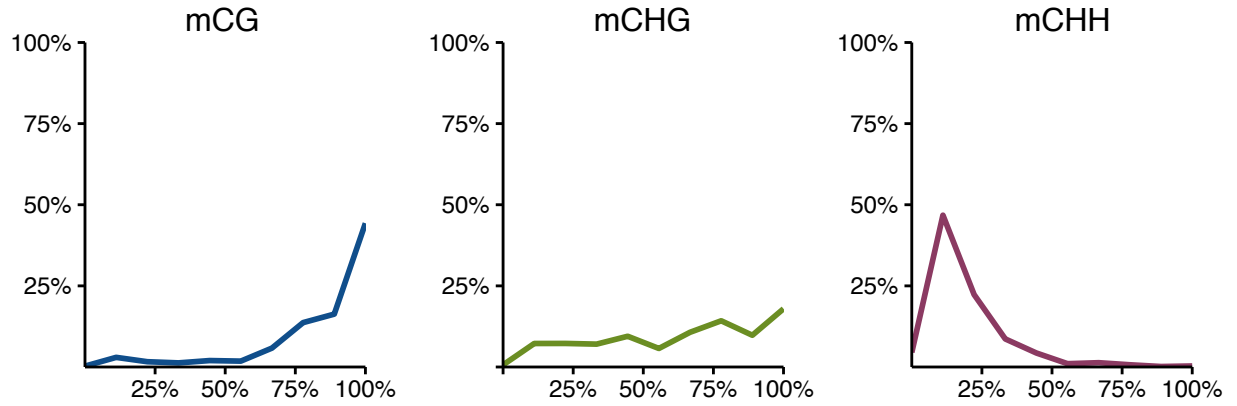

*T. cacao*

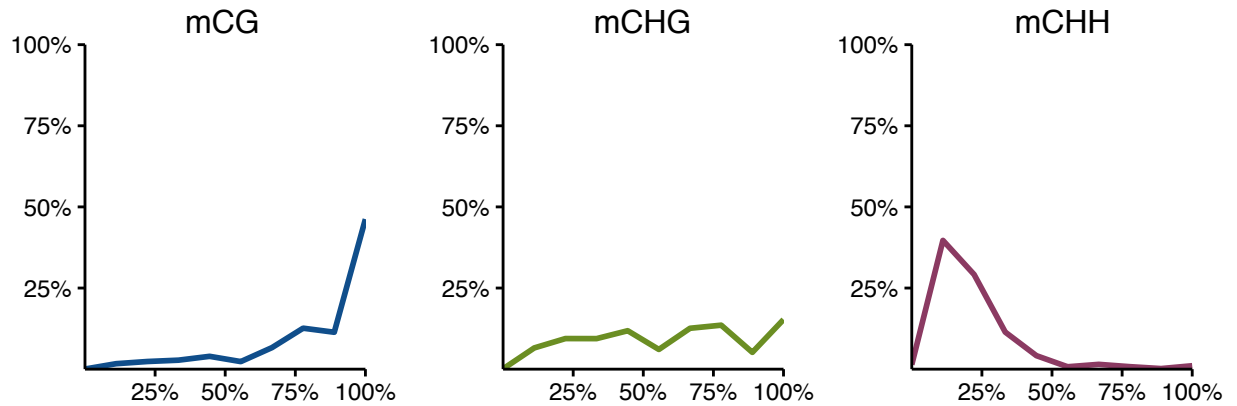

Percentage of sites

Per-site Methylation level

*V. vinifera*

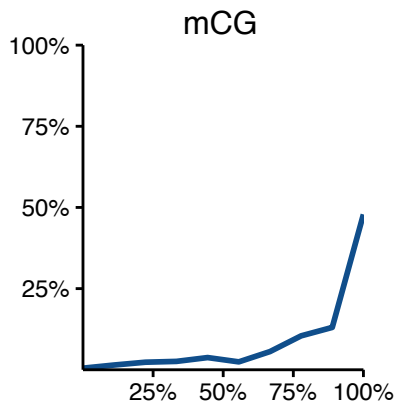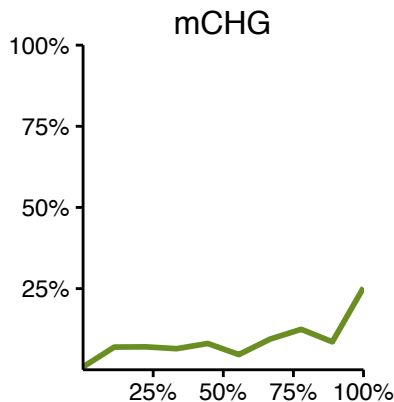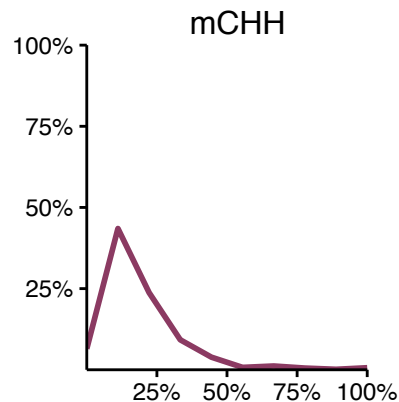

*Z. mays*

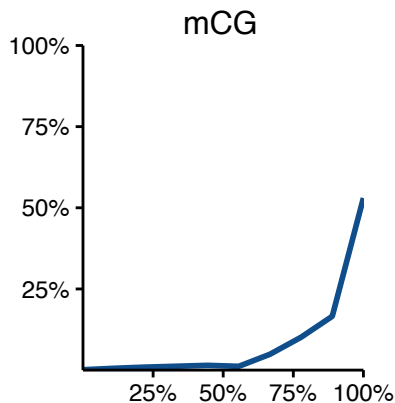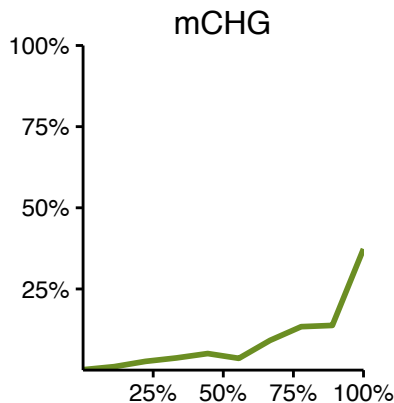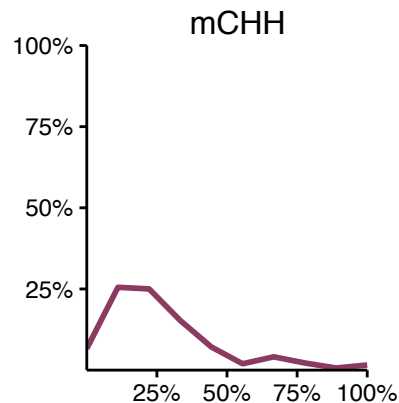

Per-site Methylation level

**Figure S3:** Density plots showing the methylation levels of for the Watson strand (y axis) and the symmetrical site on the Crick strand (x axis) for mCHG sites

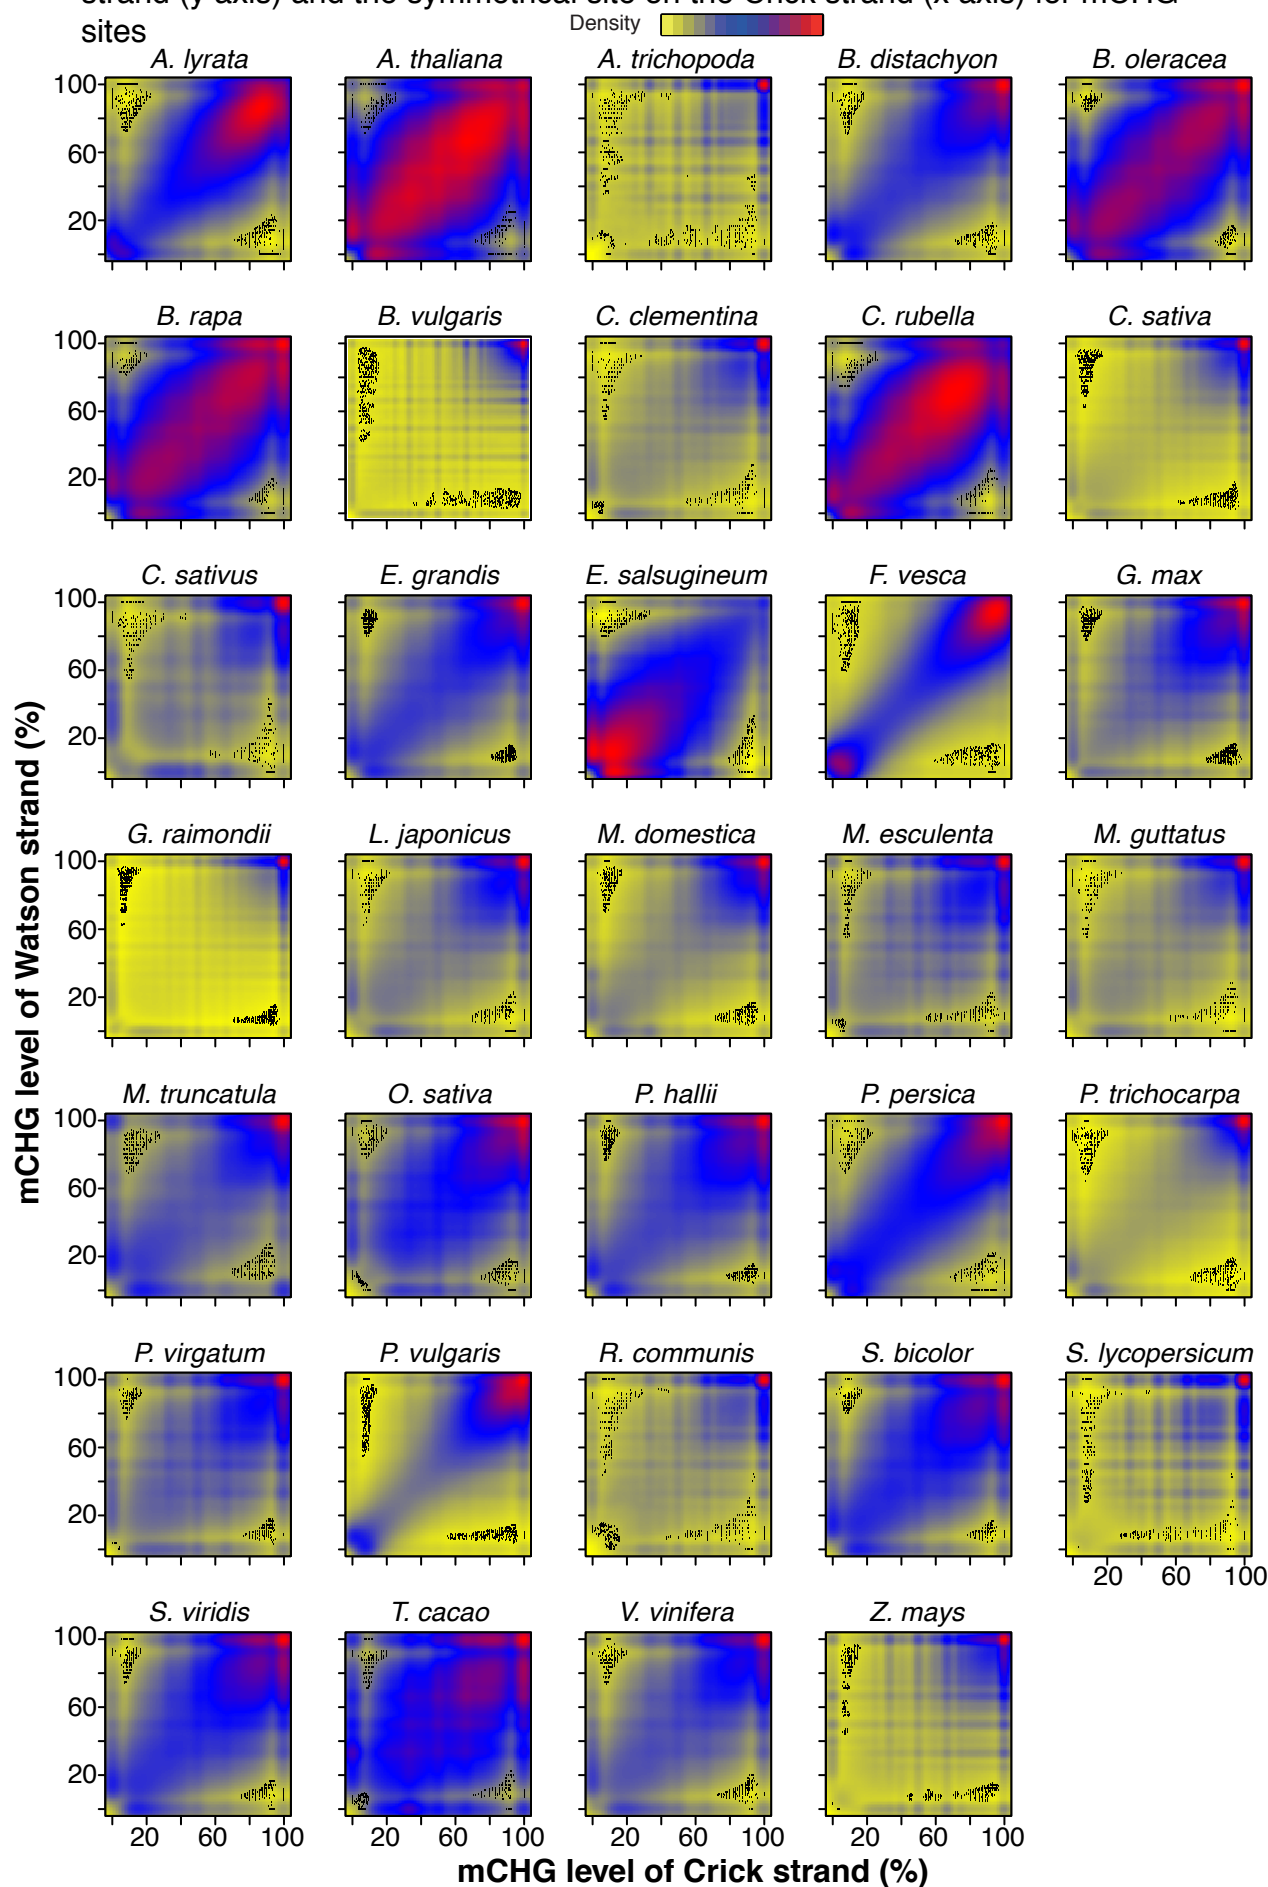

**Figure S4: (A)** Percentage of mCG and **(B)** mCHG sites where both strands are highly methylated (greater maintenance) or lowly methylated (less maintenance).

**A**

Both strands  $\geq 40\%$  methylation  
Both strands  $< 40\%$  methylation

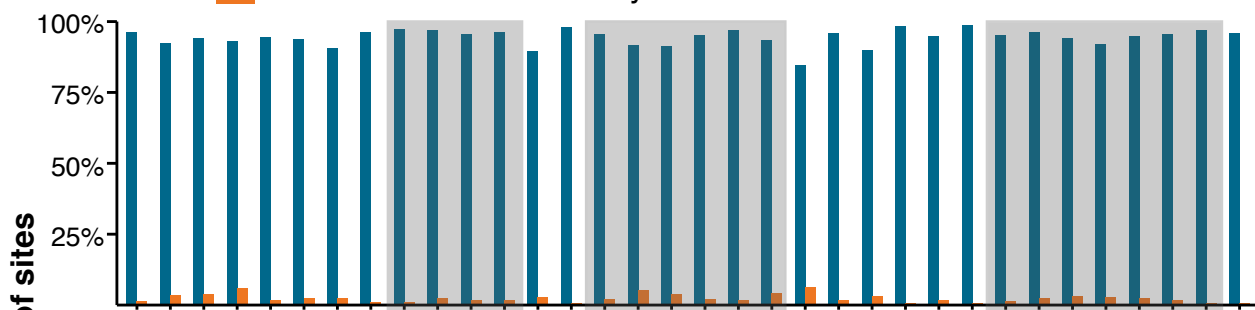

**B**

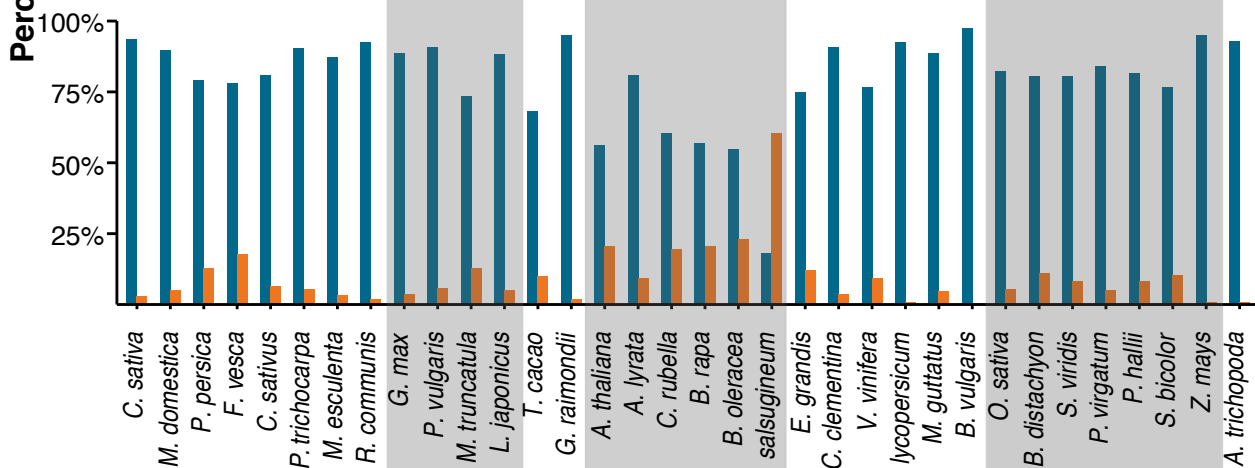

**Fabaceae**

**Brassicaceae**

**Poaceae**

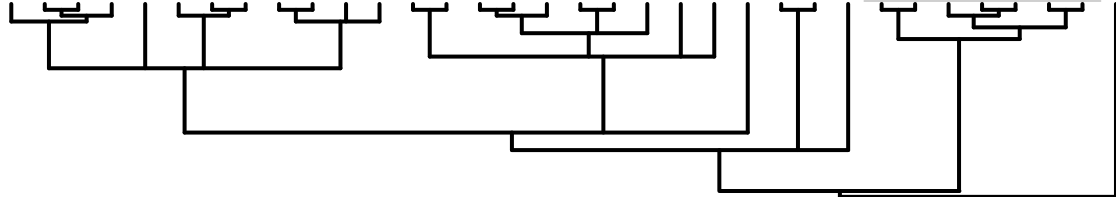

**Figure S5:** Distribution of between species genome-wide weighted methylation levels and variation within a species (*A. thaliana*) for mCG (blue), mCHG (green), and mCHH (maroon).

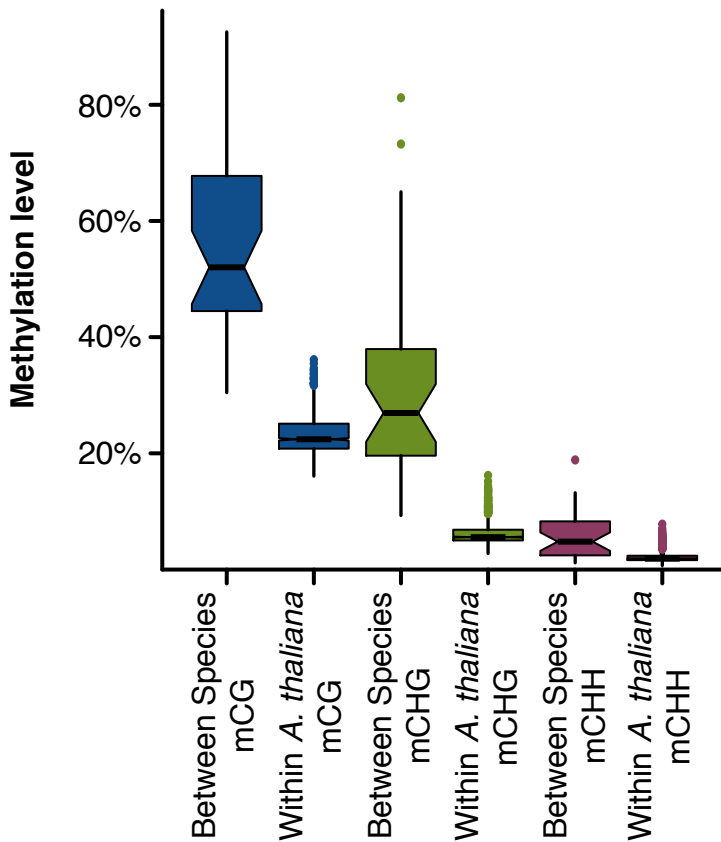

**Figure S6:** Non-Poaceae species ordered by mCHH levels, lowest to highest shows species with history of clonal propagation typically have lower mCHH

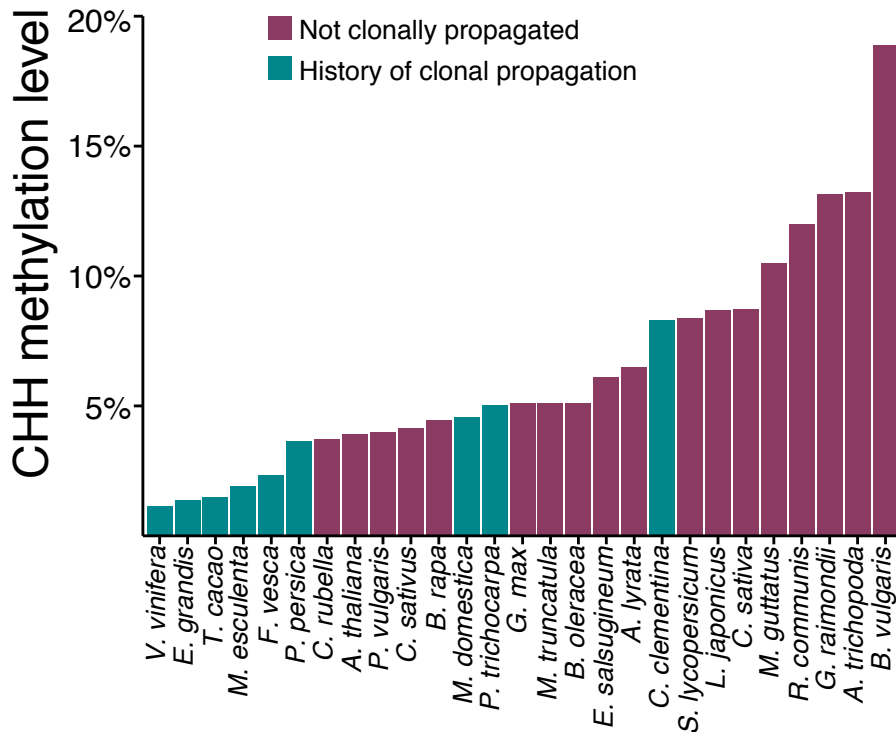

**Figure S7:** Genome-wide methylation levels for mCG, mCHG, and mCHH for:  
**(A)** Clonally propagated *M. esculenta* parent and its offspring grown from seed  
**(B)** *F. vesca* plant micro-propagated for four generations versus *F. vesca* plants grown from seed form the micro-propagated plants.

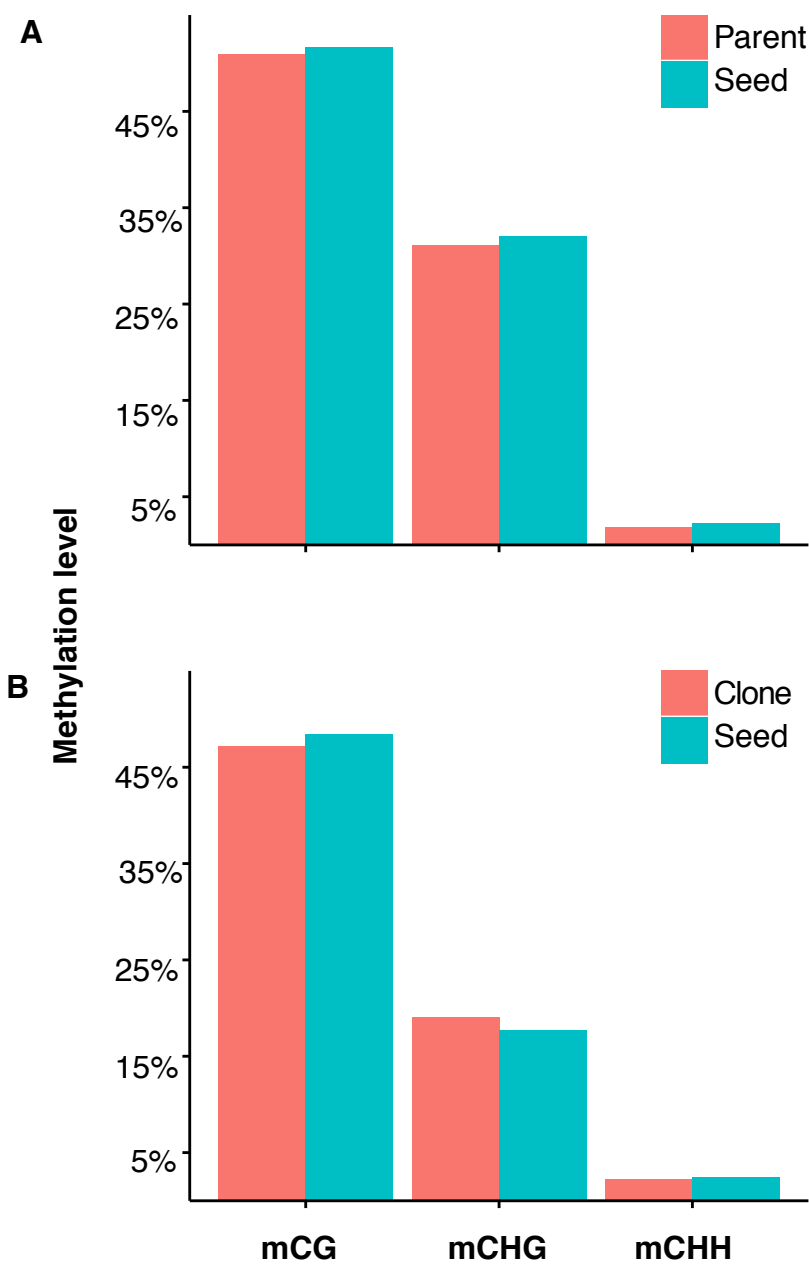

**Table S3:** Summary statistics of phylogenetic generalized least squares analysis for trait comparisons.

| Trait 1                       | Trait 2                    | # Species | intercept        | slope           | p.value            | Bonferonni corrected p.value |
|-------------------------------|----------------------------|-----------|------------------|-----------------|--------------------|------------------------------|
| mCG                           | Genome Size                | 32        | 48.7504943064    | 0.0169713803    | 0.000006293281     | 0.000176211868               |
| mCHG                          | Genome Size                | 32        | 19.7845475134572 | 0.0235156619966 | 0.0000000009482401 | 0.0000000265507228           |
| mCHH                          | Genome Size                | 32        | 5.1366463153     | 0.0018633639    | 0.034725870994     | 0.972324387832               |
| mCG no Z. mays                | Genome Size no Z. mays     | 31        | 48.170625389     | 0.018085182     | 0.00952180922      | 0.26661065816                |
| mCHG no Z. mays               | Genome Size no Z. mays     | 31        | 19.626703378     | 0.023818846     | 0.00021896888      | 0.00613112864                |
| mCHH no Z. mays               | Genome Size no Z. mays     | 31        | 5.056775629      | 0.002016778     | 0.26311012732      | 1                            |
| mCG                           | Total Repeats              | 32        | 53.8018748258    | 0.000011465093  | 0.00108010637242   | 0.03024297842776             |
| mCHG                          | Total Repeats              | 32        | 26.565366372543  | 0.000016365962  | 0.00001770899494   | 0.00049585185832             |
| mCHH                          | Total Repeats              | 32        | 0.0000015241411  | 5.5704888631921 | 0.046973149450488  | 1                            |
| CDS mCG                       | Genome Size                | 32        | 31.518221381     | 0.007101638     | 0.06589852457      | 1                            |
| CDS mCHG                      | Genome Size                | 32        | 1.923988088448   | 0.011242486855  | 0.00000001022902   | 0.00000028641256             |
| CDS mCHH                      | Genome Size                | 32        | 0.74579012384    | 0.00170169634   | 0.0000001573593    | 0.0000044060604              |
| CDS mCG no Z. mays            | Genome Size no Z. mays     | 31        | 38.68934257      | -0.006672524    | 0.36419078659      | 1                            |
| CDS mCHG no Z. mays           | Genome Size no Z. mays     | 31        | 5.787467575      | 0.003821584     | 0.14873836173      | 1                            |
| CDS mCHH no Z. mays           | Genome Size no Z. mays     | 31        | 1.3391406289     | 0.0005619992    | 0.238485483242     | 1                            |
| CDS mCG                       | Total Repeats              | 32        | 34.527270063883  | 0.000002830528  | 0.40781587517441   | 1                            |
| CDS mCHG                      | Total Repeats              | 32        | 5.498494969133   | 0.000007093375  | 0.00031226428378   | 0.00874339994584             |
| CDS mCHH                      | Total Repeats              | 32        | 1.2794580040238  | 0.0000010898888 | 0.000564409214761  | 0.015803458013308            |
| CDS mCG                       | Percent Genic Repeats      | 32        | 28.067794        | 21.843326       | 0.05910463         | 1                            |
| CDS mCHG                      | Percent Genic Repeats      | 32        | -0.748381503     | 26.714156372    | 0.00006036854      | 0.00169031912                |
| CDS mCHH                      | Percent Genic Repeats      | 32        | 0.281218793      | 4.212898731     | 0.00007488527      | 0.00209678756                |
| Percent Genic Repeats         | Total Repeats              | 32        | 25.124029954336  | 0.000022730297  | 0.000000085798     | 0.000002402344               |
| Percent Upstream CHH island   | Total Repeats              | 32        | 35.121761749882  | 0.000003881292  | 0.42764391209097   | 1                            |
| Percent Downstream CHH island | Total Repeats              | 32        | 25.45655333597   | 0.00000461455   | 0.2394600490094    | 1                            |
| Percent Upstream Repeats      | Total Repeats              | 32        | 44.087152442562  | 0.000018481661  | 0.00048329191607   | 0.01353217                   |
| Percent Downstream Repeats    | Total Repeats              | 32        | 37.194219528330  | 0.000018383558  | 0.00006012372206   | 0.001683464                  |
| Percent Upstream CHH island   | Percent Upstream Repeats   | 32        | 8.244775506      | 54.559977873    | 0.00005851275      | 0.000045878168               |
| Percent Downstream CHH island | Percent Downstream Repeats | 32        | 4.533068496      | 50.533338311    | 0.00003336713      | 0.0009342796                 |

**Figure S8: (A)** Phylogenetic species tree constructed from 50 single copy loci. *C. sativa* was excluded due to insufficient data from these loci. **(B)** Phylogenetic species tree used for phylogenetic generalized least squares. *A. trichopoda* was excluded due to incorrect placement in the original species tree.

**A**

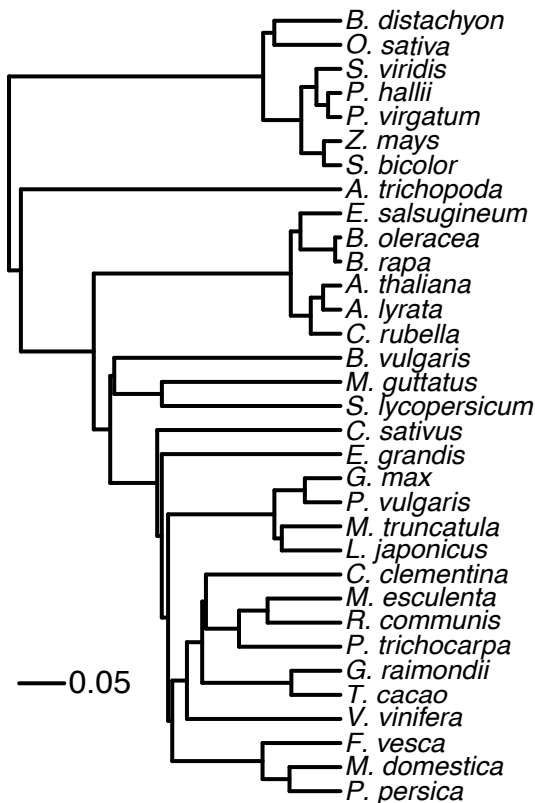

**B**

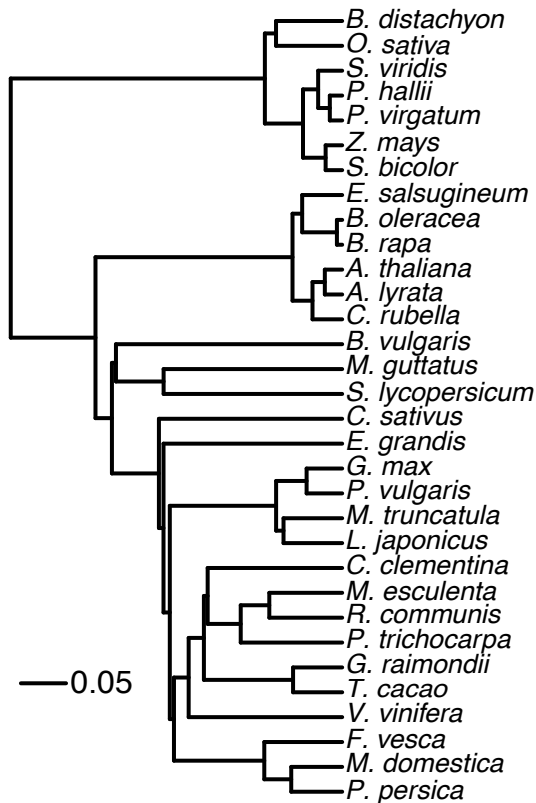

**Figure S9: (A)** Genome-wide mCG (blue), mCHG (green), mCHH (maroon) levels plotted against genome size with *Z. mays* removed. **(B)** mCG (blue), mCHG (green), mCHH (maroon) levels within coding sequences (CDS) plotted against genome size with *Z. mays* removed.

**A**

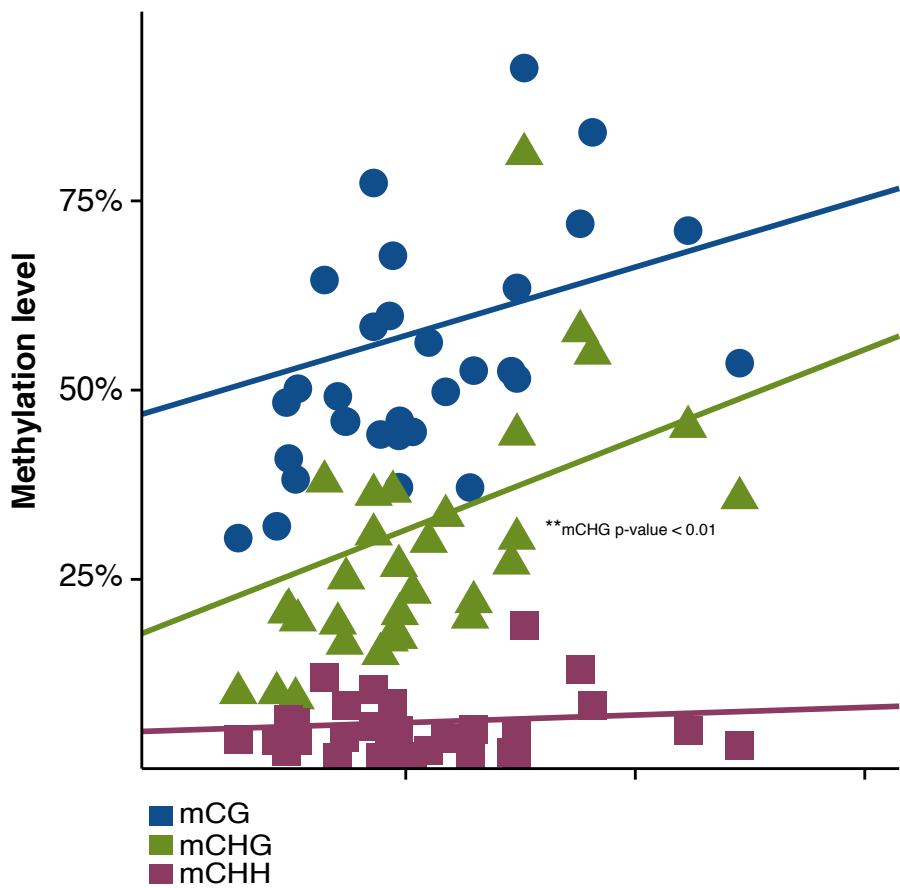

**B**

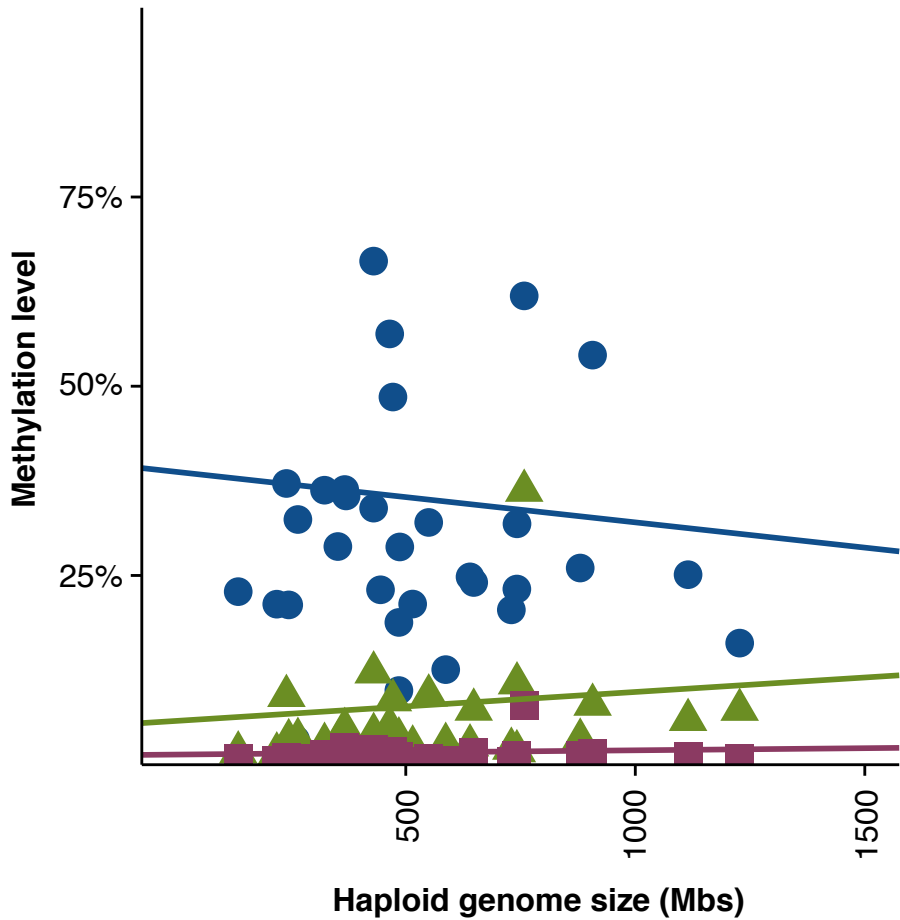

**Figure S10:** Methylation profile and gene distribution for chromosome 1, scaffold 1 or largest scaffold for each species. For scaffolds <10Mbs, window size is 10kbs, all others are 100 kbs windows.

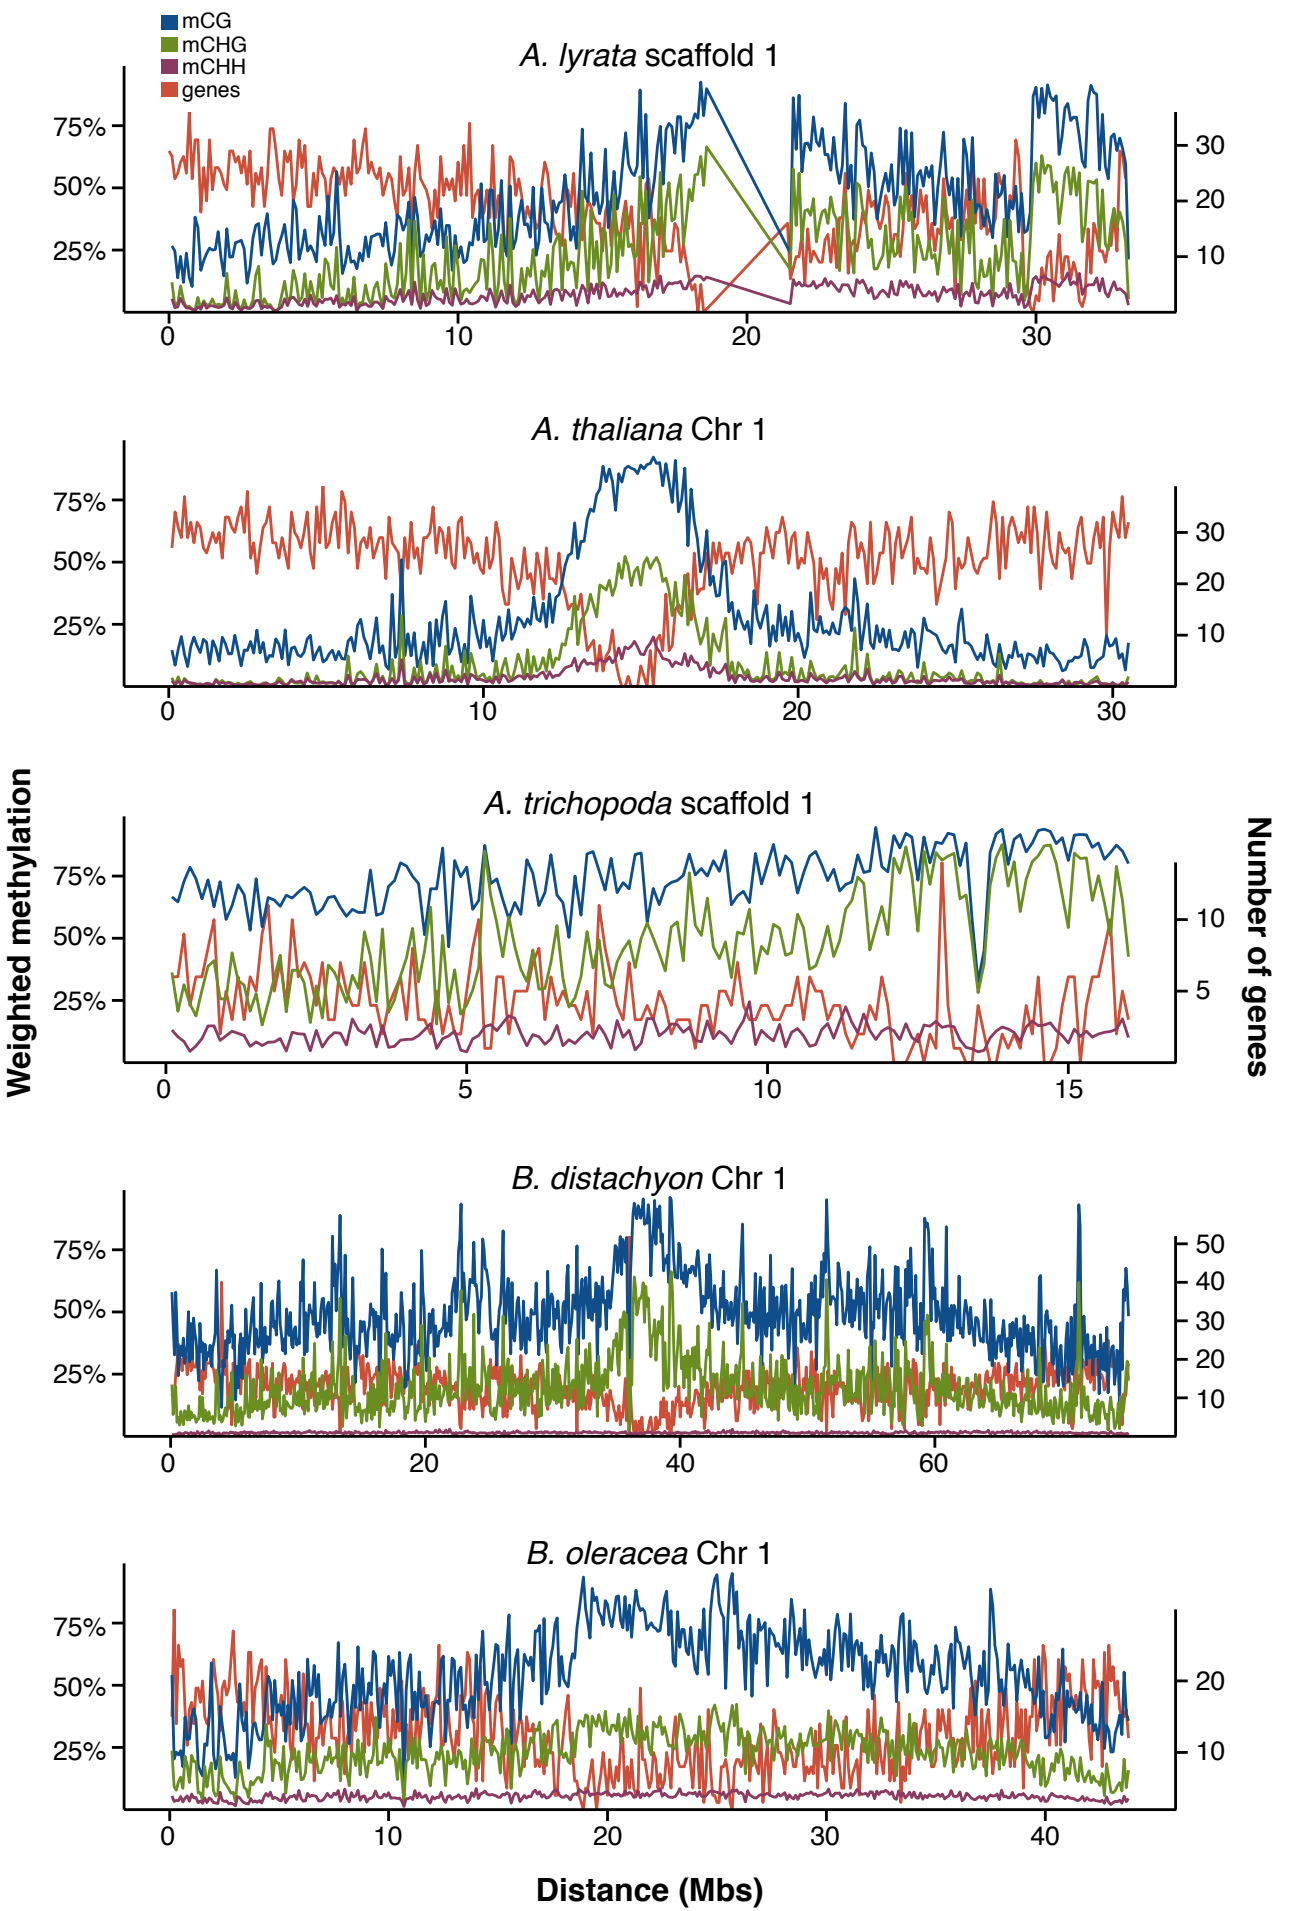

■ mCG  
■ mCHG  
■ mCHH  
■ genes

*B. rapa* Chr 1

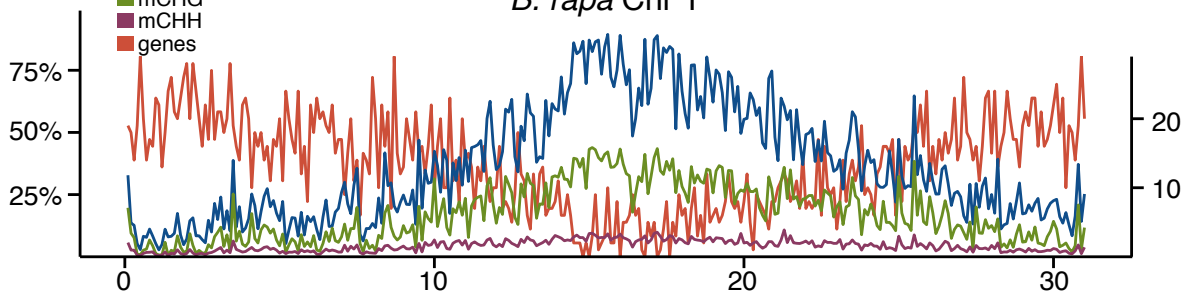

*B. vulgaris* Chr 1

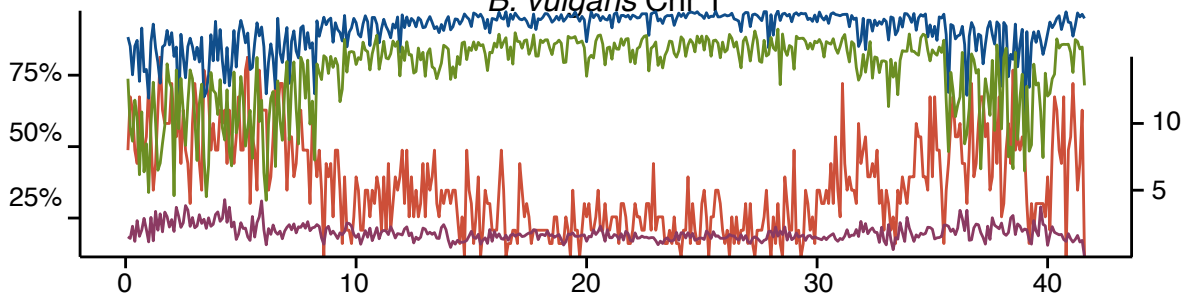

*C. clementina* scaffold 1

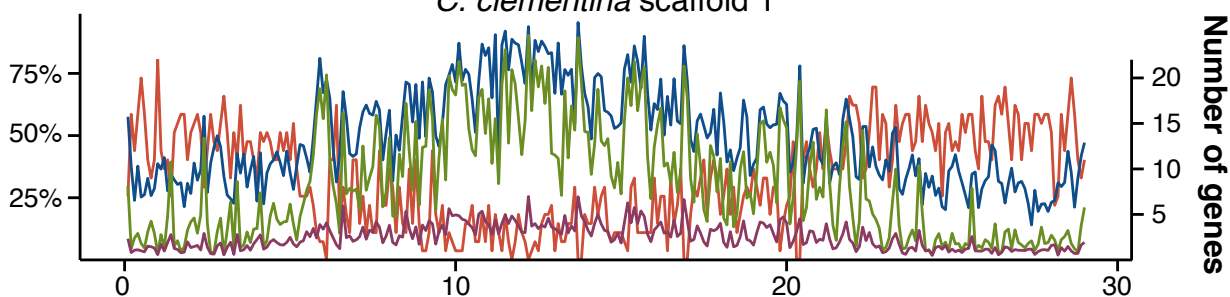

*C. rubella* scaffold 1

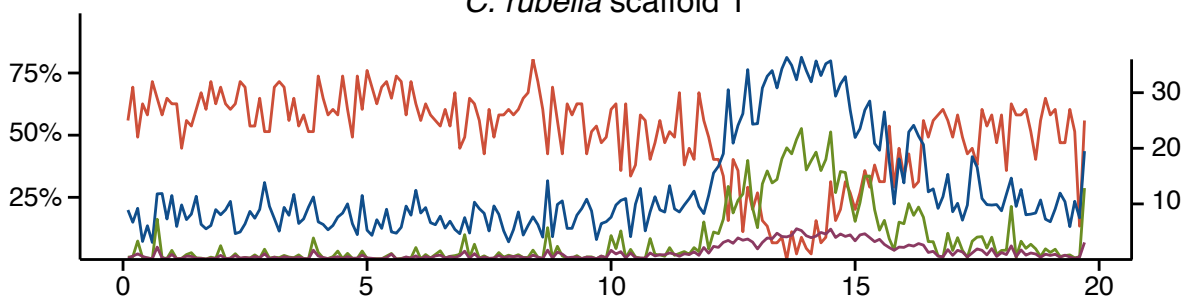

*C. sativa* scaffold 160

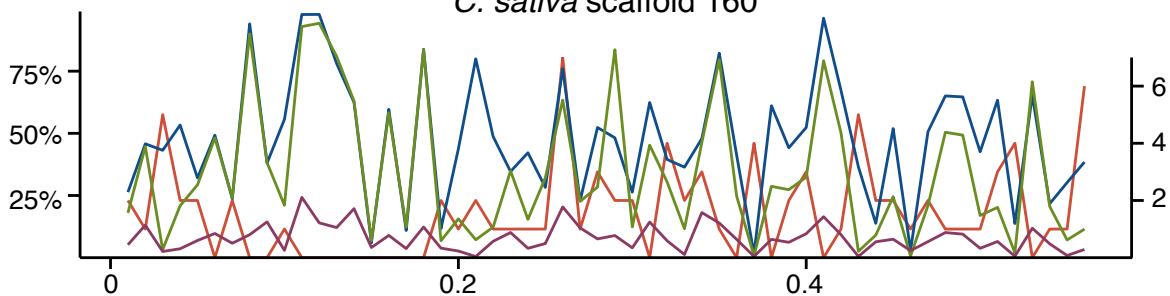

Distance (Mbs)

■ mCG  
■ mCHG  
■ mCHH  
■ genes

*C. sativus* scaffold 2229

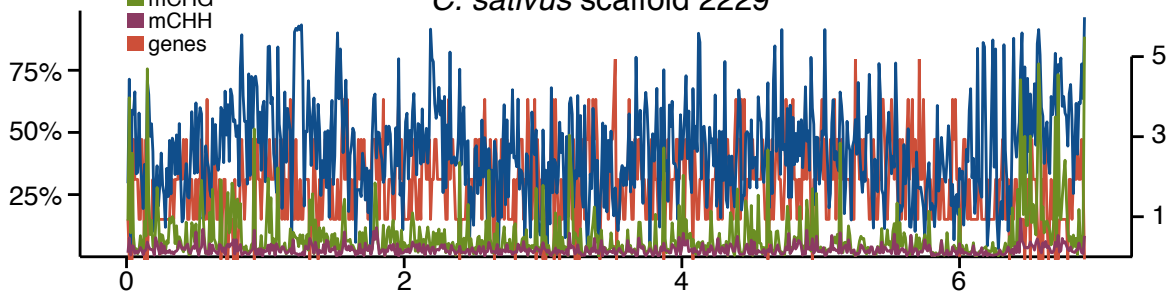

*E. grandis* scaffold 1

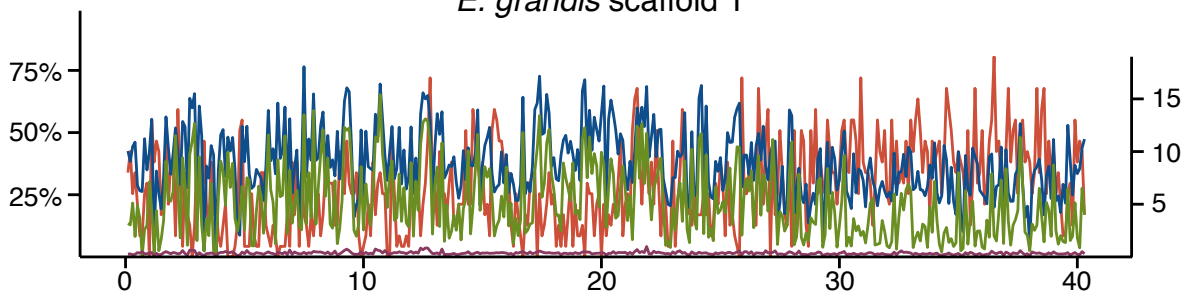

*E. salsgineum* scaffold 1

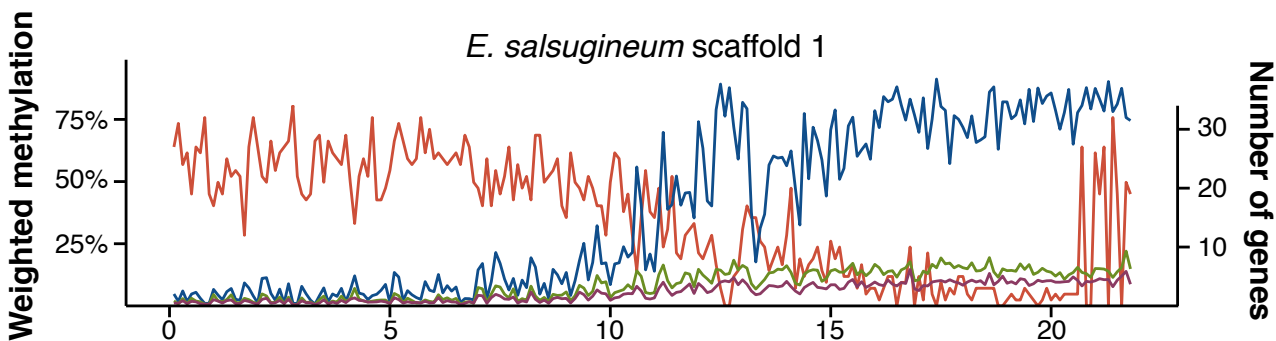

*F. vesca* Chr 1

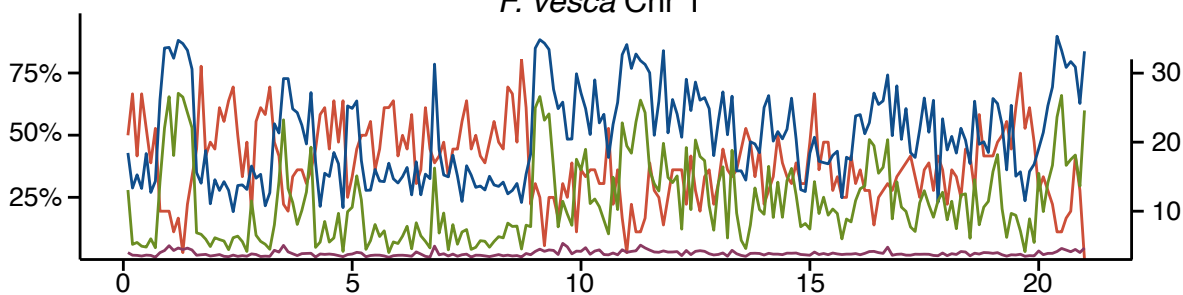

*G. max* Chr 1

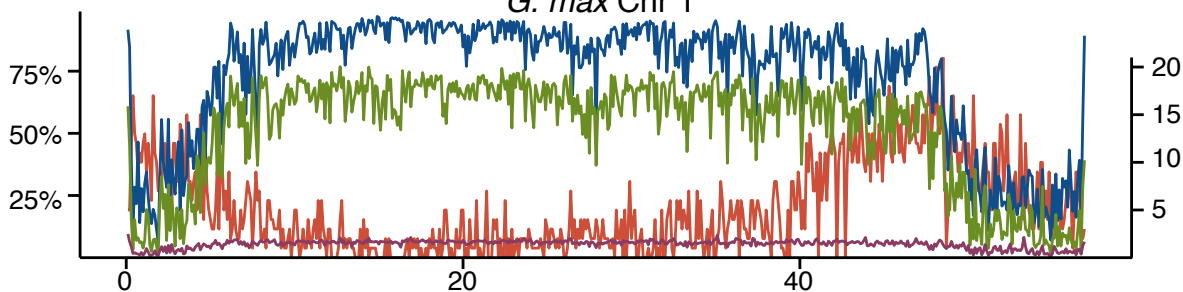

Distance (Mbs)

■ mCG  
■ mCHG  
■ mCHH  
■ genes

*G. raimondii* Chr 1

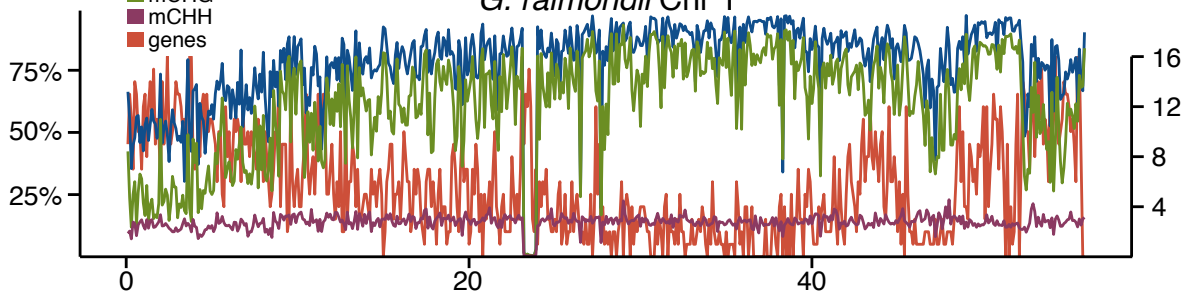

*L. japonicus* scaffold 1

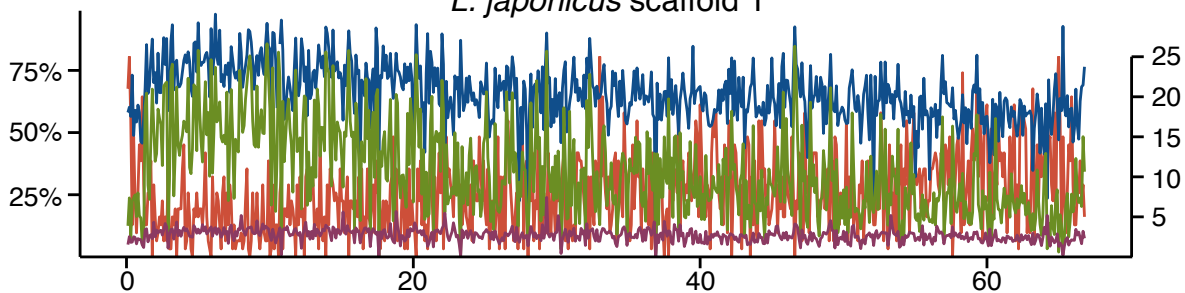

*M. domestica* scaffold 3100

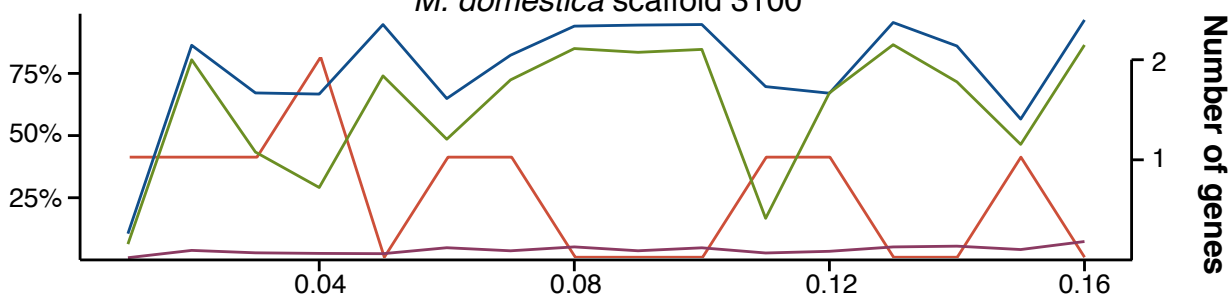

*M. esculenta* scaffold 8265

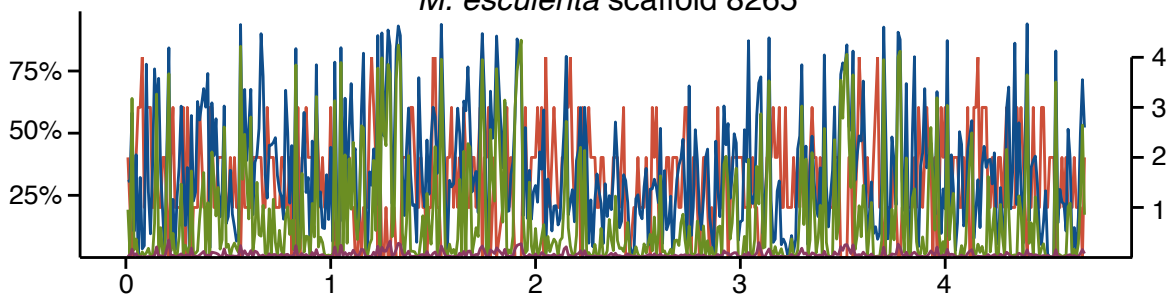

*M. guttatus* scaffold 1

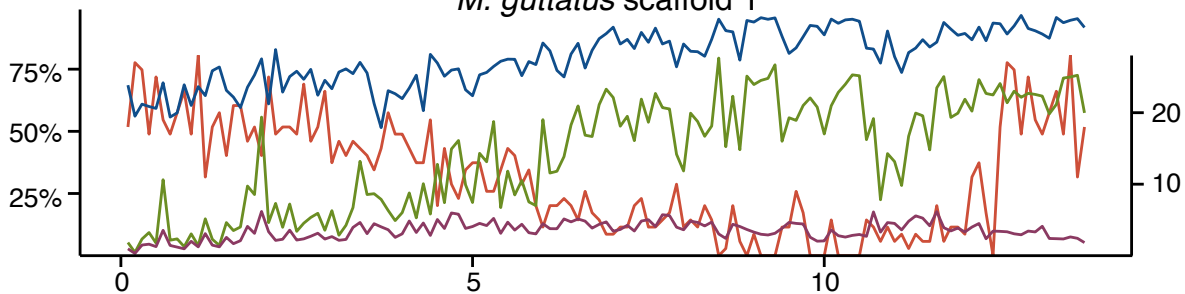

Distance (Mbs)

■ mCG  
■ mCHG  
■ mCHH  
■ genes

*M. truncatula* Chr 1

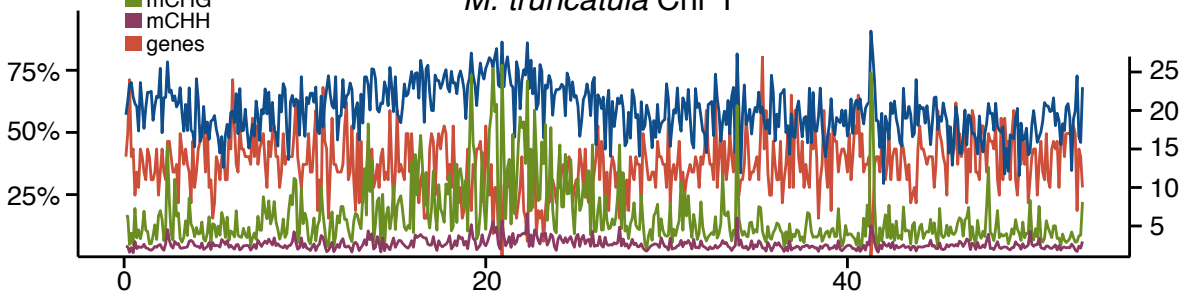

*O. sativa* Chr 1

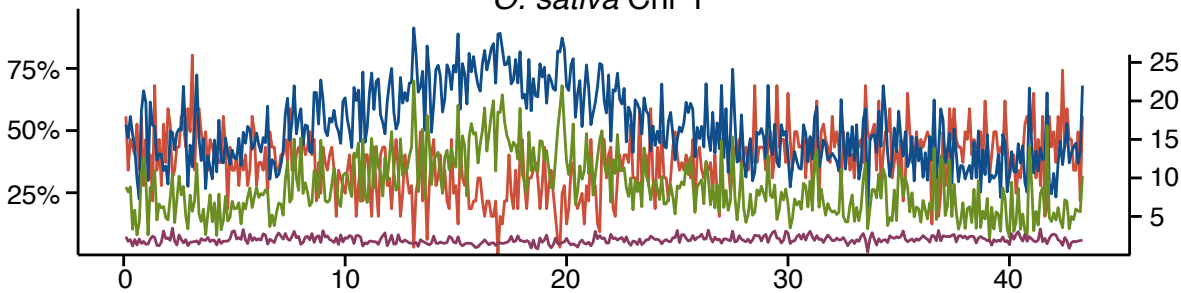

*P. hallii* scaffold 1

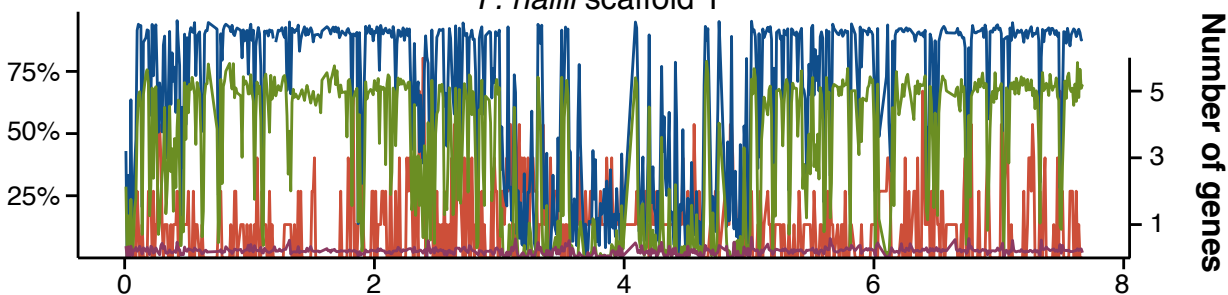

*P. persica* Chr 1

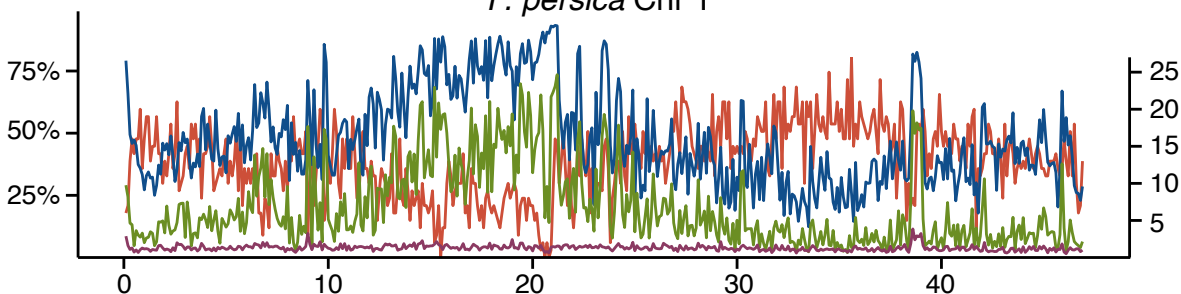

*P. trichocarpa* Chr 1

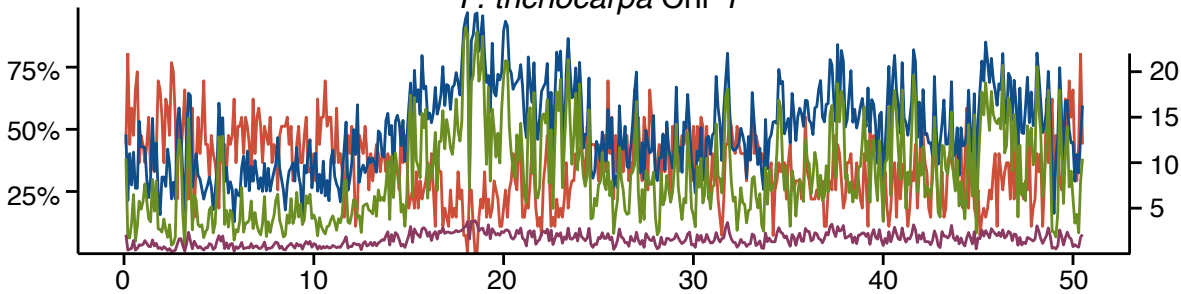

Distance (Mbs)

■ mCG  
■ mCHG  
■ mCHH  
■ genes

*P. virgatum* Chr 1A

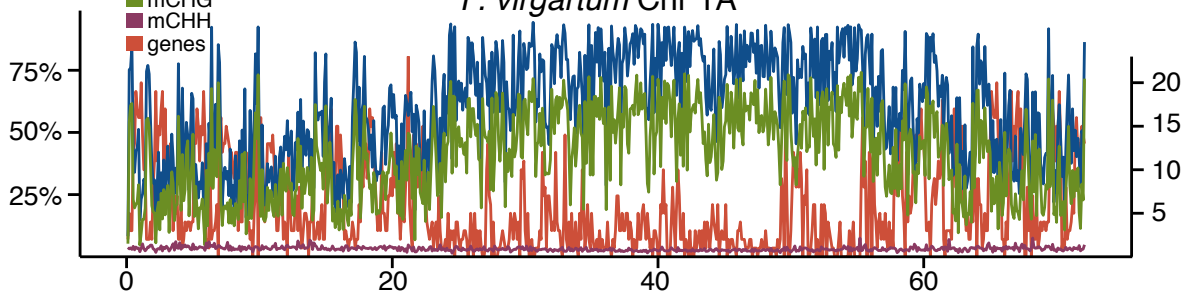

*P. vulgaris* Chr 1

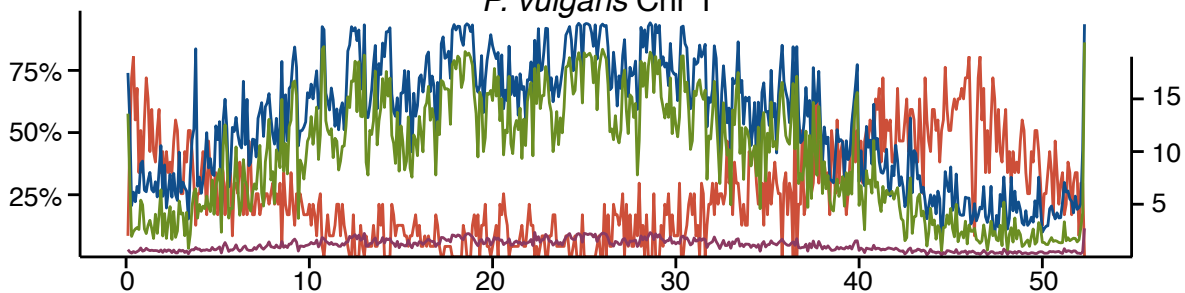

*R. communis* scaffold 15472

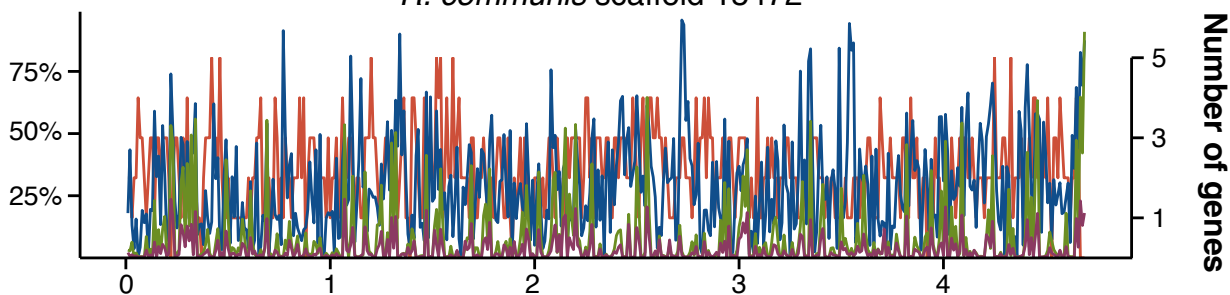

*S. bicolor* Chr 1

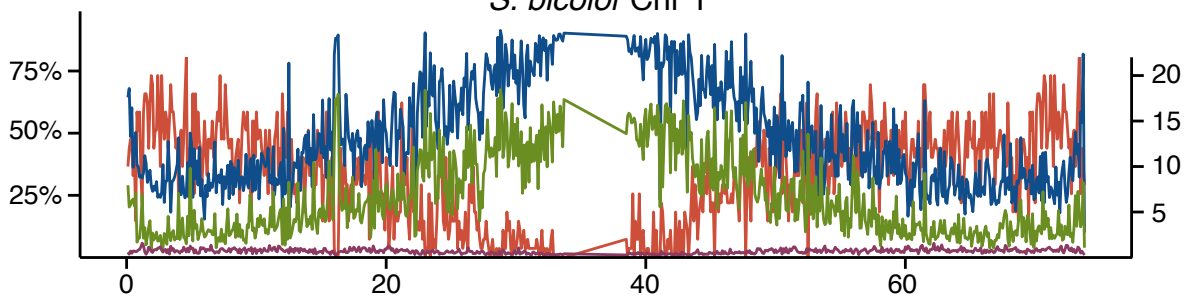

*S. lycopersicum* Chr 1

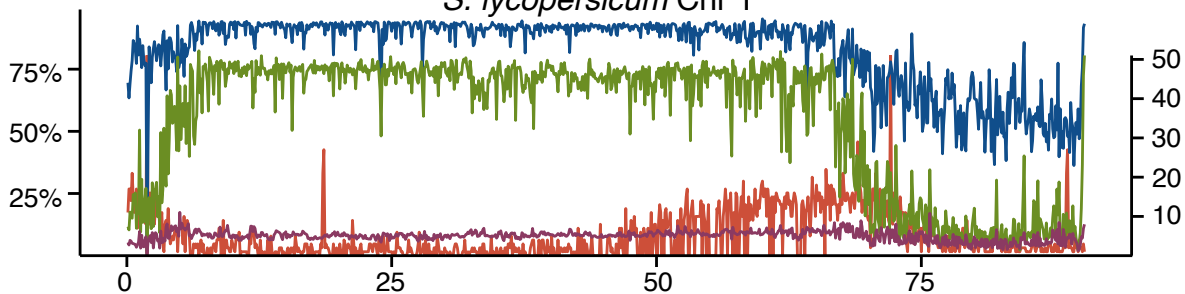

Distance (Mbs)

■ mCG  
■ mCHG  
■ mCHH  
■ genes

*S. viridis* Chr 1

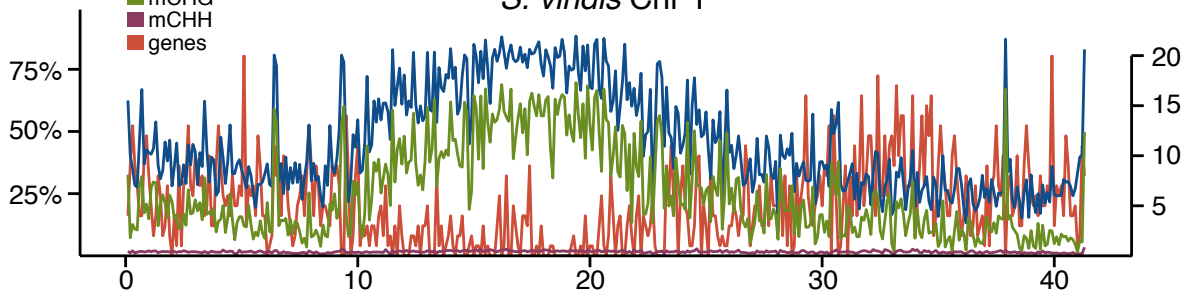

*T. cacao* scaffold 1

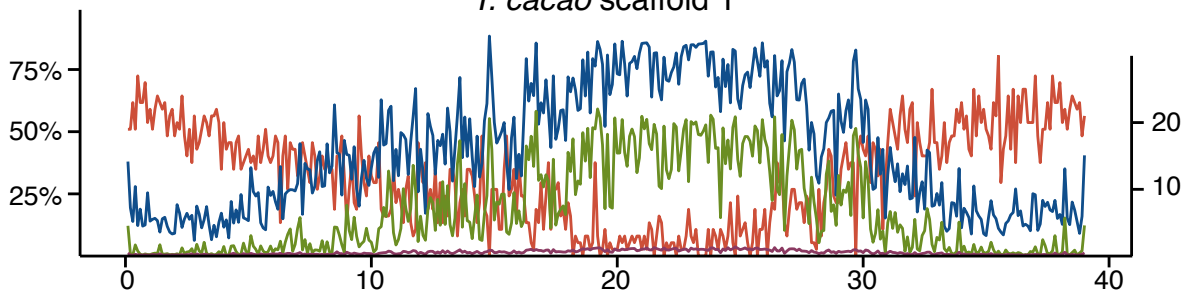

*V. vinifera* Chr 1

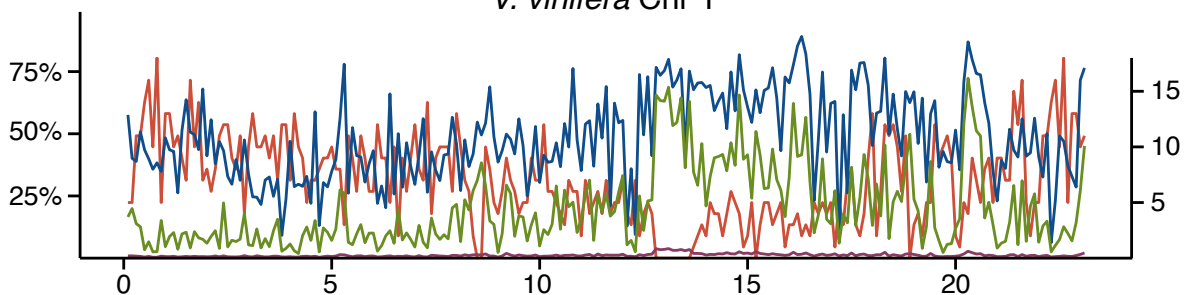

*Z. mays* Chr 1

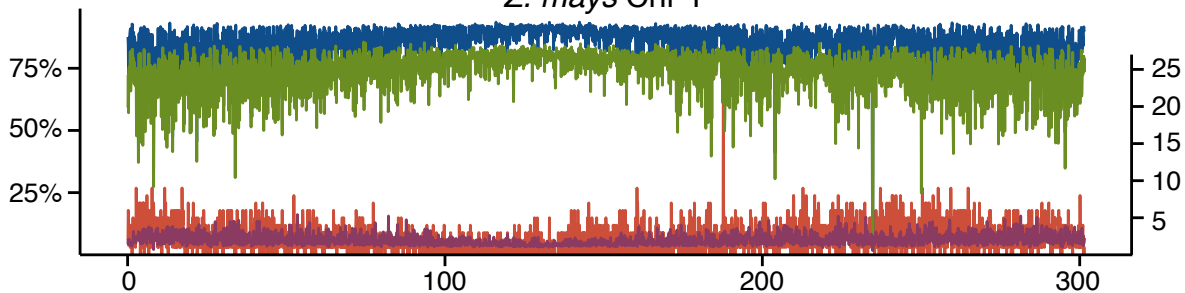

Number of genes

Distance (Mbs)

# Supplementary material for: Widespread natural variation of DNA methylation within angiosperms
**Source:** Genome Biol. 2016 Sep 27;17:194. doi: 10.1186/s13059-016-1059-0

**Figure S11:** Methylation level and length in base pairs for **(A)** mCG regions, **(B)** mCHG regions, **(C)** and mCHH regions.

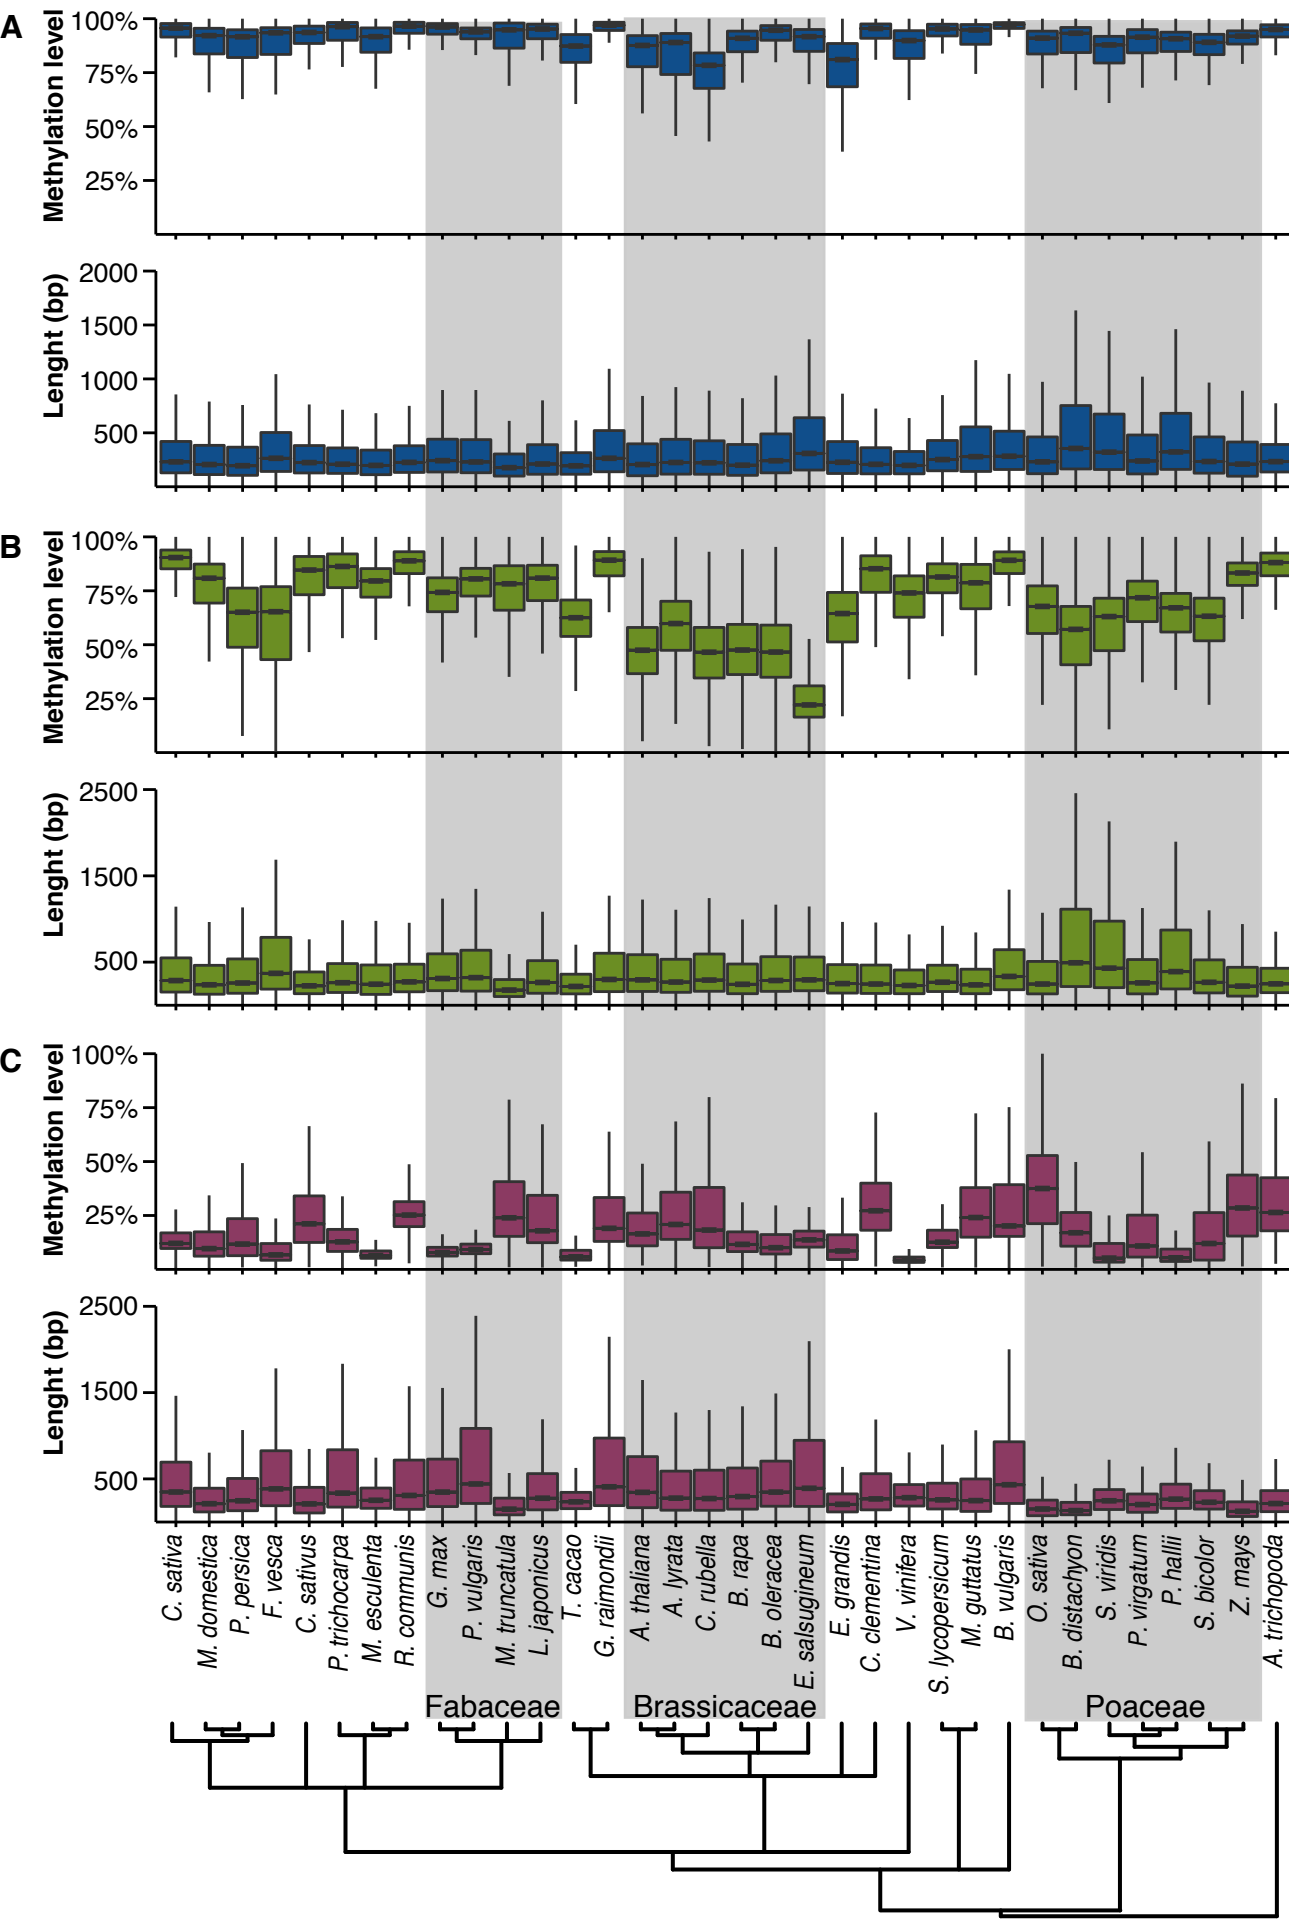

**Figure S12:** Size in base pairs of mCG, mCHG, and mCHH regions for each species based on the methylation levels of those regions: < 5%, 5-15%, 15-25%, > 25%.

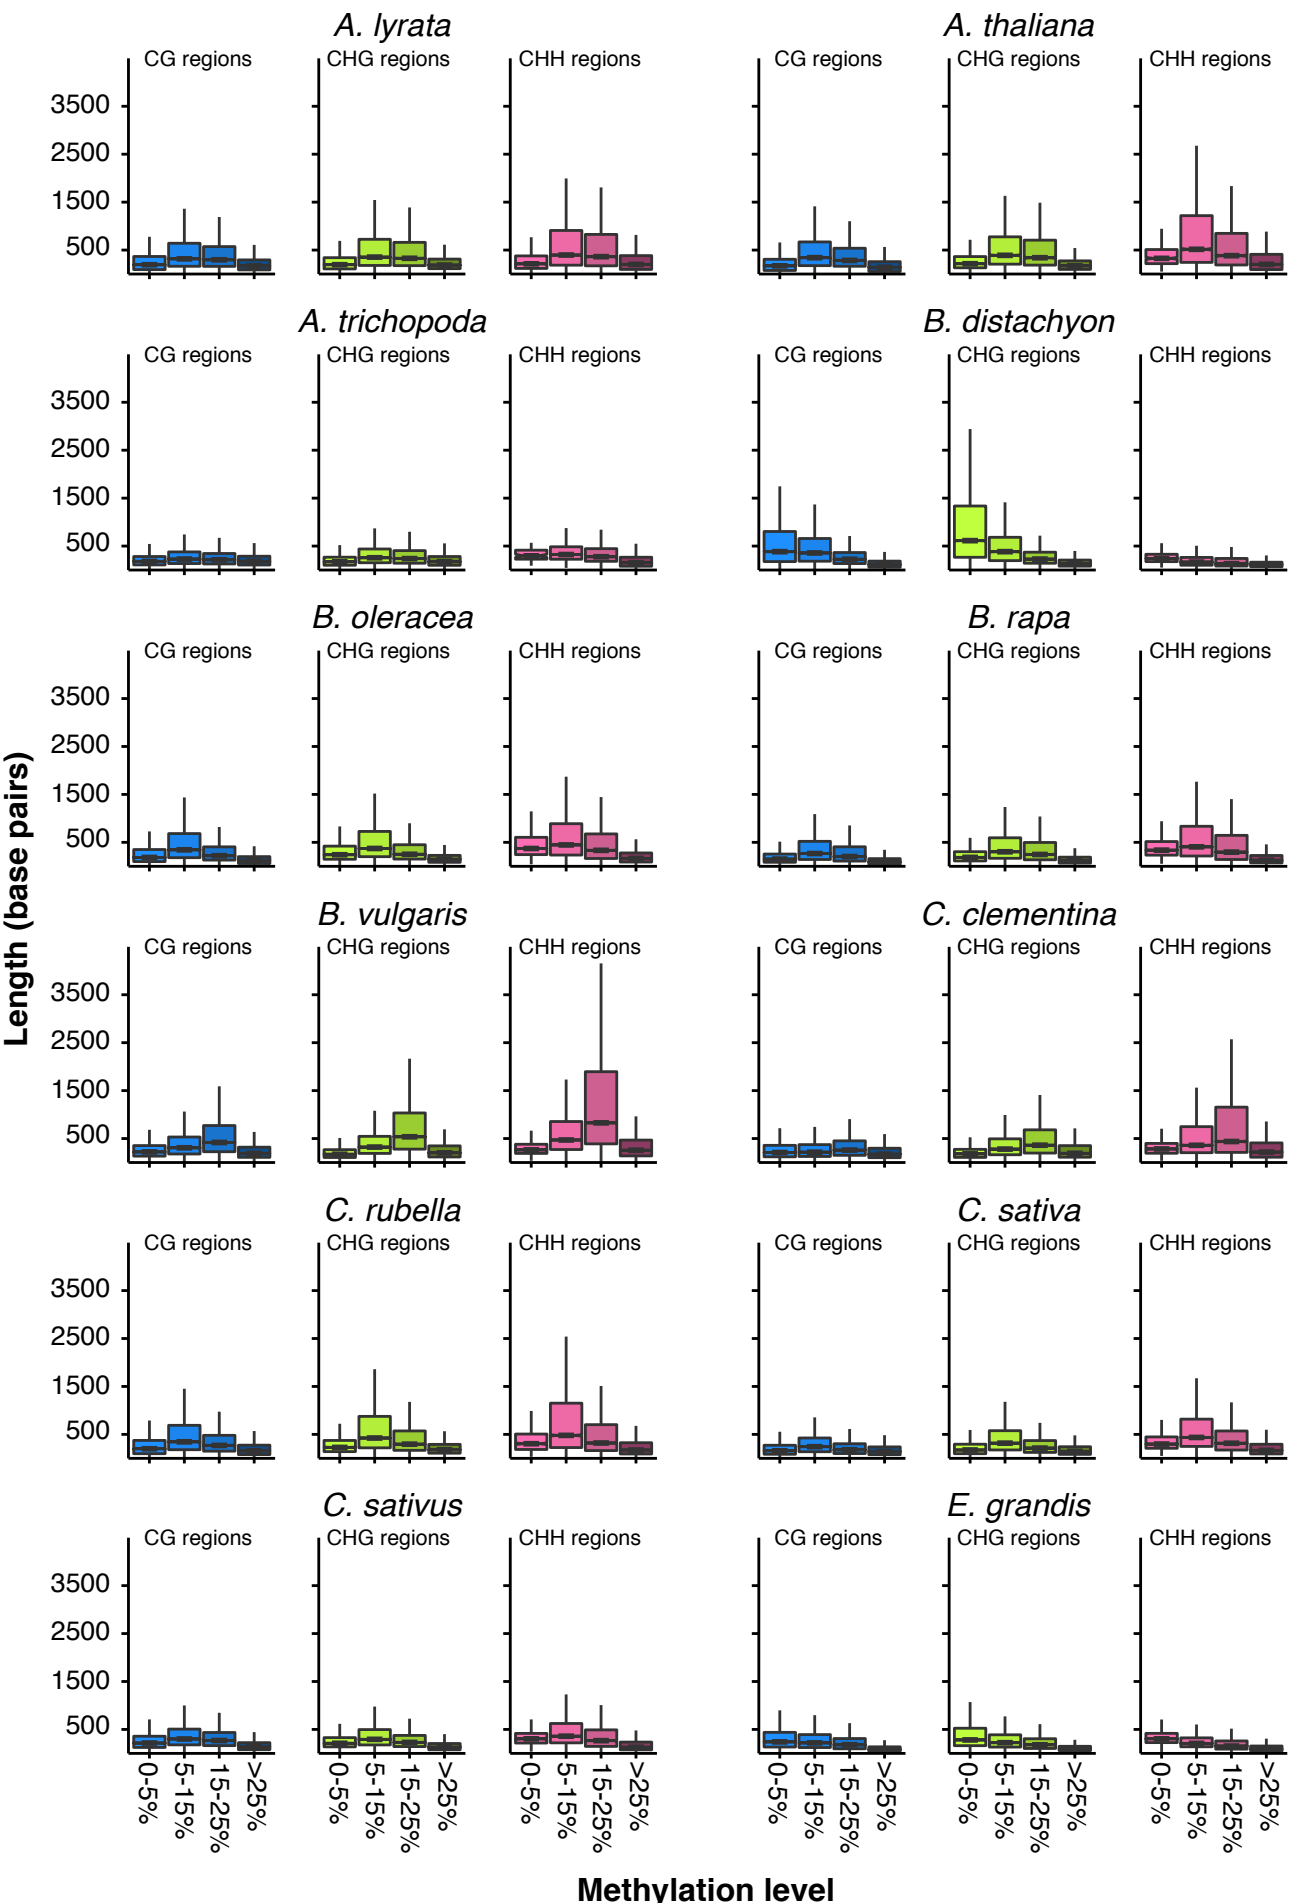

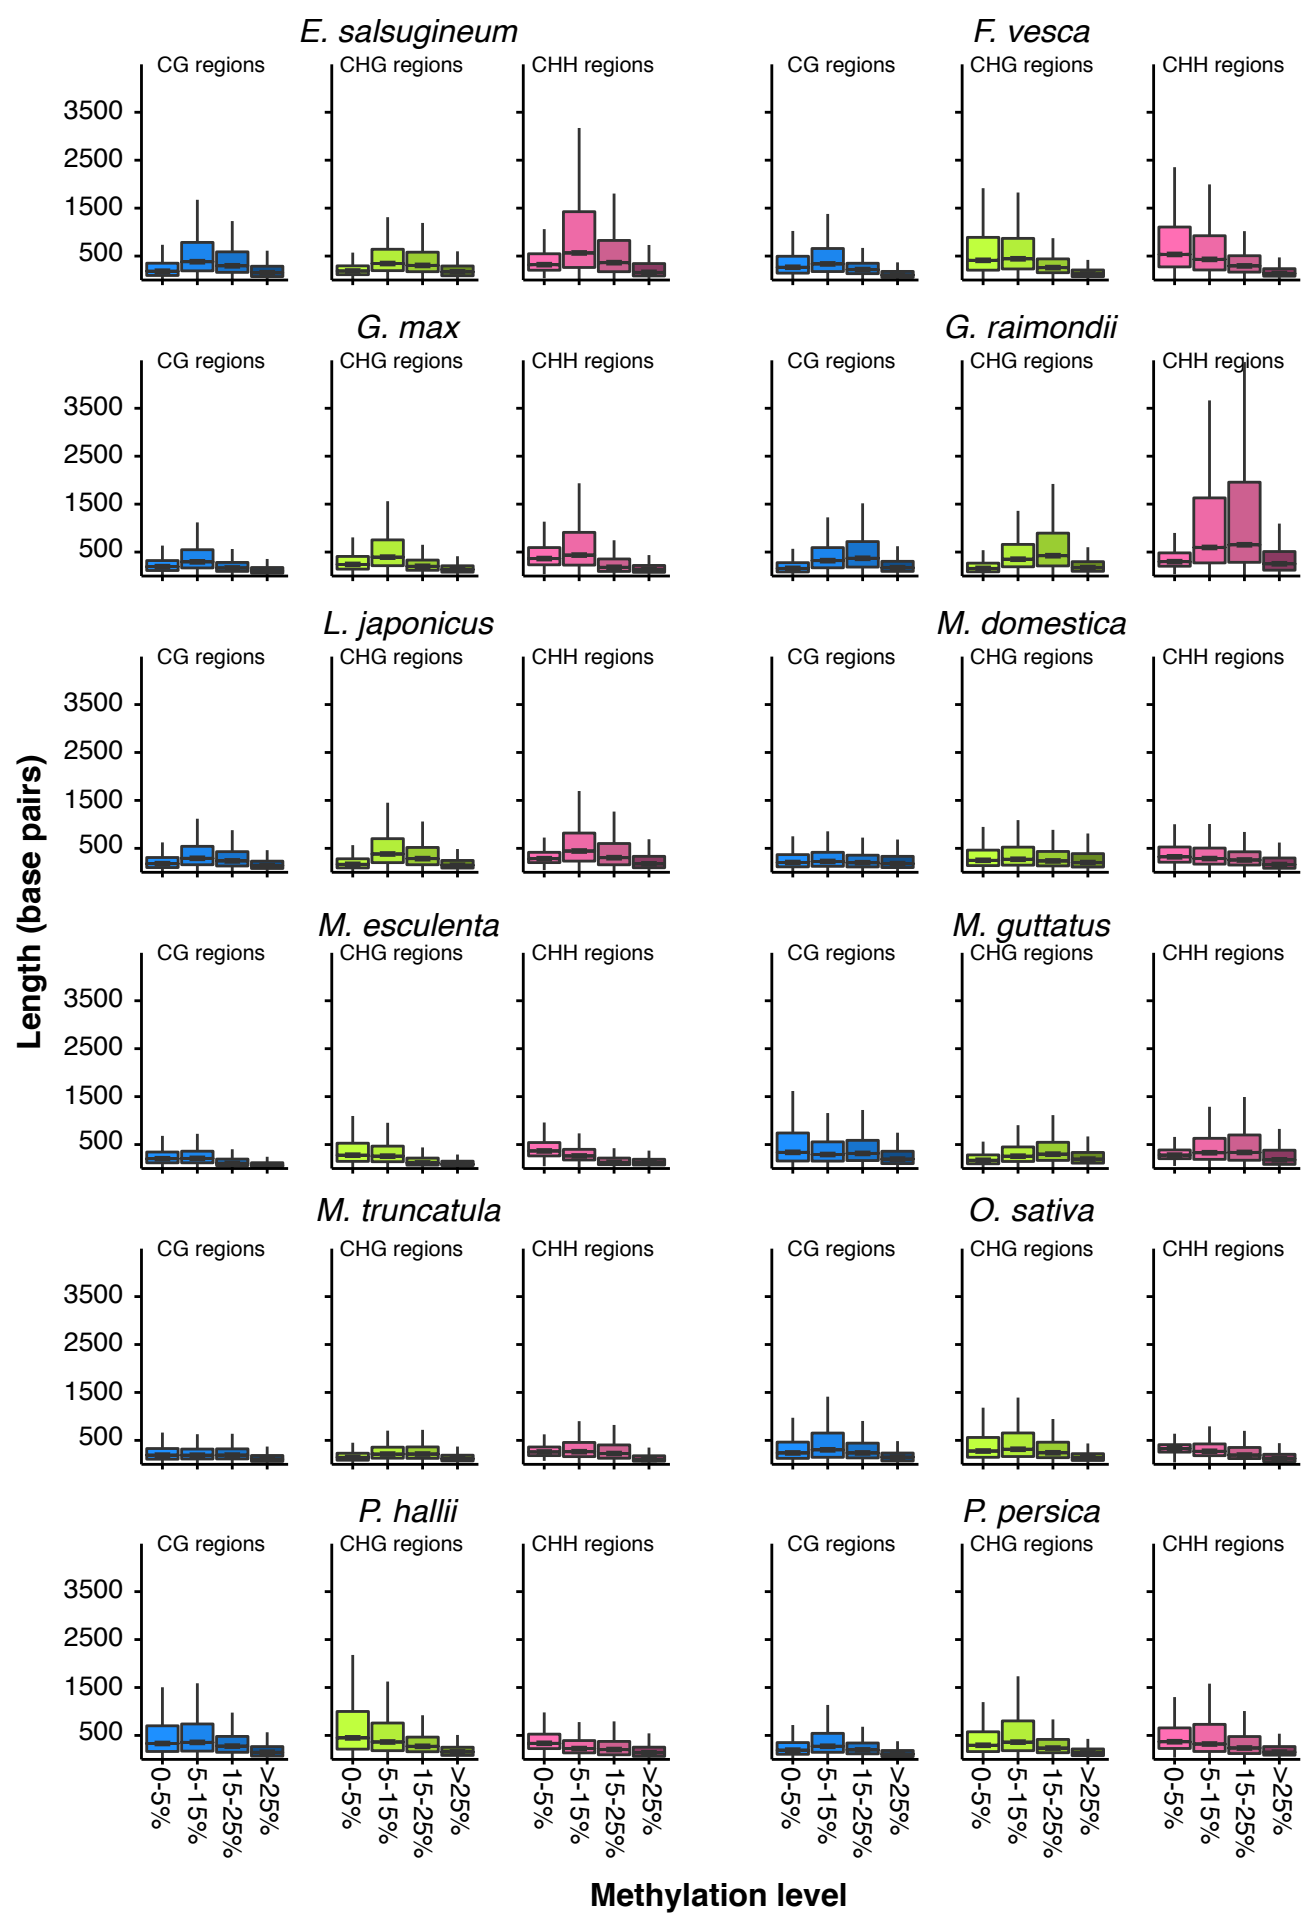

Length (base pairs)

*P. trichocarpa*

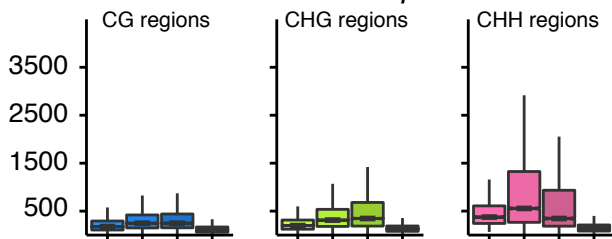

*P. vulgaris*

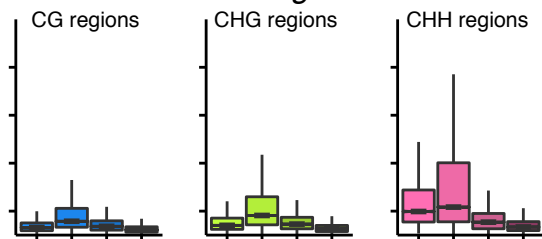

*P. virgatum*

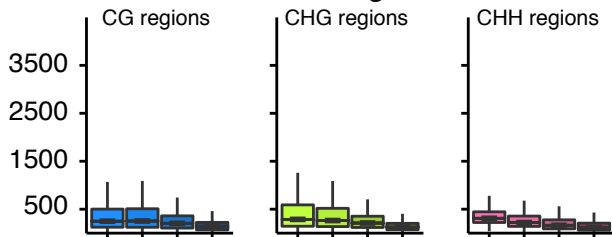

*R. communis*

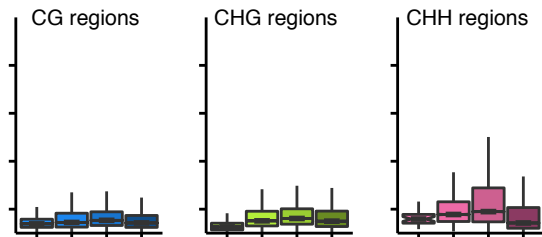

*S. bicolor*

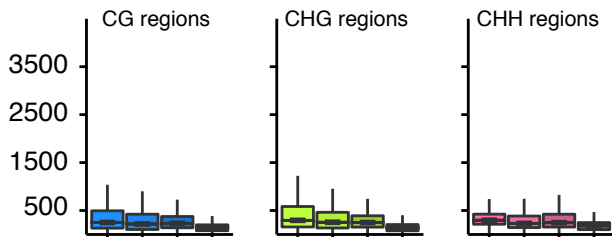

*S. lycopersicum*

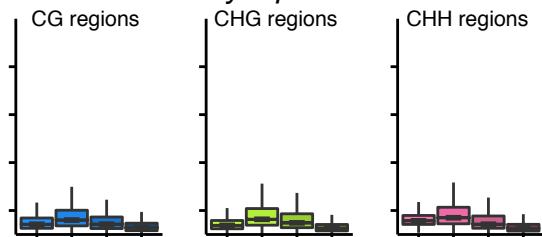

*S. viridis*

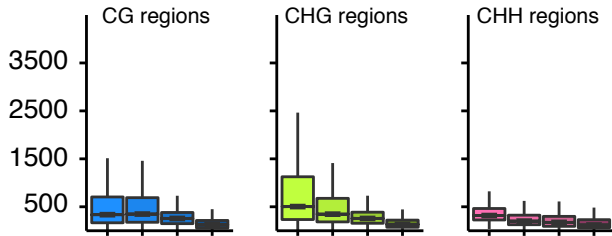

*T. cacao*

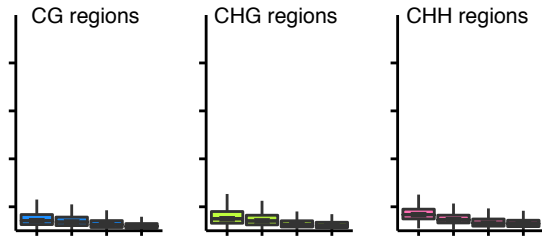

*V. vinifera*

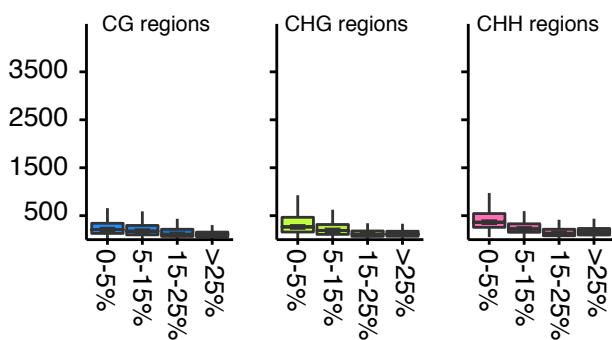

*Z. mays*

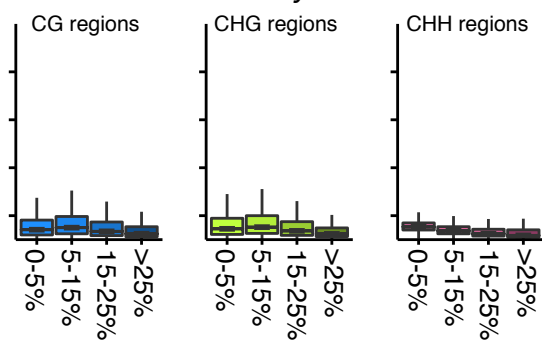

Methylation level

**Figure S13:** sRNA levels for each sRNA size class in mCHH regions for each species with sRNA data. mCHH regions are broken into four groups based on methylation level of that region: < 5% mCHH, 5-15% mCHH, 15-25% mCHH, > 25% mCHH.

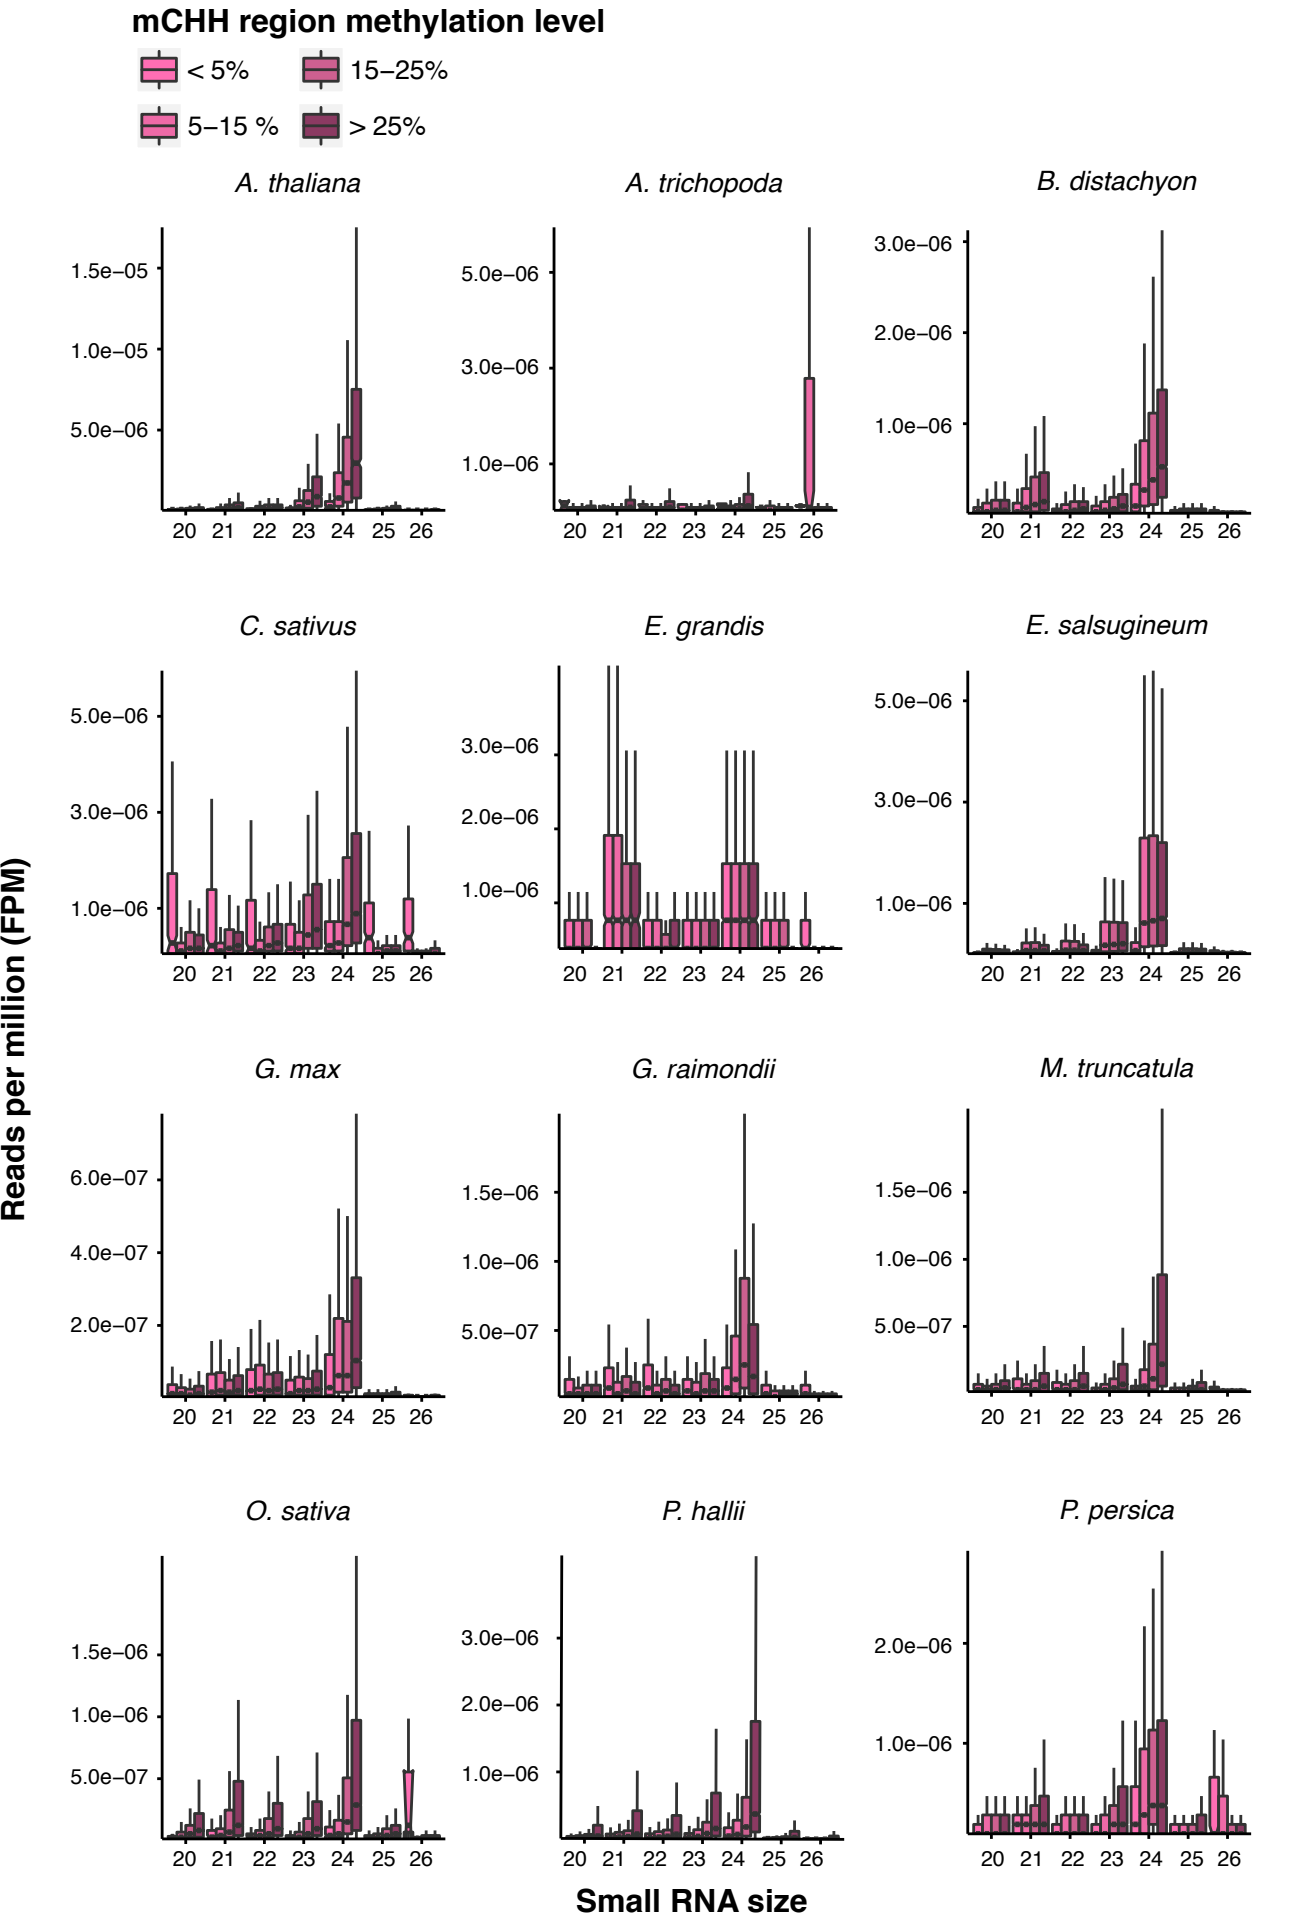

# mCHH region methylation level

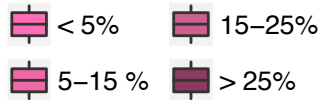

*P. trichocarpa*

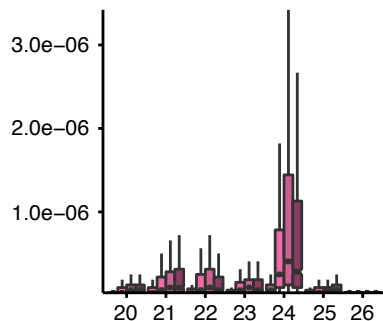

*R. communis*

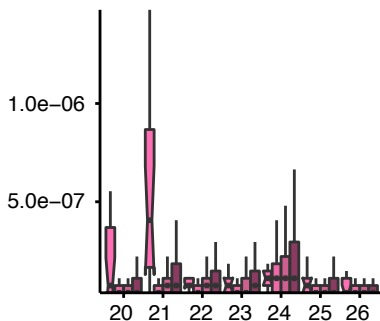

*S. bicolor*

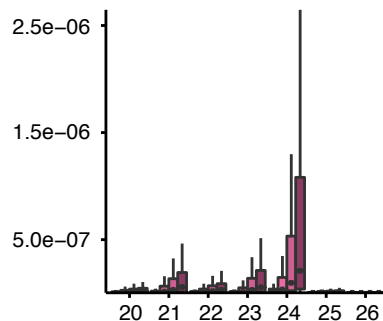

*S. lycopersicum*

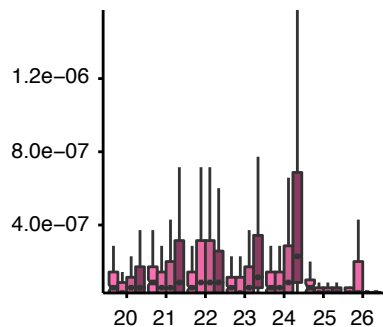

*V. vinifera*

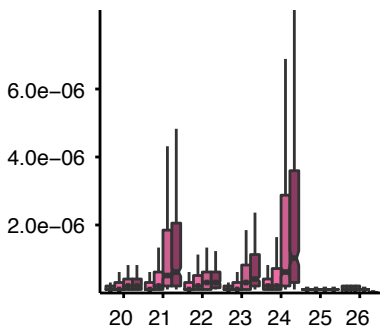

*Z. mays*

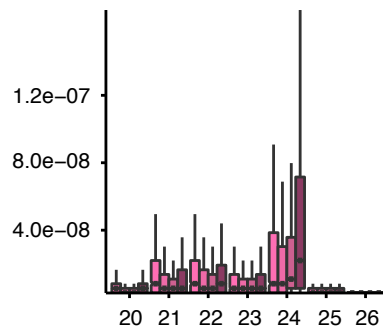

Small RNA size

**Figure S14:** mCHH regions were assigned to quartiles based on 24nt siRNA levels and the distribution of their lengths plotted. 1st quartile = lowest 24nt siRNA level, 4th quartile = highest 24nt siRNA levels.

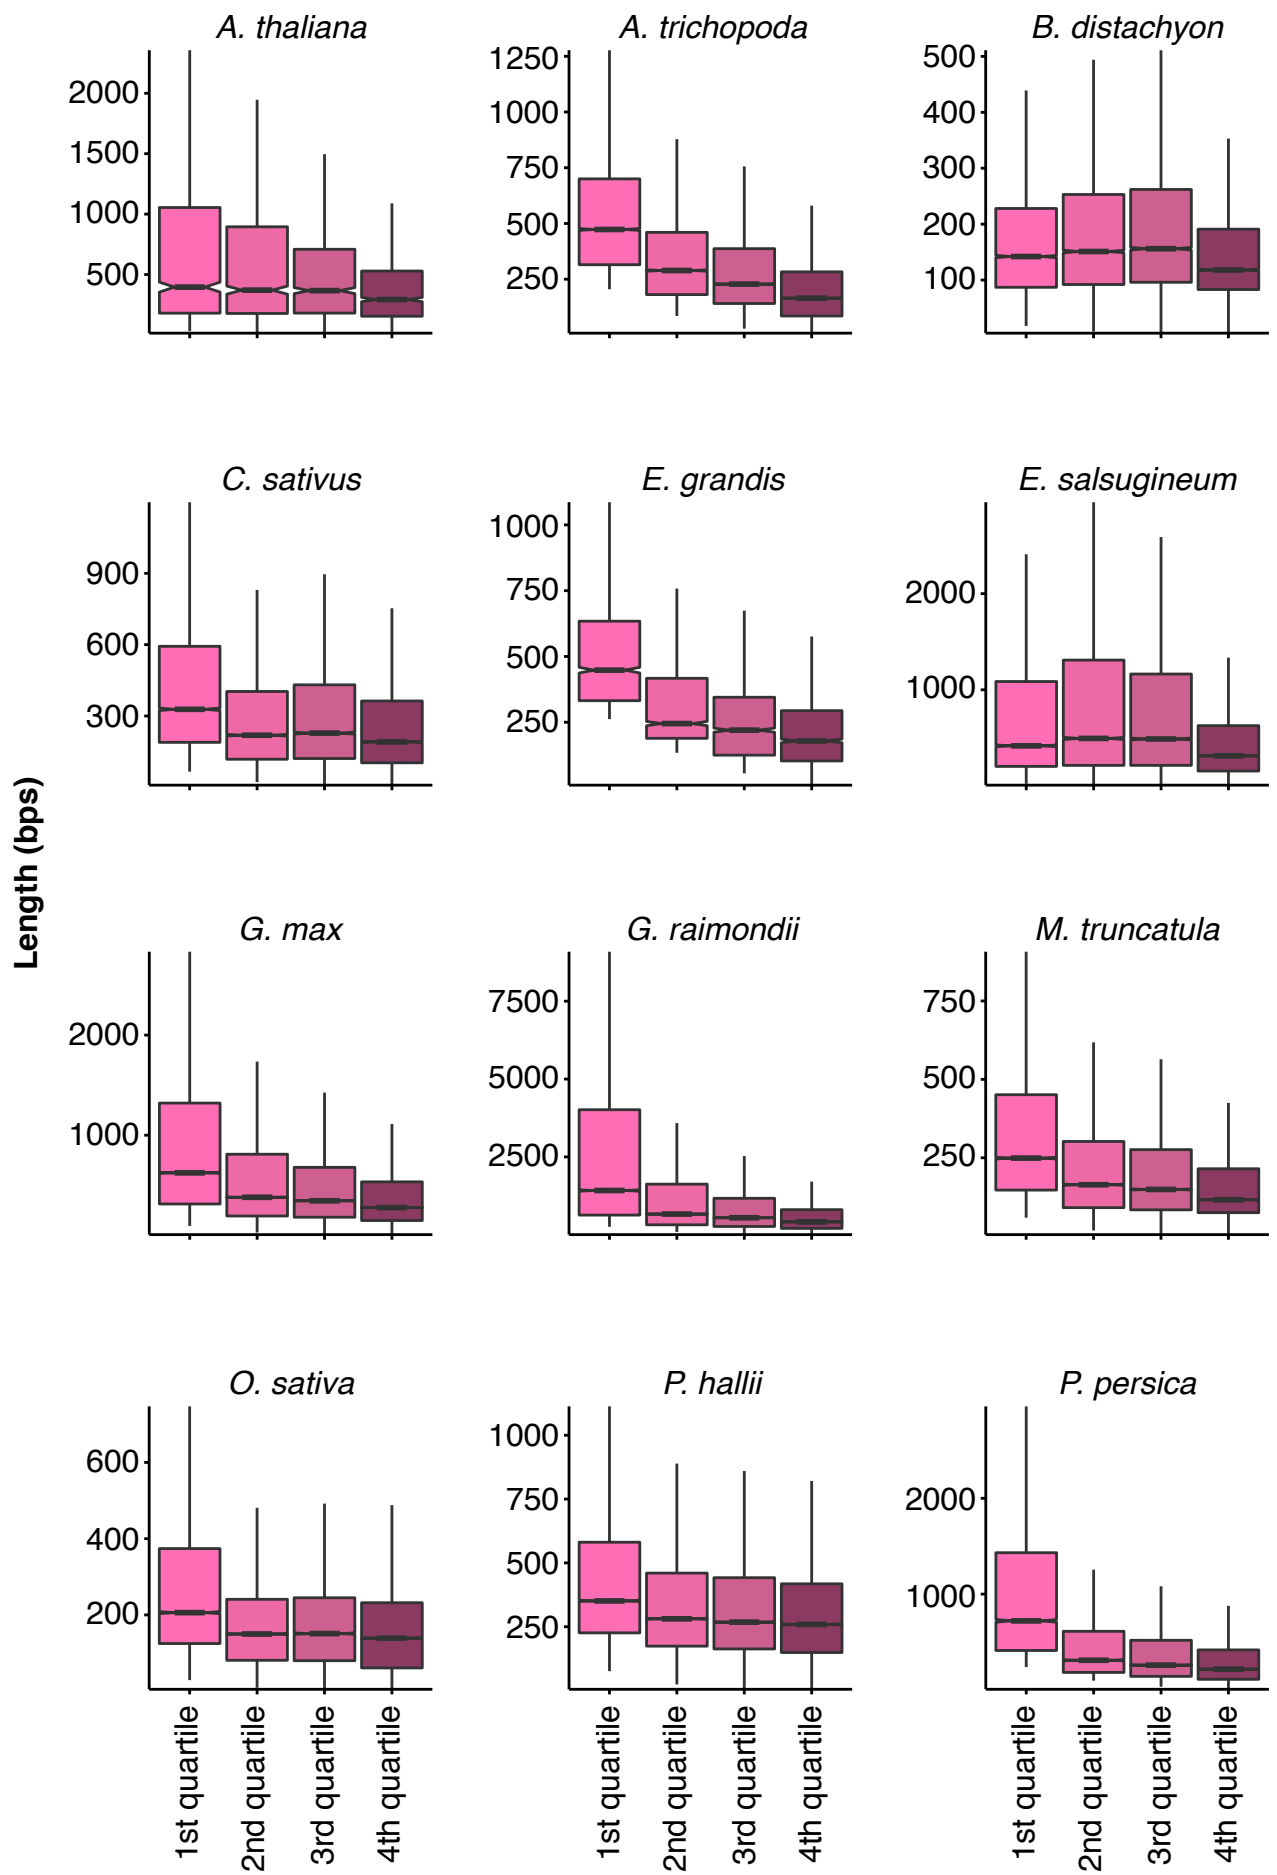

*P. tritihocarpa*

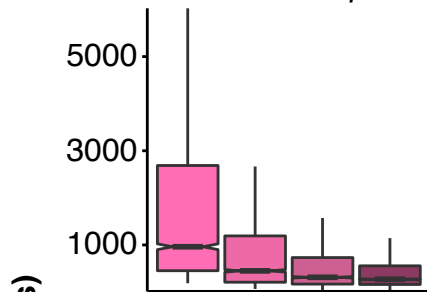

*R. communis*

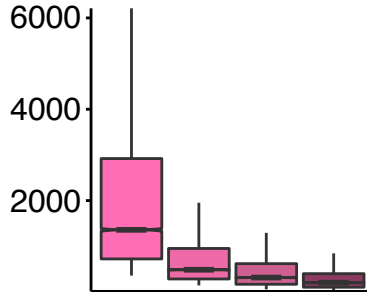

*S. bicolor*

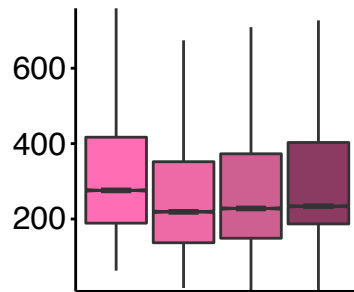

*S. lycopersicum*

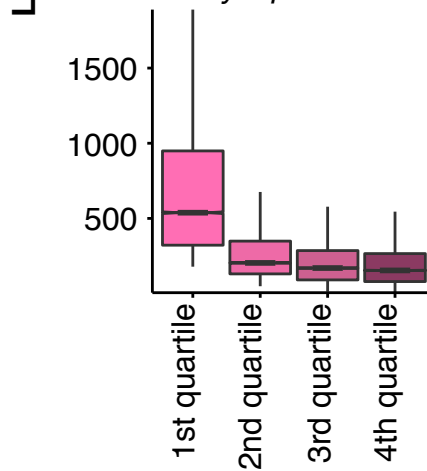

*V. vinifera*

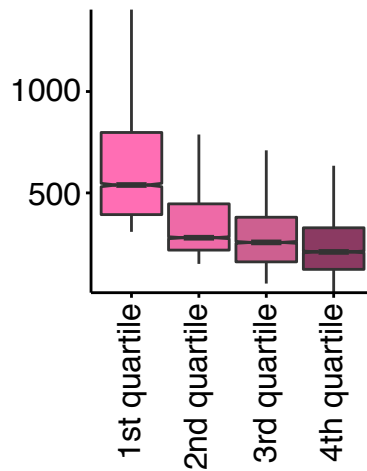

*Z. mays*

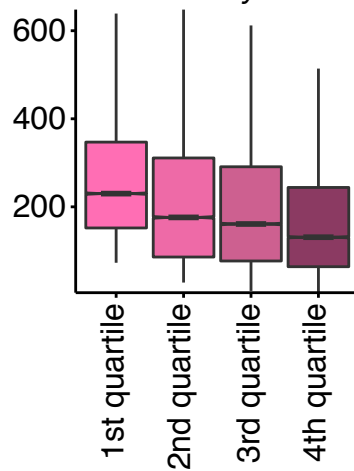

**Figure S15: (A)** mCG (blue), mCHG (green), mCHH (maroon) levels within CDS plotted against total number of repeats in the genome. **(B)** mCG (blue), mCHG (green), mCHH (maroon) levels within coding sequences (CDS) plotted against the percentage of genes with repeats within genes (UTR, CDS, and intron). **(C)** Percentage of genes with repeats plotted against total number of repeats in the genome.

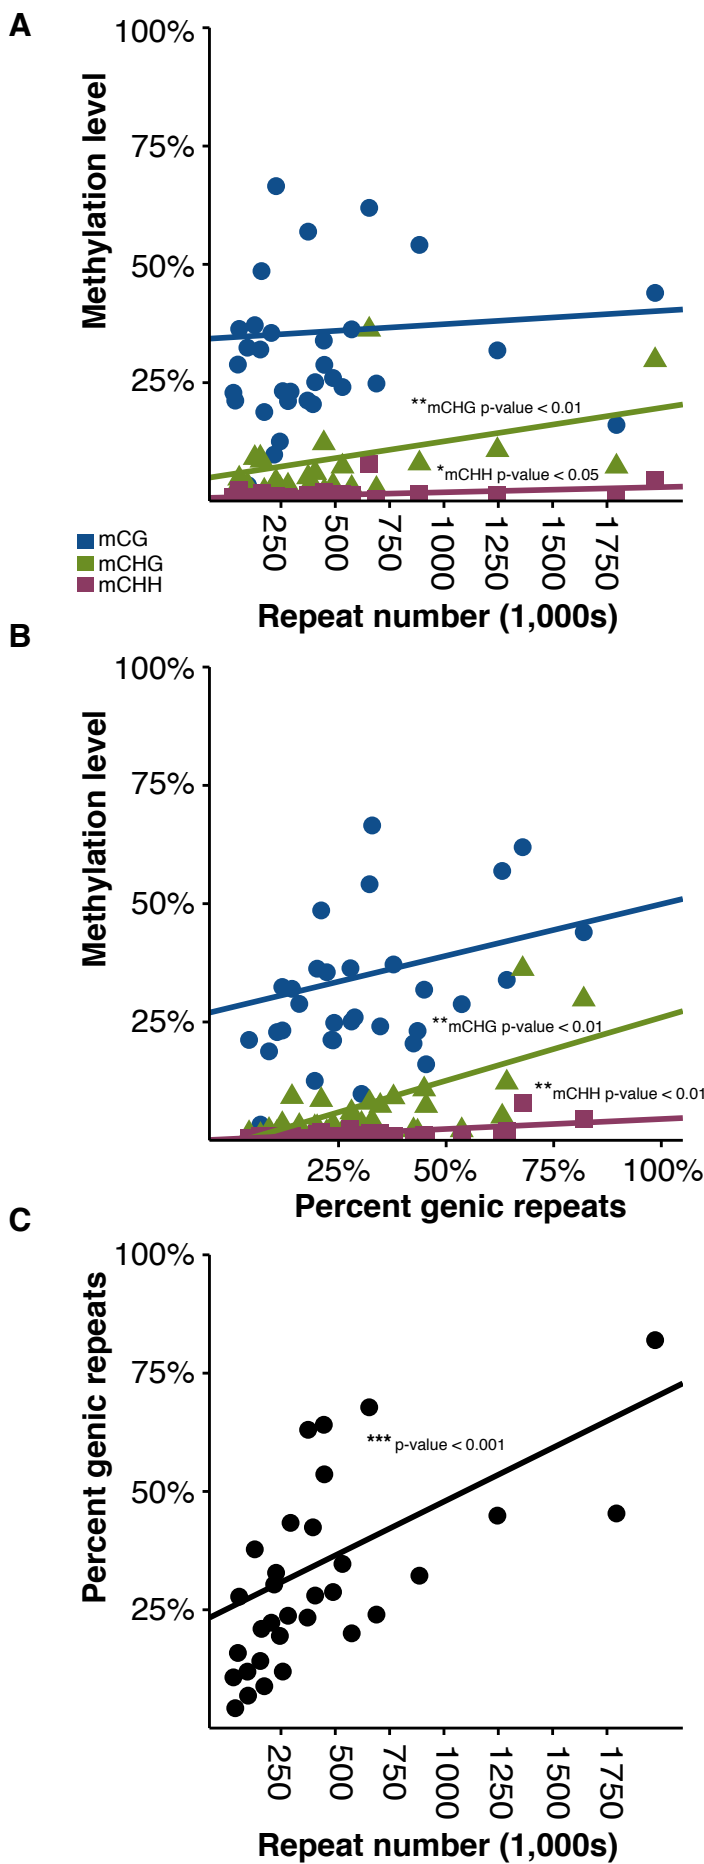

**Figure S16:** Methylation levels for mCG (blue), mCHG (green), and mCHH (maroon) upstream, across, and downstream of repeat sequences were plotted for all species with annotated repeats.

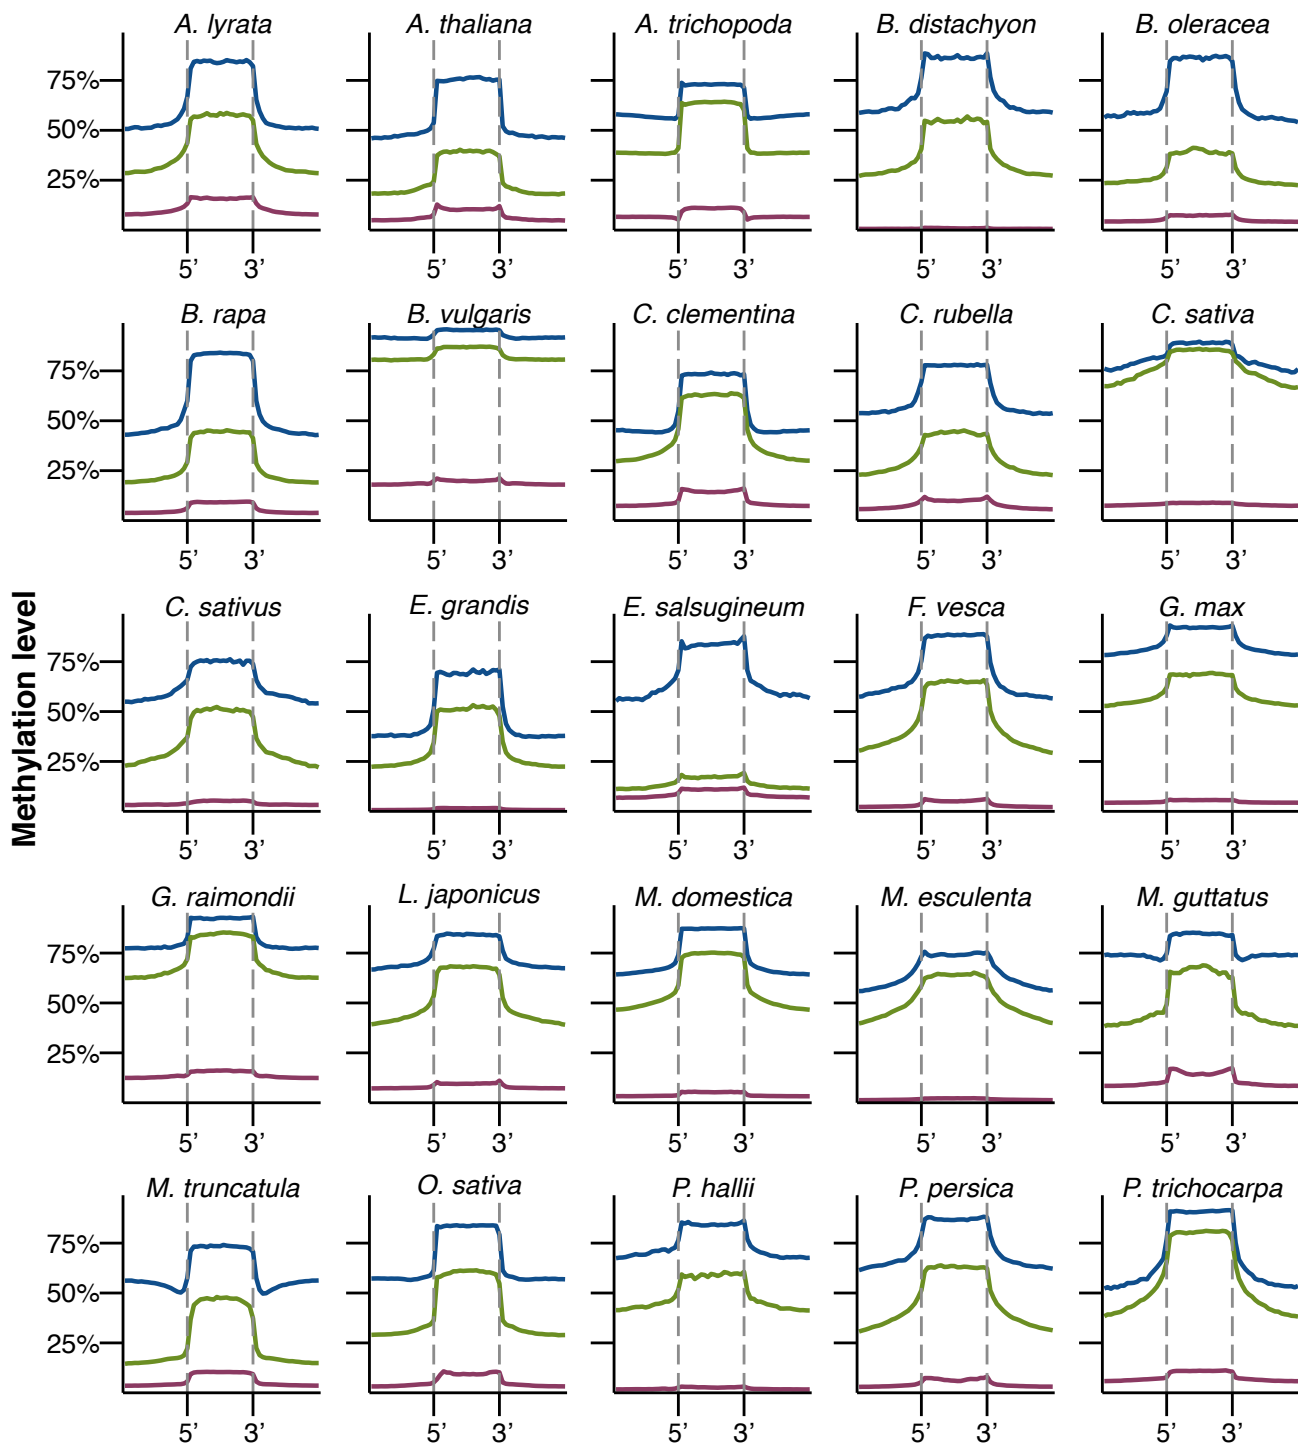

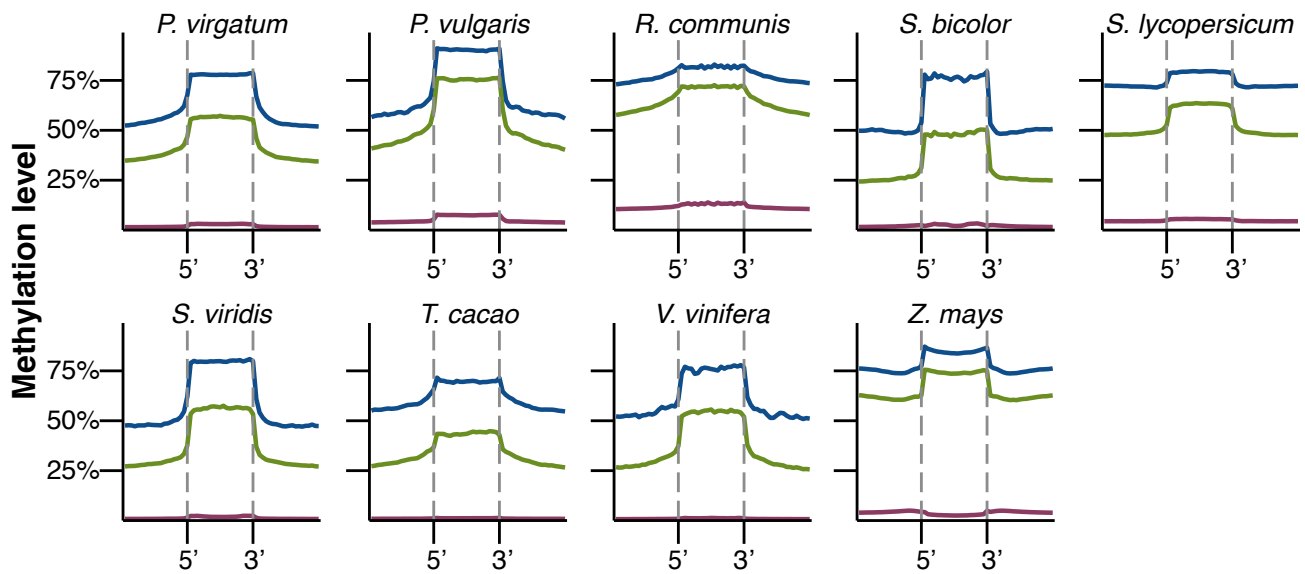

**Figure S17:** A binomial test was used to determine if a statistically significant number of methylated site within coding regions for each sequence context. Depending upon which contexts were methylated, genes were classified into one of four methylation classes. Browser screen shots of example genes from *F. vesca* are shown.

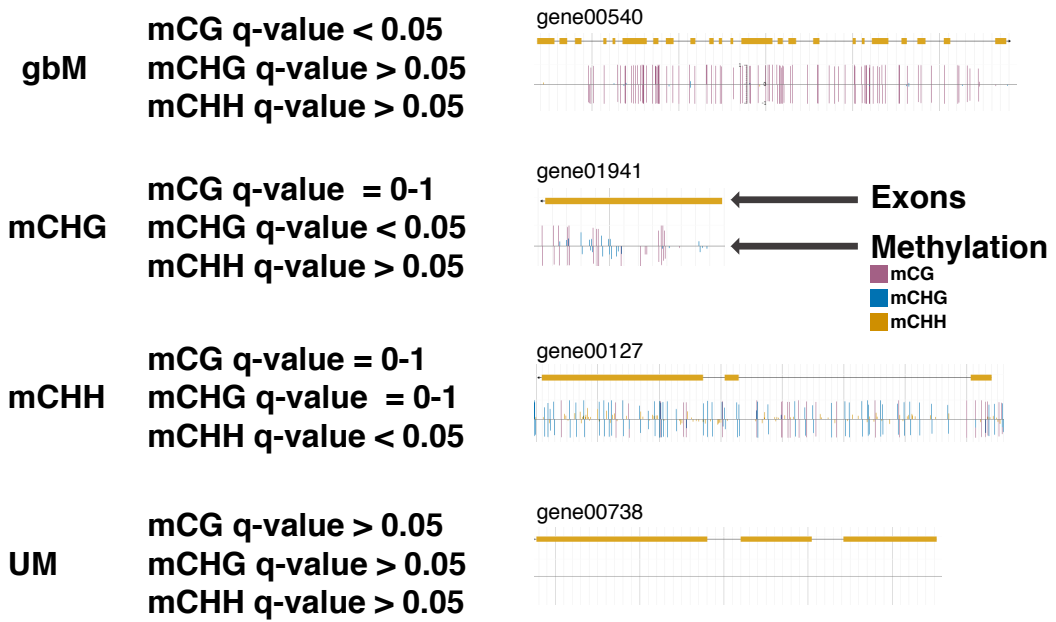

**Figure S18:** Methylation levels for mCG (blue), mCHG (green), and mCHH (maroon), upstream, across, and downstream for all genes, CG gbM genes, mCHG genes, and mCHH genes for all species.

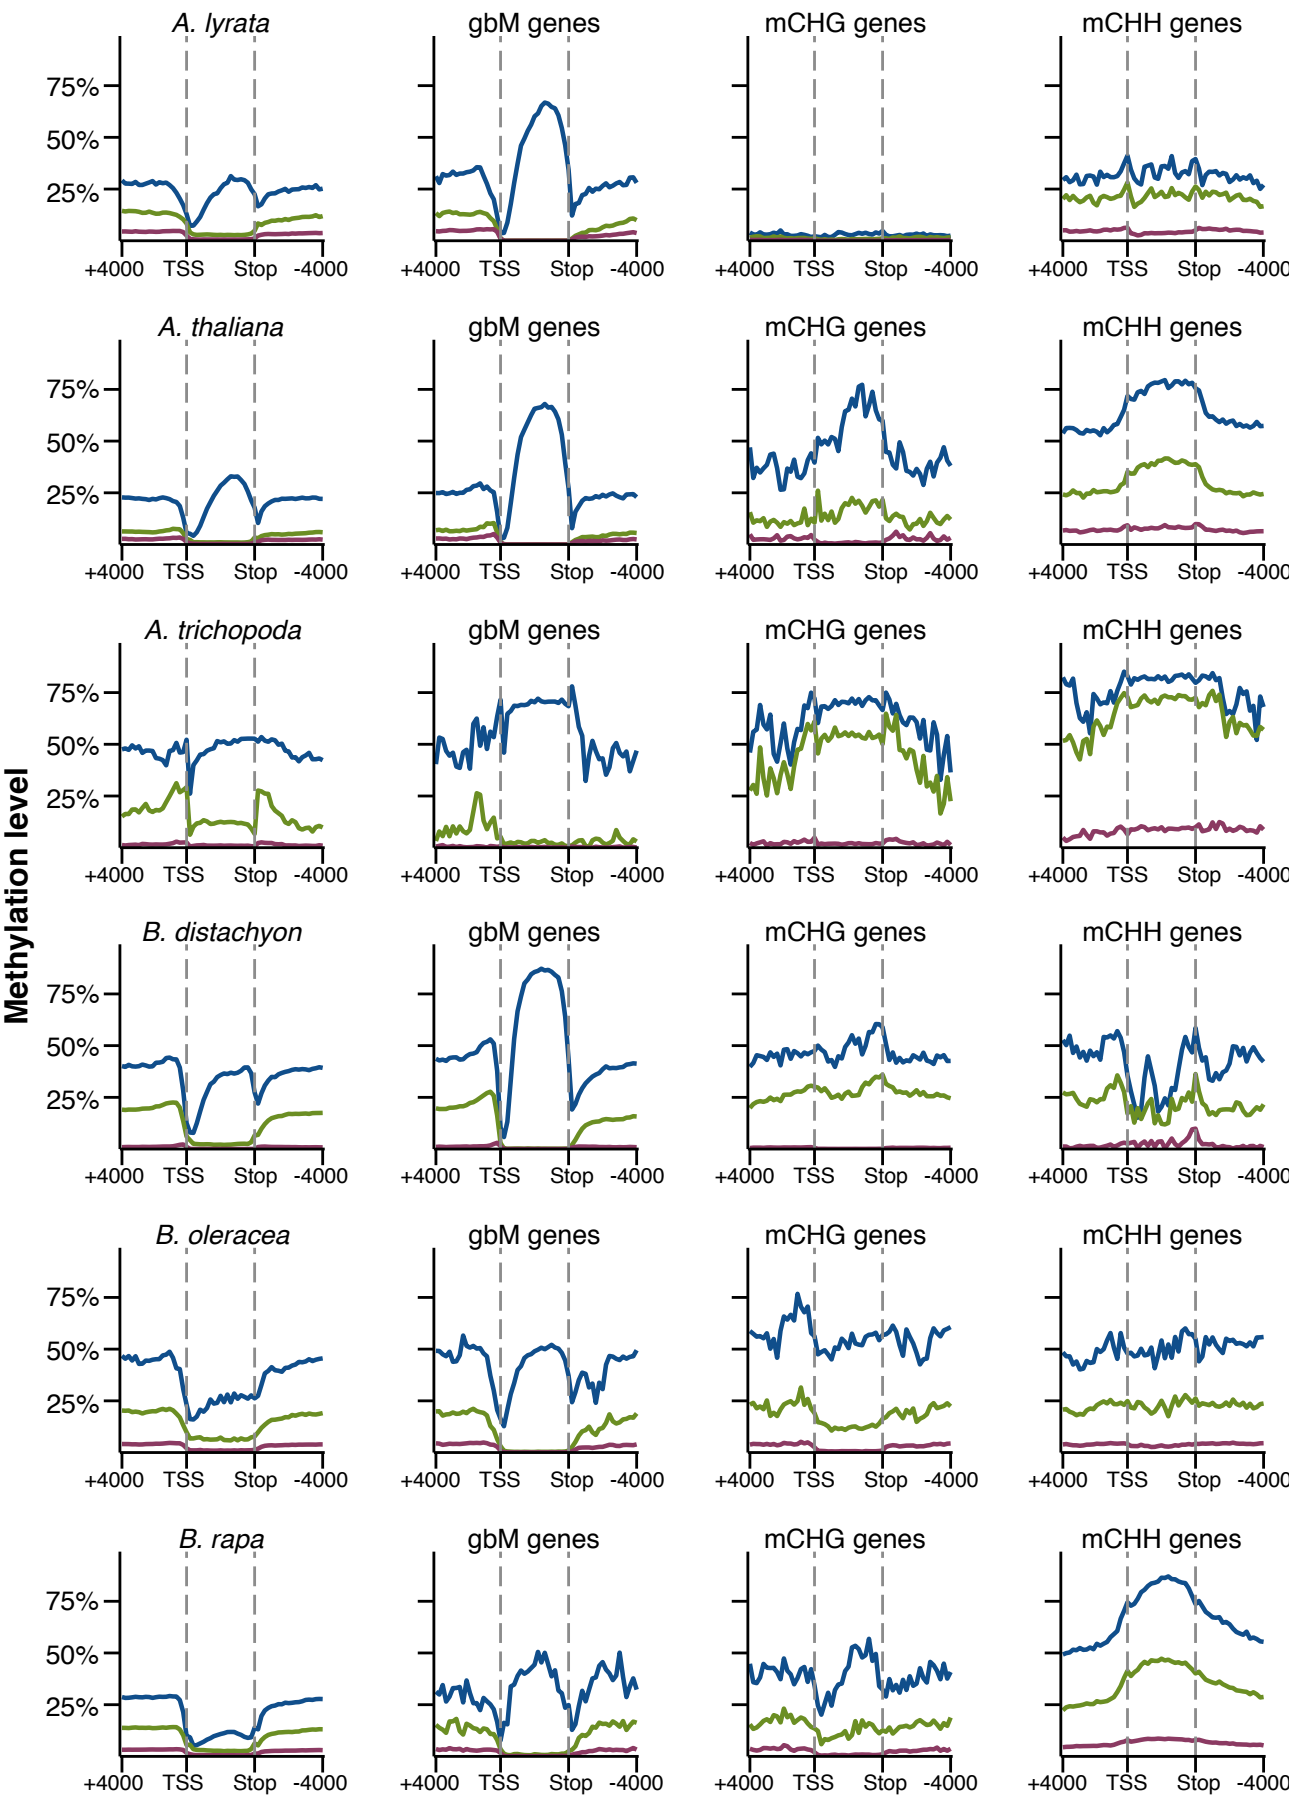

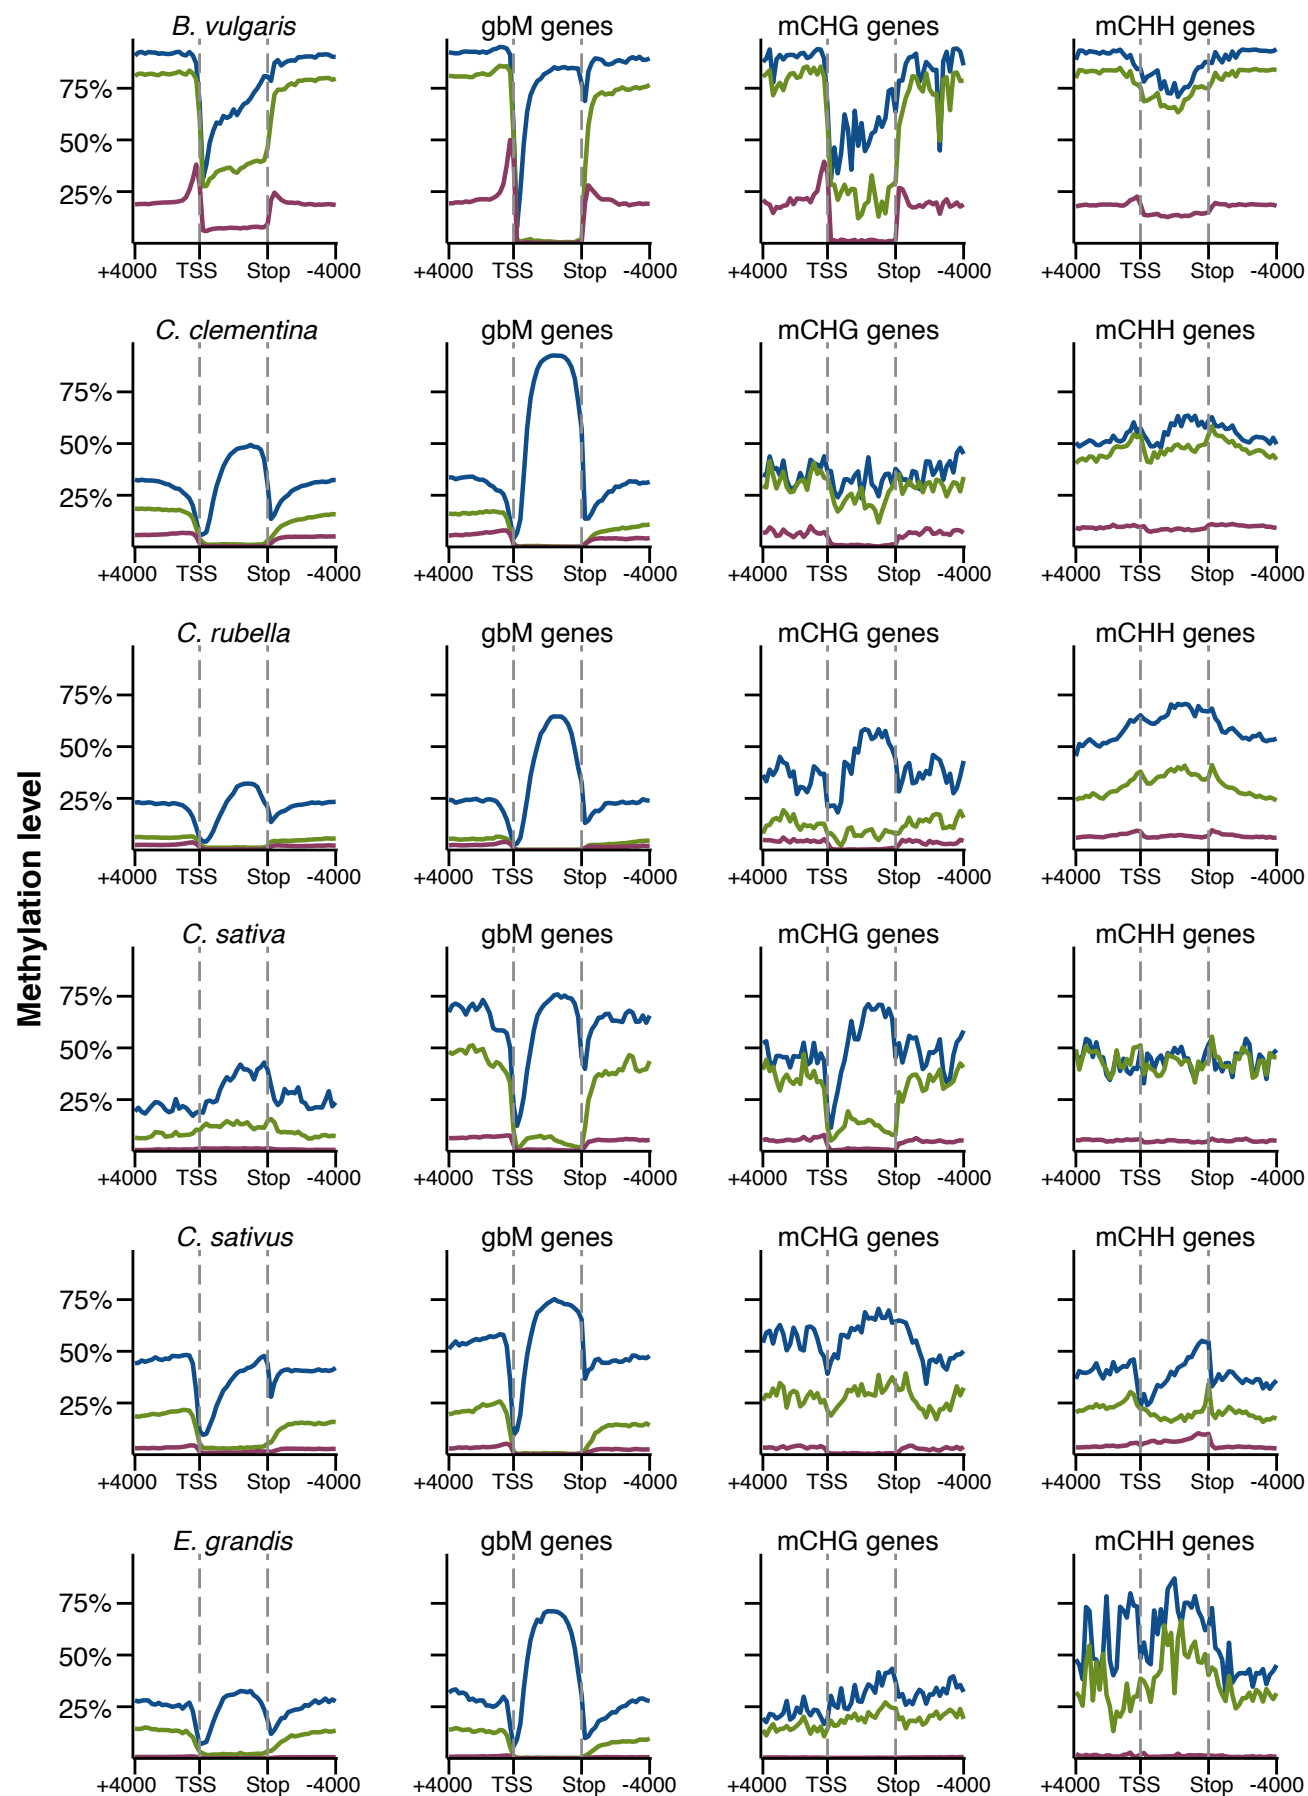

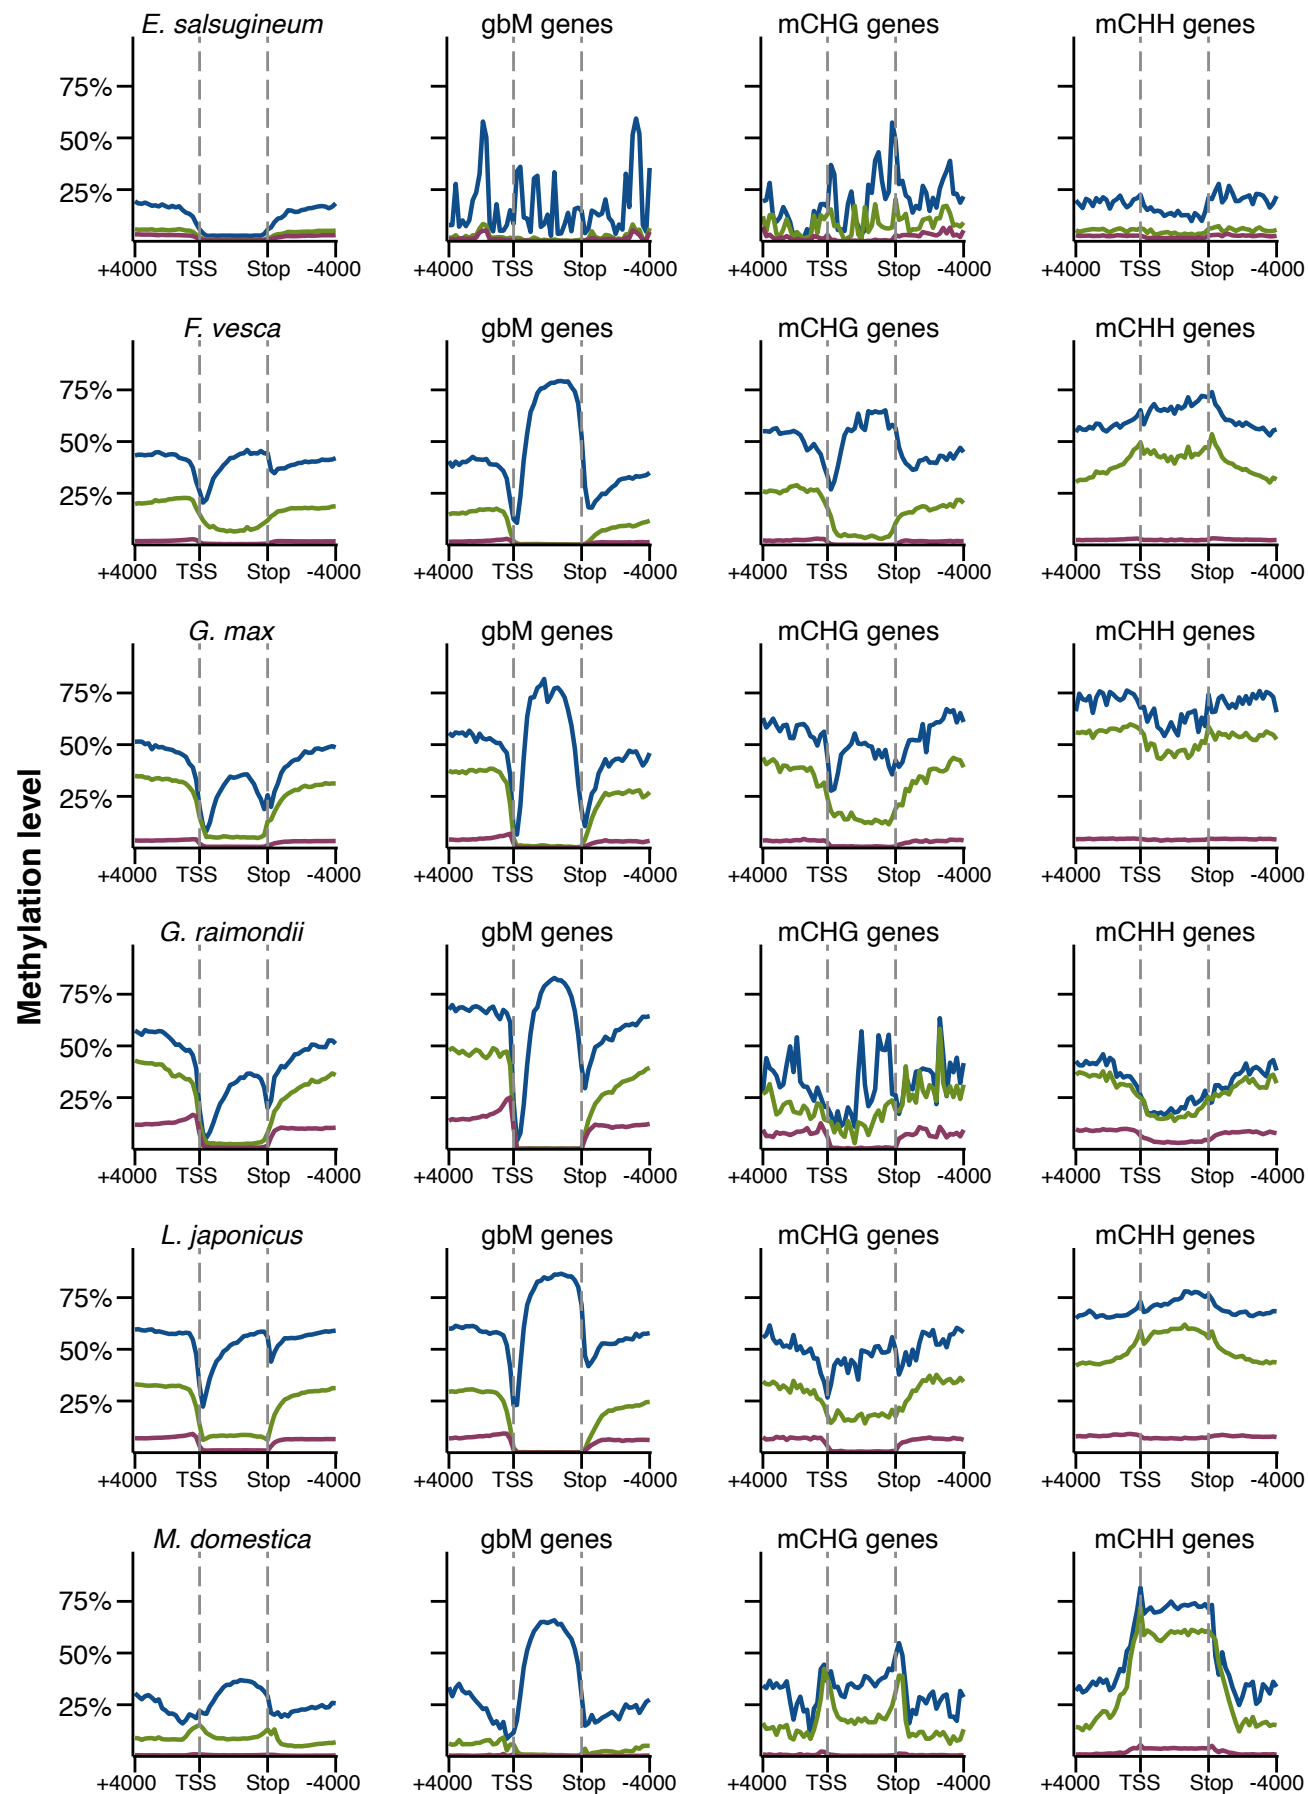

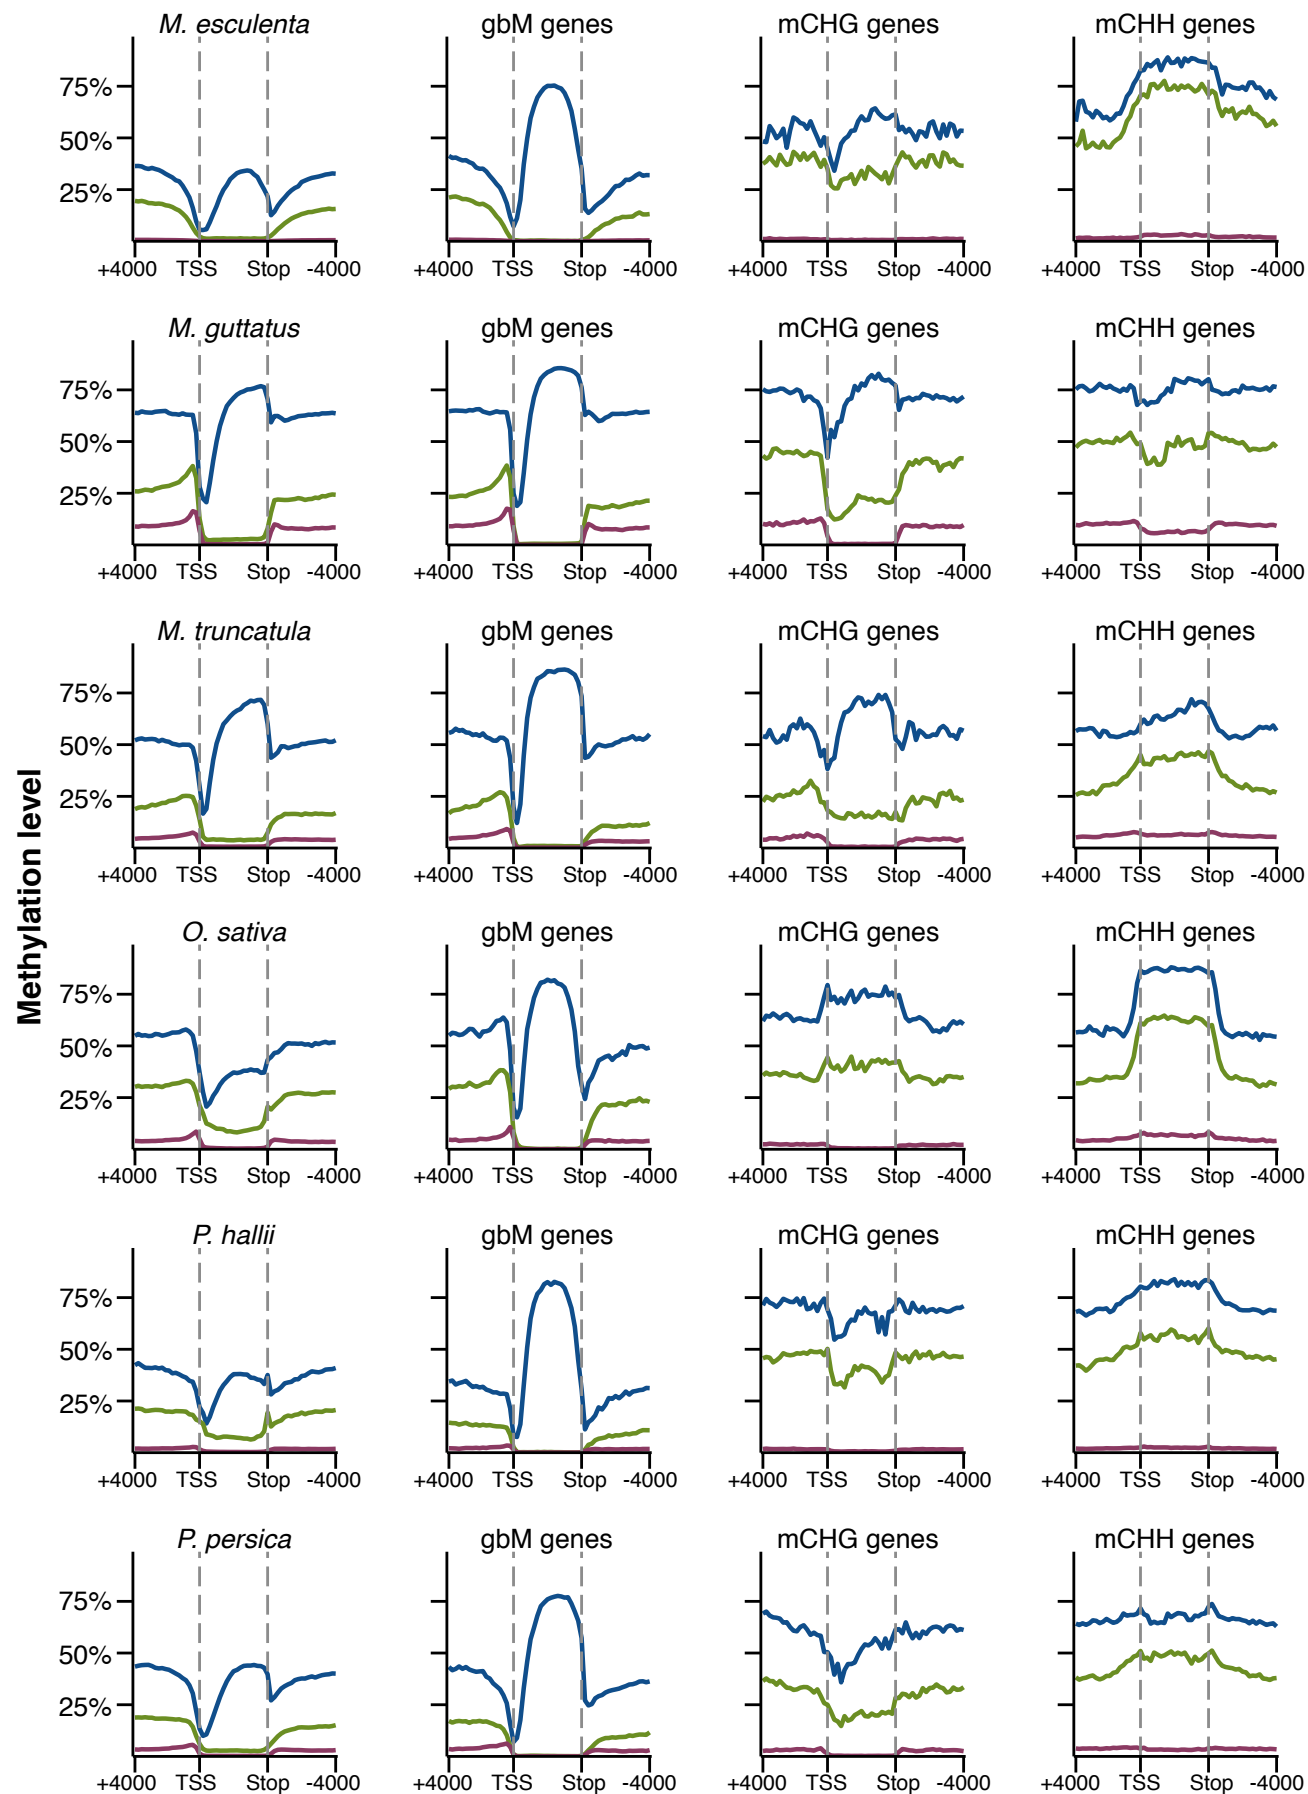

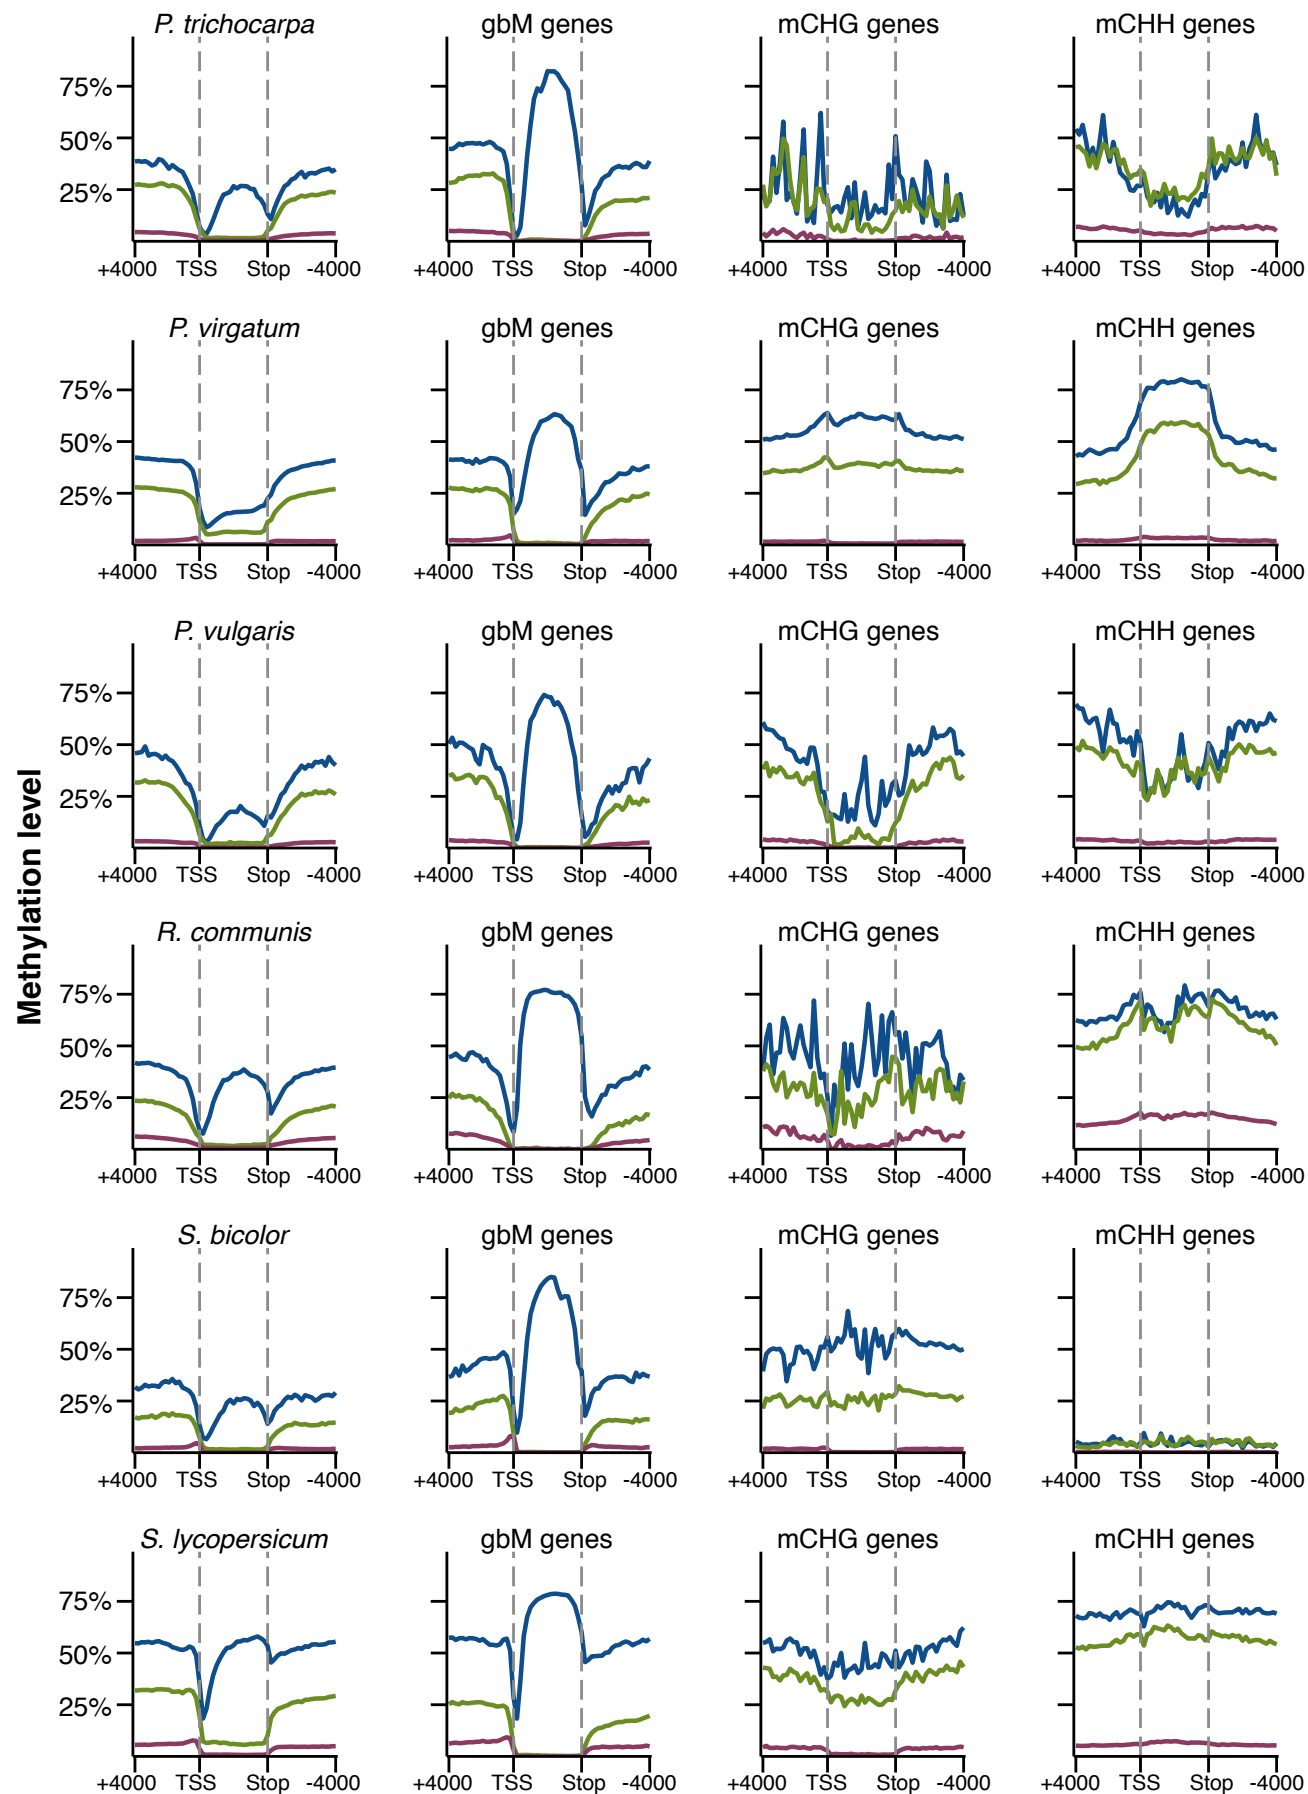

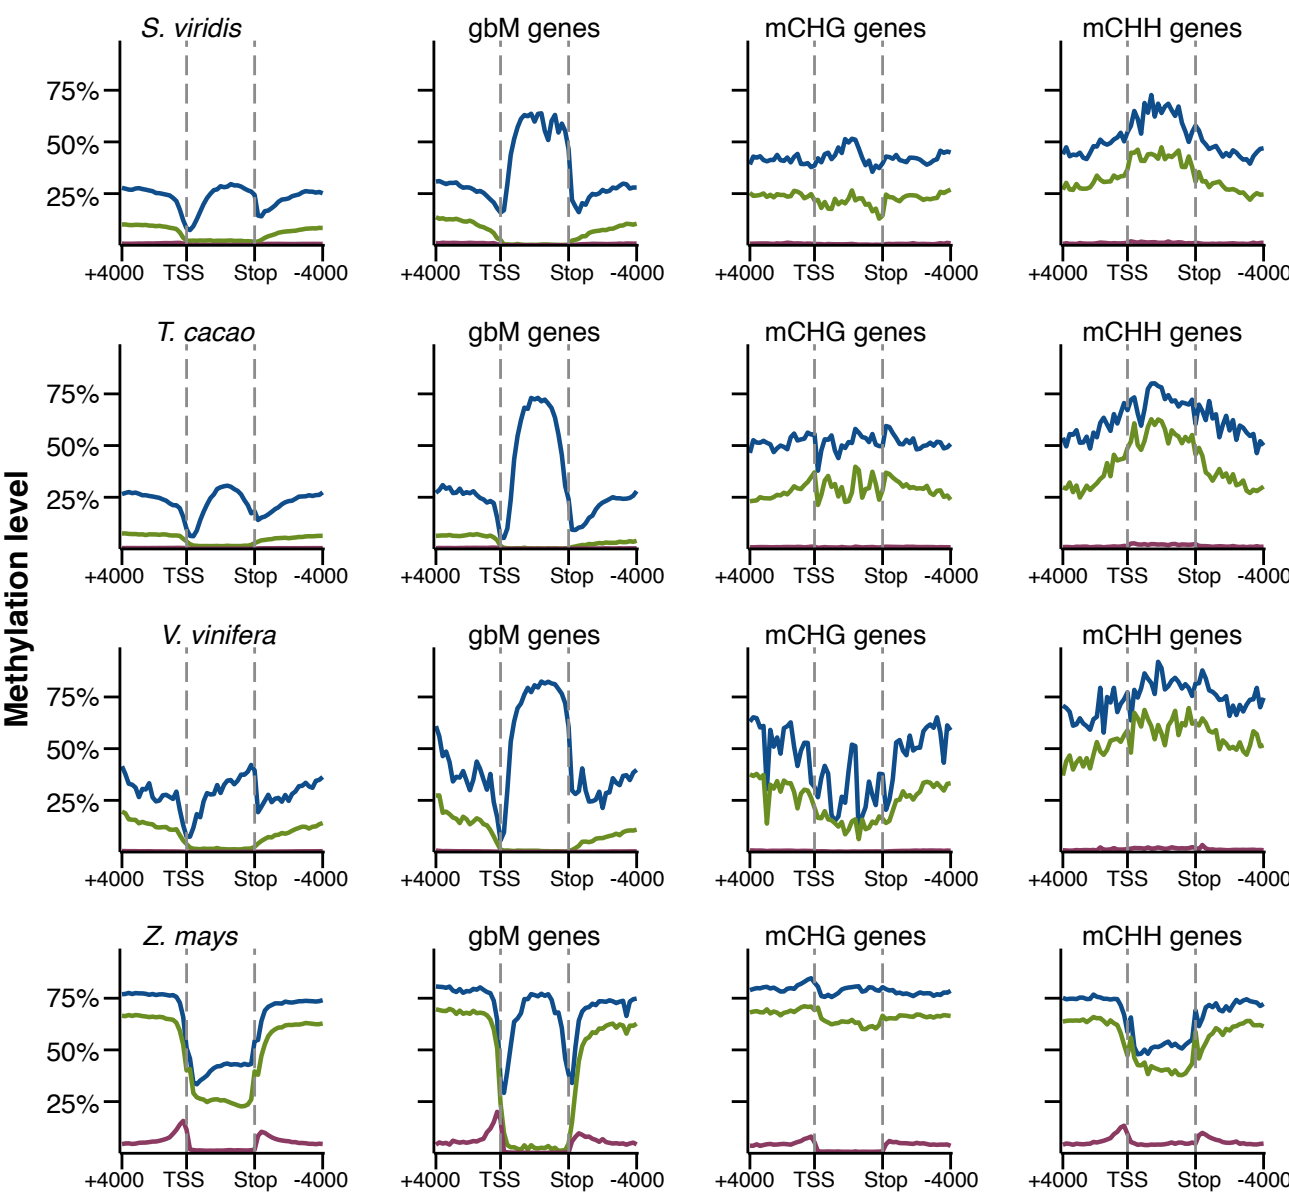

**Figure S19:** Gene expression levels (FPKM) for all genes, CG gbM genes, mCHG genes, mCHH, and mCG-TSS genes for all species with RNA-seq data.

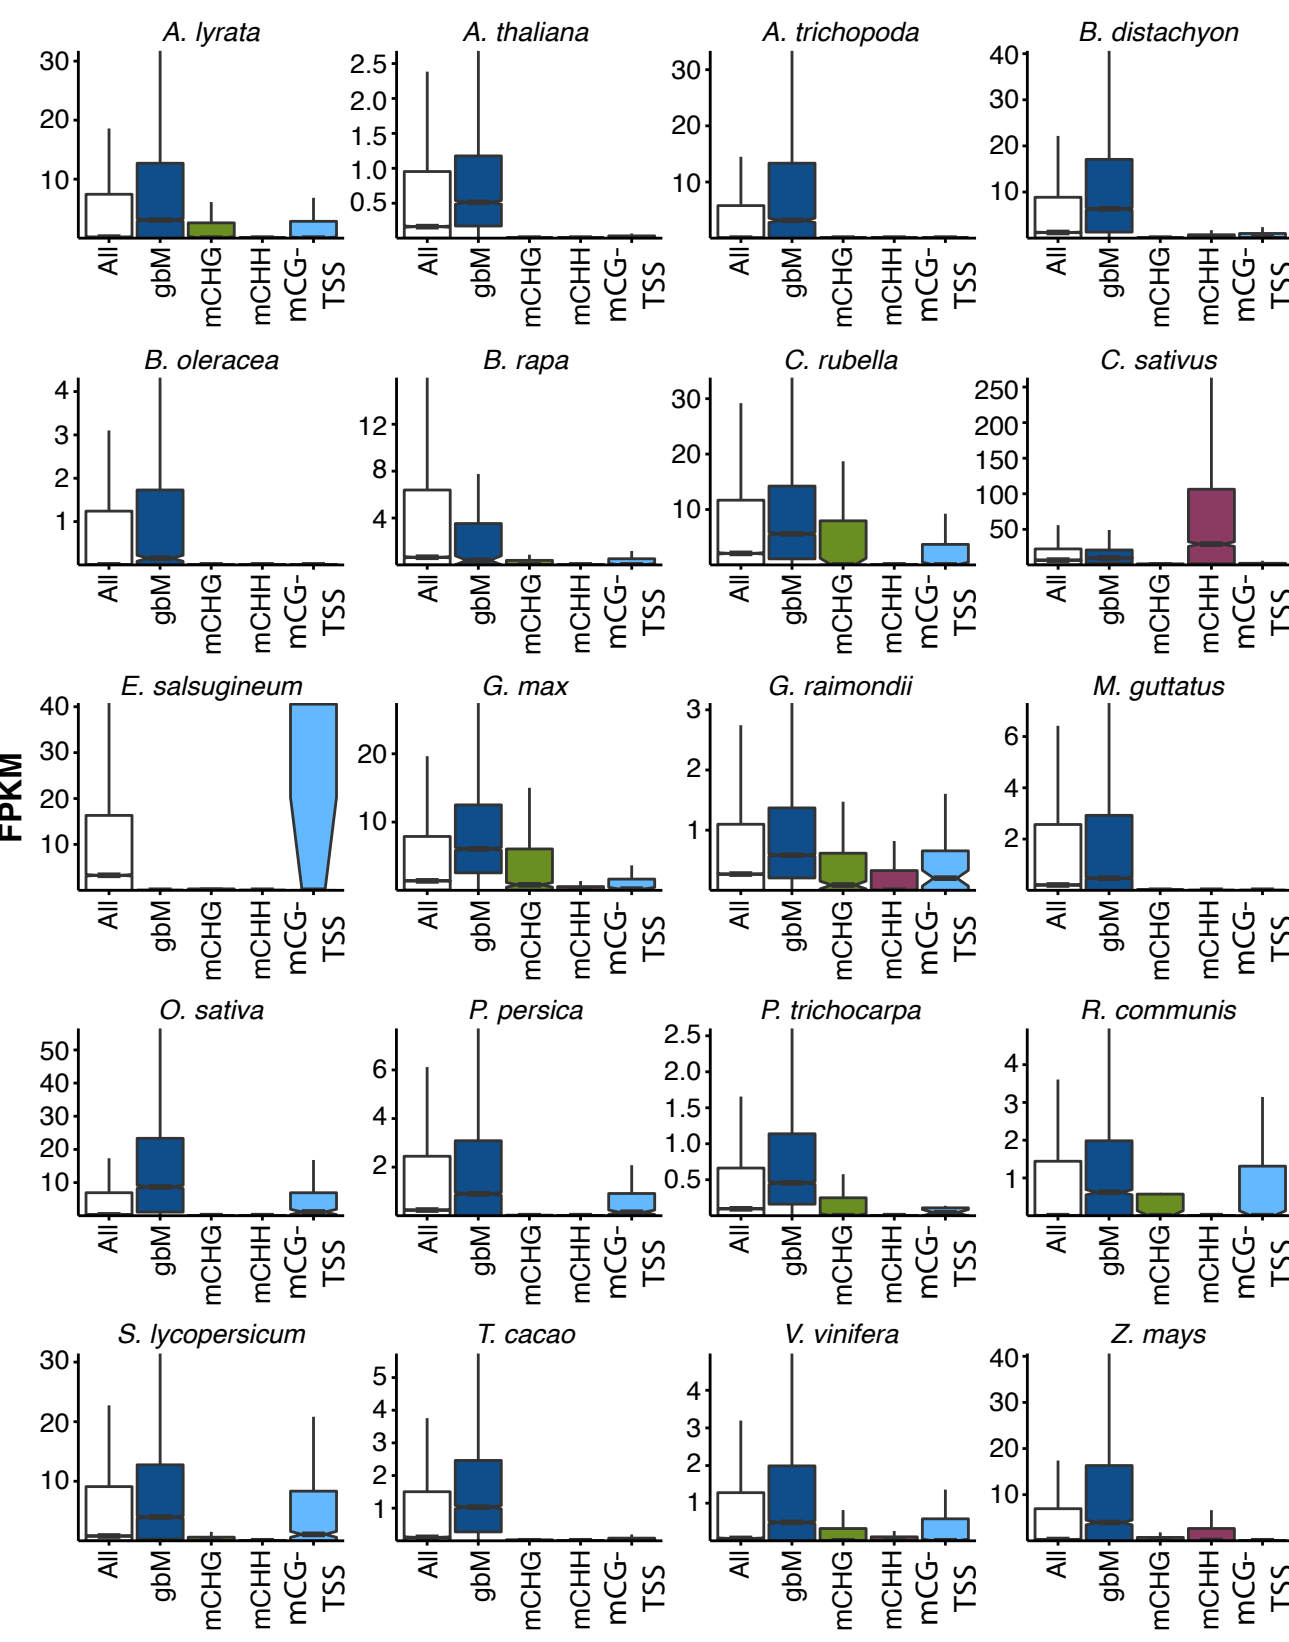

**Table S5:** Physical characteristics of CG gbM genes versus UM genes: gene length, exon number, and [O/E] observed number of CG dinucleotides versus expected number given GC content of the gene. The molecular evolution of CG gbM genes versus UM genes was determined using either *A. thaliana* or *O. sativa* as an outgroup. Molecular evolution characteristics showing non-synonymous mutations (dN), synonymous mutations (dS) and the ratio of dN/dS ( $\omega$ ). Those in red do not conform to prediction.

**Figure S20:** Gene expression levels (FPKM) for all genes, CG gbM genes, mCHG genes, mCHH, and TSS-mCG genes for second replicate of *C. sativus*.

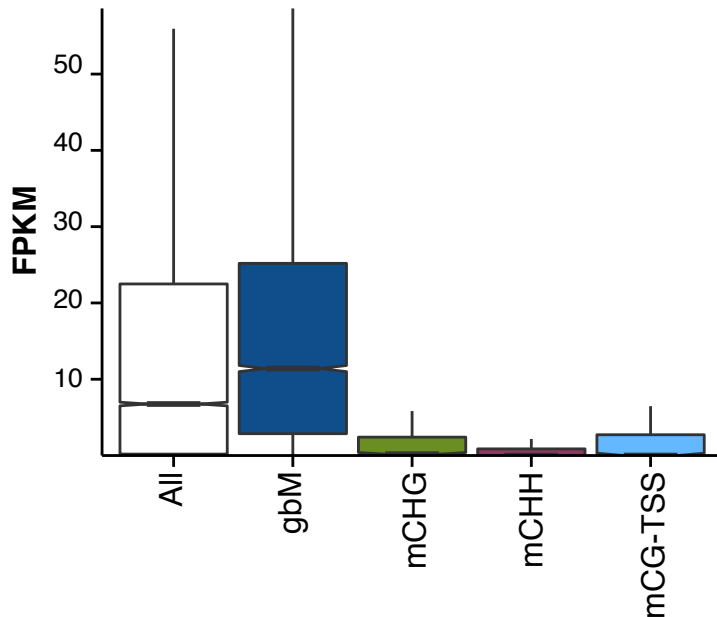

**Figure S21:** Methylation states (CG gbM = blue, mCHG = green, mCHH = maroon, UM = white) of genes (horizontal axis) orthologous to mCHH genes in **(A)** *L. japonicus*, **(B)** *A. lyrata*, and **(C)** *Z. mays*.

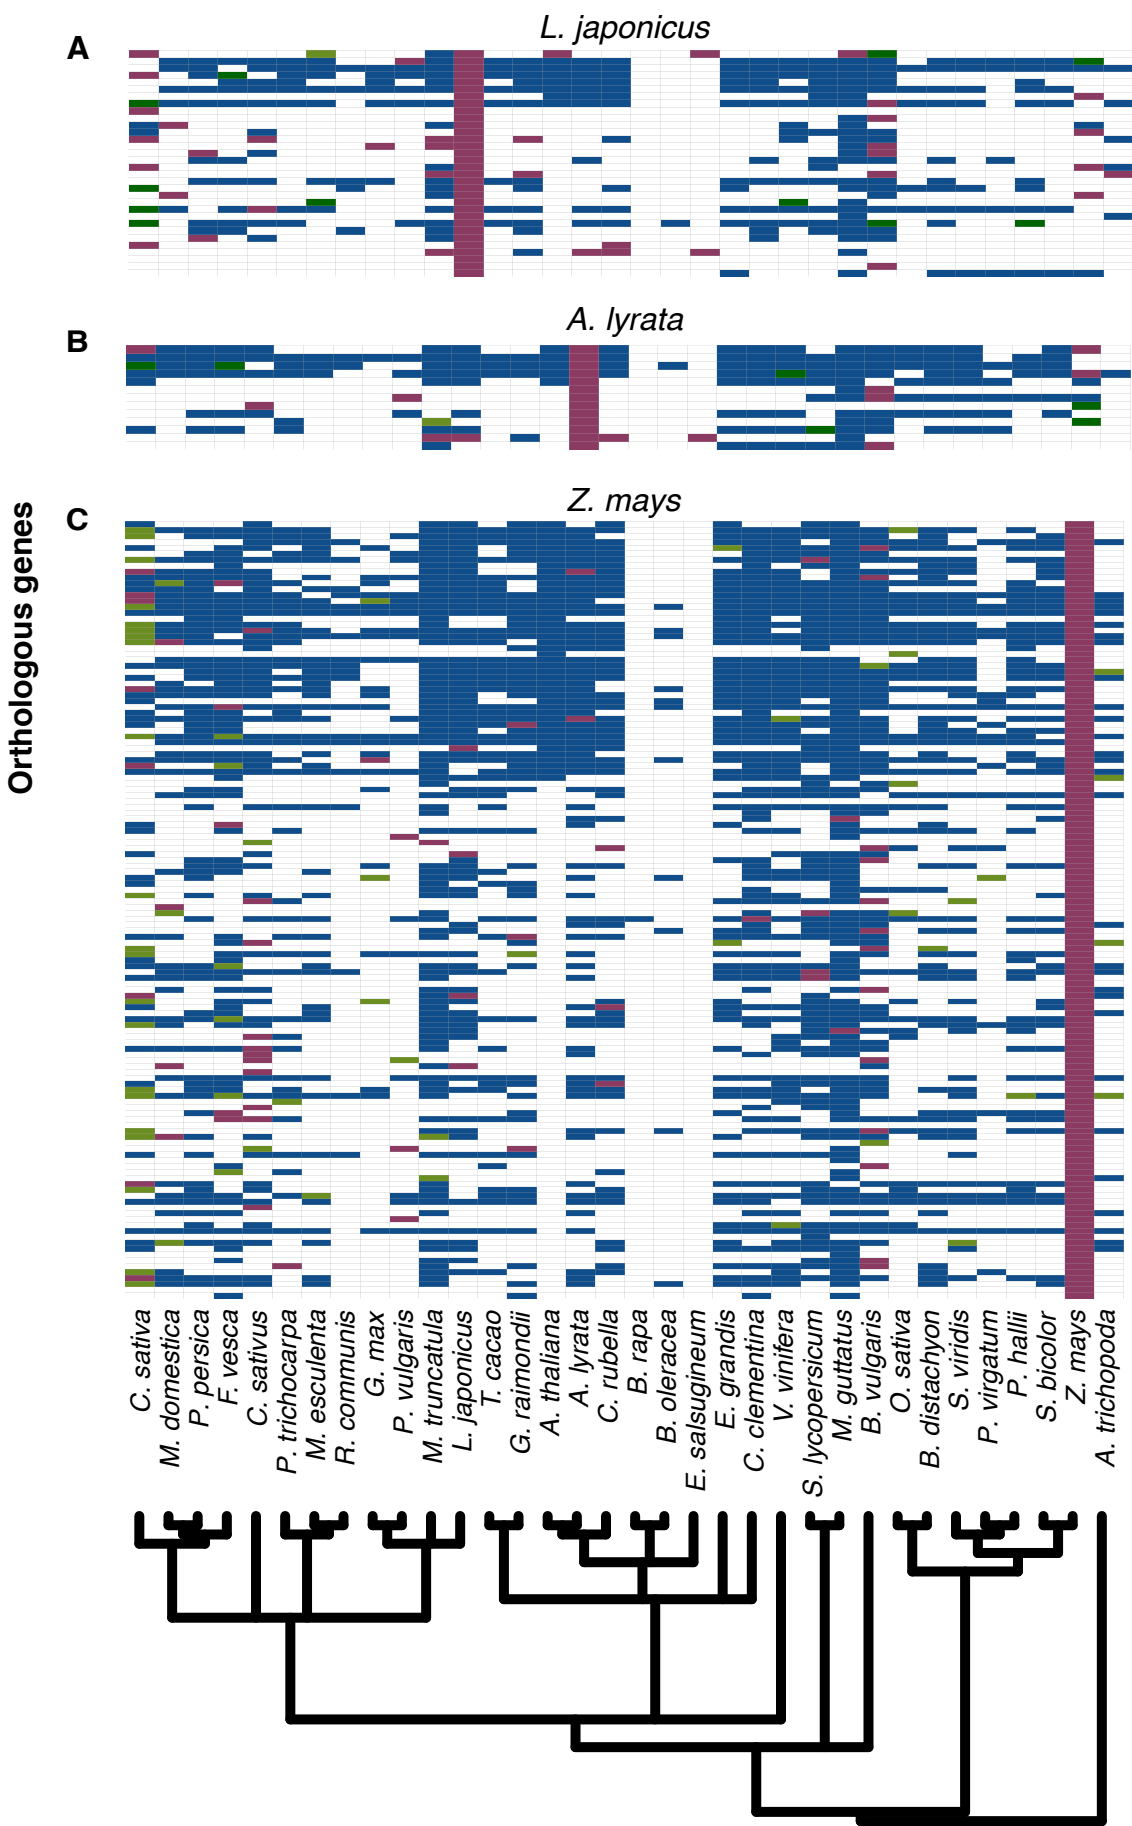

**Figure S22:** GO term enrichment was performed for each gene class for each species. The most commonly enriched GO terms (horizontal axis) for the Biological Process (first panel), Molecular Function (second panel) and Cellular Component (third panel) are shown for **(A)** CG gbM genes, **(B)** mCHG genes, and **(C)** mCHH genes.

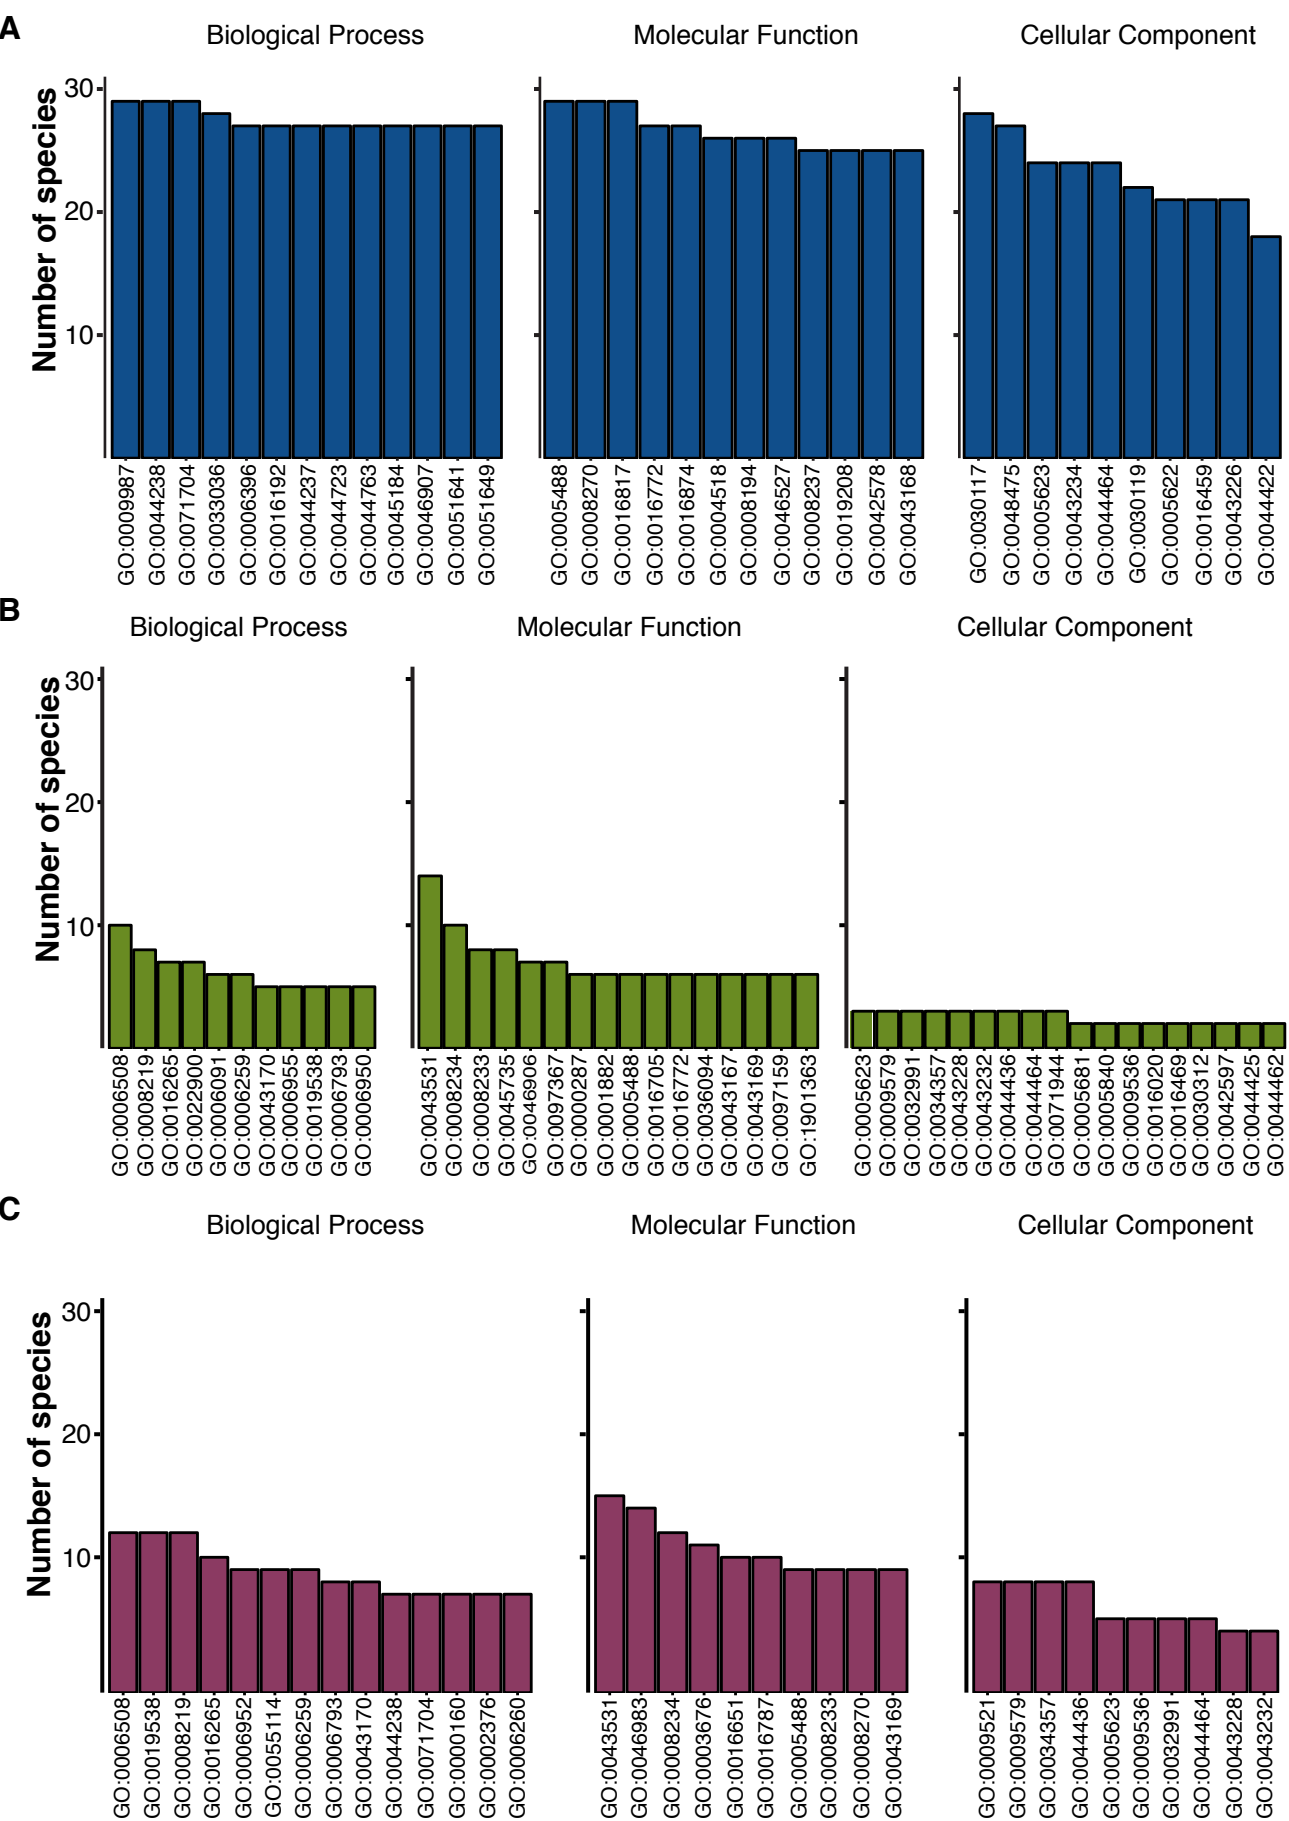

**Figure S23:** Association of transposable elements (TEs) 2000 bps upstream, within gene bodies, and 2000 bps downstream with gbM genes (blue), mCHG genes (green), mCHH genes (maroon), and all genes (grey). Enrichment of each TE for each set of genes is indicated by asterisk ( \* p-value < 0.05, \*\* p-value < 0.01, \*\*\* p-value < 0.001).

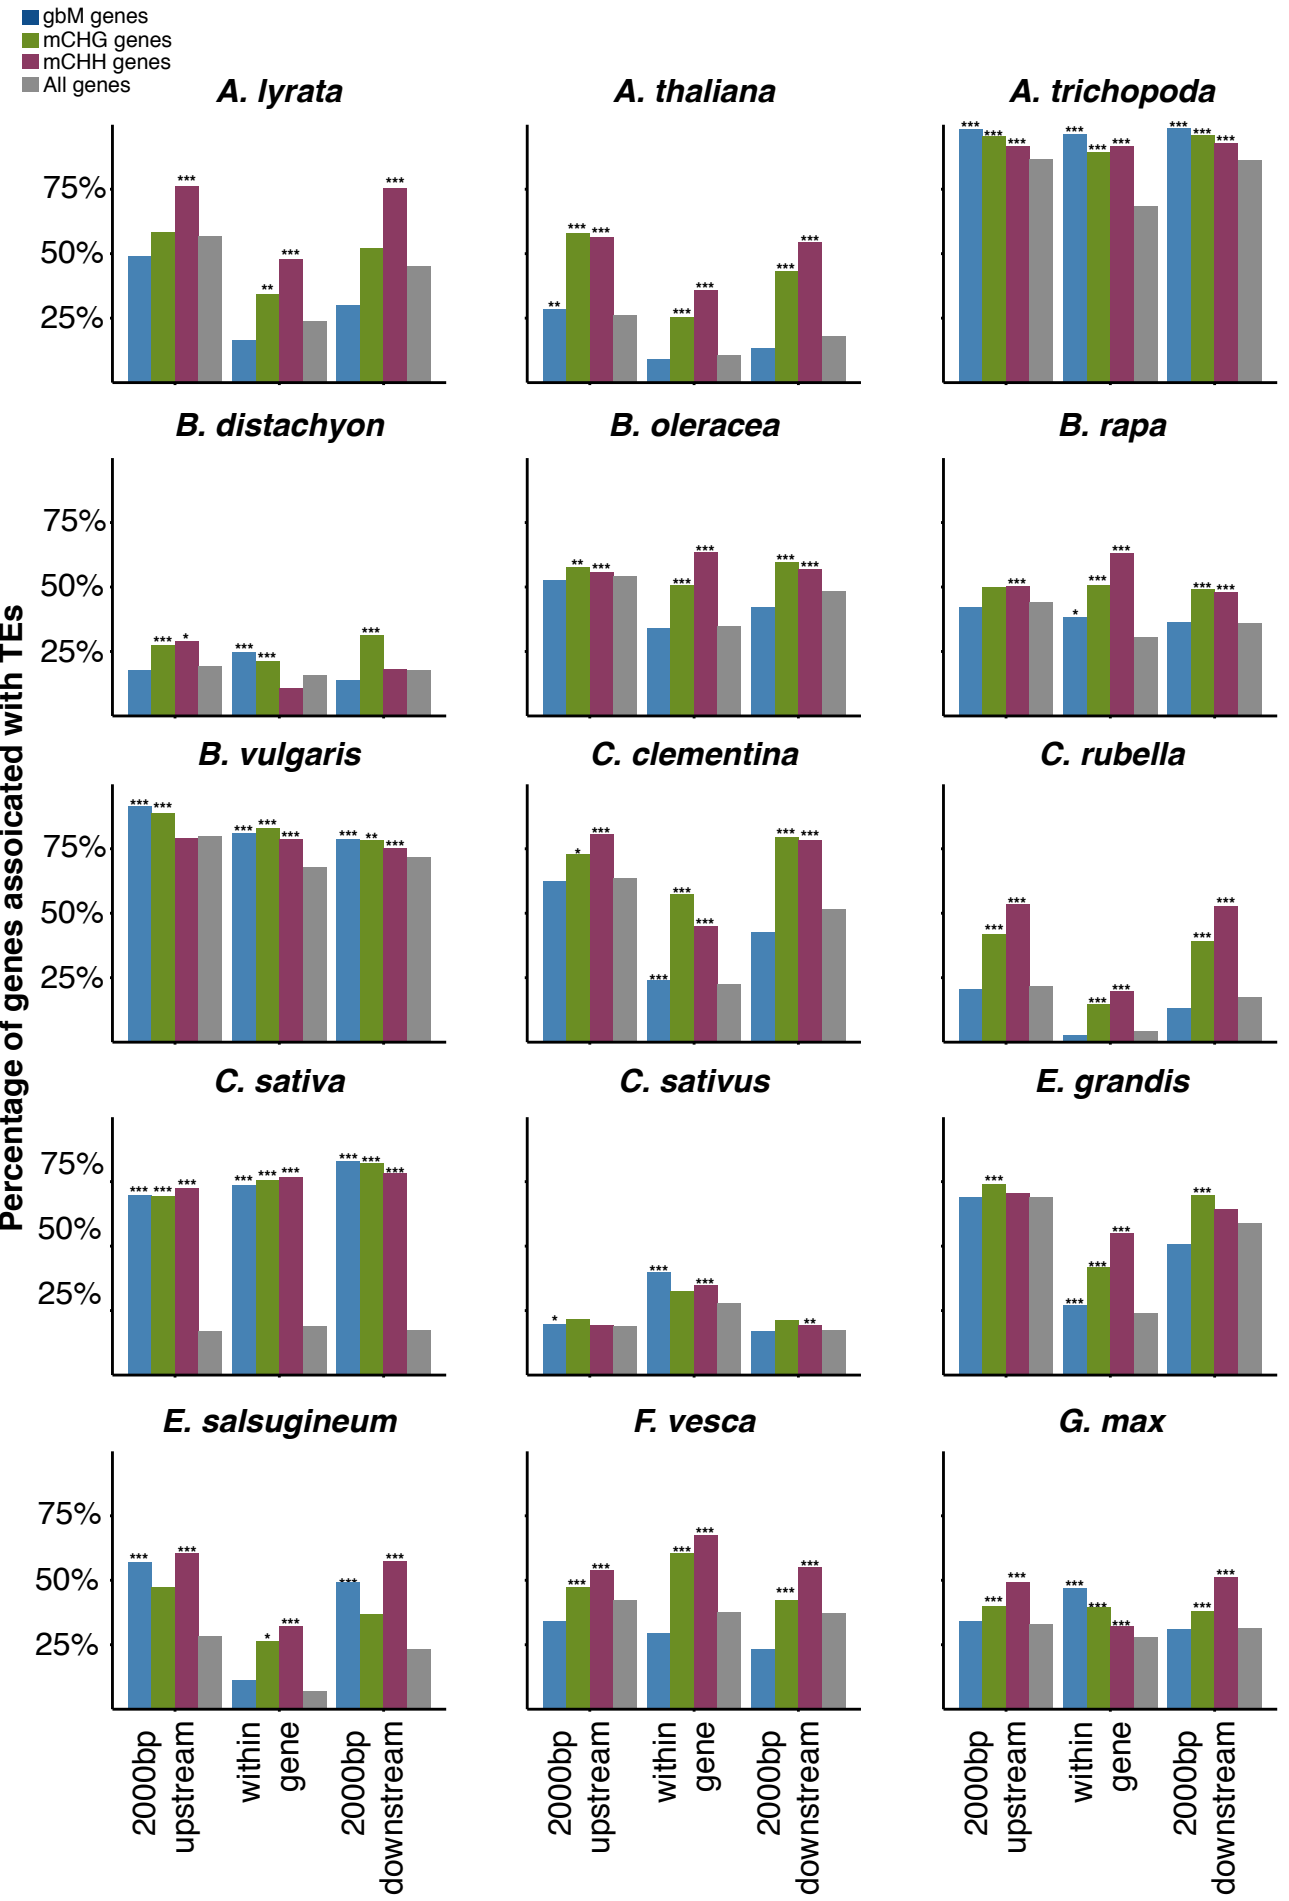

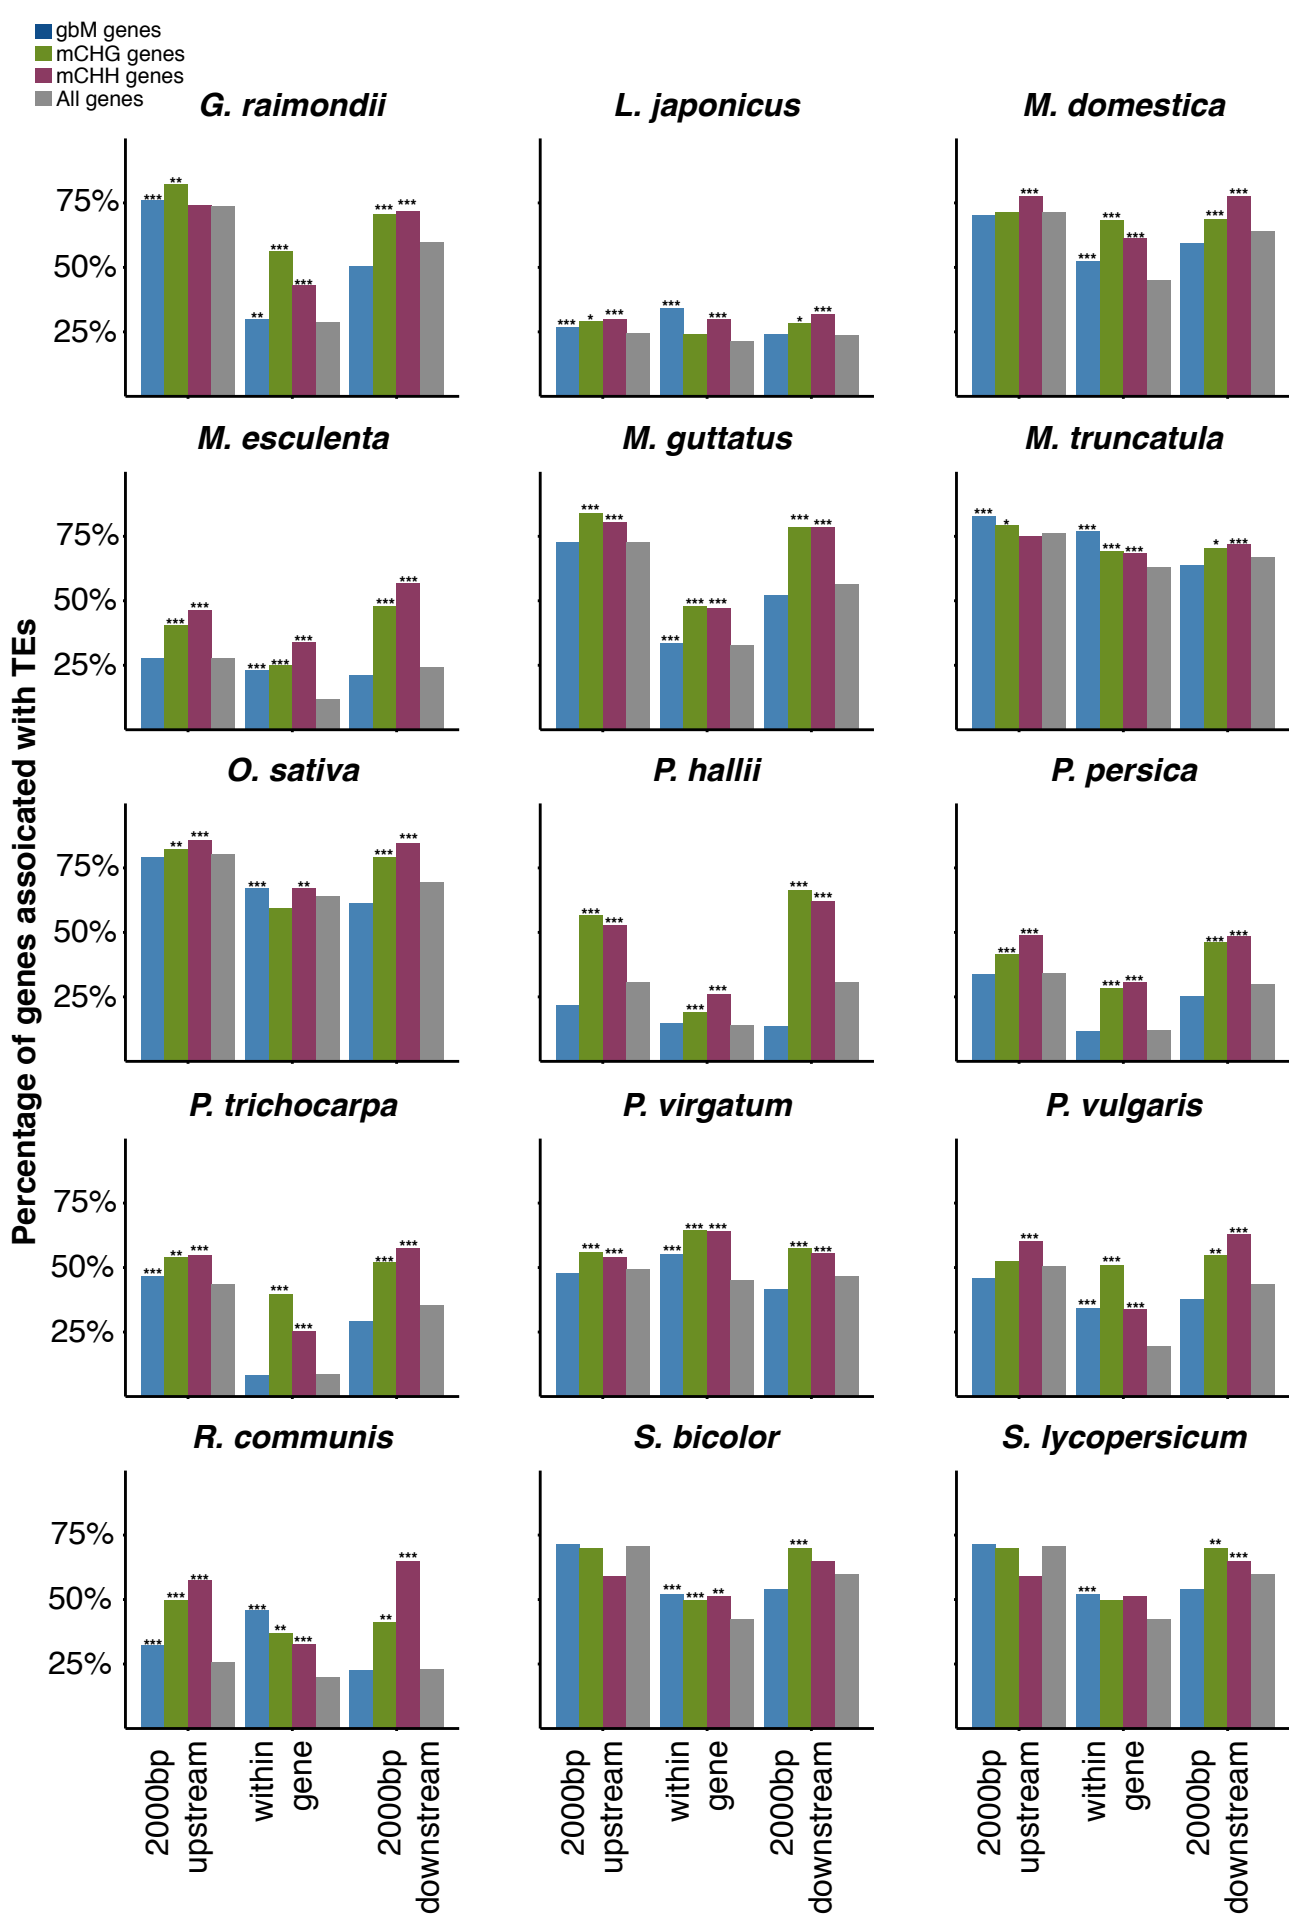

■ gbM genes  
■ mCHG genes  
■ mCHH genes  
■ All genes

### *S. viridis*

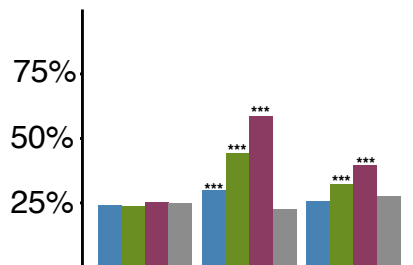

### *T. cacao*

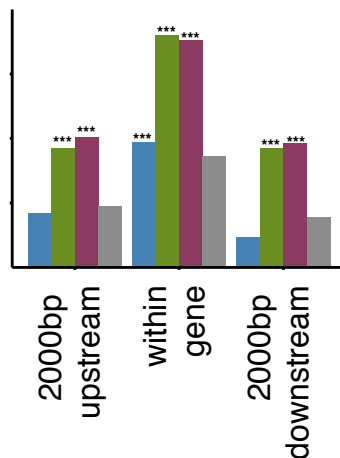

### *V. vinifera*

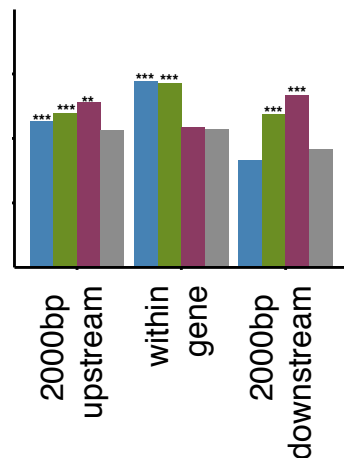

### *Z. mays*

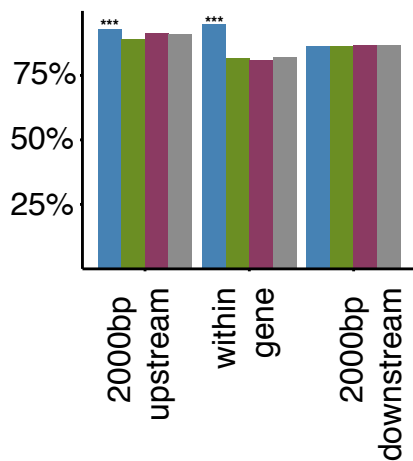

**Figure S24:** Methylation levels for mCG (blue), mCHG (green), and mCHH (maroon), upstream, across, and downstream for all conserved non-coding sequences (CNS), CNS proximally located to genes (1 < 1kb), CNS distally located to genes (> 1kb), and CNS located within utr and intronic sequences.

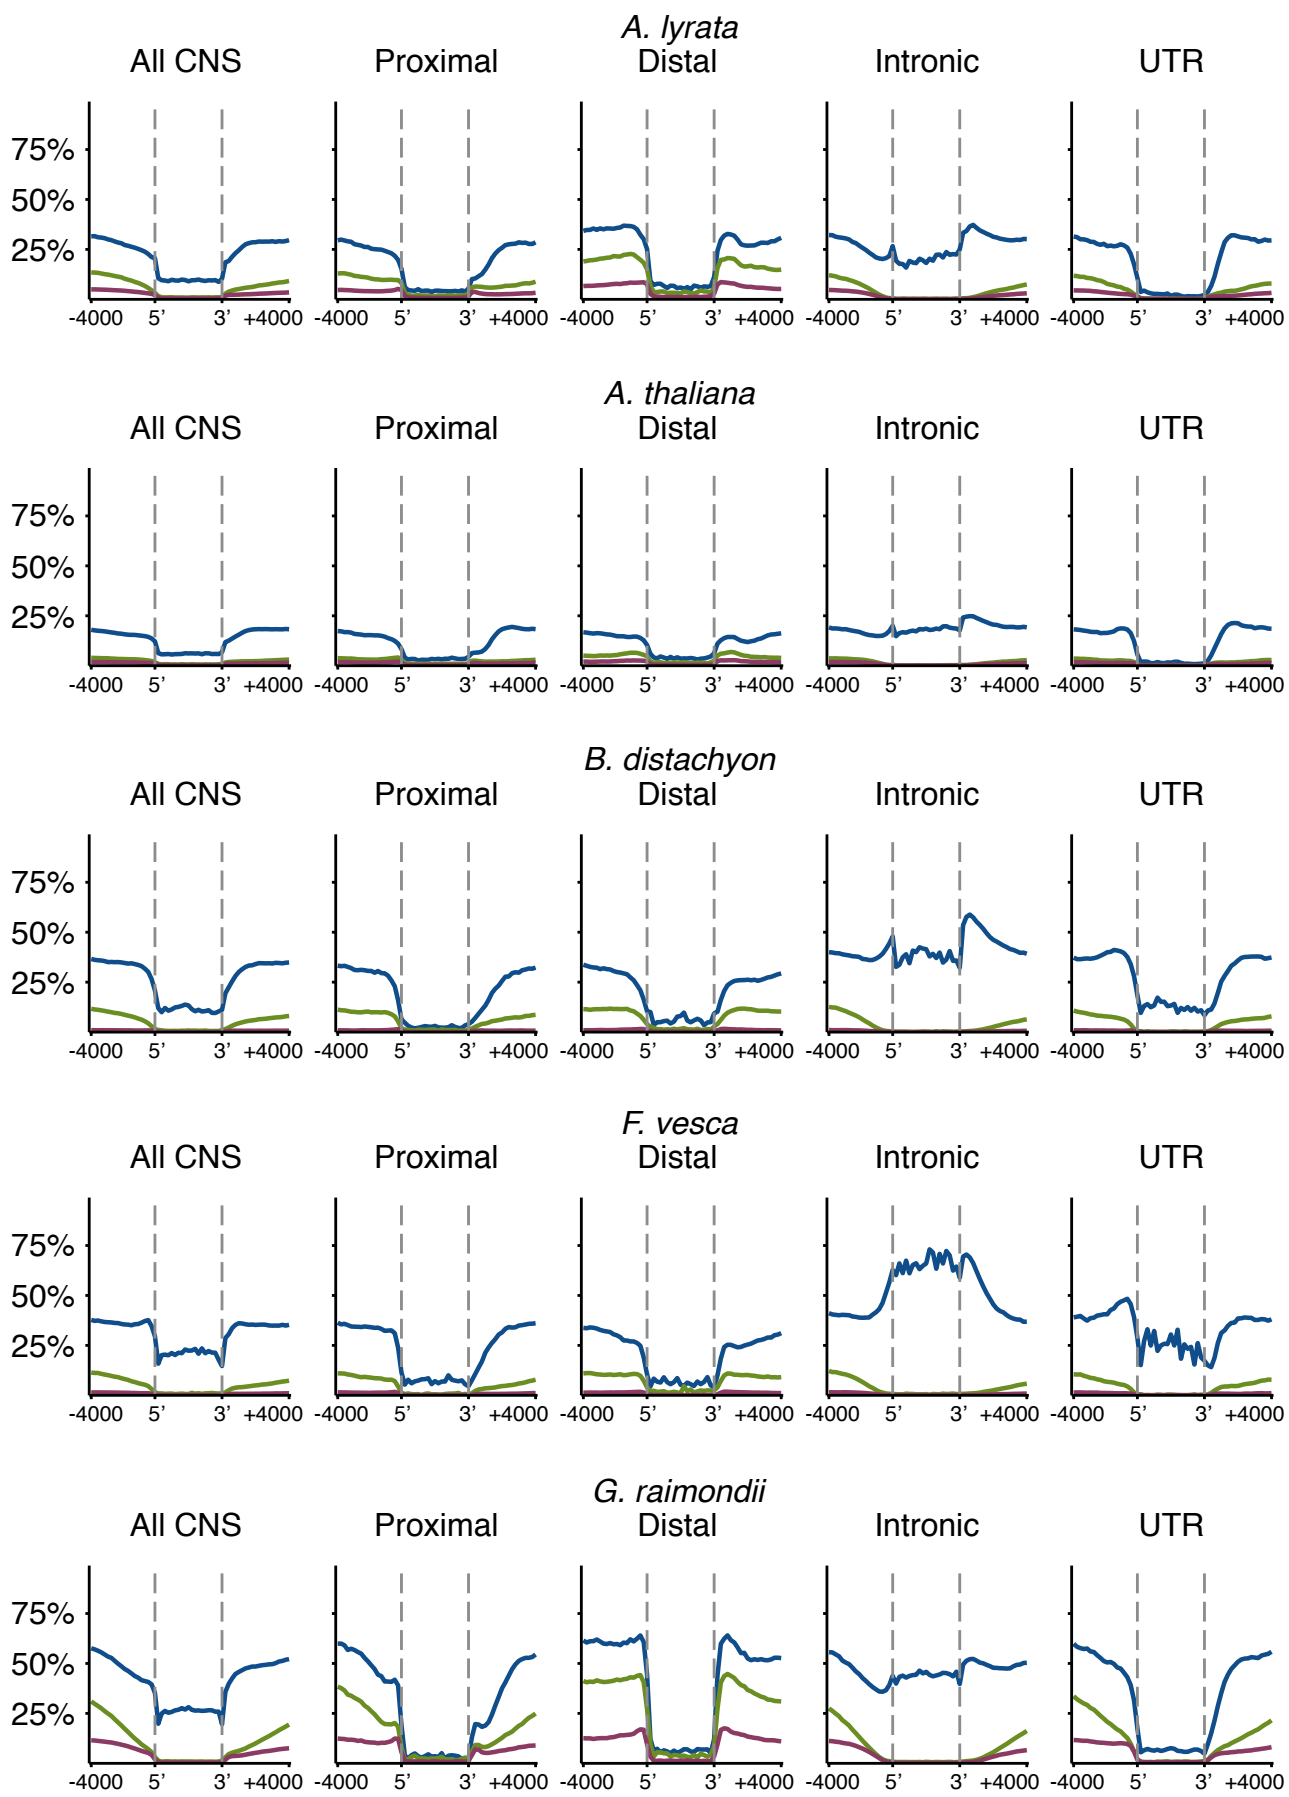

All CNS

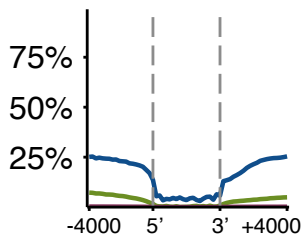

Proximal

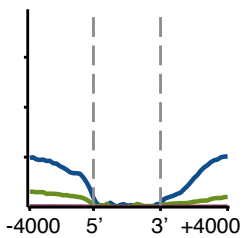*M. esculenta*  
Distal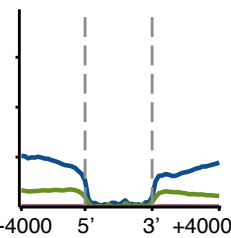

Intronic

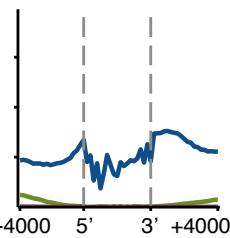

UTR

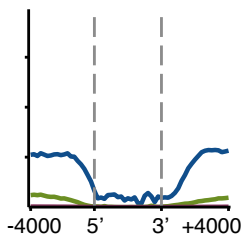

All CNS

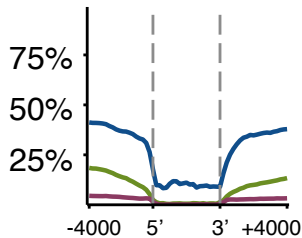

Proximal

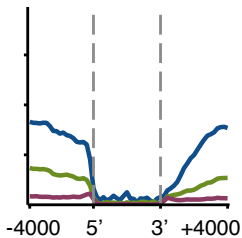*O. sativa*  
Distal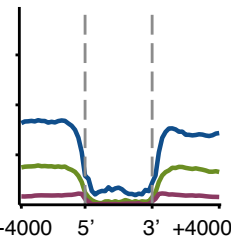

Intronic

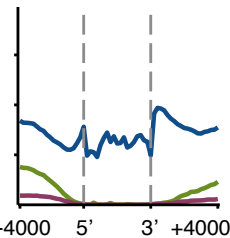

UTR

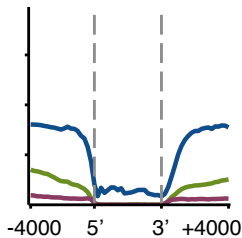

All CNS

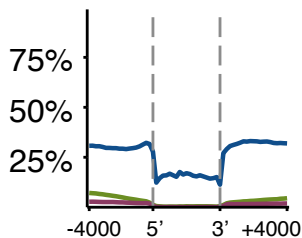

Proximal

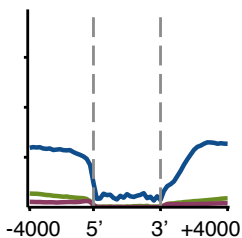*P. persica*  
Distal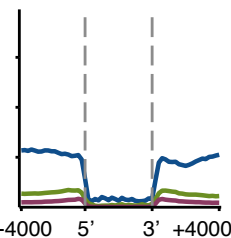

Intronic

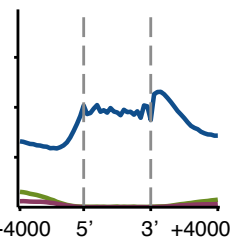

UTR

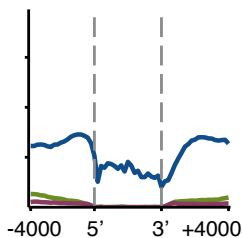

All CNS

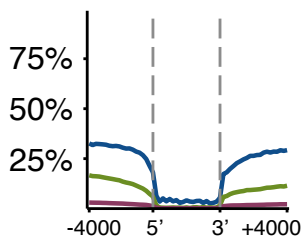

Proximal

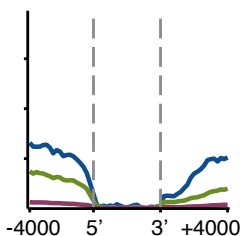*P. trichocarpa*  
Distal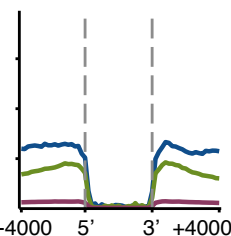

Intronic

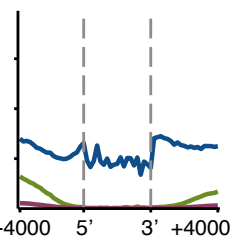

UTR

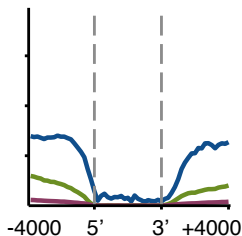

All CNS

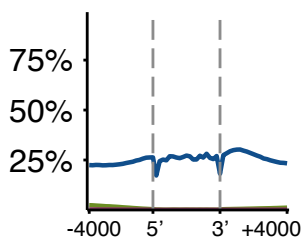

Proximal

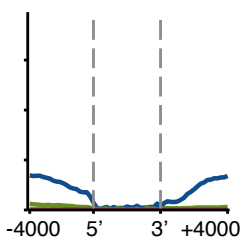*T. cacao*  
Distal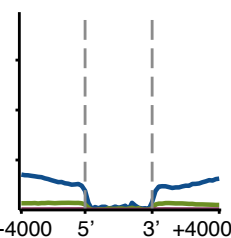

Intronic

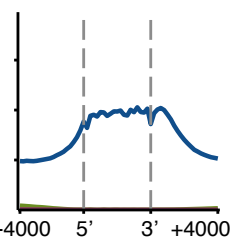

UTR

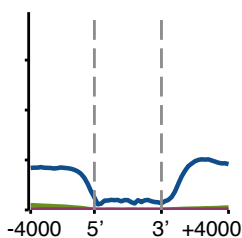

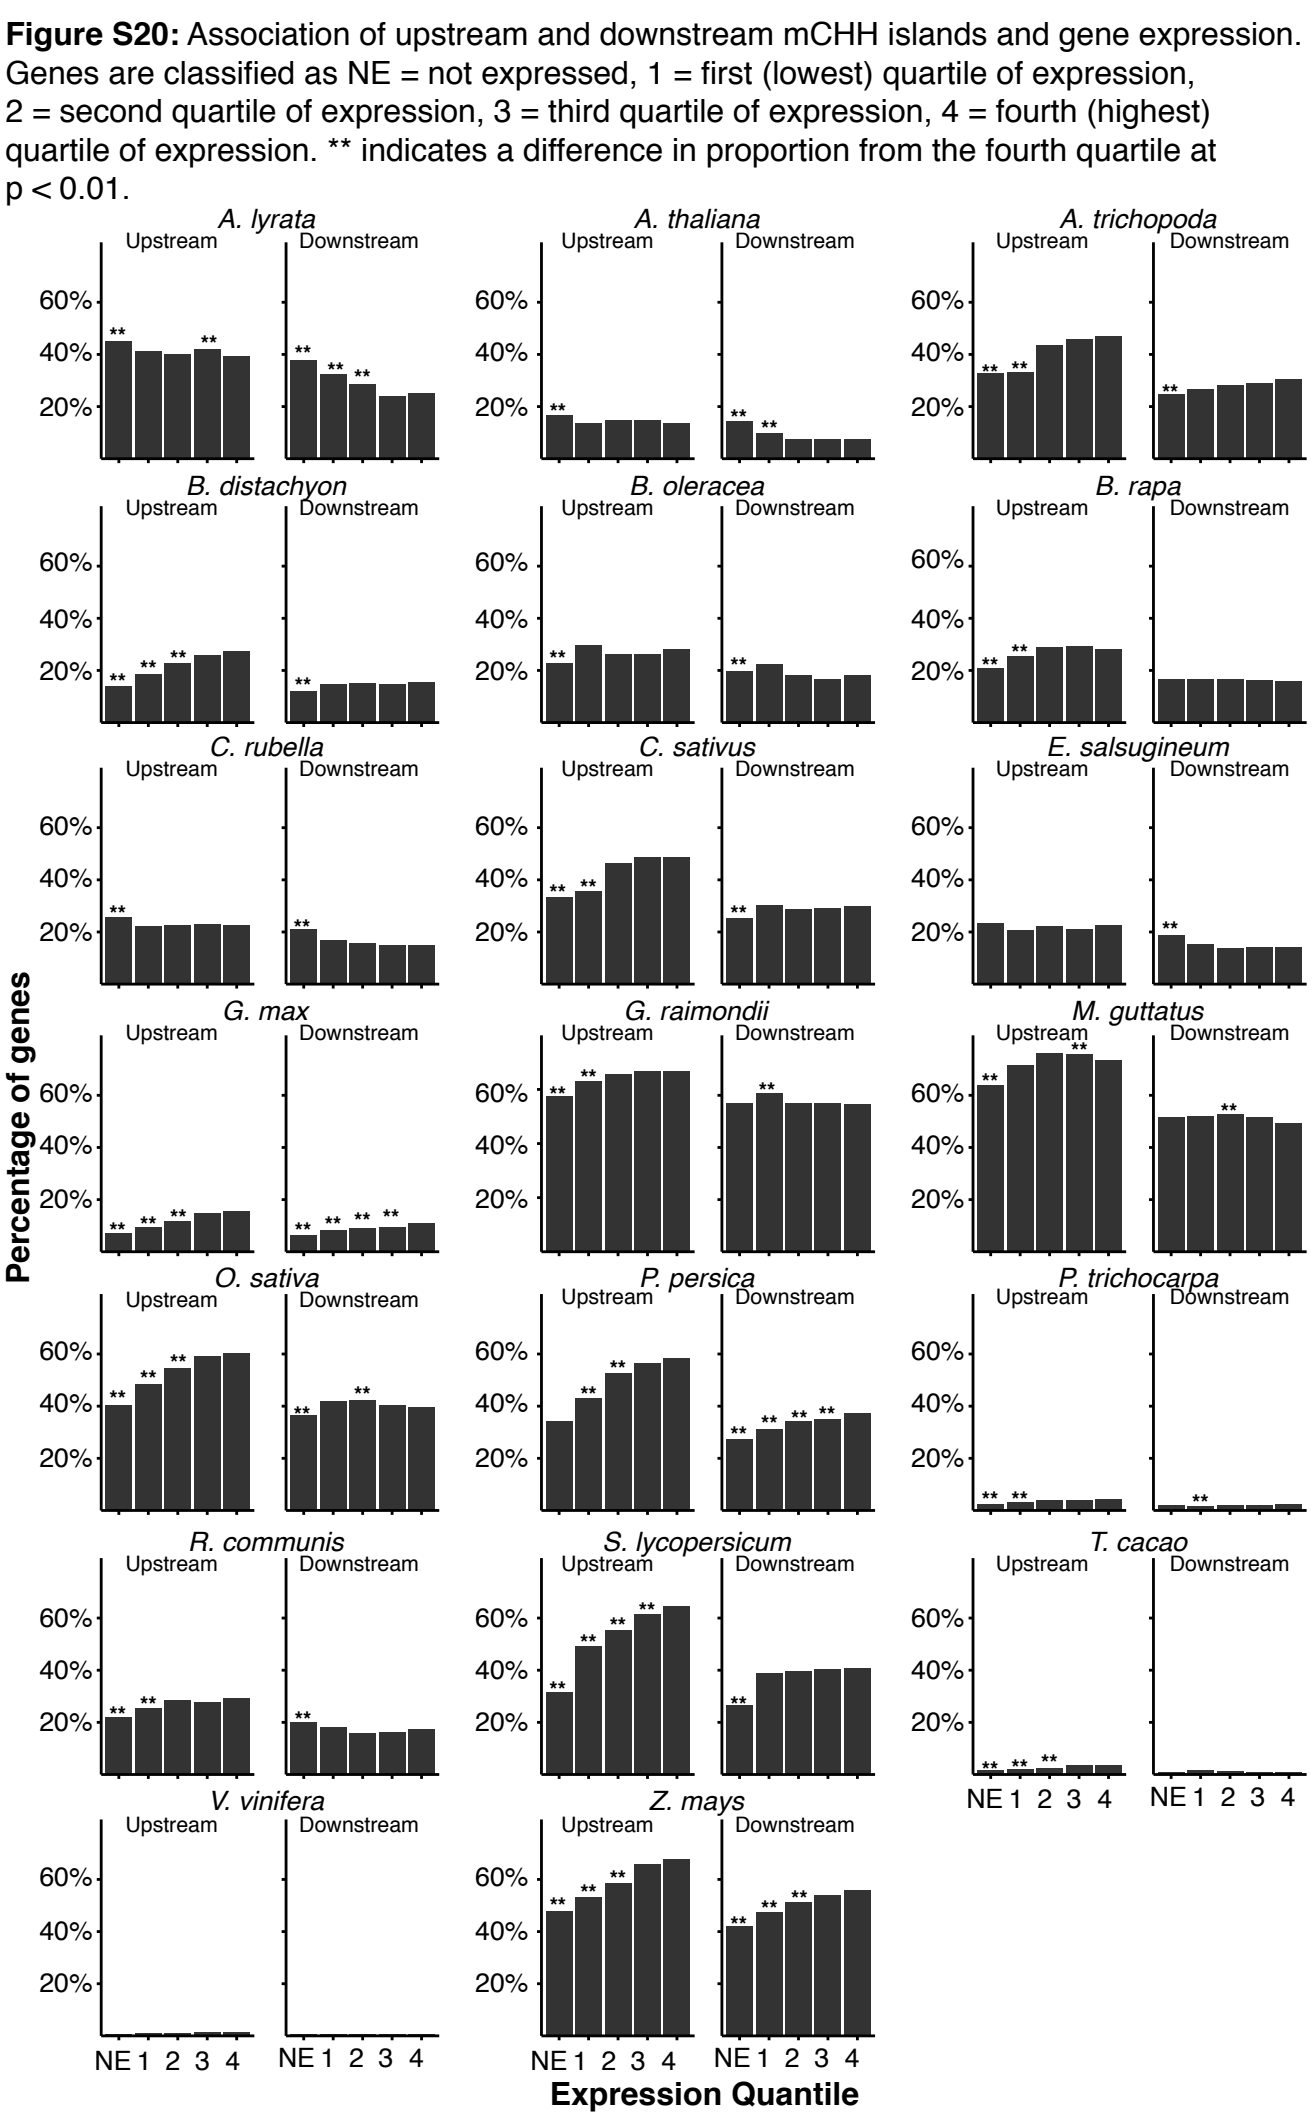

**Figure S26:** Methylation patterns of mCHH islands for all species. Methylation levels for mCG (blue), mCHG (green), and mCHH (maroon) were plotted for 100bp windows centered on the peak level of mCHH CHH islands found upstream of genes.

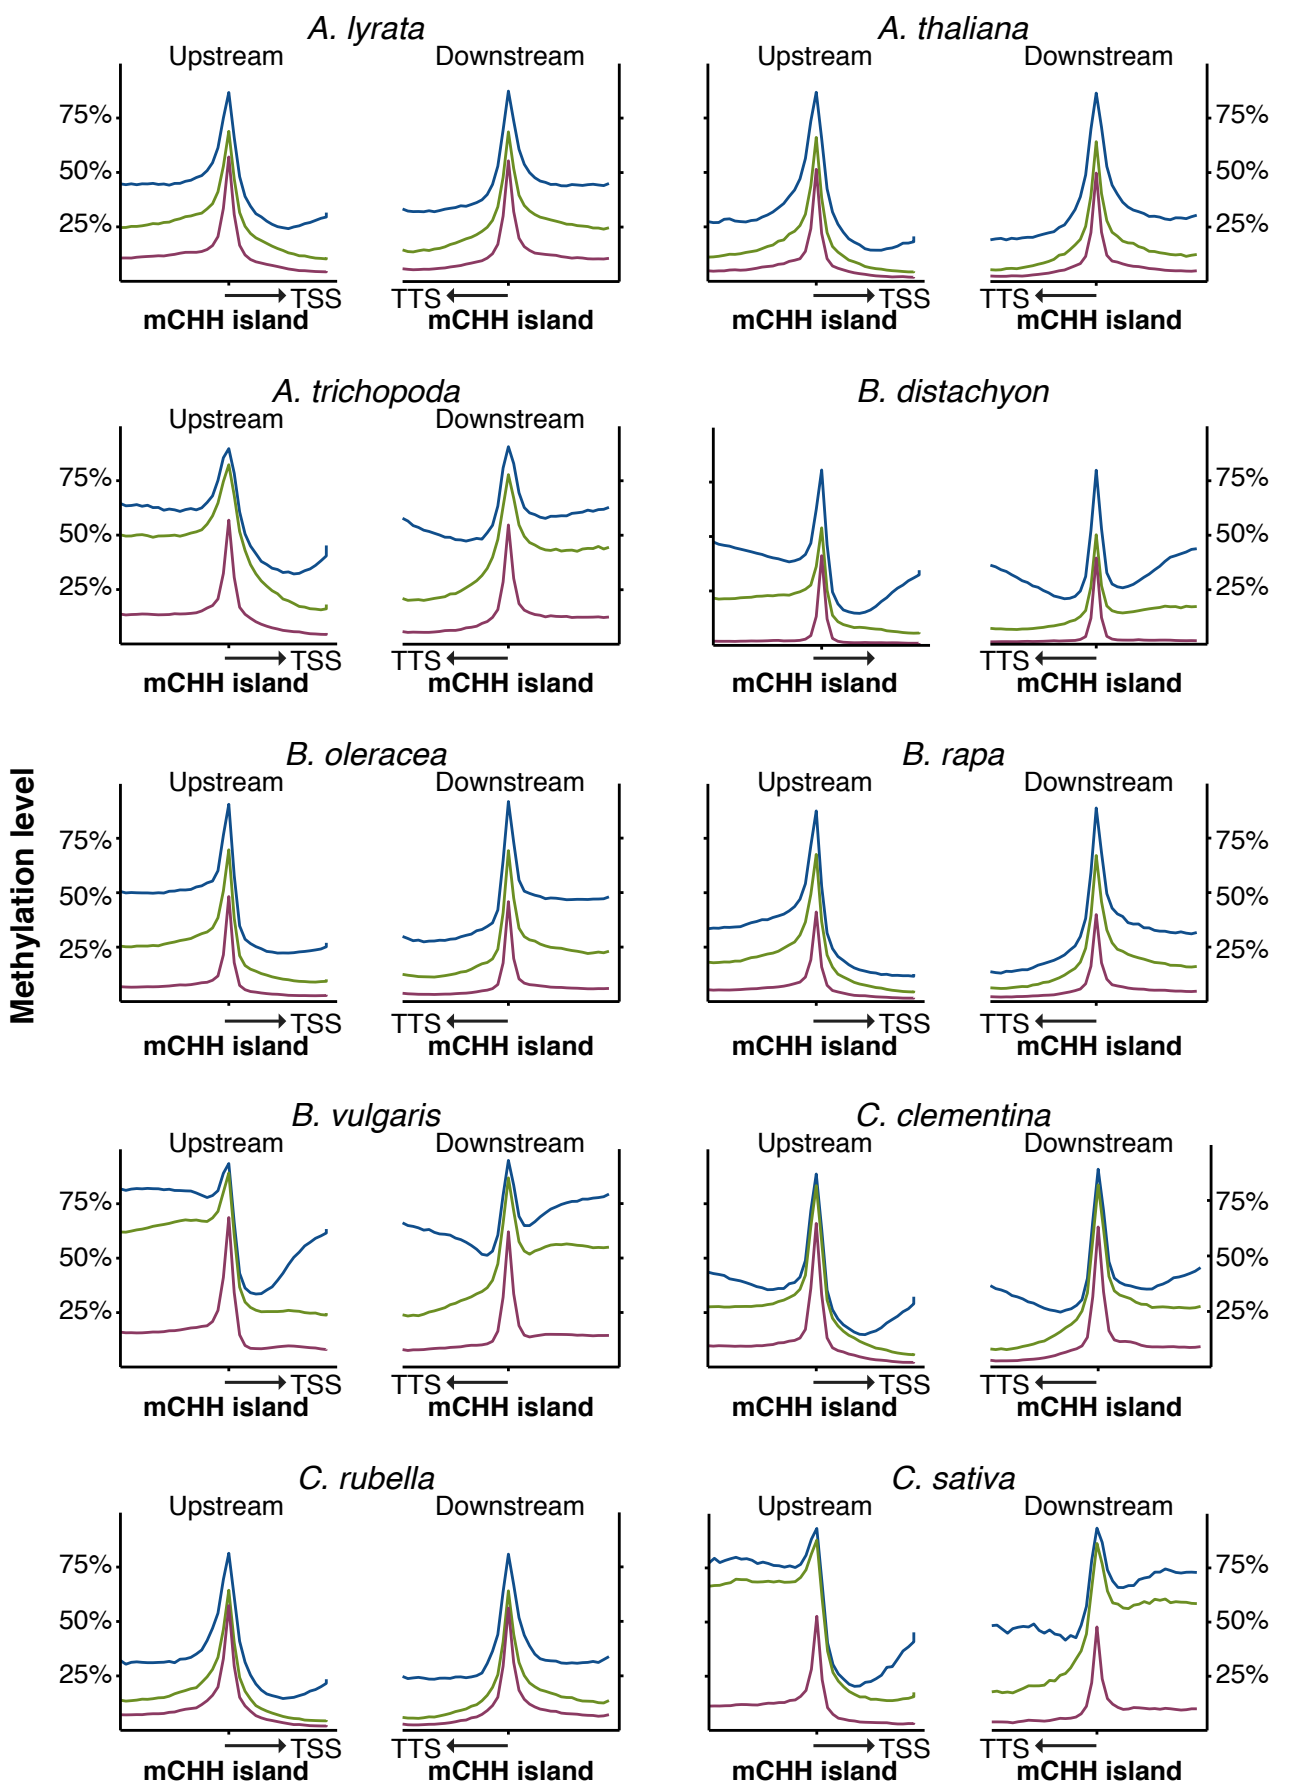

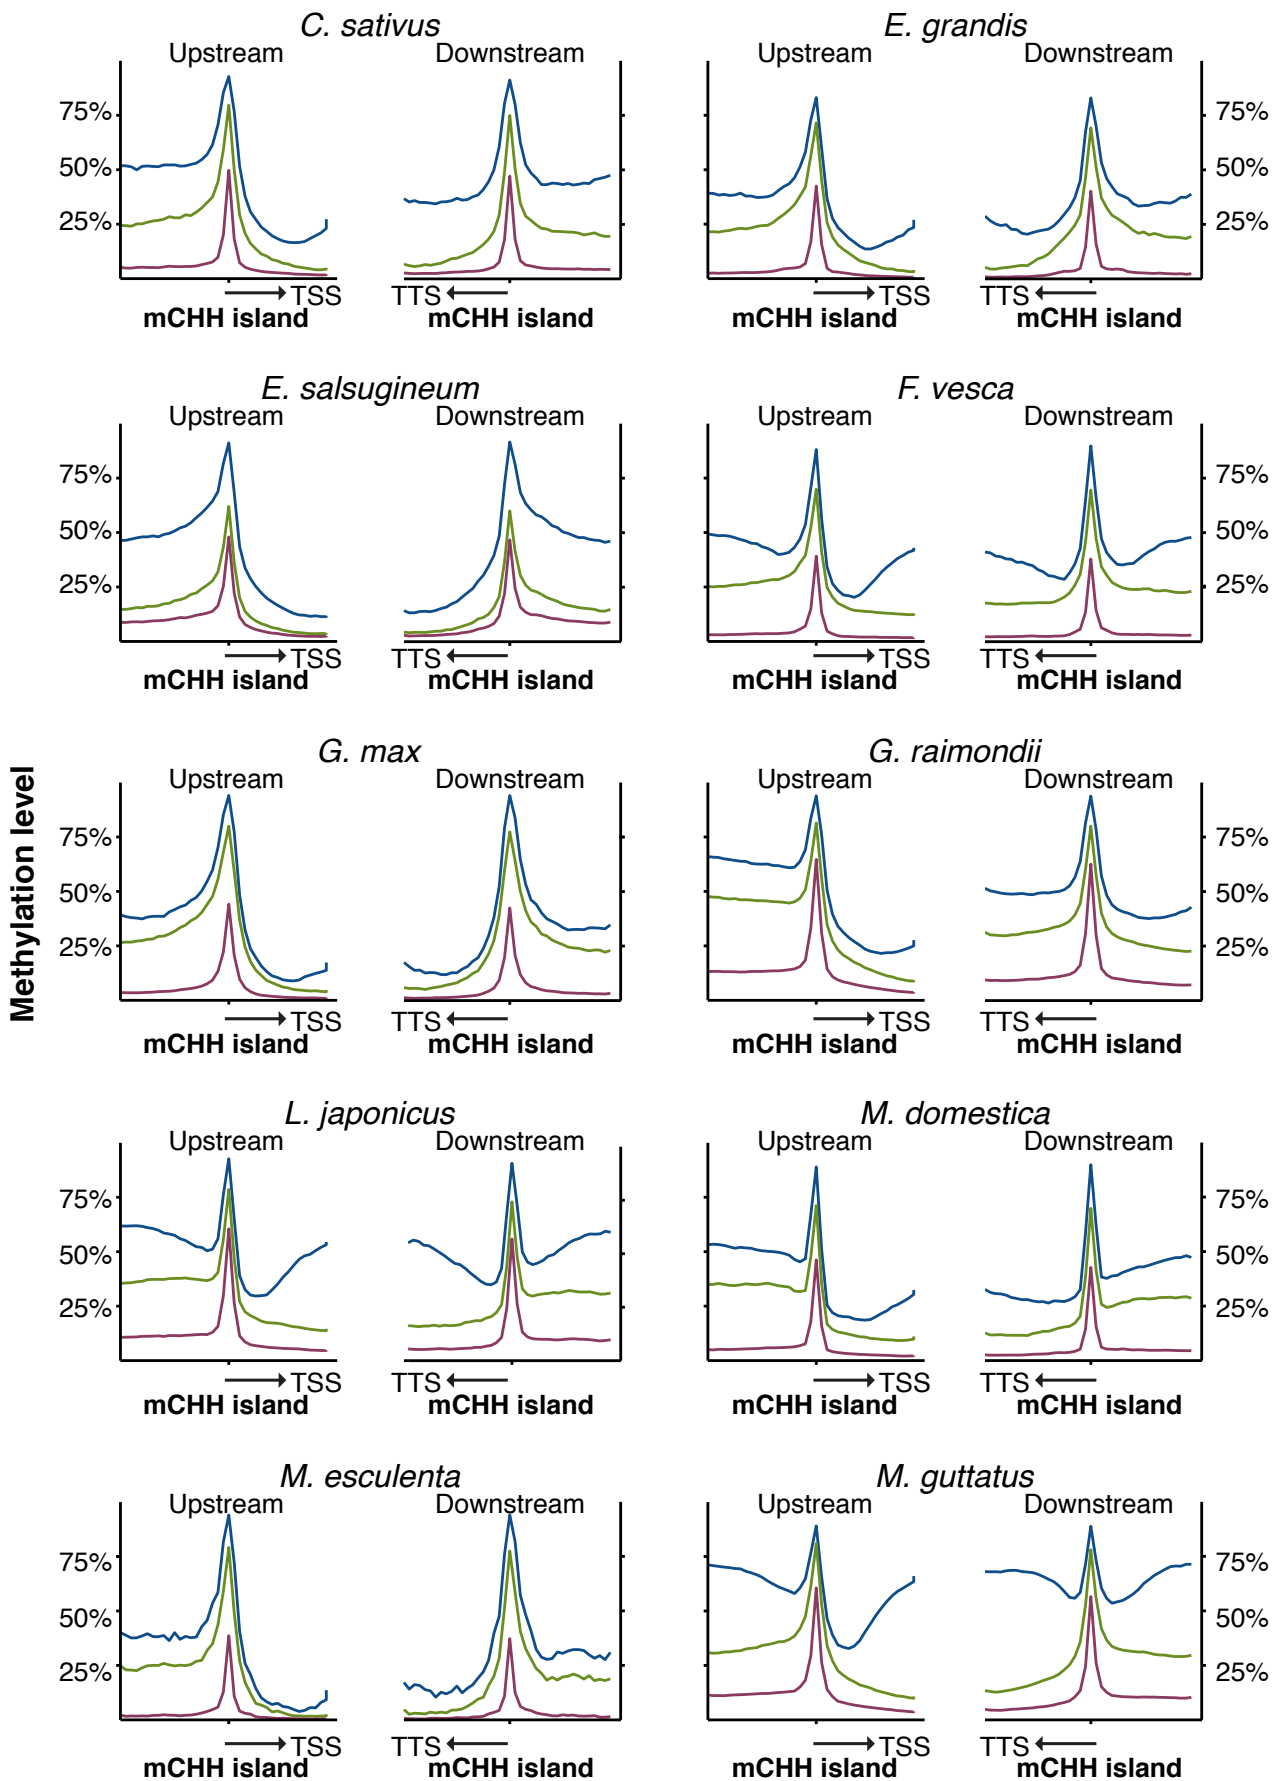

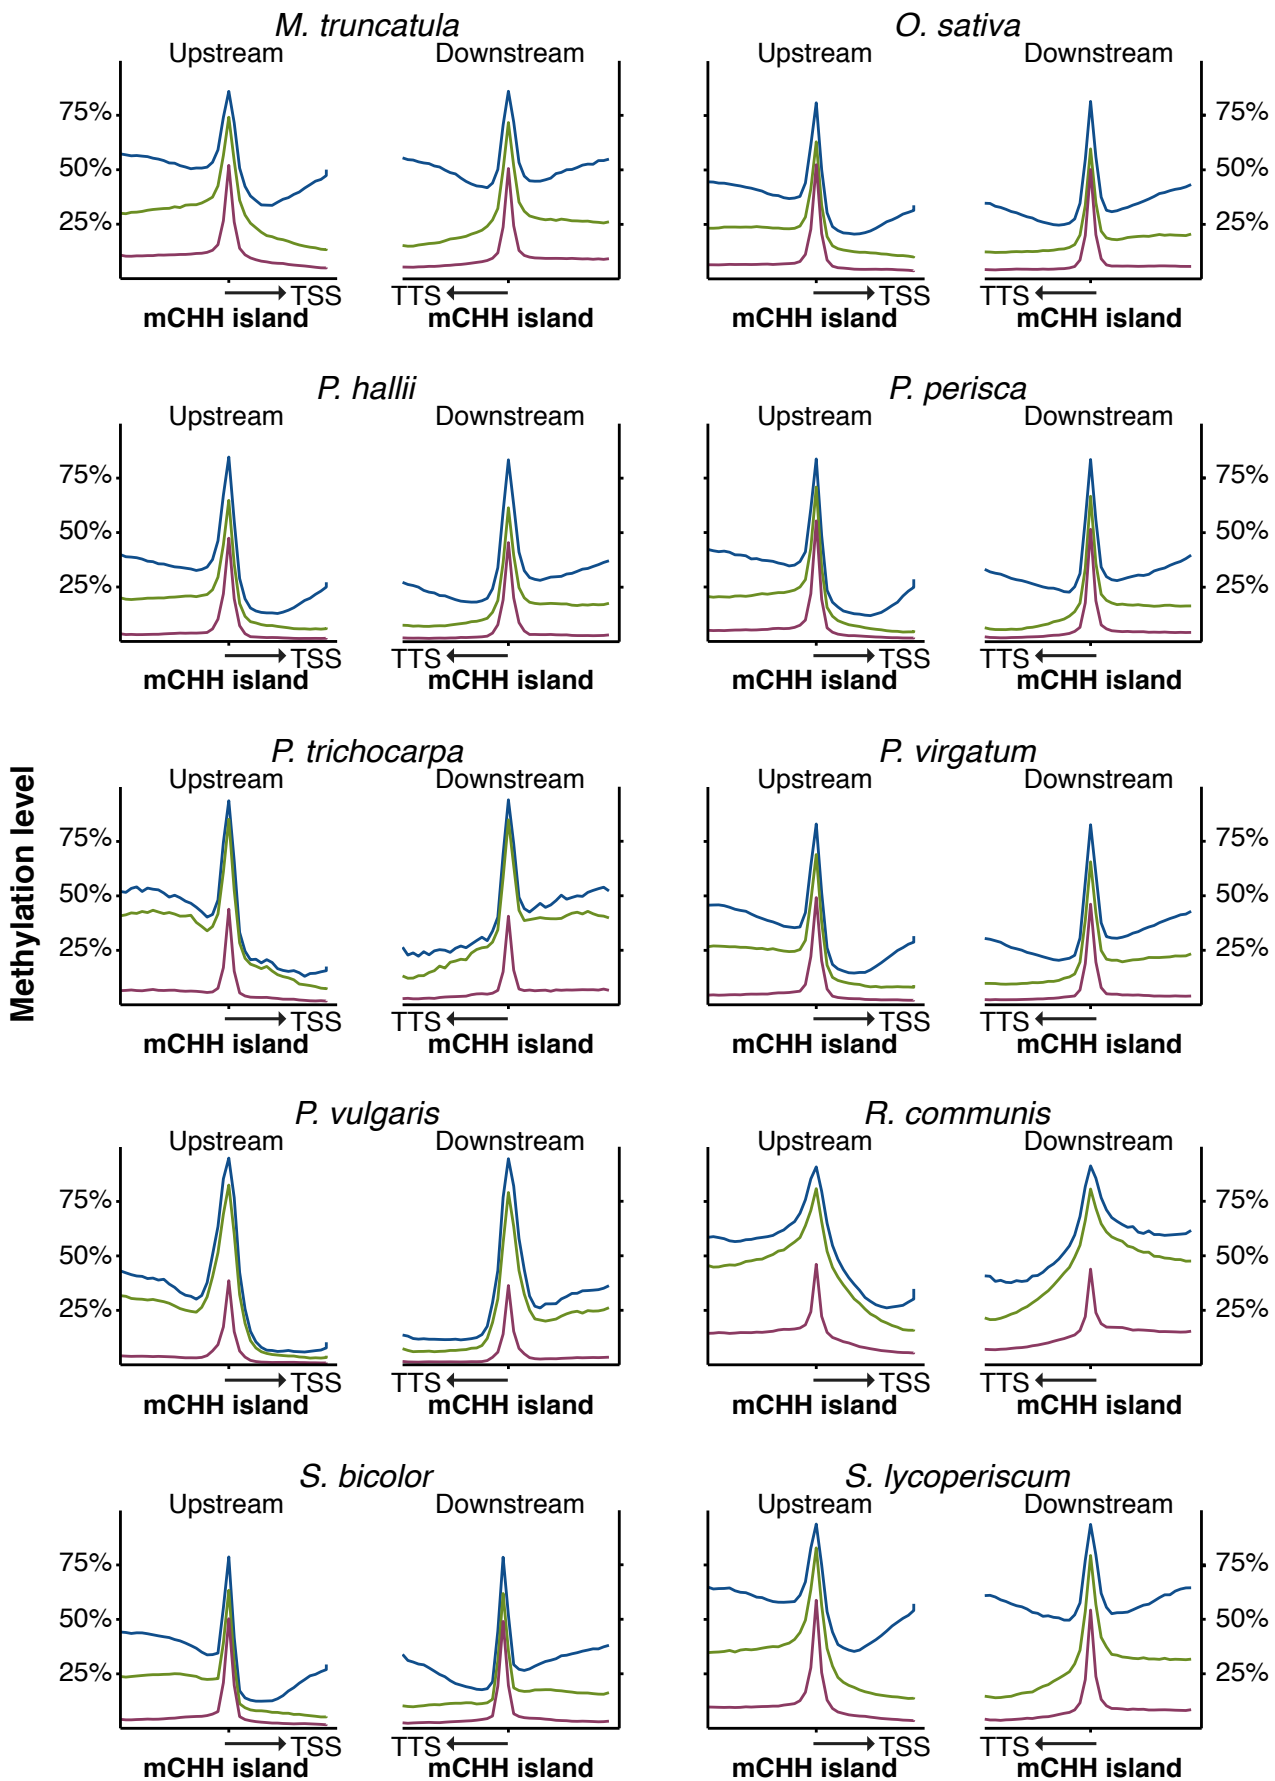

Methylation level

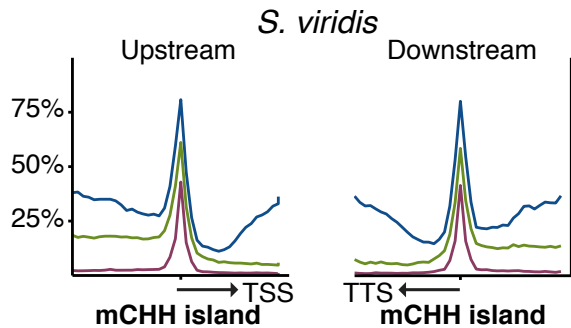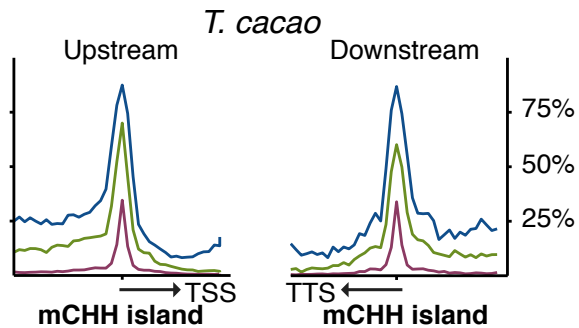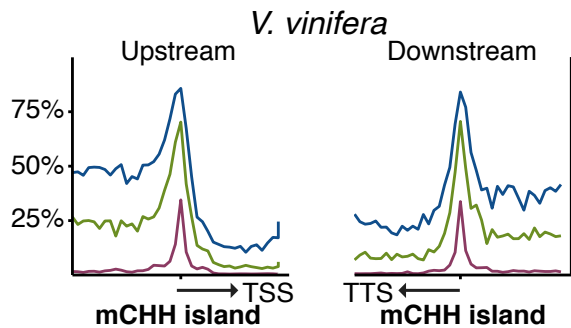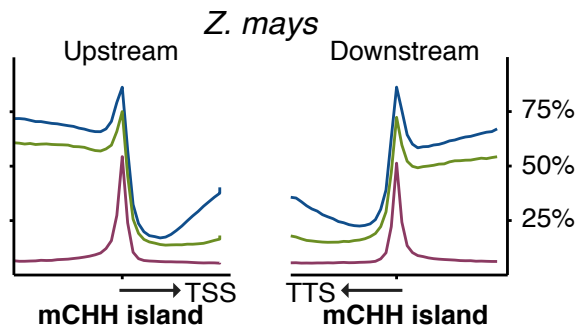

**Figure S27: (A)** Percentage of genes with upstream (blue) or downstream (orange) mCHH-islands plotted against total number of repeats. **(B)** Upstream and downstream mCHH islands are correlated with percentage upstream (blue) and percentage of downstream repeats (orange). **(C)** Percentage of genes with upstream (blue) or downstream (orange) repeats plotted against total number of repeats.

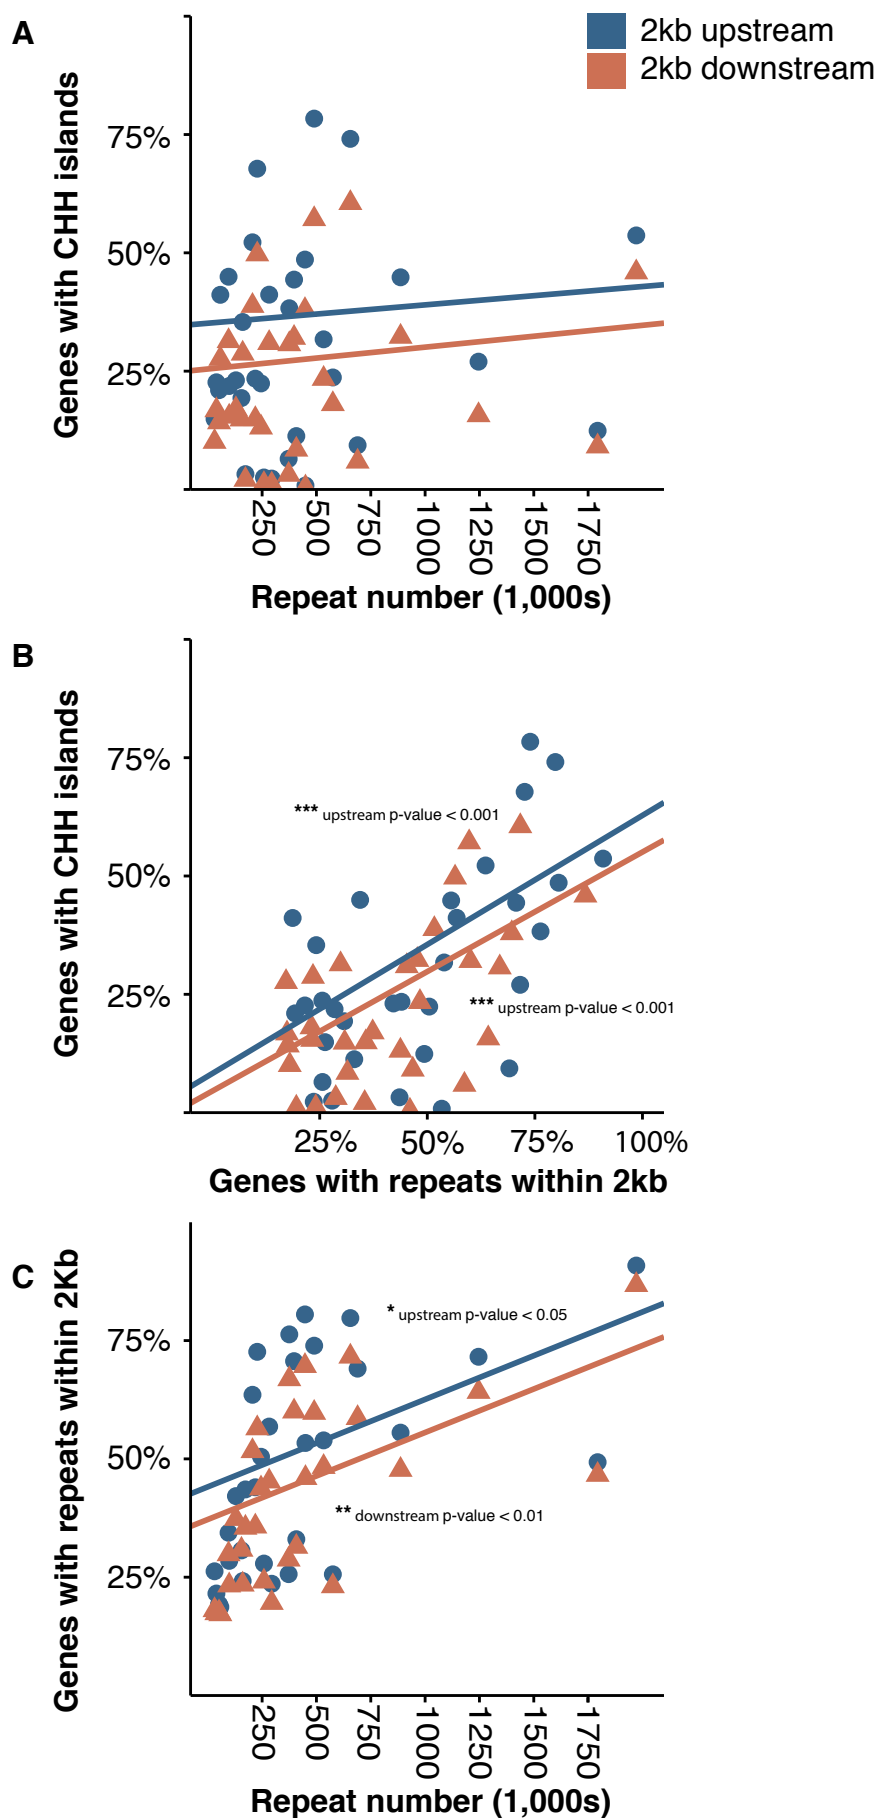

**Supplement:** Additional file 3: — Supplemental Table and Figures. Table S5 and Figures S11-27

How the deposited data were processed for this re-analysis (not part of the article)

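Leaf small RNA-seq and mCHH regions of 6 species (*C. sativus*, *E. grandis*, *E. salsugineum*, *R. communis*, *P. hallii* and *M. truncatula*) and leaf RNA-seq of 3 species (*C. sativus*, *B. distachyon* and *B. rapa*) were analysed, with 1 library, or 1 set of regions, per species. Table S1 lists a second methylome of *C. sativus*, and the values of the first were used for its coverage and non-conversion rate, as the files do not say which one the regions come from. The methylomes themselves, the mCG and mCHG regions, and the other species were not analysed here.

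The mCHH level of a region was deposited as a fraction between 0 and 1. The authors aligned MethylC-seq reads, called methylated sites by a binomial test against the non-conversion rate, and merged nearby windows with methylated CHH sites into regions. The small RNA values were deposited as a fraction too: the authors divided the reads of each length that overlap a region by all mapped hits of the library, with no division by length, and left a region without a read empty. Reads of 23 nt have no column in the files. Reads were trimmed and cleaned with the UEA small RNA toolkit, aligned with PatMan without mismatches, and overlapped with regions by BedTools. The values are therefore mapped hits, called reads here. Those of 24 nt in *E. salsugineum* regions, 39035069, outnumber its 36907790 raw reads, so a read was counted at more than one place. Gene expression was deposited in FPKM, which the authors computed with Tophat and Cufflinks. The FPKM values hold no fragment counts, and a value of exactly 0 can be a failed estimate, so genes are only said to be listed at 0.

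From these files, the following was computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The small RNA fractions were divided by the smallest value of the library, which gave whole hits for 100% of the values. Regions were grouped by mCHH level at 5, 15 and 25%. Reads per kb were pooled over the regions of a group. For region length by siRNAs, the rule set before the data were examined named the level as the paper plots it, by reads per length if the files or the units of Figure S13 give it and by reads otherwise, while the list of alternatives named reads per length as the main choice and reads per region as the alternative. The files give reads not divided by length, so the wording can be read both ways. Reads per length was kept as the main setting, the medians it gives lie close to those of Figure S14, and the result by reads per region, which has the opposite direction, is given beside it. Species were compared by an exact two-sided sign test, whose smallest p over 6 species is 0.03125. Rank correlations across regions are given without a p-value, since regions are not replicates. Relations across the 6 species were tested by exact permutation of the pairings, with Benjamini-Hochberg adjustment over 6 relations. Gene classes from the part of Table S4 used here were matched by gene identifier, and their mean log2(FPKM + 1) was placed among 10000 random lists drawn with a fixed seed. A list outside the central 95% was taken to stand apart. Shares of reads have 95% Wilson intervals, which cover counting error only, since hits of one read, and reads without molecular identifiers, are not independent molecules.

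The region and list statistics were tested on simulated data first. Known ratios were recovered within 10% in 12 of 12 simulations, 7 of 100 random gene lists fell outside the central 95%, and 100 of 100 raised lists were found.

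Named regions and genes follow a rule set before the data were examined: in each species, the region of at least 100 bp above 25% mCHH with the most 24 nt reads per kb, and in *B. distachyon* and *B. rapa* the gene with the highest FPKM in the gbM, mCHG and mCHH classes. The rule also covers genes the paper names where the files pair the name with an identifier, but the files list identifiers without gene names. Coordinates are those of the files. Whether they count from 0 or from 1 is not stated, and the length used is end minus start. In *C. sativus*, *R. communis* and *P. hallii* all regions lie on one sequence named 1, which reaches position 203357482, 352297457 and 557567878, so the positions look like those of joined scaffolds. No genome or gene annotation of these versions was used, so the genes at the regions are not given, and the comparison of *C. sativus* genes with mCHH regions was not run.

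Alternatives set before the data were examined changed the measure of siRNAs, the reference group, the shortest region, the regions with most reads, the mean in place of the median, the pseudocount, genes at 0 and the genes compared with. Some were added after the data were seen: the median over regions with a 24 nt read, rank correlation over those regions, leaving out the regions with most 21 nt reads, and quartiles of regions of at least 100 bp.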

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

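All tests of explanations in this part were set down before their result was seen, except the one on reads at a flat density in *E. grandis*. The setting used for *C. sativus*, without the 1% of regions with the most 21 nt reads per kb, was itself added after the data were seen. Reads are counted here as mapped hits. The limit of 0.5% of all mapped hits used below for single regions was chosen after the values were seen. Of 12 measures compared over the 6 species, 1 had a library far from the others, and by chance about 1 in 20 would.

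The library far from the others was that of *E. salsugineum*, with 405.9 reads of 24 nt per mCHH region against 85.0 in *P. hallii*, the next. The gap to *P. hallii* is 0.791 of the whole range, above Dixon's critical value for 6 libraries. Library size alone does not order the species this way, as the library of *P. hallii* has 160311702 mapped hits and that of *E. salsugineum* 132271615. The regions of *E. salsugineum* are the longest of the 6, with a mean of 1037 bp against 364.0 bp in *P. hallii*. No explanation was tested for this measure, and none of the comparisons between groups of regions uses reads across species.

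*E. grandis* moved opposite to the 5 other species in the rank correlation of 24 nt reads per kb and mCHH level, with -0.0299, while the others had positive values. Each species has 1 library, and the difference was not tested. Depth alone was tested by thinning the other libraries to the 0.371 reads of 24 nt per region of *E. grandis*: 0 of 5 species fell to its value, and their rho lay between 0.0361 in *R. communis* and 0.194 in *M. truncatula*. Region length was tested by spreading the reads of *E. grandis* at a flat density over its regions, which gave a rho of -0.128, below the measured value. A candidate explanation is therefore that its shorter, more methylated regions catch fewer of the few reads, so that a rho near 0 holds a small rise that this measure hides. Along the genome, the ratio of 24 nt reads per kb between these groups was above 1 in 9 of 20 blocks, from 0.487 to 3.06 with a median of 0.976. The rise by a factor of 1.30 over all regions is therefore not even. A biological explanation was not tested.

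*C. sativus* moved opposite to the 5 other species in the ratio of 24 nt siRNAs between groups over that of 21 nt siRNAs, with 0.376, and the difference was not tested. Without the 1% of regions with the most 21 nt reads per kb the value was 1.42, on the side of the other species. Without the 1% with the most 24 nt reads per kb it was 1.40. A few regions with many reads are therefore a candidate cause, and these values do not tie it to 21 nt reads in particular. Whether these regions are biologically distinct was not tested.

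Single regions hold a large part of some libraries, which the paper does not report on. In *C. sativus*, reads of 20 nt in one region of 114 bp, on sequence 1 from 150287395 to 150287509 with 4.05% mCHH, make up 6.11% of all mapped hits (1099355 reads, 95% Wilson interval 6.10% to 6.13%). Reads of 21 nt in a single region make up 0.797% of all mapped hits in *C. sativus*, 0.759% in *M. truncatula* and 0.578% in *E. salsugineum*. The smallest share that 3 reads can show is 1.67e-05% in *C. sativus*, 4.09e-06% in *M. truncatula* and 2.27e-06% in *E. salsugineum*. In the first of these regions 24 nt reads make up 0.00318% of the 20 to 26 nt reads and 20 nt reads 99.9%. The test set for reads of low mapping complexity asked only for few reads of 24 nt, which cannot separate it from other explanations. An even spread over sizes, by which the explanation was to be seen, is not found in this region. Sizes alone cannot exclude low mapping complexity without the sequences, so it was left undecided. Reads of 21 nt make up 99.7% of the 20 to 26 nt reads in the region of *E. salsugineum* and 99.0% in that of *M. truncatula*. In the region of *C. sativus* with most 21 nt reads they make up 24.5%. Low mapping complexity was not excluded in any of these regions. Reads shared with other copies in the genome, or a single abundant RNA, could not be told apart without the sequences, and no biological explanation was tested.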

How the results depend on the processing

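Libraries could not be paired, because each species has 1 small RNA or RNA-seq library and 1 set of regions. The sign tests pair groups of regions within each species instead. The lower limit of the evidence is the depth: 7.60% of the regions of *E. grandis* have a read of 24 nt, which limits any statement on single regions there, and the gene classes of *B. rapa* hold 3 gbM and 4 mCHG genes. Alternatives that ask for at least 10 methylated sites could not be run, since the files hold no sites, and methylated reads in place of level times length could not be run for the same reason. The comparison of *C. sativus* genes with mCHH regions was not run, as no gene coordinates of its genome version were at hand. The ratio of 24 nt to 21 nt siRNAs does not change by reads per region, since length cancels. Of the alternatives for the results named before the data were examined, 41 kept direction and side of the threshold, 8 were weaker, 4 stronger, 4 reversed and 4 moved, including those added later.

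More 24 nt siRNAs in regions above 25% mCHH than in those of 5 to 15% held in 6 of 6 species (exact two-sided sign test, p = 0.03125) without the 1% densest regions, with regions of at least 100 bp, and by the mean over regions. It held in 5 of 6 (p = 0.219, exact sign test) by reads per region, where *E. grandis* had a ratio of 0.770, by the share of regions with a 24 nt read, where *E. grandis* had 0.850, against regions below 5%, where *M. truncatula* had 0.908, and by the 24 nt share of 20 to 26 nt reads, where *C. sativus* had 0.576. By the median over regions with a 24 nt read, chosen after seeing the data, it held in 4 species with 2 at a ratio of 1.00 (exact sign test over 4 species, p = 0.125). Without the 1% of regions with the most 24 nt reads per kb, the ratio of *M. truncatula* against regions below 5% was 32.6. For the rest, the cause was not tested.

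The rank correlation of 24 nt siRNAs and mCHH level was positive in 5 of 6 species, in 6 of 6 among regions of at least 100 bp (p = 0.03125, exact sign test), where *E. grandis* had 0.00095, and in 6 of 6 among regions with a 24 nt read, an alternative chosen after seeing the data, where *E. grandis* had 0.236. Reads at a flat density over the regions of *E. grandis* gave 0.269 under that alternative, so its positive value there is no evidence of a relation, and in *R. communis* they gave 0.127 against a measured 0.245. By reads per region it was positive in 4 species and -0.0047 in *R. communis*. The ratio between groups was larger for 24 nt than for 21 nt siRNAs in 5 of 6 species, and in 6 of 6 (p = 0.03125, exact sign test) against regions below 5%, where *C. sativus* had 1.80 and both sizes fell in *M. truncatula*, with 56 reads of 24 nt below 5% in *R. communis*, and without the 1% of regions with the most 21 nt reads per kb, chosen after seeing the data, where *C. sativus* had 1.42. That last setting lowered the value to 1.42 in *E. salsugineum*, 1.19 in *E. grandis*, 1.02 in *R. communis* and 1.55 in *P. hallii*, and raised it to 1.59 in *M. truncatula*. Without the 1% of regions with the most 24 nt reads per kb the count stayed at 5, but *C. sativus* had 1.40 and *M. truncatula* 0.819. The cause was not tested beyond these values.

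Shorter regions above 25% than of 5 to 15% were seen in 6 of 6 species. They were seen in 5 of 6 (p = 0.219, exact sign test) by mean length, where *R. communis* had a ratio of 1.36. Among regions of at least 100 bp it was also 5 of 6 (p = 0.219, exact sign test), and *P. hallii* had 1.03. The rule of at least 5 methylated cytosines per region favours high levels in short regions, and its effect was not tested. Shorter regions in the highest 24 nt quartile were seen in 6 of 6 species by reads per length, by mean length, with at least 10 reads of 24 nt, and with regions of at least 100 bp, the last chosen after seeing the data. A minimum of reads favours short regions at high density, so the filter on reads is no separate test of the direction. With regions of at least 100 bp, reads at a flat density gave 0.304 in *E. grandis*, below the measured 0.5, and 0.638 in *R. communis* against a measured 0.185. Dividing by length may thus give the direction in *E. grandis* there too, and in part in *R. communis*. In the other species they gave from 1.01 in *P. hallii* to 1.03 in *C. sativus*, above the measured ratios. Those draws leave few regions without a read, so they do not test leaving such regions out. With regions without a read ranked lowest, 1 of 6 species had shorter regions there (p = 0.219, exact sign test), with ratios of 1.08 in *C. sativus*, 1.11 in *E. grandis*, 1.19 in *R. communis*, 1.121 in *P. hallii* and 1.07 in *M. truncatula*. In *E. grandis* 69.6% of the highest quartile were then regions without a read, whose order is arbitrary, so this alternative tests nothing there. By reads per region 0 of 6 species had them (p = 0.03125, exact sign test, in the other direction), with ratios of 2.33 in *C. sativus*, 1.19 in *E. grandis*, 4.75 in *E. salsugineum*, 1.85 in *R. communis*, 1.62 in *P. hallii* and 1.40 in *M. truncatula*. Reads at a flat density gave larger ratios by this ranking in 6 of 6 species, so its direction is the one that region length alone gives, and it is no test of the result by reads per length.

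The level of *P. hallii* regions was 8.73% as a mean, 7.33% as a mean weighted by length, and 4.94% as a median over regions of at least 100 bp, the lowest of the 6 species each time. Its share of mCHH in regions above 15% was 34.4%.

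Among genes above 0 FPKM, mCHG genes of *B. distachyon* differed by -0.44, within the central 95% of random lists, gbM genes of *B. rapa* by -0.0062 and the single mCHG gene of *B. rapa* above 0 by 1.48 in the opposite direction. The gbM genes and the mCHH genes of *B. distachyon*, and the mCHH genes of *B. rapa*, kept direction and side of the threshold under each alternative run for them.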

Differences from the paper's values

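The median of all *C. sativus* genes was 1.63 FPKM and the upper quartile 6.55 FPKM, where the paper shows about 7 FPKM and about 23 FPKM in Fig. S19, read by eye. None of the alternatives set before the data were examined applies to these values. The median of the genes above 0, a setting chosen after seeing the values, was 3.39 FPKM and did not reach the paper's.

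The median of the gbM genes of *B. rapa* was 3.53 FPKM over the 3 gbM genes in the part of Table S4 used here, where the paper shows about 0.4 FPKM in Fig. S19, read by eye, over all its gbM genes. None of the alternatives set before the data were examined gives another median of these genes, since all 3 are above 0.

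The paper states that mCHH regions of the Poaceae are more highly methylated. The median level of *P. hallii* regions, 5.37%, was the lowest of the 6 species analysed here, and the paper shows about 6% for it in Fig. S11, read by eye.

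The paper states that small RNAs of 24 nt in particular map to regions of higher mCHH. In *C. sativus*, 21 nt siRNAs rose more than 24 nt siRNAs, with a factor of 0.376 between the rises, while it was above 1 in the 5 other species. With regions of at least 100 bp the factor of *C. sativus* was 0.354. It was 1.40 without the 1% of regions with the most 24 nt reads per kb, and 1.80 against regions below 5%. Without the 1% with the most 21 nt reads per kb, chosen after seeing the data, it was 1.42. The difference from the paper thus depends on the setting.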

Other observations

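The tests on coverage, non-conversion, genome-wide mCHH and a constant scale factor were chosen after their values were seen. The others were set down before.

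Reads at a flat density were used to test how far dividing by length makes regions with many 24 nt siRNAs short. In 1 of 6 species, *E. grandis*, such reads gave a ratio of median lengths between the highest and the lowest quartile (0.261) at or below the measured one (0.400). In *R. communis* they gave 0.414 against a measured 0.148. In the 4 other species, which have more reads per region, they gave from 1.03 in *P. hallii* to 1.07 in *C. sativus*, above the measured values. Dividing by length may thus be enough for the pattern in *E. grandis*. In *R. communis* a flat density gave the same direction, less strongly than measured, and in the 4 other species it did not give it. So the pattern cannot be told apart from an effect of the denominator in *E. grandis*, and in part in *R. communis*, while a flat density gave the opposite direction in the 4 other species. By reads per region, where longer regions catch more reads, the highest quartile was the longer one in 6 of 6 species. Reads at a flat density gave ratios at or above the measured ones in 6 of 6 species, from 1.51 against 1.19 in *E. grandis* to 17.8 against 4.75 in *E. salsugineum*, so length alone gives that direction. Filters on reads were tested the same way. Among regions with a 24 nt read, reads at a flat density gave a rank correlation with mCHH level at or above the measured one in 1 of 6 species, *E. grandis*, with 0.269 against 0.236, so the positive value there cannot be told apart from an effect of keeping regions with a read and dividing by length. In *R. communis* a flat density gave 0.127 against 0.245, and in the 4 other species it gave slightly negative values, from -0.0102 in *C. sativus* to -0.0023 in *E. salsugineum*, against measured values of 0.293 or more. Among regions with at least 10 reads they gave a ratio of median lengths at or below the measured one in 0 of 5 species, but below 1 in 4 of these, from 0.456 in *R. communis* to 0.969 in *P. hallii*. In *E. grandis* too few regions reached 10 reads at a flat density to tell.

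In *M. truncatula*, 24 nt siRNAs were denser in regions below 5% mCHH than above 25%, with a ratio of 0.908. One region, on sequence 1 from 48919827 to 48919950 with 1.95% mCHH, holds 191005 of the 194645 reads of 24 nt in the regions below 5%, or 98.1%. Without the 1% of regions with the most 24 nt reads per kb the ratio was 32.6, so the value rests on that region. No biological explanation was tested.

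The median level of mCHH regions differed between species, and technical and biological measures were set against it over 6 species. With methylome coverage, Spearman's rho was -0.829 (exact permutation test, two-sided p = 0.0583, adjusted p = 0.308), with the non-conversion rate 0.257 (exact permutation test, p = 0.658, adjusted p = 0.79), and with genome-wide mCHH 0.771 (exact permutation test, p = 0.103, adjusted p = 0.308). Pearson's r was -0.504 (exact permutation test, p = 0.321), 0.519 (exact permutation test, p = 0.26) and 0.717 (exact permutation test, p = 0.0889), with adjusted p of 0.48, 0.48 and 0.408. With the second *C. sativus* methylome of Table S1, chosen after seeing the data, rho was -0.486 (exact permutation test, p = 0.356) for coverage and 0.0857 (exact permutation test, p = 0.919) for the non-conversion rate. Without the 2 species farthest from the median of each measure, r was -0.995, -0.226 and 0.539 over 4 species. The non-conversion rate of *R. communis* comes from the chloroplast genome and the others from the lambda genome, so that relation mixes unlike measures. None passes the adjustment over 6 relations, so differences in depth, conversion and genome-wide mCHH cannot be told apart as sources of the differences between species.

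*C. sativus* FPKM values were lower than those plotted. If genes at 0 had been left out of the plot, the median of genes above 0 would come near the plotted one, but it was 3.39 FPKM. A constant scale factor would move median and upper quartile alike. The quotient of their factors was 1.23, and from 1.01 to 1.47 with a reading error of 1 FPKM, where a constant factor would give 1. The test allowed a tolerance of 1.1, which the lower end meets. With a reading error of 0.5 FPKM the range is 1.11 to 1.34 and does not meet it. The reading error of 1 FPKM was chosen after this was seen, so the test leaves a constant factor undecided.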
